# Evaluation of altered cell–cell communication between glia and neurons in the hippocampus of 3xTg‐AD mice at two time points

**DOI:** 10.1002/ccs3.70006

**Published:** 2025-02-28

**Authors:** Tabea M. Soelter, Timothy C. Howton, Elizabeth J. Wilk, Jordan H. Whitlock, Amanda D. Clark, Allison Birnbaum, Dalton C. Patterson, Constanza J. Cortes, Brittany N. Lasseigne

**Keywords:** Alzheimer's disease, cell‐cell communication, microglia, networks, neurodegeneration, signaling, snRNA‐seq

## Abstract

Alzheimer's disease (AD) is the most common form of dementia and is characterized by progressive memory loss and cognitive decline, affecting behavior, speech, and motor abilities. The neuropathology of AD includes the formation of extracellular amyloid‐β plaques and intracellular neurofibrillary tangles of phosphorylated tau, along with neuronal loss. Although neuronal loss is an AD hallmark, cell–cell communication between neuronal and non‐neuronal cell populations maintains neuronal health and brain homeostasis. To study changes in cell–cell communication during disease progression, we performed snRNA‐sequencing of the hippocampus from female 3xTg‐AD and wild‐type littermates at 6 and 12 months. We inferred differential cell–cell communication between 3xTg‐AD and wild‐type mice across time points and between senders (astrocytes, microglia, oligodendrocytes, and OPCs) and receivers (excitatory and inhibitory neurons) of interest. We also assessed the downstream effects of altered glia–neuron communication using pseudobulk differential gene expression, functional enrichment, and gene regulatory analyses. We found that glia–neuron communication is increasingly dysregulated in 12‐month 3xTg‐AD mice. We also identified 23 AD‐associated ligand–receptor pairs that are upregulated in the 12‐month‐old 3xTg‐AD hippocampus. Our results suggest increased AD association of interactions originating from microglia. Signaling mediators were not significantly differentially expressed but showed altered gene regulation and transcription factor activity. Our findings indicate that altered glia–neuron communication is increasingly dysregulated and affects the gene regulatory mechanisms in neurons of 12‐month‐old 3xTg‐AD mice.

## 1 INTRODUCTION

Age is the primary known risk factor for Alzheimer's disease (AD), with most patients being 65 or older.^1^ AD is the most prevalent neurodegenerative disease^2^ and the most common form of dementia.^3^, ^4^ There are an estimated 55 million AD patients worldwide, and by the year 2050, AD prevalence is expected to increase to 139 million.^5^ AD is characterized by progressive memory loss and cognitive decline, affecting behavior, speech, and motor abilities.^6^, ^7^, ^8^ The neuropathology of AD includes the formation of extracellular amyloid‐β plaques and intracellular neurofibrillary tangles of phosphorylated tau, as well as neuronal loss.^6^ Memory‐associated brain regions such as the entorhinal cortex and hippocampus are primarily affected in the early disease stages.^9^, ^10^ During the later stages, the cerebral cortex, which is responsible for speech, social behavior, and reasoning, is also affected.^10^ AD is diagnosed through clinical evaluation of memory and motor skills and confirmation of tau and amyloid‐β plaque formation using tau and amyloid PET imaging, respectively.^11^, ^12^, ^13^ In familial or early‐onset AD, variants in the presenilin 1 (*PSEN1*), presenilin 2 (*PSEN2*), and amyloid precursor protein (*APP*) genes can cause AD.^14^ However, most patients have sporadic or late‐onset AD, where the genetic causes are not fully understood.^15^ One approach to early AD diagnosis involves detecting nucleic acids and proteins‐like amyloid‐β in cerebrospinal fluid and blood through liquid biopsies (reviewed in ^16^, ^17^, ^18^). However, the blood–brain barrier impacts detection sensitivity. Therefore, pre‐clinical studies investigating the effects of amyloid‐β and tau pathology on molecular mechanisms, such as cell–cell communication (CCC), in the brain are critical for establishing novel therapeutic targets.

Although neuronal loss is an AD hallmark,^6^ CCC between neuronal and non‐neuronal cell populations is crucial for maintaining neuronal health and brain homeostasis.^19^, ^20^, ^21^, ^22^ CCC is mediated through the release of chemical intermediates, which are taken up by cell surface membrane receptors.^23^, ^24^ Tripartite synapses, supported by microglia, facilitate bidirectional crosstalk between neurons and astrocytes, providing metabolic support and maintaining synaptic homeostasis of neurotransmitters.^21^, ^25^, ^26^, ^27^ As the brain's resident macrophages, microglia respond to injury by releasing chemical messengers, impacting neuronal activity, and modulating neurotransmission.^28^, ^29^, ^30^ In addition, oligodendrocytes facilitate myelin formation of neuronal axons,^31^ and oligodendrocyte precursor cells (OPCs) form synapses with neurons.^32^ Further, disruption of OPC‐neuron communication during development has been shown to lead to social cognitive deficits.^33^ As dysregulated and reactive astrocytes,^34^ microglia,^35^ and oligodendrocytes^36^ are known to impact Alzheimer's disease progression and outcomes, it stands to reason that glia–neuron communication is altered throughout disease progression and with respect to Alzheimer's pathology. Using computational CCC inference tools, we and others have demonstrated that CCC is altered in the post‐mortem human AD brain compared to healthy controls.^37^, ^38^, ^39^, ^40^ These studies identified CCC dysregulation between all brain cell types in AD and underscored the significance of altered communication between neurons and glia, as neuron‐astrocyte and neuron–microglia interactions had increased involvement of AD‐risk genes. We previously presented how altered glia–neuron communication in the human prefrontal cortex might affect canonical signaling pathways, including WNT, NFkB, and p53 in inhibitory neurons.^39^ Although human studies are critical, their reliance on late‐stage post‐mortem brain tissue does not address how CCC is dysregulated throughout aging and AD progression. Although cell membrane receptors have emerged as potentially druggable targets for disease, the effects of AD neuropathology on CCC between glia and neurons throughout disease progression remains understudied. Thus, using a mouse model that mimics AD pathology across multiple time points may further define changes in CCC throughout disease progression that cannot be investigated using postmortem human tissues.

To study how CCC changes during AD progression with respect to amyloid‐β and tau pathology, we generated single‐nucleus RNA sequencing (snRNA‐seq) data from 3xTg‐AD mice across two time points. The transgenic mouse model we studied, 3xTg‐AD, harbors three human transgenes (*APP*, *PSEN1*, and *MAPT*) and exhibits both amyloid‐β and tau pathology shown to occur as early as 6 and 12 months, respectively.^41^ It is a well‐characterized and extensively phenotyped model of AD pathogenesis^42^ and has been successfully utilized as a pre‐clinical and drug discovery platform in the past.^43^, ^44^, ^45^ Importantly, sexually dimorphic characteristics are becoming a well‐recognized feature of this transgenic model, although their prevalence and impact on AD‐associated pathological hallmarks such as inflammation, plaque, and/or tangle accumulation and others remain poorly understood (reviewed in ^46^). Therefore, we sequenced the hippocampus from female 3xTg‐AD and wild‐type (WT) littermates at 6 and 12 months (Figure 1A) to evaluate altered glia–neuron communication. Given how critical CCC between glia and neurons is for brain health and AD pathology, we inferred differential CCC between 3xTg‐AD and WT mice across time points and between senders (astrocytes, microglia, oligodendrocytes, and OPCs) and receivers (excitatory and inhibitory neurons) of interest. We predicted differentially expressed ligand–receptor pairs and their potential downstream target genes (Figure 1B). We also assessed the global downstream effects of altered glia–neuron communication using pseudobulk differential gene expression and functional enrichment analyses (Figure 1C,D). To determine AD‐associated interactions, we compiled an AD risk gene set from the Molecular Signatures Database (MSigDB)^47^, ^48^ and a recent genome‐wide association study (GWAS).^49^ Using gene regulatory information, we also predicted signaling mediators of AD‐associated ligand–receptor–target (LRT) pairings and characterized their expression, differential gene targeting, and transcription factor (TF) activity (Figure 1E,F).

**FIGURE 1:**
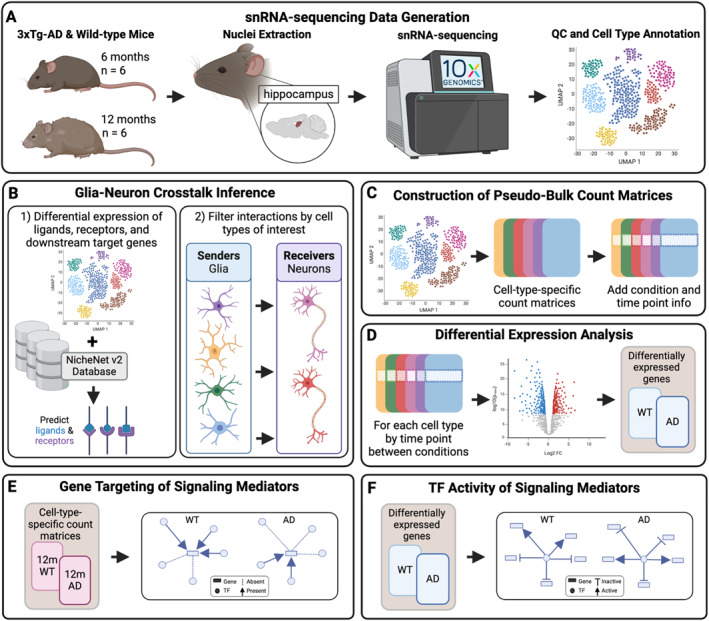
Schematic overview of our study design. (A) We sequenced the hippocampus of female 3xTg‐AD and WT littermates at 6 and 12 months. (B) We inferred ligands and receptors between senders (astrocytes, microglia, oligodendrocytes, OPCs) and receivers (excitatory and inhibitory neurons) using differential gene expression (log2FC > 0.5) and known ligand–receptor information. We also predicted target genes potentially regulated by the predicted ligand–receptor pairs. (C) We generated cell‐type‐specific count matrices with condition and time point information for downstream analyses. (D) Using the cell‐type‐specific count matrices, we identified differentially expressed genes between 3xTg‐AD and WT hippocampus for every cell type and at each time point (absolute log2FC > 0.2, Wald test padj < 0.05). (E) To determine changes in gene regulation of signaling mediators, we built cell‐type‐ and time‐point‐specific gene regulatory networks (GRNs) and calculated the differential gene targeting score of signaling mediators between 12‐month 3xTg‐AD and WT GRNs. (F) Using differential expression information, we inferred the differential TF activity of signaling mediators that are TFs between conditions at 12 months.

## 2 MATERIALS & METHODS

A more detailed version of the methods section is available in the supplementary materials and methods.

### 2.1 Animals

We bred and housed 3xTg‐AD mice (B6; 129‐Tg (APPSwe, tauP301L)1Lfa *Psen1* ^tm1Mpm^/Mmjax: JAX MMRRC Stock# 034830) and WT littermates.^41^ We anesthetized mice using Avertin intraperitoneal injections before perfusion with 1X PBS. We snap‐froze and stored hippocampi at −70C until nuclei isolation.

### 2.2 Nuclei isolation and snRNA sequencing of 3xTg‐AD mouse hippocampus

We isolated nuclei from the left hippocampus of 12 female mice (*n* = 6/condition) from two time points (6 and 12 months; *n* = 3/time point and condition) as previously described.^50^ We prepared sequencing libraries using the Chromium Single Cell 3ʹ GEM, Library & Gel Bead Kit v3 (10x Stock #: PN‐1000121). We sequenced libraries on an Illumina NovaSeq 6000 using an S4 flowcell to an average depth of ∼34,000 reads per nucleus with ∼15,000 nuclei per sample (Table S1).

### 2.3 Protein quantification of amyloid‐β 40, amyloid‐β 42, and total tau

We used the human Amyloid‐β 40 (ThermoFisher Cat No. KHB3481), Amyloid‐β 42 (ThermoFisher Cat No. KHB3441), and Total Tau (ThermoFisher Cat No. KHB0041) ELISAs to quantify protein abundance in the hippocampus for both conditions and time points. We performed a bicinchoninic acid assay (BCA) to quantify the total protein (Table S2) before performing ELISAs according to the manufacturer's instructions and measured absorbance (Table S2). We used a 4‐parameter algorithm to quantify protein concentration and compared groups using a one‐way ANOVA followed by a Tukey test for multiple hypothesis correction.

### 2.4 Data processing and quality control

We aligned raw FASTQ files to GRCm38/mm10 using Cell Ranger^51^ v6.1.1. We performed all downstream data processing in docker^52^ R v4.2.3. We removed ambient RNA using soupX^53^ v1.6.2. We created a merged Seurat object using Seurat v4.3.0.^54^ We filtered each dataset at the cell and at the gene level. We performed batch correction using harmony v0.1.0.^55^ We also performed the Principal Component Analysis (PCA) without approximation (approx = FALSE), scaled, and normalized before plotting Uniform Manifold Approximation and Projections to confirm successful integration across conditions.

### 2.5 Clustering and cell type identification

We compared multiple resolutions using clustree v0.5.0^56^ and chose 0.7 resolution, yielding 40 clusters using Leiden v0.4.3.^57^ We identified differentially expressed marker genes for each cluster using the *FindAllMarkers* function from Seurat v4.3.0^54^ with a log2foldchange threshold >0.2. We assigned cell types using differential expression of cell‐type‐specific genes identified through PanglaoDB^58^ and CellMarker 2.0^59^ (Table S3) and feature plots using canonical cell type markers (Table S4).

### 2.6 Pseudobulking of snRNA‐seq data

We converted raw data from the Seurat object *counts* slot into single cell experiment objects using SingleCellExperiment^60^ v1.20.1 and incorporated necessary metadata information. We aggregated counts across samples by cell type, resulting in cell‐type‐specific gene‐by‐sample count matrices.

### 2.7 Differential gene expression analysis

We performed differential expression analysis using DESeq2^61^ v1.38.3. We made pairwise comparisons for every cell type between conditions for each time point independently using the Wald test. Then we performed log2foldchange shrinkage using apeglm v1.23.1.^62^

### 2.8 Inference of CCC across conditions and time points

To infer glia–neuron CCC between AD and WT across time points, we applied multinichenetr v1.0.3 and used the Nichenet v2 prior.^63^ We performed ligand–receptor pair prediction between all cell types for every time point across conditions before filtering for senders and receivers of interest. We identified differentially expressed ligands, receptors, and target genes using a log2FC threshold = 0.5 and non‐adjusted *p*‐values threshold = 0.05. When calculating ligand activity, we considered the top 250 targets with the highest regulatory potential. We prioritized ligand–receptor interactions using default MultiNicheNet parameters.

### 2.9 Functional enrichment analysis of predicted target genes

To determine the molecular function of predicted target genes from MultiNicheNet, we identified significantly enriched pathways using gprofiler2^64^ v0.2.1. We queried predicted target genes for every group (6mAD, 6mWT, 12mAD, and 12mWT) to find overrepresented pathways. We included all genes measured as background genes. We filtered pathways by whether they were significant after multiple hypothesis correction using the Bonferroni method (*q* < 0.05) as well as the term size (>10 and <1000).

### 2.10 AD risk gene set curation

We compiled an AD risk gene set by combining two human gene sets from MSigDB^47^, ^48^ with genes from a GWAS.^49^ The AD risk gene set comprised 245 mouse genes (Table S5).

### 2.11 Prediction of LRT signaling mediators

We identified AD‐associated ligand–receptor pairs by filtering interactions using significantly differentially expressed genes (log2FC > 0.2, padj < 0.05) from our AD‐risk gene set. We used gene regulatory information from the NicheNet v2 database to generate weighted and directed igraph objects for AD‐associated LRTs using igraph^65^ v1.4.2. We determined potential signaling mediators by identifying outgoing nodes from the predicted receptor in every igraph object.

### 2.12 GRN construction

To investigate regulatory relationships of signaling mediators, we constructed cell‐type‐ and time‐point‐specific Gene Regulatory Networks (GRNs) using Passing Attributes between Networks for Data Assimilation (PANDA)^66^, ^67^ v1.30.0. This resulted in 4 GRNs (12mWT & 12mAD for excitatory neurons, 12mWT & 12mAD for inhibitory neurons). Network edge weights represent the strength of interactions between nodes, where nodes represent coexpressed genes, proteins, or pairs of TFs and genes. More positive weights correspond to higher confidence interactions, and negative weights indicate a lack of evidence.^67^

### 2.13 TF activity analysis of signaling mediators

To determine differences in TF activity between conditions for receiver cell types, we performed a pseudobulk differential gene expression analysis with DESeq2. However, to preserve the Wald test statistic needed for our TF activity analyses, we used the method's original shrinkage estimator (type = normal). We combined the Wald test statistic across time points for both receivers. We used the CollecTRI prior and calculated TF activity scores for all signaling mediators in receivers with a minimum of 5 targets using the multivariate linear model (decoupleR v2.9.1).^68^

### 2.14 Differential gene targeting of signaling mediators

We calculated differential gene targeting scores^69^ to determine whether signaling mediators in receivers were differentially regulated in the 3xTg‐AD hippocampus using the previously generated PANDA GRNs. We quantified the in‐degree edge weights for each mediator before determining the differential targeting score between conditions. We calculated quartiles of all gene targeting scores to prioritize the most differentially targeted mediators.^70^

## 3 RESULTS

### 3.1 snRNA‐seq data of 3xTgAD and WT mice across conditions and time points

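Nuclei were isolated from the left hippocampus of female 3xTg-AD mice, which carry human APP and MAPT transgenes, and of WT littermates. They were profiled by droplet-based snRNA-seq, which reads the 3′ ends of transcripts in single nuclei. There were 12 libraries, with 3 from each genotype at 6 months and 3 from each genotype at 12 months. The authors aligned the reads to the mouse genome with Cell Ranger and deposited the unique molecular identifier (UMI) counts of each gene in each nucleus, without normalization. These counts precede the removal of ambient RNA with soupX and the filters on nuclei. The 6-month 3xTg-AD libraries held 104666222, 101221173 and 128323908 UMIs, and the 6-month WT libraries held 103298388, 103084143 and 92638485. At 12 months, the 3xTg-AD libraries held 103312391, 101830143 and 120341938 UMIs, and the WT libraries held 103700795, 79177051 and 87393360. The filters on nuclei were those of the paper, with 500 to 10000 detected genes, at most 5% mitochondrial UMIs and a ratio of log10 genes to log10 UMIs above 0.8. The median retained nucleus had 4345 to 6698.5 UMIs and 2088 to 2968.5 detected genes, depending on the library. Removal of ambient RNA with soupX and integration with Harmony were not repeated here, so that counts from ambient RNA remain in the values. As a check on the labels, Xist stood at 941 to 1489 CPM (counts relative to the total UMIs of the library) over the 12 libraries and the Y-linked gene Ddx3y at no more than 0.0388 CPM.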

To study CCC throughout AD progression, and given the higher neuropathological burden and extensive characterization of female mice in the 3xTgAD model,^46^ we generated snRNA‐seq data from female 3xTgAD and WT littermates across two time points: one considered early in the pathological progression in this model (6 months of age) and another mid‐way through (12 months of age).^42^ 

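The retained nuclei were scaled to 10000 UMIs, and 50 principal components of 2000 variable genes were clustered with the Leiden algorithm at a resolution of 0.7 on a graph of 20 neighbours. This gave 67 clusters, and 90 clusters at a resolution of 1.4. Clusters that mixed nuclei of both transmitter classes were clustered a second time, after which 287 clusters were named by the enrichment of canonical marker genes. The names covered 12 classes and 164264 nuclei. There were 51428 inhibitory neurons, 50080 excitatory neurons, 28805 oligodendrocytes, 20050 astrocytes, 4675 oligodendrocyte precursor cells (OPCs) and 1859 microglia. The smaller classes were 3310 meningeal cells, 1267 choroid plexus epithelial cells, 998 pericytes, 889 endothelial cells, 745 ependymal cells and 158 Cajal-Retzius neurons. The remaining 20692 nuclei (11.2%) lay in clusters that carried markers of several classes or too few markers, and were left without a name. Scrublet, which scores each nucleus against simulated doublets, called 12835 of the retained nuclei (6.94%) doublets. The called share was 77.1% among the 10937 nuclei of clusters with markers of more than 1 glial class or of glia and neurons together and 1.97% among the 156897 nuclei of the neurons, astrocytes, microglia, oligodendrocytes and OPCs.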

Using Leiden clustering, we identified 40 individual clusters, which we combined into 12 brain and vascular cell types (Figure 2A) using canonical marker gene expression (Figure 2B). Next, we confirmed that all cell types integrated and were evenly distributed across conditions and time points (Figure 2C–F). However, we observed greater variation in our cell type proportions between time points (range of proportions: 0.35–0.65) than conditions (range of proportions: 0.45–0.55). 

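Of all retained nuclei, 50.4% came from 12-month libraries and 53.2% from 3xTg-AD libraries. The share of each class among the nuclei of a library was compared between ages and between genotypes, 6 libraries against 6, with a two-sided exact permutation test. In the 26 tests, 0 had a Benjamini-Hochberg adjusted p under 0.05. Before adjustment, 4 were under 0.05, which were microglia, oligodendrocytes and ependymal cells between ages and Cajal-Retzius neurons between genotypes. For excitatory neurons, the 12-month libraries had 28.0% ± 5.12 (SD, n = 6) and the 6-month libraries 26.6% ± 4.76 (SD, n = 6, exact permutation p = 0.623, adjusted p = 0.807). For inhibitory neurons, the shares were 26.1% ± 8.04 and 29.6% ± 4.17 (SD, n = 6 each, exact permutation p = 0.357, adjusted p = 0.609). The difference between genotypes in excitatory neurons had opposite signs at 6 and 12 months, an interaction that did not pass after adjustment. The share was 29.3% in 3xTg-AD and 23.9% in WT libraries at 6 months, and 23.8% and 32.2% at 12 months. This interaction was -13.7 percentage points (exact permutation of genotypes within ages, p = 0.005, adjusted p = 0.125 over 25 interactions). At the higher clustering resolution, the age difference of the excitatory neurons moved from 1.43 to 0.406 percentage points. Without 12-month WT replicate 12, that difference was -0.136 percentage points.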

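Pooled over nuclei, the part of a class that came from 12-month libraries ranged from 29.3% in ependymal cells to 65.4% in microglia. The part that came from 3xTg-AD libraries ranged from 35.8% in ependymal cells to 60.8% in Cajal-Retzius neurons. Among the neurons, astrocytes, microglia, oligodendrocytes and OPCs, the part from 12-month libraries was lowest in inhibitory neurons, at 46.8%, and the part from 3xTg-AD libraries lay between 51.4% and 58.3%. Oligodendrocytes made up 18.0% ± 4.25 of a 12-month library and 12.7% ± 1.61 of a 6-month library (SD, n = 6 each, two-sided exact permutation p = 0.0108, adjusted p = 0.141). In 5 of the 6 12-month libraries, this share lay above all 6-month libraries. The age difference in oligodendrocytes was 4.83 percentage points within 3xTg-AD and 5.72 within WT. Ependymal cells made up 0.229% ± 0.212 at 12 months and 0.594% ± 0.257 at 6 months (SD, n = 6 each, exact permutation p = 0.0281, adjusted p = 0.244). Cajal-Retzius neurons made up 0.0986% ± 0.0140 of 3xTg-AD and 0.0736% ± 0.0216 of WT libraries (SD, n = 6 each, exact permutation p = 0.0411, adjusted p = 0.267).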

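Microglia made up 1.26% ± 0.341 of the nuclei of a 12-month library and 0.704% ± 0.114 of a 6-month library (SD, n = 6 each). The difference of 0.551 percentage points had a two-sided exact permutation p of 0.00649, and an adjusted p of 0.141 over the class shares. The microglial share of 5 of the 6 12-month libraries exceeded that of all 6-month libraries. Within 3xTg-AD, the difference between ages was 0.885 percentage points, and within WT it was 0.218. Relative to astrocytes, there were 12.2 ± 3.02 microglia per 100 astrocytes at 12 months and 6.24 ± 1.02 at 6 months (SD, n = 6 each, exact permutation p = 0.00217, the smallest that 6 libraries against 6 allow). The number of microglia per library ranged from 75 to 335.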

Interestingly, microglia, the brain's resident macrophages, had the greatest imbalance between time points, with almost 70% of microglia originating from 12‐month 3xTg‐AD and WT samples (Figure 2F). Increased inflammation due to microglia is well‐known in AD (reviewed in refs. [35, 71, 72]) and the aging brain (reviewed in ref. [73]). Additionally, we confirmed the presence of amyloid‐β and tau pathology in our mice by quantifying human amyloid‐β 40, amyloid‐β 42, and total tau in the hippocampus at both time points. We observed significant increases of all three proteins in 3xTg‐AD compared to WT hippocampus at both time points (adjusted *p*‐value < 0.01, one‐way ANOVA followed by Tukey's test). Although we observed an increase in amyloid‐β 40 and amyloid‐β 42 abundance between 6 and 12 months in the 3xTg‐AD hippocampus, this difference was not statistically significant (adjusted *p*‐value > 0.05, one‐way ANOVA followed by Tukey's test; Figure S1).

**FIGURE 2:**
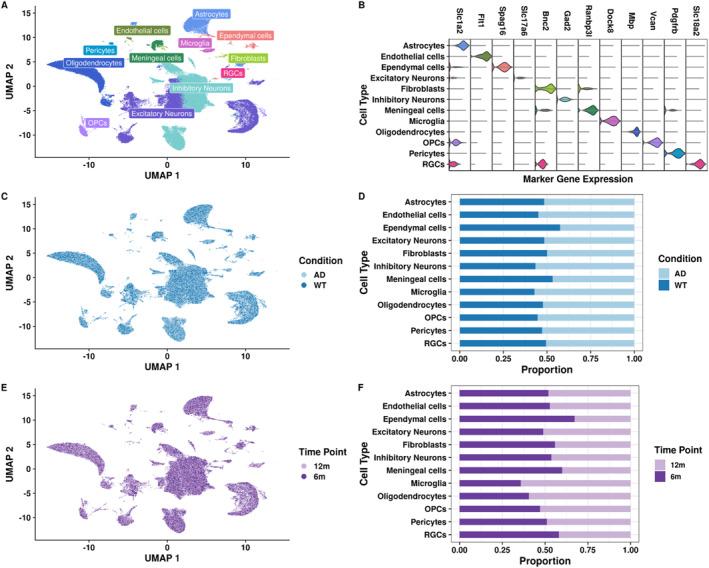
Overview of our 3xTgAD snRNA‐seq data from the hippocampus across time points. (A) UMAP of 184,858 nuclei after quality control colored by cell type. (B) Stacked violin plot of the expression of representative marker genes used for cell type annotation. (C) Integrated UMAP split by condition (AD, WT). (D) Stacked barplot of the proportion of cell types annotated by condition. (E) UMAP split by time point (6 and 12 months) in both conditions. (F) Stacked barplot of cell type proportions by time point in both conditions. UMAP, Uniform Manifold Approximation and Projection.

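Of 185643 deposited barcodes, 184956 passed the filters on nuclei. The limits on detected genes removed 686 barcodes, the ratio of log10 genes to log10 UMIs removed 1, and the mitochondrial limit removed 0. With the limits on detected genes left out, 185642 barcodes passed, and with the mitochondrial limit left out the number stayed at 184956. The 6-month 3xTg-AD libraries gave 14164, 15832 and 17871 retained nuclei and the 6-month WT libraries 12124, 15981 and 15786. The 12-month 3xTg-AD libraries gave 15062, 15708 and 19811 and the 12-month WT libraries 18034, 13231 and 11352.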

### 3.2 CCC is more dysregulated at 12 months across all cell types of interest

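The counts of each gene were summed over the nuclei of a class in each library. 3xTg-AD and WT libraries of the same age were then compared with the quasi-likelihood test of edgeR, after TMM normalization and a filter on low counts. Ligands, receptors and targets enter the inference of the paper through an unadjusted p under 0.05 and an absolute log2 fold change over 0.5, and these limits were applied to every tested gene. The prior network of ligand, receptor and target links was not analysed here. In the senders, a library held 3261342 to 6481085 UMIs of astrocytes, 3473407 to 9733863 of oligodendrocytes and 880855 to 2127602 of OPCs. For microglia, it held 123405 to 245028 UMIs at 6 months and 183477 to 651792 at 12 months. The filter left 3855 tested genes in 6-month and 5901 in 12-month microglia, against 13519 and 13155 in astrocytes.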

Using MultiNicheNet,^63^ we identified differentially expressed ligands and receptors between conditions for each time point across all cell types in our snRNA‐seq dataset. We also predicted potential downstream target genes of inferred ligand–receptor pairs. In total, we identified 83,928 interactions between all cell types in our dataset (Figure S2A). Because glial cells are important for maintaining neuronal health and homeostasis and neuronal loss is an AD hallmark,^19^, ^20^, ^21^, ^22^ we filtered interactions by senders (astrocytes, oligodendrocytes, OPCs, and microglia) and receivers (excitatory and inhibitory neurons) of interest and prioritized for higher signaling strength through ligand activity and regulatory potential of the downstream target genes. We retained 4073 LRT pairings (log2FC > 0.5, Fisher's exact test *p*‐value < 0.05; Figure S2B). Most of the prioritized LRTs originated from astrocytes (*n* = 1188), followed by OPCs (*n* = 1147), microglia (*n* = 1113), and oligodendrocytes (*n* = 625). Interestingly, 86% of predicted LRTs were dysregulated at the 12‐month time point, with most interactions being upregulated in the 12‐month 3xTg‐AD hippocampus (Figure 3A,E). This indicates that although CCC is affected at 6 months in the 3xTg‐AD mouse hippocampus, the disease progression and increased severity and duration of the AD pathology at 12 months exacerbated CCC dysregulation in this AD mouse model. 

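At 12 months, the number of genes past the limits on unadjusted p and log2 fold change was 2872 in inhibitory neurons, 1645 in excitatory neurons, 862 in oligodendrocytes, 825 in astrocytes, 527 in microglia and 525 in OPCs. The corresponding numbers at 6 months were 869, 1087, 689, 681, 237 and 454. In inhibitory neurons, 4626 of 18341 tested genes had an unadjusted p under 0.05 at 12 months, where 917 would be expected with no difference, and 1654 of 18617 did at 6 months, where 931 would be expected. Of the genes past both limits, 1422 were higher and 1450 lower in 12-month 3xTg-AD inhibitory neurons, and 717 were higher and 928 lower in excitatory neurons. Testing all genes without a filter on low counts raised 6-month microglia to 809. The 12-month number of microglia rose under that choice too, and stayed above the 6-month one. With counts thinned to the smallest library, the 12-month number of microglia fell, so depth adds to it. Without the clusters named by striatal, thalamic, habenular or hypothalamic markers, 1444 genes passed in 12-month inhibitory neurons. In a fit of all 12 libraries, 3181 passed there, and 1148 with the striatal share as a covariate, which was chosen after the data were seen. OPCs at 12 months had 802 such genes without WT replicate 4.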

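Whether the difference between 3xTg-AD and WT changed with age was tested as the interaction of genotype and age in a fit of all 12 libraries. With edgeR, the interaction had an adjusted p under 0.05 for 16 of 19559 genes in excitatory neurons and 21 of 19376 in inhibitory neurons. It did so for 14 of 13805 genes in astrocytes, 10 of 12923 in oligodendrocytes, 6 of 10980 in OPCs and 4 of 5093 in microglia. In DESeq2, the numbers were 236, 871, 41, 32, 3 and 6 in the same order. Before adjustment, 3465 genes had p under 0.05 in inhibitory neurons, where 969 would be expected with no interaction. Prss41 had the interaction in all classes but microglia, with a difference of log2 fold changes (12 minus 6 months) of -5.93 in inhibitory neurons (SE 0.857, adjusted p = 0.0206). Single libraries moved these numbers. In excitatory neurons, 0 genes remained past the threshold without 3xTg-AD replicate 2 and 414 passed it without 3xTg-AD replicate 10. In inhibitory neurons, 2 passed without 3xTg-AD replicate 1 and 1717 without replicate 10, and in astrocytes 0 without 3xTg-AD replicate 5 and 50 without replicate 10. Without WT replicate 3, oligodendrocytes had 17 and microglia 8, and OPCs had 15 without WT replicate 4. The paper relates the larger number of predicted interactions at the later time point to disease progression and the longer duration of pathology.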

Interestingly, previous work in 5xFAD mice, which exhibit only amyloid pathology, has indicated minimal changes in CCC throughout aging and disease progression.^74^ 

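Among the genes past the limits on unadjusted p and log2 fold change at 12 months, 365 were higher and 460 lower in 3xTg-AD astrocytes than in WT astrocytes. In microglia, 304 were higher and 223 lower, and in OPCs 274 were higher and 251 lower.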

Most interactions originating from astrocytes, microglia, and OPCs were upregulated in 12‐month 3xTg‐AD hippocampus compared to WT (Figure 3A), potentially explained by reactive astrocyte activation through microglial secreted cytokines in AD.^75^ Because CCC is predicted using differential gene expression, interactions upregulated in WT mice have decreased expression in the 3xTg‐AD hippocampus; therefore, we inferred those interactions as downregulated or lost in AD. Accordingly, CCC originating from oligodendrocytes is primarily downregulated or lost in 3xTg‐AD compared to WT hippocampus at 12 months (Figure 3A), indicating decreased signaling between oligodendrocytes and neurons, possibly contributing to neuronal demyelination, a pathophysiological feature in AD^76^ and throughout aging.^77^ 

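In 12-month oligodendrocytes, 361 genes past the limits on unadjusted p and log2 fold change were higher and 501 lower in 3xTg-AD than in WT. Of 12546 tested genes, 1308 had an unadjusted p under 0.05. By adjusted p, 67 genes were called higher and 151 lower in 12-month oligodendrocytes, and 92 genes were called in all without 3xTg-AD replicate 2. Oligodendrocytes of 12-month 3xTg-AD libraries had a lower expression of Slc24a4, with a log2 fold change of -5.55, and a higher expression of Fcho1 and Tox3, with log2 fold changes of 4.57 and 2.42.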

Overall, we observe an age‐dependent increase in CCC dysregulation for interactions originating from all senders in both conditions (Figure 3A). Because we predicted fewer interactions in 6‐month‐old mice (14% of all interactions; Figure 3A,B,D), despite their previously described amyloid‐β pathology at this time point,^41^ we surmise that CCC in the 3xTg‐AD hippocampus is likely influenced by the duration of amyloid‐β and tau pathology and its long‐term effects. Additionally, we observed 2964 interactions targeting inhibitory neurons and 1109 targeting excitatory neurons (Figure S2C). This bias toward inhibitory neurons was independent of the sender (Figure S2C), time point (Figure 3B), and the number of nuclei per receiver, as our dataset had 55,567 inhibitory neurons and 56,745 excitatory neurons. 

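At 6 months, 250 genes past the limits on unadjusted p and log2 fold change were higher and 431 lower in 3xTg-AD astrocytes than in WT astrocytes. In oligodendrocytes, 243 were higher and 446 lower, in OPCs 198 and 256, and in microglia 114 and 123. In excitatory neurons, 333 were higher and 754 lower, and in inhibitory neurons 291 and 578.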

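The receivers comprised 101508 nuclei, which were also named by markers of brain regions. Clusters with markers of dentate granule neurons or of pyramidal neurons of the hippocampus held 10.4% of these nuclei, clusters with markers of striatal medium spiny neurons 10.7%, and clusters with thalamic, habenular or hypothalamic markers 26.2%. No regional name was given to 50.6%. At 12 months, striatal medium spiny neurons made up 29.3% ± 15.6 of the inhibitory nuclei in 3xTg-AD and 1.51% ± 2.13 in WT libraries (SD, n = 3 each, two-sided exact permutation p = 0.1, the smallest that 3 against 3 allow). At 6 months, the shares were 17.0% ± 6.42 and 23.9% ± 14.1 (SD, n = 3 each, exact permutation p = 0.6). Dentate granule neurons made up 3.56% ± 5.09 of the excitatory nuclei in 12-month 3xTg-AD and 16.5% ± 4.10 in 12-month WT libraries (SD, n = 3 each, exact permutation p = 0.1). At 6 months, they made up 15.0% ± 3.93 and 6.97% ± 5.87 (SD, n = 3 each, exact permutation p = 0.2). Over both ages, the striatal share was 23.1% ± 12.6 in 3xTg-AD and 12.7% ± 15.2 in WT libraries (SD, n = 6 each, exact permutation p = 0.221, adjusted p = 0.510), with differences of opposite sign at the 2 ages. From 6 to 12 months, the difference between genotypes changed by 34.7 percentage points (exact permutation of genotypes within ages, p = 0.02, adjusted p = 0.156). With the class of each nucleus set by its own markers, the 12-month striatal shares were 28.2% and 1.25%. The striatal name was still that of the cluster there, so these shares do not test it nucleus by nucleus.

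**Figure D1:**
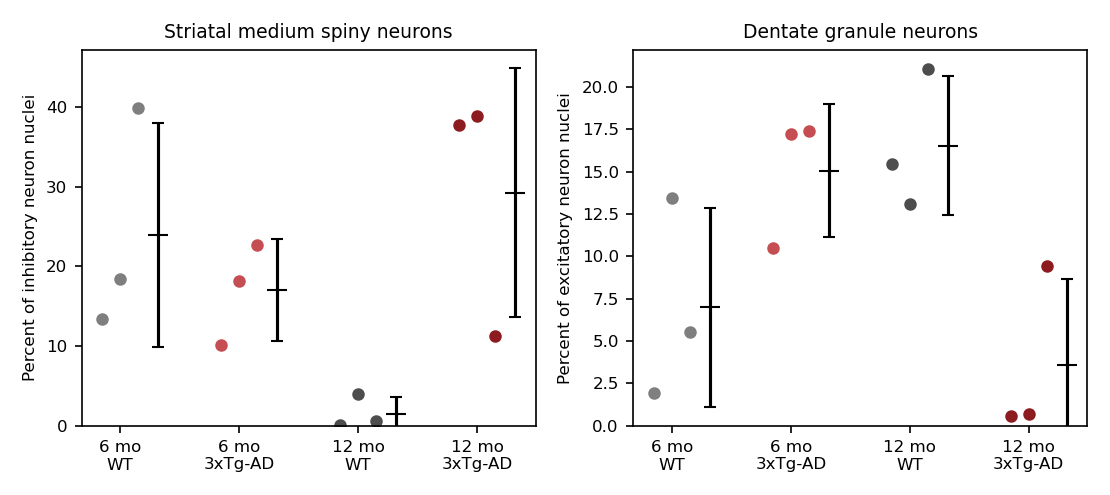
Percent of inhibitory nuclei in clusters with striatal medium spiny markers (left) and percent of excitatory nuclei in clusters with dentate granule markers (right) in 3xTg-AD and WT libraries at 6 and 12 months. Dots are libraries and bars the mean ± SD of 3 libraries. The striatal share of the 12-month 3xTg-AD libraries lies between 11.2% and 38.9%, and that of the 12-month WT libraries between 0.0343% and 3.95%.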

Interestingly, previous studies have indicated that inhibitory neurons are unaffected by amyloid‐β pathology, and others revealed that disruption of inhibitory neuronal function in AD leads to memory deficits (reviewed in^78^). To determine whether interactions overlapped between time points and conditions, we analyzed time point and condition pairings (groups: 6mAD, 6mWT, 12mAD, 12mWT). Although the majority of interactions were group‐specific, 132 LRTs overlapped between 6 and 12m AD samples, and 29 LRTs overlapped between 6 and 12m WT (Figure 3B), suggesting that some interactions are dysregulated during early amyloid‐β pathology and remain dysregulated throughout the disease progression. Additionally, the 11 LRTs that overlapped between 6mAD and 12mWT, which included 7 ligand–receptor pairs with 6 target genes, might be markers of early senescence due to age and/or disease (Table S6). When disbanding shared LRTs by senders, OPCs had the highest number of LRTs shared between groups, and oligodendrocytes had the fewest (Figure 3C). Once we accounted for shared interactions, we observed that 30 of 39 interactions originating from microglia were downregulated or lost in 3xTg‐AD mice at the 6‐month time point, and interactions originating from other senders were upregulated in 3xTg‐AD hippocampus (Figure 3D). Given that reactive microglia colocalize with amyloid‐β plaques^79^, ^80^ and neurofibrillary tau tangles,^81^ these shared or age‐associated interactions should be further investigated for their utility as early disease detection markers, as microglia's ability to respond to injury becomes impaired throughout aging.^82^, ^83^ Additionally, out of all downregulated LRTs at 12 months, 62.7% originated from oligodendrocytes (Figure 3E). Although microglia had the most downregulated interactions at 6 months (Figure 3D), they had the fewest at 12 months (Figure 3E). Though we identified the fewest interactions overall in oligodendrocytes (Figure S2), at the 6‐month time point, all senders had similar numbers of predicted interactions (Figure 3D). In contrast, oligodendrocytes were the least dysregulated sender at 12 months (Figure 3A,E). Overall, our CCC analysis revealed that signaling between glia and neurons is increasingly dysregulated at 12 months in the 3xTg‐AD mouse hippocampus, which coincides with both amyloid‐β and tau pathology.^41^

**FIGURE 3:**
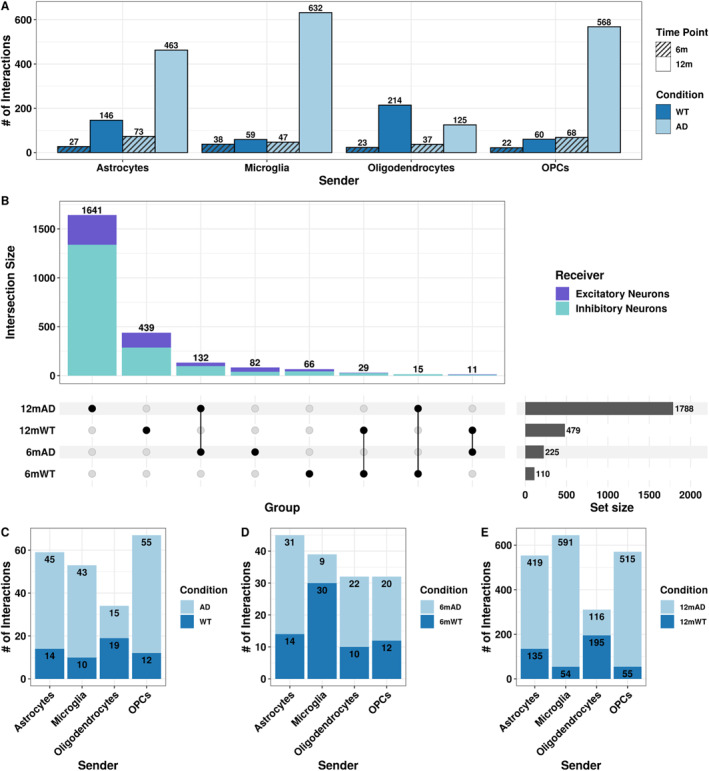
CCC dysregulation is increased at 12 months in the 3xTg‐AD hippocampus. (A) Bar plot of the number of interactions up‐regulated (log2FC > 0.5) in each time point and condition grouped by senders. Color and pattern indicate condition and time point, respectively. (B) UpSet plot of the overlap of interactions between individual groups (group = time point and condition pairs). The top bar plot denotes intersection size, circles represent which comparisons have overlap, and the set size reflects the total number of interactions for individual groups. The intersection size bar plot is colored by the receiver. (C) Stacked bar plot of the interactions shared between time points and conditions colored by condition (3xTg‐AD, WT). (D) Stacked bar plot of the interactions specific to the 6‐month time point colored by group (6mAD, 6mWT). (E) Stacked bar plot of the interactions specific to the 12‐month time point colored by group (12mAD, 12mWT).

### 3.3 Target genes had greater differential expression and are associated with signaling and regulatory pathways in the 12‐month‐old 3xTg‐AD hippocampus

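The test of edgeR was run for 18797 genes in 6-month and 18947 in 12-month excitatory neurons, and for 18617 and 18341 in inhibitory neurons. A gene was called when its adjusted p was under 0.05 and its absolute log2 fold change over 0.2, which are the limits of the paper. A library held 26472659 to 50269774 UMIs of excitatory neurons and 22543459 to 47585640 of inhibitory neurons. Expression is given in CPM, the counts of a gene relative to the total UMIs of the class in a library, and log2 fold changes are of 3xTg-AD over WT and were not shrunken.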

To investigate the downstream effects of altered glia–neuron interactions in 3xTg‐AD mouse hippocampus across time points, we performed pseudobulk differential gene expression analyses of predicted target genes in neurons between AD and WT at both time points (6mAD vs. 6mWT and 12mAD vs. 12mWT; Table S7).^61^ Because we predicted fewer altered interactions between 3xTg‐AD and WT at 6 months (Figure 3), the number of predicted target genes was overall lower at this time point (Figure 4A,B), although the number of nuclei in our neuronal subpopulations was similar across time points (Figure 2F), further suggesting that CCC becomes increasingly dysregulated with age and/or due to prolonged exposure to amyloid‐β and tau. Additionally, 6‐month targets had smaller log2 gene expression fold changes (absolute log2FC = 2, Figure 4A) than 12‐month targets between AD and WT (absolute log2FC = 4; Figure 4B). 

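Excitatory neurons had 238 called genes at 6 months, of which 69 were higher and 169 lower in 3xTg-AD, and 215 at 12 months, of which 51 were higher and 164 lower. Inhibitory neurons had 171 at 6 months, of which 48 were higher and 123 lower, and 1140 at 12 months, of which 629 were higher and 511 lower. Called at both ages were 55 genes in excitatory and 68 in inhibitory neurons. All 3xTg-AD libraries lay on one side of all WT libraries for 20.0% of tested genes in 6-month and 18.3% in 12-month excitatory neurons, and for 15.0% and 28.0% in inhibitory neurons, where chance gives 10%. With DESeq2, the called genes numbered 495 and 809 in excitatory and 362 and 2168 in inhibitory neurons at 6 and 12 months. In a fit of all 12 libraries, inhibitory neurons had 1854 called genes at 12 months, and 66 with the share of striatal medium spiny neurons as a covariate, which was chosen after the data were seen. At 6 months, that fit gave 197 called genes in inhibitory neurons and 242 with the covariate, so that with it the 12-month number was the lower one. After the regionally named clusters were left out, the numbers of inhibitory neurons were 270 at 6 and 429 at 12 months. Here and below, these are the clusters with striatal, thalamic, habenular or hypothalamic names, and clusters with hippocampal names were kept. The numbers also rested on single libraries. Without 12-month 3xTg-AD replicate 2, inhibitory neurons had 51 and excitatory neurons 59 called genes, and without 12-month 3xTg-AD replicate 10 they had 3442 and 909. At 6 months, 44 genes were called in inhibitory neurons without 3xTg-AD replicate 5 and 84 in excitatory neurons without 3xTg-AD replicate 9. Of the target genes listed in Table S7, 6 of 47 tested were called at 6 months and 11 of 125 at 12 months in excitatory neurons. In inhibitory neurons, 4 of 41 and 87 of 237 were called, and without 12-month 3xTg-AD replicate 2 the last number was 2.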

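For the targets of Table S7, the median absolute log2 fold change in excitatory neurons was 0.73 for the 6-month targets at 6 months and 0.77 for the 12-month targets at 12 months. In inhibitory neurons, it was 0.62 for the 6-month and 0.84 for the 12-month targets. Lists of random genes of the same number and mean expression had medians of 0.18 and 0.20 in excitatory and 0.19 and 0.22 in inhibitory neurons. The paper chose these targets by their fold change and p in the same libraries, so a larger median at their own age follows from the choice. At the age for which they were not predicted, the 6-month targets of excitatory neurons had a median of 0.47 at 12 months and the 12-month targets one of 0.30 at 6 months, where 95% of random lists lay between 0.13 and 0.30 and between 0.13 and 0.21. In inhibitory neurons, these medians were 0.41 at 12 months, where 95% of random lists lay between 0.19 and 0.45, and 0.22 at 6 months, where they lay between 0.11 and 0.15. Without the regionally named clusters, the median of the 12-month targets was 0.43 in inhibitory and 0.90 in excitatory neurons. That of the 6-month targets at 6 months was then 0.55 in inhibitory and 0.66 in excitatory neurons. The dentate granule clusters, at 3.56% of 12-month 3xTg-AD and 16.5% of 12-month WT excitatory nuclei before the removal, were kept. The excitatory medians are therefore not free of differences in makeup.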

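Card10 (ENSMUSG00000033170) lies on chromosome 15 of GRCm38 from 78775138 to 78803042. In 6-month inhibitory neurons, its expression was 1.83 ± 0.368 CPM in 3xTg-AD and 6.29 ± 1.04 CPM in WT (SD, n = 3 each), a log2 fold change of -1.76 (SE 0.20, adjusted p = 0.00685). In 6-month excitatory neurons, it was 2.49 ± 0.475 and 6.38 ± 0.979 CPM (SD, n = 3 each), a log2 fold change of -1.29 (SE 0.18, adjusted p = 0.0124). With each library left out in turn, the log2 fold change stayed between -1.91 and -1.67 in inhibitory neurons and between -1.42 and -1.15 in excitatory neurons. Without 3xTg-AD replicate 5, Card10 was not called in either (adjusted p = 0.0687 in inhibitory and 0.0853 in excitatory neurons), and without 3xTg-AD replicate 9 not in inhibitory neurons (adjusted p = 0.0629). It was called under every other alternative that was run.

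**Figure D2:**
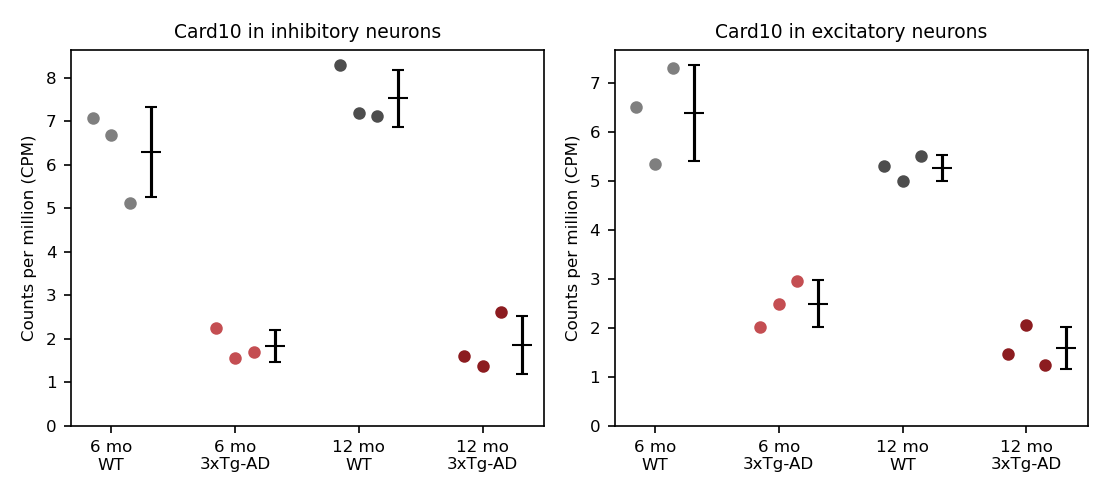
Expression of Card10 in CPM in inhibitory and excitatory neurons of 3xTg-AD and WT libraries at 6 and 12 months. Dots are libraries and bars the mean ± SD of 3 libraries. In each class and at each age, the 3xTg-AD libraries lie below the WT libraries, with means of 1.83 and 6.29 CPM in 6-month inhibitory neurons.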

We found that caspase recruitment domain family member 10 (*Card10*) was the most downregulated gene in 3xTg‐AD inhibitory (log2FC = −1.9) and excitatory neurons (log2FC = −1.25) at 6 months (Figure 4A). 

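At 12 months, the expression of Card10 in inhibitory neurons was 1.85 ± 0.659 CPM in 3xTg-AD and 7.53 ± 0.657 CPM in WT (SD, n = 3 each), a log2 fold change of -1.94 (SE 0.24, adjusted p = 0.00749). In excitatory neurons, it was 1.58 ± 0.425 and 5.26 ± 0.262 CPM (SD, n = 3 each), a log2 fold change of -1.71 (SE 0.22, adjusted p = 0.00967). Without 3xTg-AD replicate 2, the adjusted p was 0.0563 in inhibitory and 0.0579 in excitatory neurons, and Card10 was called without any other library. In inhibitory neurons without the regionally named clusters, the log2 fold change was -1.38 (adjusted p = 0.0130, against 7.9e-12 to 0.0284 over the alternatives that kept all libraries).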

Although *Card10* was also downregulated at 12 months in inhibitory and excitatory neurons, it was not the most downregulated gene at this later time point (log2FC = −2 and −1.75, respectively; Figure 4B). *Card10* is involved in activating the NF‐kappa‐B (NFkB) signaling pathway, known to have increased activity in AD due to its role in the inflammatory response and amyloid‐β plaque formation.^84^ However, previous work in the blood of a transgenic AD mouse model indicated increased expression of *Card10* compared to WT mice.^85^ Protein tyrosine phosphatase N22 (*Ptpn22*), an immune signaling regulator previously implicated in AD,^86^, ^87^ was the only other target gene that was significantly differentially expressed in both neuronal subpopulations at both time points (absolute log2FC > 0.2 with a Wald test padj < 0.05, Figure 4A,B). 

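Ptpn22 (ENSMUSG00000027843) lies on chromosome 3 of GRCm38 from 103859795 to 103912247. In excitatory neurons, its log2 fold change was -0.84 at 6 months (SE 0.12, adjusted p = 0.0159) and -0.69 at 12 months (SE 0.13, adjusted p = 0.0437). In 12-month inhibitory neurons, it was -0.88 (SE 0.16, adjusted p = 0.0245), and 3.58 ± 0.209 CPM in 3xTg-AD stood against 7.10 ± 0.815 CPM in WT (SD, n = 3 each). In 6-month inhibitory neurons, the log2 fold change of -0.99 (SE 0.21) was not called by edgeR (adjusted p = 0.0984) and was called by DESeq2 (adjusted p = 0.00134), in a fit of all 12 libraries (adjusted p = 0.0214), without the regionally named clusters (adjusted p = 0.0125), with the regional share as a covariate (adjusted p = 0.00708) and without WT replicate 11 (adjusted p = 0.0244). Its adjusted p over the alternatives that kept all libraries ranged from 0.00134 to 0.108. Without the regionally named clusters, the calls in excitatory neurons and in 12-month inhibitory neurons were lost (adjusted p of 0.0927 and 0.146 in excitatory neurons at 6 and 12 months, and 0.168 in inhibitory neurons). At 12 months, the call in excitatory neurons held only without 3xTg-AD replicate 10 (adjusted p = 0.0383) when single libraries were left out. Ercc1 (ENSMUSG00000003549, chromosome 7, 19344778 to 19356524) was called lower in both classes at 6 months and in excitatory neurons at 12 months. In 12-month inhibitory neurons, its log2 fold change was -0.63 (SE 0.17, adjusted p = 0.0629).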

Although not all predicted target genes were significantly differentially expressed in excitatory and inhibitory neurons, many target genes showed changes in log2FC magnitude throughout aging (i.e., between 6 & 12 months; Table S7). 

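The log2 fold changes of the target genes were compared with those that the paper lists in Table S7. The sign was the same for 100% of 47 tested genes in 6-month and 96.8% of 125 in 12-month excitatory neurons, and for 92.7% of 41 and 100% of 237 in inhibitory neurons. Across genes, which are not independent replicates, Spearman's rho with the listed values was 0.690 and 0.722 in excitatory neurons and 0.760 and 0.906 in inhibitory neurons. Pearson's r was 0.389 and 0.728 in excitatory and 0.490 and 0.943 in inhibitory neurons. The listed values were shrunken by the authors, and the values here were not.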

Then, we performed a Functional Enrichment Analysis (FEA) to infer the time point‐specific function of predicted target genes in excitatory and inhibitory neurons. Unsurprisingly, the FEA terms for both 6‐ and 12‐month targets were widely related to signaling (Figure 4C,D). Interestingly, 6‐month targets also had decreased receptor ligand activity, signaling receptor activator activity, and receptor signaling activity in the 3xTg‐AD hippocampus (Figure 4C). Growth factor binding was upregulated at 6 months in hippocampal neurons of 3xTg‐AD mice compared to WT, and it was downregulated in neurons at 12 months in the hippocampus of 3xTg‐AD mice (Figure 4C,D). Other 12‐month 3xTg‐AD FEA terms were associated with gene regulatory mechanisms through kinase activity (Figure 4D), indicating an age‐associated increase of gene regulatory disruption which contributes to age‐related disorders such as AD.^88^ Overall, we found smaller log2 gene expression fold changes of predicted 3xTg‐AD targets in 6 compared to 12 months, and FEA terms associated with these targets recapitulated signaling pathways at both time points, but gene regulatory disruption was specific to 12 months in the hippocampus of 3xTg‐AD mice.

**FIGURE 4:**
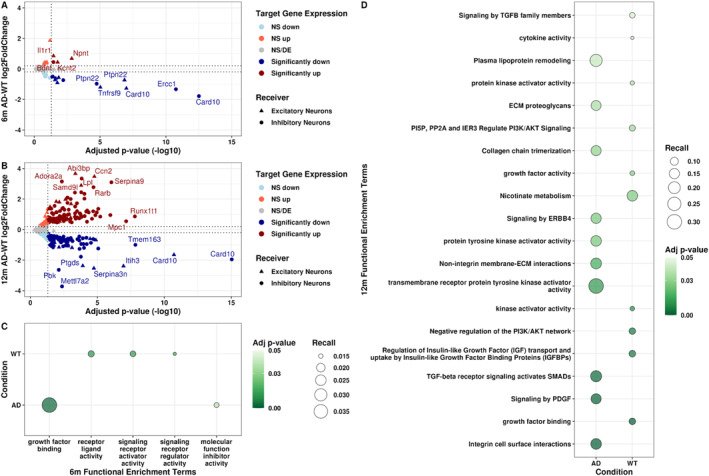
Increased target gene expression differences in the 3xTg‐AD hippocampus at 12 months. Volcano plot of differential target gene expression in excitatory and inhibitory neurons between 3xTg‐AD and WT mouse hippocampus at (A) 6 months and (B) 12 months. Color refers to differential gene expression direction and significance, and shape indicates receiver cell type. NS/DE = not significant or differentially expressed. Significant genes had an absolute log2FC > 0.2 with a Wald test padj < 0.05. (C) Bubble plot of functional enrichment terms of target genes at 6 months and (D) at 12 months. Condition denotes the context in which the target‐associated interaction (i.e., the ligand–receptor pair) was upregulated. Plotted terms had Bonferroni adjusted *p*‐values < 0.05.

### 3.4 AD‐risk gene‐associated ligand–receptor pairs are 12‐month time point‐specific

To determine known AD associations of predicted interactions, we compiled an AD risk gene set of 245 genes from MSigDB^47^, ^48^ and a recent GWAS.^49^ Using this AD risk gene set, we filtered our pseudobulk differential expression analysis results. We found that 47 AD‐risk genes were significantly differentially expressed across cell types and time points in 3xTg‐AD versus WT mice (Wald test padj < 0.05, absolute log2FC > 0.2; Figure S3). 

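The list of AD risk genes in Table S5 holds 243 human gene names. Of these, 214 were matched to mouse genes by symbol and 14 by an older name, and 213 of the 228 genes were tested in at least 1 class. In edgeR, 18 were called in at least 1 class and age, and 20 were called when p was adjusted over the list alone. DESeq2 called 38. Without the filter on low counts, 45 were called, and with the regional share as a covariate, chosen after the data were seen, 7 were called. Leaving out 1 library gave 9 (WT replicate 12) to 48 (3xTg-AD replicate 10). In 6-month oligodendrocytes, Ryr3, Slc24a4 and Ndufa7 were called, with log2 fold changes of -0.76, -4.57 and -0.67.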

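In microglia, 66 AD risk genes were tested at 6 months and 109 at 12 months, and in OPCs 155 and 163. With edgeR, 0 were called in either class at either age, over all genes or adjusted over the list alone. An unadjusted p under 0.05 was found for 6 and 12 of these genes in 6- and 12-month microglia and for 10 at each age in OPCs. DESeq2 called Unc5cl in 12-month microglia, and none of the others. When the filter on low counts was left out, 5 were called in these classes, when counts were thinned to the smallest library 2, and when each nucleus was assigned by its own markers 9. Without WT replicate 4, 5 were called. In 12-month astrocytes, 0 of 180 tested genes were called by edgeR or DESeq2 and 11 had an unadjusted p under 0.05.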

Interestingly, OPCs and microglia, which have previously been shown to highly express AD risk genes,^89^ did not have significant differential expression of any AD risk gene, and 12‐month 3xTg‐AD inhibitory neurons had the most significantly differentially expressed AD risk genes compared to WT (Figure S3). 

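In 12-month inhibitory neurons, 12 of 203 tested AD risk genes were called, also adjusted over the list alone, and 27 were called by DESeq2. Those higher in 3xTg-AD had log2 fold changes of 0.47 (Calm2) to 3.68 (Lpl). Plcb4, Cacna1g, Itpr2 and Grin2d were lower, with log2 fold changes of -0.63 to -0.53. In 12-month excitatory neurons, 3 of 206 were called (Lpl, Sorl1 and Adamts1), 6 adjusted over the list alone and 12 by DESeq2. In 6-month neurons, 4 were called in excitatory neurons and 1 in inhibitory neurons. Without the regionally named clusters, 5 were called in 12-month inhibitory neurons and 1 in excitatory neurons. Without 12-month 3xTg-AD replicate 10, the numbers were 41 and 9, without replicate 2 the inhibitory neurons had 0, and without replicate 6 the excitatory neurons had 0.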

Overall, 12‐month neurons (excitatory and inhibitory) had the most significantly differentially expressed AD‐risk genes (34 and 13, respectively; Figure S3). Additionally, presenilin 1 (*Psen1*) was the only AD‐risk gene upregulated in both time points in inhibitory and excitatory neurons between AD and WT, and apolipoprotein E (*Apoe*) was only differentially expressed in 6‐month astrocytes.

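Prkd3 (ENSMUSG00000024070, chromosome 17 of GRCm38, 78949405 to 79020816) was called higher in 6-month excitatory neurons (log2 fold change 0.90, SE 0.15, adjusted p = 0.0307) and in 12-month inhibitory neurons (log2 fold change 1.12, SE 0.16, adjusted p = 0.0126). Its log2 fold change in 12-month excitatory neurons was 0.92 (SE 0.19, adjusted p = 0.0591), and in 6-month inhibitory neurons 0.61 (SE 0.19, adjusted p = 0.349). Apoe (ENSMUSG00000002985, chromosome 7, 19696109 to 19699188) stood at 2782 ± 130 CPM in 3xTg-AD and 1920 ± 21.2 CPM in WT astrocytes at 6 months (SD, n = 3 each). Its log2 fold change of 0.55 (SE 0.10, adjusted p = 0.0231) was not called in a fit of all 12 libraries (adjusted p = 0.0982), with each nucleus assigned by its own markers (adjusted p = 0.109), or without any library other than 3xTg-AD replicate 1 and WT replicate 11 (adjusted p of 0.0584 to 0.133). In 12-month astrocytes, it was 0.32 (SE 0.18, adjusted p = 0.637).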

After surveying the AD‐risk gene expression across cell types, we determined AD‐risk gene‐associated interactions by filtering ligands, receptors, and targets using our AD‐risk gene set. 

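Calm2 (ENSMUSG00000036438, chromosome 17 of GRCm38, 87433412 to 87446935) is in the AD risk list and codes for a ligand in Fig. 5A. In inhibitory neurons at 12 months, its expression was 174 ± 9.99 CPM in 3xTg-AD and 138 ± 21.7 CPM in WT (SD, n = 3 each), a log2 fold change of 0.47 (SE 0.11, adjusted p = 0.0464). In the senders at 12 months, its log2 fold change was 0.39 in astrocytes (SE 0.14, adjusted p = 0.312), -0.08 in microglia (SE 0.17, adjusted p = 0.923), 0.02 in oligodendrocytes and 0.06 in OPCs. App (ENSMUSG00000022892, chromosome 16, 84949685 to 85173766) codes for a receptor there. Its log2 fold change was 0.03 in 12-month excitatory neurons (SE 0.09, adjusted p = 0.930) and 0.07 in inhibitory neurons (SE 0.10, adjusted p = 0.716).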

As none of the significantly differentially expressed AD‐risk genes were among predicted ligands and receptors (Figure S3), we considered any ligand–receptor pair with a significantly differentially expressed AD‐risk gene as a target as AD‐associated. This resulted in 23 AD‐risk gene‐associated ligand–receptor pairs (Figure 5A) specific to 12‐month‐old mice. 

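Of the ligands of Fig. 5A, 4 combinations of ligand and sender passed the limits on unadjusted p and log2 fold change at 12 months. These were Opcml and Negr1 in microglia and Vegfa in oligodendrocytes and OPCs. When each nucleus was assigned by its own markers, 1 combination passed, and the numbers without 3xTg-AD replicates 2 and 6 were 1 and 6. The log2 fold change of Vegfa (ENSMUSG00000023951, chromosome 17 of GRCm38, 46016993 to 46032369) was 0.60 in OPCs (SE 0.14, adjusted p = 0.0310), with an adjusted p of 0.00242 to 0.114 over the alternatives that kept all libraries. In oligodendrocytes, it was 0.52 (SE 0.18, adjusted p = 0.275). Among the receptors, Pde1c, Kcnh1, Pde1b, Itgav, Itgb8 and Negr1 passed the limits in inhibitory neurons and Negr1 in excitatory neurons. The first 5 were called by adjusted p, with log2 fold changes of 1.68, 0.90, 1.76, 1.63 and 0.94. Without the regionally named clusters, only Itgb8 passed the limits in inhibitory neurons (log2 fold change 0.70), while Pde1c fell to 0.32, Kcnh1 to 0.36, Pde1b to 0.29 and Itgav to 0.46. By adjusted p, Itgb8 (0.0447) and Kcnh1 (0.0476) were still called there, and the other 3 were not (0.113 to 0.318). Without 3xTg-AD replicate 10, 3 receptors passed in excitatory neurons, and without replicate 2 there were 0.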

Although we aimed to investigate the effects of altered glia–neuron communication and therefore focused on AD‐risk gene‐associated targets in receivers, we also noticed that four of 23 ligand–receptor pairs had either a ligand (*Calm2*) or receptor (*App*) that was in the AD‐risk gene set. Interestingly, these interactions originated from microglia, with the highest AD‐risk gene involvement overall, as we predicted 11 of 23 AD‐risk gene‐associated LRTs in microglia. Additionally, microglia were the only sender cell type to target two AD‐risk genes uniquely (*Mme* and *Inpp5d*; Figure S4). 

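In 12-month microglia, the expression of Negr1 was 321 ± 84.4 CPM in 3xTg-AD and 130 ± 33.5 CPM in WT (SD, n = 3 each), a log2 fold change of 1.37 (SE 0.24, adjusted p = 0.00515). With the nuclei removed that scrublet called doublets, it was 0.67 (adjusted p = 0.253), and with each nucleus assigned by its own markers 0.41 (adjusted p = 0.453, the highest over the alternatives, of which the lowest was 1.4e-07). Without WT replicate 4, the adjusted p was 0.0512. The log2 fold change of Opcml in microglia was 0.79 (SE 0.36, adjusted p = 0.440), and it was -0.03 with doublets removed. Tgfb1 stood at 160 ± 35.6 CPM in 3xTg-AD and 130 ± 23.6 CPM in WT microglia (SD, n = 3 each), a log2 fold change of 0.28 (SE 0.22, adjusted p = 0.718). With edgeR, 84 genes were called in 12-month microglia, of which 46 were higher in 3xTg-AD, and 12 in 6-month microglia. Without 3xTg-AD replicate 6, 165 were called at 12 months.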

Our findings corroborate those from a previous study that determined enrichment for AD‐risk genes in neuron–microglia interactions in the human postmortem superior parietal cortex.^38^ The remaining 12 of 23 AD‐risk gene‐associated ligand–receptor pairs were predicted in multiple sender cell types (Figure 5A). Even though OPCs themselves did not significantly differentially express AD risk genes (Figure S3), they had the second most AD‐risk target gene‐associated ligand–receptor pairs (6 of 23), followed by astrocytes (4 of 23) and oligodendrocytes (1 of 23; Figure 5A). 

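In the annotation of GRCm38, Lpl (ENSMUSG00000015568) lies on chromosome 8 from 68880491 to 68907448, Ptk2b (ENSMUSG00000059456) on chromosome 14 from 66153257 to 66281052, and Mme (ENSMUSG00000027820) on chromosome 3 from 63241537 to 63386030. Inpp5d (ENSMUSG00000026288) lies on chromosome 1 from 87620312 to 87720507, Cacna1c (ENSMUSG00000051331) on chromosome 6 from 118587240 to 119196418, and Adamts1 (ENSMUSG00000022893) on chromosome 16 from 85793827 to 85803113. In inhibitory neurons at 12 months, the median absolute log2 fold change of these 6 genes was 1.20. It was 0.36 without the regionally named clusters.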

The 23 AD‐associated ligand–receptor pairs had 6 predicted target genes which were significantly differentially expressed in the 12‐month 3xTg‐AD hippocampus: *Lpl*, *Ptk2b*, *Mme*, *Inpp5d*, *Cacna1c*, and *Adamts1* (Figure 5B). 

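In 12-month excitatory neurons, Lpl was expressed at 4.88 ± 1.31 CPM in 3xTg-AD and 1.74 ± 0.245 CPM in WT (SD, n = 3 each), a log2 fold change of 1.52 (SE 0.23, adjusted p = 0.0185). This call was lost without 3xTg-AD replicate 6 (adjusted p = 0.0856) and without WT replicates 8 and 12 (adjusted p of 0.0606 and 0.0604). It was also lost in a fit of all 12 libraries (adjusted p = 0.117) and without the regionally named clusters (log2 fold change 1.61, adjusted p = 0.0703). The log2 fold change of Ptk2b in excitatory neurons was -0.07, that of Mme 0.38 and that of Inpp5d 0.74, with adjusted p of 0.820, 0.358 and 0.339. Cacna1c had a log2 fold change of 0.00.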

Out of 6 AD‐risk associated targets, 5 were differentially expressed and predicted only in inhibitory neurons (Top of Figure 5B). *Adamts1* was the only AD‐risk target gene downregulated in AD and was only predicted to be so in the 3xTg‐AD excitatory neurons at 12 months. Moreover, *Lpl*, *Ptk2b*, *Mme*, *Inpp5d*, and *Cacna1c* were upregulated in 12‐month 3xTg‐AD inhibitory neurons compared to WT (Figure 5B).

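In 12-month excitatory neurons, the expression of Adamts1 was 1.08 ± 0.272 CPM in 3xTg-AD and 2.70 ± 0.279 CPM in WT (SD, n = 3 each), a log2 fold change of -1.27 (SE 0.24, adjusted p = 0.0460). With the regionally named clusters left out, the log2 fold change was -0.72 (adjusted p = 0.378), and the adjusted p over the alternatives that kept all libraries ranged from 0.000809 to 0.902. With single libraries left out, Adamts1 was called only without 3xTg-AD replicate 10 (adjusted p = 0.0454). In inhibitory neurons at 12 months, its log2 fold change was -0.31 (adjusted p = 0.526).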

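In inhibitory neurons at 12 months, Lpl was expressed at 11.3 ± 6.50 CPM in 3xTg-AD and 0.984 ± 0.465 CPM in WT (SD, n = 3 each), a log2 fold change of 3.68 (SE 0.57, adjusted p = 0.0153). With the regionally named clusters left out, it was 1.74 (adjusted p = 0.0116), and leaving out 3xTg-AD replicate 2 or 6 or WT replicate 4 or 12 gave adjusted p of 0.0537 to 0.0709. Ptk2b stood at 111 ± 39.0 and 46.1 ± 4.08 CPM (SD, n = 3 each), a log2 fold change of 1.41 (SE 0.27, adjusted p = 0.0269) that was 0.11 (adjusted p = 0.557) without the regionally named clusters. Mme stood at 36.3 ± 9.84 and 19.5 ± 2.86 CPM (SD, n = 3 each), a log2 fold change of 1.02 (SE 0.25, adjusted p = 0.0469) that was 0.43 (adjusted p = 0.196) without those clusters. The call of Mme was also lost with doublets removed (adjusted p = 0.0519) and with each nucleus assigned by its own markers (adjusted p = 0.0565). It held with DESeq2 (adjusted p = 0.000998). Ptk2b and Mme were called only without 3xTg-AD replicate 10 when single libraries were left out (adjusted p of 7.6e-05 and 0.000980). Inpp5d, at 1.33 ± 0.245 and 0.554 ± 0.283 CPM (SD, n = 3 each), had a log2 fold change of 1.37 (SE 0.35) and was not called by edgeR (adjusted p = 0.0524). DESeq2 called it (adjusted p = 0.0191), as did edgeR without 3xTg-AD replicate 10 (adjusted p = 0.0415), and its adjusted p over alternatives with all libraries ranged from 0.0191 to 0.417. Cacna1c stood at 822 ± 138 and 624 ± 23.0 CPM (SD, n = 3 each), a log2 fold change of 0.52 (SE 0.17, adjusted p = 0.106). It was called by DESeq2 (adjusted p = 0.0255) and without 3xTg-AD replicate 10 (adjusted p = 0.00467), and stood at 0.29 without the regionally named clusters.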

**FIGURE 5:**
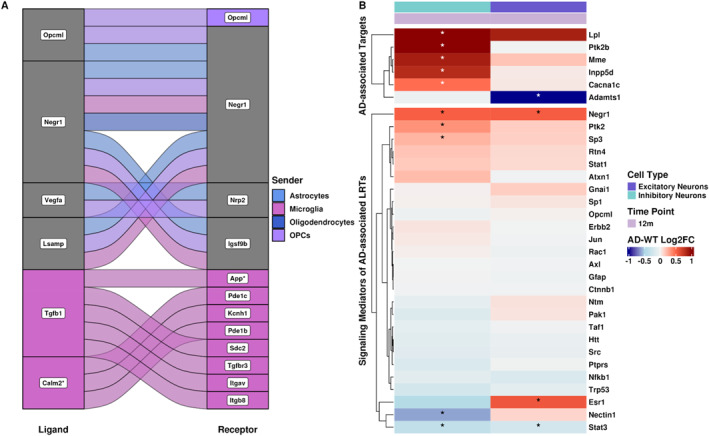
Significant AD‐risk gene‐associated interactions are specific to the 12‐month 3xTg‐AD hippocampus. (A) Alluvial plot of ligand–receptor pairs with an AD risk gene as a target. Color refers to the sender, and gray indicates the involvement of more than one sender. Asterisks indicate ligands and receptors that are an AD‐risk gene. (B) Split heatmap of log2FC of target genes that are AD‐risk genes (top) and their predicted signaling mediators (bottom) in 12‐month receiver cell types. Asterisks indicate genes with an absolute log2FC > 0.2 and Wald test padj < 0.05 in the 3xTg‐AD hippocampus.

To further investigate AD‐risk gene‐associated interactions, we constructed GRNs (Supplementary File S1) using ligand–receptor and target gene signaling information from the NicheNet v2 prior, a database that includes ligand, receptor, signaling mediator, and target gene information.^63^ By considering any node adjacent to our predicted receptors as potential signaling mediators of AD‐associated LRTs, we identified 26 signaling mediators in our receiver cell types (bottom of Figure 5B, Table S8). We used these AD‐associated mediators to filter our pseudobulked inhibitory and excitatory neuron DEGs to investigate whether signaling mediators were differentially expressed in the 3xTg‐AD hippocampus. 

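Of the 26 signaling mediators in Fig. 5B, Erbb2 and Axl were below the filter on low counts. In excitatory neurons at 12 months, edgeR called 0 of the others, DESeq2 called Negr1 and Esr1, and 5 had an unadjusted p under 0.05. At 12 months in inhibitory neurons, edgeR called 2. With the regionally named clusters left out, the number in inhibitory neurons was 0, as it was without any 1 of the 12-month libraries except 3xTg-AD replicate 10. Without that replicate, 5 were called in inhibitory and 2 in excitatory neurons.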

Similar to our predicted target genes, most signaling mediators were not significantly differentially expressed in 12‐month inhibitory and excitatory neurons (Figure 5B). However, *Negr1* and *Stat3* were significantly differentially expressed in both 12‐month excitatory and inhibitory neurons, whereas *Ptk2*, *Sp3*, and *Nectin1* were significantly differentially expressed in 12‐month inhibitory neurons and *Esr1* in 12‐month excitatory neurons (Wald test padj < 0.05, absolute log2FC > 0.2; Figure 5B).

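The mediators called in inhibitory neurons were Nectin1 and Stat3, and DESeq2 also called Negr1 there. Ptk2 (ENSMUSG00000022607, chromosome 15 of GRCm38, 73205102 to 73423280) stood at 288 ± 24.7 CPM in 12-month 3xTg-AD and 245 ± 7.48 CPM in WT inhibitory neurons (SD, n = 3 each). Its log2 fold change of 0.35 (SE 0.13, adjusted p = 0.134) was called only without 3xTg-AD replicate 10 (log2 fold change 0.46, adjusted p = 0.0154).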

Overall, we found that AD‐risk gene‐associated ligand–receptor pairs were specific to 12‐month 3xTg‐AD neuronal subtypes. Additionally, LRTs predicted in microglia had the highest association with AD‐risk genes. Because most signaling mediators were not significantly differentially expressed, this suggests that gene regulatory mechanisms might be driving downstream effects of altered glia–neuron communication in the 3xTg‐AD hippocampus.

### 3.5 3xTg‐AD signaling mediators were differentially regulated and had altered TF activity in excitatory and inhibitory neurons at 12 months

Because nearly 81% of our predicted signaling mediators were not significantly differentially expressed in 3xTg‐AD excitatory and inhibitory neurons, we investigated if these signaling mediators had perturbed GRNs and/or TF activity. 

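Of the 26 mediators, 92.3% were called in neither receiver by edgeR and 84.6% in neither by DESeq2. An unadjusted p under 0.05 in at least 1 receiver was found for 9 of them.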

We generated receiver‐specific GRNs for each condition at 12 months using Passing Attributes between Networks for Data Assimilation (PANDA).^66^, ^67^ Then, we calculated gene targeting scores (the sum of all inbound edge weights) for all genes in the network to deduce whether signaling mediators were differentially regulated in 3xTg‐AD compared to WT hippocampus. We calculated the difference between 3xTg‐AD and WT GRNs at 12 months for both receivers, where positive and negative scores indicate increased and decreased gene targeting in 3xTg‐AD brain samples, respectively. When we investigated all genes detected in excitatory and inhibitory neurons, almost 64% of genes in excitatory neurons exhibited increased gene targeting, but only 41% of genes in inhibitory neurons exhibited increased gene targeting in the 3xTg‐AD hippocampus (Figure S5). To determine whether our predicted signaling mediators were among the most differentially targeted genes, we calculated gene targeting score quartiles of all genes by receiver and further examined signaling mediators in the top and bottom quartiles (i.e., the most different signaling mediators).^70^ Interestingly, 17 of the 26 signaling mediators were among the most differentially targeted genes in 3xTg‐AD excitatory and inhibitory neurons (Figure 6A). *Esr1*, which is a trigger of AD‐associated neuroinflammation,^90^ and *Nectin1* were the most differentially targeted mediators, indicating increased regulation by TFs in 3xTg‐AD excitatory neurons and decreased regulation in 3xTg‐AD inhibitory neurons (Figure 6A). Additionally, *Esr1* had a significant increase in gene expression in excitatory neurons and had nonsignificant decreased gene expression in inhibitory neurons (absolute log2FC > 0.2, padj < 0.05; Figure 5B). 

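Esr1 (ENSMUSG00000019768) lies on chromosome 10 of GRCm38 from 4611593 to 5005614. In excitatory neurons at 12 months, its expression was 16.7 ± 3.65 CPM in 3xTg-AD and 10.2 ± 1.12 CPM in WT (SD, n = 3 each). A log2 fold change of 0.75 (SE 0.19) was not called by edgeR (adjusted p = 0.108) and was called by DESeq2 (adjusted p = 0.00769), without the filter on low counts (adjusted p = 0.0481) and without 3xTg-AD replicate 10 (adjusted p = 0.0124). With the hippocampal share of the excitatory nuclei as a covariate, chosen after the data were seen, it was -0.05 (adjusted p = 0.998, the highest over the alternatives). In inhibitory neurons, 27.7 ± 10.5 CPM stood against 47.6 ± 11.0 CPM (SD, n = 3 each), a log2 fold change of -0.71 (SE 0.26, adjusted p = 0.130). It was called without 3xTg-AD replicate 10 (-0.97, adjusted p = 0.0228), and without the regionally named clusters it was -0.19.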

Considering the role of Esr1, glia–neuron communication may impact neuroinflammation through activation of this TF. In parallel, *Nectin1* had significantly less expression in 3xTg‐AD inhibitory neurons and increased expression in excitatory neurons. 

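Nectin1 (ENSMUSG00000032012, chromosome 9 of GRCm38, 43743984 to 43807461) was expressed at 15.7 ± 4.20 CPM in 12-month 3xTg-AD and 27.4 ± 4.20 CPM in WT inhibitory neurons (SD, n = 3 each). Its log2 fold change was -0.70 (SE 0.15, adjusted p = 0.0334). With the regionally named clusters left out, it was -0.34 (adjusted p = 0.119, against 0.00137 to 0.722 over the alternatives that kept all libraries). With single libraries left out, Nectin1 was called only without 3xTg-AD replicate 10 (adjusted p = 0.00187). In excitatory neurons, 21.2 ± 4.47 and 17.6 ± 2.84 CPM (SD, n = 3 each) gave a log2 fold change of 0.31 (SE 0.16, adjusted p = 0.422).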

Finally, *Stat3*, a transcriptional enhancer of autophagy‐related genes,^91^ had a significant decrease in expression in both receivers in AD (Figure 5B), and its overexpression ameliorates cognitive deficits in mice.^92^ 

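Stat3 (ENSMUSG00000004040, chromosome 11 of GRCm38, 100885098 to 100939540) was expressed at 34.7 ± 2.07 CPM in 12-month 3xTg-AD and 50.1 ± 1.58 CPM in WT inhibitory neurons (SD, n = 3 each). Its log2 fold change was -0.42 (SE 0.09, adjusted p = 0.0340). It was not called without the regionally named clusters (log2 fold change -0.33, adjusted p = 0.0892, against 0.00939 to 0.548 over the alternatives that kept all libraries). Of the 12-month libraries, only 3xTg-AD replicate 10 was dispensable for the call (adjusted p = 0.0214 without it).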

*Stat3* was also among the top quartile of differential gene targeting scores in 3xTg‐AD inhibitory neurons, indicating differential regulation in this receiver (Figure 6A). However, mediators such as *Ptk2*, *Stat1*, and *Gfap* in excitatory neurons had gene targeting scores close to 0, indicating very little change in their regulation in the 3xTg‐AD hippocampus compared to WT. This may suggest that increased expression in excitatory neurons of *Ptk2* and *Stat1* was due to post‐transcriptional, post‐translational, or epigenetic modifications. Similarly, *Negr1*, which was significantly differentially expressed in inhibitory neurons (absolute log2FC > 0.2, padj < 0.05; Figure 5B), had a gene targeting score close to 0 in inhibitory neurons (Figure 6A). 

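In excitatory neurons at 12 months, the expression of Ptk2 was 338 ± 33.9 CPM in 3xTg-AD and 302 ± 14.1 CPM in WT (SD, n = 3 each), a log2 fold change of 0.20 (SE 0.12, adjusted p = 0.479). The difference was not called.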

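Negr1 (ENSMUSG00000040037, chromosome 3 of GRCm38, 156561794 to 157316445) was expressed at 2295 ± 278 CPM in 12-month 3xTg-AD and 1680 ± 51.1 CPM in WT inhibitory neurons (SD, n = 3 each). A log2 fold change of 0.57 (SE 0.17) was not called by edgeR (adjusted p = 0.0858) and was called by DESeq2 (adjusted p = 0.00441), without the filter on low counts (adjusted p = 0.0386), in a fit of all 12 libraries (adjusted p = 0.0271) and without 3xTg-AD replicate 10 (adjusted p = 0.0108). It was 0.44 without the regionally named clusters (adjusted p = 0.159, against 0.00441 to 0.751 over the alternatives that kept all libraries). In excitatory neurons, 2030 ± 496 CPM stood against 1361 ± 64.7 CPM (SD, n = 3 each). There, the log2 fold change was 0.62 (SE 0.20, adjusted p = 0.183 by edgeR and 0.0202 by DESeq2), and it was called by edgeR without 3xTg-AD replicate 10 (adjusted p = 0.0162).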

The signaling mediators *Sp1*, *Rtn4*, *Gfap*, and *Jun* also had gene targeting scores close to 0 in inhibitory neurons (Figure 6A). 

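Sp1 (ENSMUSG00000001280) lies on chromosome 15 of GRCm38 from 102406143 to 102436404, and its log2 fold change at 12 months was 0.09 in excitatory (SE 0.09, adjusted p = 0.699) and -0.01 in inhibitory neurons (SE 0.09, adjusted p = 0.974). Jun (ENSMUSG00000052684, chromosome 4, 95049034 to 95052222) had log2 fold changes of -0.08 (SE 0.21, adjusted p = 0.900) and 0.11 (SE 0.20, adjusted p = 0.773). Gfap (ENSMUSG00000020932, chromosome 11, 102887336 to 102900912) had few counts in neurons, with 0.313 ± 0.137 CPM in 3xTg-AD and 0.417 ± 0.0467 CPM in WT excitatory neurons and 0.390 ± 0.177 and 0.318 ± 0.201 CPM in inhibitory neurons (SD, n = 3 each). Its log2 fold changes were -0.33 (SE 0.37, adjusted p = 0.732) and 0.41 (SE 0.53, adjusted p = 0.673).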

Even though gene targeting scores are not directly correlated with gene expression,^69^ we observe a lack of strong differential expression of *Sp1*, *Gfap*, and *Jun* (absolute log2FC < 0.2; Figure 5B). Altogether, our findings imply that a set of the predicted AD‐associated signaling mediators, which have known associations to neuroinflammation and autophagy, undergo changes in gene regulation in the 3xTg‐AD hippocampus.

**FIGURE 6:**
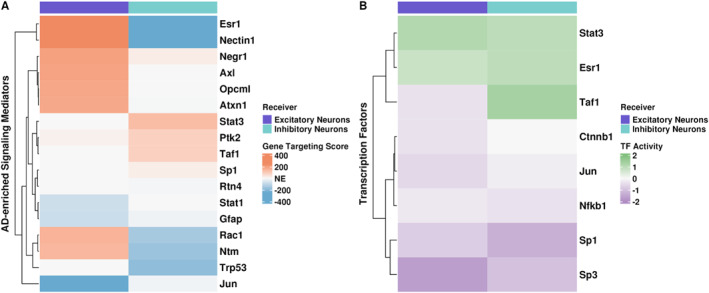
Signaling mediators were differentially regulated and had altered TF activity at 12 months. (A) Heatmap of differential gene targeting scores of signaling mediators in 12‐month receivers. Differential gene targeting scores are in reference to AD. Red and blue represent increased (i.e., top quartile) and decreased (i.e., bottom quartile) gene targeting in the 3xTg‐AD hippocampus, respectively. NE = not enriched in 3xTg‐AD hippocampus (i.e., not among the highest and lowest quartiles/targeting scores). (B) Heatmap of differential TF activity scores of signaling mediators between 3xTg‐AD and WT hippocampus, annotated by receiver, at 12 months. Green and purple represent TF activity as increased (i.e., active) or decreased (i.e., inactive), respectively.

In addition, because even small changes in TF gene expression can cause downstream regulatory effects,^93^ we investigated the TF activity of signaling mediators that were TFs. We used pseudobulked gene expression information from excitatory and inhibitory neurons to infer differential TF activity scores between 3xTg‐AD and WT hippocampus for the 8 signaling mediators we identified that were also TFs. Positive values represent an active TF, and negative values represent an inactive TF in 3xTg‐AD receiver cells compared to WT. 

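Among the transcription factors in Fig. 5B, Nfkb1 (ENSMUSG00000028163, chromosome 3 of GRCm38, 135584655 to 135691547) had a log2 fold change of -0.25 in 12-month excitatory neurons (SE 0.07, adjusted p = 0.152) and -0.17 in inhibitory neurons (SE 0.08, adjusted p = 0.211). Trp53 (ENSMUSG00000059552, chromosome 11, 69580359 to 69591873) had log2 fold changes of -0.20 (SE 0.11, adjusted p = 0.461) and -0.25 (SE 0.11, adjusted p = 0.219).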

The only TFs that were significantly expressed were *Stat3*, *Esr1*, and *Sp3* (absolute log2FC > 0.2, padj < 0.05; Figure 5B). The TFs Stat3 and Esr1 had increased activity in 12‐month excitatory and inhibitory neurons (Figure 6B). Activation of Stat3 and Esr1 are associated with decreased autophagy^94^ and increased inflammation,^90^ respectively. *Stat3* had significantly decreased gene expression in both receivers in the 3xTgAD hippocampus compared to WT, whereas *Esr1* and *Sp3* had a significant increase in gene expression in excitatory and inhibitory neurons, respectively (absolute log2FC = 0.2, padj < 0.05; Figure 5B). 

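In excitatory neurons at 12 months, the expression of Stat3 was 37.2 ± 2.09 CPM in 3xTg-AD and 46.6 ± 3.19 CPM in WT (SD, n = 3 each), a log2 fold change of -0.29 (SE 0.08, adjusted p = 0.149). No alternative and no left-out library led to a call, with the lowest adjusted p at 0.0707 in a fit of all 12 libraries and the highest at 0.724 with the hippocampal share as a covariate.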

Except for the TF Taf1, TF activity scores were consistent in both receivers (Figure 6B). 

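Taf1 (ENSMUSG00000031314) lies on the X chromosome of GRCm38 from 101532734 to 101601789. At 12 months in inhibitory neurons, its expression was 77.5 ± 3.75 CPM in 3xTg-AD and 92.9 ± 6.69 CPM in WT (SD, n = 3 each), a log2 fold change of -0.15 (SE 0.10, adjusted p = 0.354). In excitatory neurons, it was 84.2 ± 1.39 and 91.9 ± 4.27 CPM (SD, n = 3 each), a log2 fold change of -0.09 (SE 0.08, adjusted p = 0.683).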

*Taf1* was not significantly differentially expressed (absolute log2FC < 0.2, padj < 0.05; Figure 5B) but had the highest TF activity in inhibitory neurons (TF activity score = 2; Figure 6B) and had decreased TF activity in 3xTg‐AD excitatory neurons (TF activity score = −0.5; Figure 6B). Likewise, despite its increased expression in the 3xTg‐AD hippocampus, Sp3 had the lowest TF activity score in excitatory neurons (TF activity score = −2; Figures 5B and 6B). 

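Sp3 (ENSMUSG00000027109, chromosome 2 of GRCm38, 72936427 to 72980446) was expressed at 48.4 ± 2.03 CPM in 12-month 3xTg-AD and 44.6 ± 3.93 CPM in WT excitatory neurons (SD, n = 3 each). The difference was a log2 fold change of 0.16 (SE 0.07, adjusted p = 0.359). The activity of transcription factors was not analysed here.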

Though *Sp3* was significantly differentially expressed (absolute log2FC > 0.2, padj < 0.05; Figure 5B) in inhibitory neurons, the TF Sp3 had the lowest TF activity score in inhibitory neurons (Figure 6B). 

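At 12 months in inhibitory neurons, the expression of Sp3 was 53.2 ± 3.97 CPM in 3xTg-AD and 49.5 ± 2.84 CPM in WT (SD, n = 3 each), a difference smaller than the summed SDs. A log2 fold change of 0.22 (SE 0.09) was not called by edgeR (adjusted p = 0.154) or by DESeq2 (adjusted p = 0.181). Its adjusted p was lowest in a fit of all 12 libraries, at 0.0683, and highest with the striatal share as a covariate, at 0.644.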

We also see decreased TF activity in Ctnnb1 and Nfkb1, which are associated with WNT and NFkB canonical signaling. The TF encoded by *Jun*, a proto‐oncogene, also had decreased TF activity in the 3xTg‐AD mouse hippocampus (Figure 6B). Overall, we find changes in inferred gene regulation of signaling mediators in hippocampal excitatory and inhibitory neurons of 3xTg‐AD compared to WT mice at 12 months. This further suggests gene regulatory consequences in neurons of altered glia–neuron communication in the hippocampus of 3xTg‐AD mice.

## 4 DISCUSSION

We generated snRNA‐seq data from the hippocampus of female 3xTg‐AD and age‐matched WT mice at two clinically relevant time points for amyloid‐β plaque formation^41^ and cognitive impairment^95^ (by 6 months) and gliosis^96^ and tau tangle formation^41^ (by 12 months) to investigate altered glia–neuron communication and their downstream effects throughout disease progression. Glial cells maintain neuronal homeostasis and health by interacting with neurons and regulating synaptic connectivity,^19^, ^20^, ^21^, ^22^, ^97^ and glial dysfunction has arisen as a powerful modulator of AD pathogenesis (reviewed in^98^). Specifically, astrocytes fail to provide neurons with metabolic and nutritional support in models of AD.^99^, ^100^ During aging^73^ and in the context of AD, ^35^, ^71^, ^72^ microglia also enter a chronic proinflammatory state, affecting neuronal function^28^, ^29^, ^30^ and disrupting phagocytosis in response to amyloid and tau pathology.^35^ Finally, OPCs facilitate synapse formation and directly communicate with neurons.^101^ This highlights the high cellular complexity of AD pathogenesis, and multiple studies have recently attempted to describe cell‐ and noncell autonomous contributions to AD pathobiology.^98^ Indeed, multiple snRNA‐seq studies on postmortem brain tissue from patients with AD and healthy age‐matched controls have described dysregulated CCC in the postmortem human brain in AD.^37^, ^38^, ^39^, ^40^ These studies emphasized the importance of CCC between glia and neurons, as astrocytes and microglia had increased involvement of AD‐risk genes as ligands or receptors. Although these human studies have high disease relevance, they fail to capture early/pre‐symptomatic CCC patterns relevant to disease progression, as extensive neuronal loss has already occurred. Using our newly generated snRNA‐seq data in a well‐established and highly relevant transgenic mouse model of AD pathology, we predicted 4073 differentially expressed LRTs in the 3xTg‐AD hippocampus compared to WT. This transgenic mouse, which includes three familial AD variants (APP Swedish, MAPT P301L, and PSEN1 M146V), exhibits amyloid‐β and tau pathology as early as 6 and 12 months, respectively.^41^ Although plaque formation has been described to induce synaptic dysfunction in 3xTg‐AD mice^41^ and other models (reviewed in^102^), additional evidence suggests tau‐induced synaptic dysfunction in AD.^103^ Interestingly, 86% of the dysregulated LRTs we predicted were in the 12‐month 3xTg‐AD hippocampus, which we showed had a significant increase of amyloid‐β and tau pathology compared to 12‐month‐old WT mice. Because we did not see a significant neuropathological increase between 6‐ and 12‐month‐old 3xTg‐AD hippocampus, the increase of dysregulated CCC at 12 months could be explained by some of the known “hallmarks of AD,” including age‐associated loss of proteostasis, extended duration of amyloid‐β and tau pathology, and/or widespread pathology as cortical regions show increased neuropathology^42^ that may affect hippocampal glia–neuron communication. Although amyloid‐β accumulates during the prodromal period of AD, patients do not exhibit cognitive decline until decades after initial depositions can be detected, indicating additional biological processes that can bolster cognitive function even in the face of amyloid‐β toxicity. Interestingly, changes in CCC involving astrocytes and oligodendrocytes between 2‐ and 8‐month 5xFAD mice, which exhibit only amyloid pathology, in the entorhinal cortex are minimal.^74^ Therefore, our results suggest an effect of prolonged duration of amyloid pathology on CCC in the 3xTg‐AD hippocampus but do not disqualify age‐associated loss of proteostasis as a driver of the increased dysregulation of CCC at 12 months in 3xTg‐AD mice.

Our differential gene expression analysis indicated that 6‐month‐old mice have smaller target gene log2FC values compared to 12‐month‐old mice, a finding independent of the number of nuclei per condition and cell type. This further demonstrates that impactful changes in neuronal gene expression profiles occur after the presence of amyloid‐β and tau in 3xTg‐AD mice. These findings are opposite of those in a bulk RNA‐seq study in the insular cortex of 3xTg‐AD mice, where the number of differentially expressed genes decreased over time.^104^ The MODEL‐AD bulk RNA‐seq data from the 3xTg‐AD hippocampus revealed an increase in the number of differentially expressed genes between 4 and 12 months, followed by a decrease between 12 and 18 months^105^ However, as bulk RNA‐seq is performed on an entire tissue, cell‐type‐specific changes may be masked. Finally, we found that FEA terms of predicted targets were associated with signaling pathways at both time points, but 12‐month targets included highly biologically relevant terms of signaling regulation through protein and tyrosine kinase activity. It is interesting that our predicted targets at 12 months in the 3xTg‐AD hippocampus are associated with protein and tyrosine kinase activity in neurons. Tyrosine kinase inhibitors have previously been investigated as potential therapeutics in models of AD with neuroprotective effects.^106^ This suggests that our predicted interactions may produce novel therapeutic targets for drug repurposing or discovery in pre‐clinical AD studies. Finally, our predicted ligand–receptor pairs should be further investigated for their utility as druggable targets, as previous work has identified drug repurposing candidates targeting dysregulated ligand–receptor pairs in the postmortem human AD prefrontal cortex.^37^

Our AD‐associated LRTs were upregulated in the 12‐month 3xTg‐AD hippocampus and had significant differential expression of AD risk genes in either inhibitory or excitatory neurons. Importantly, many of these LRTs are known disease‐modifying genes involved in key AD signaling pathways. For example, *Lpl*, which was significantly upregulated in 3xTg‐AD inhibitory neurons, encodes a lipoprotein kinase, a key enzyme in lipid and lipoprotein metabolism.^107^ While we detected significant differential expression of *Lpl* in our transgenic mice, RNA‐seq studies revealed its primary expression in human macrophages and microglia, in addition to OPCs from non‐diseased/transgenic mice.^108^, ^109^ Similarly, *Inpp5d*, associated with autophagy and inflammasome activation in microglia,^110^ is significantly differentially upregulated in our inhibitory neurons and has previously been described in microglia using 5xFAD transgenic mice and INPP5D‐disrupted iPSC‐derived human microglia.^110^, ^111^, ^112^ *Inpp5d* and *Mme* were the only two target genes uniquely targeted by interactions from microglia. MME encodes neprilysin, an enzyme responsible for amyloid‐β degradation.^113^, ^114^, ^115^ Neprilysin injections decreased amyloid‐beta oligomers in an AD mouse model.^113^ *Cacna1c*, a psychiatric risk gene identified as an AD‐risk gene by GWAS,^116^ encodes a calcium channel. Expression of the CACNA1C protein was previously identified as increased in the hippocampus of the transgenic AD mouse model APP/PS1.^117^ The gene also plays a role in oxidative stress pathways, which have been demonstrated to contribute to AD pathology (reviewed in^118^). Finally, we describe significantly increased expression of *Ptk2b* in inhibitory neurons, but previous studies on *Ptk2b* have been inconclusive. Deletion of *Ptk2b* in APP/PS1 transgenic mice rescued synaptic loss and memory deficits,^119^ whereas overexpression rescued behavior and increased amyloid plaque number in 5xFAD mice.^120^ A human‐derived HEK293T cell line study indicated that *Ptk2b* contributed to tau phosphorylation, a finding that could not be recapitulated in iPSC‐derived human neurons.^121^ Lastly, *Adamts1* was significantly downregulated in our excitatory neurons at 12 months. The gene's protein product has been suggested as a marker protein for neurodegeneration,^122^ and hippocampal amyloid‐β load was alleviated after introducing ADAMTS1 in a mouse model of AD.^123^ The robust representation of AD‐associated gene targets identified by this screen highlights the relevance of altered glia–neuron communication. Considering that five of six predicted AD‐risk target genes were significantly differentially expressed in inhibitory neurons, it is plausible that altered glia–neuron communication affects inhibitory neurons more severely than excitatory neurons in the 12‐month 3xTg‐AD hippocampus, although this hypothesis remains to be tested. Four ligand–receptor pairs with AD risk genes also included an AD risk gene as a ligand (*Calm2*) or receptor (*App*) of interactions originating from microglia, another previously identified key node of AD‐pathogenesis. Therefore, our results corroborate previous findings indicating increased association to AD‐risk genes of microglia‐associated CCC.^37^, ^38^, ^39^, ^40^

Most signaling mediators of predicted AD‐associated interactions were not significantly differentially expressed in the 3xTg‐AD hippocampus. Due to processes such as post‐transcriptional modifications and downstream differential expression of additional mediators, signaling mediators can be differentially regulated, regardless of differential expression in inhibitory and excitatory neurons. Our differential gene targeting analysis revealed that some signaling mediators were differentially regulated but not significantly differentially expressed. For example, we found that *Stat1* and *Ptk2*, which had increased expression in inhibitory neurons, had gene targeting scores close to 0, indicating they were not differentially regulated in AD. Along with previous work, this suggests that changes in their gene expression may be due to post‐transcriptional, post‐translational, or epigenetic modifications.^124^, ^125^, ^126^ Additionally, eight signaling mediators that are also TFs had differential activity in both 3xTg‐AD excitatory and inhibitory neurons at 12 months. In line with the FEA of predicted target genes, we found that altered glia–neuron communication may affect gene regulatory mechanisms in excitatory and inhibitory neurons of 12‐month 3xTg‐AD mice. Using human single‐nucleus multi‐ome data, Gupta et al. identified TFs that disrupt cell‐type‐specific GRNs in AD patients and determined their utility in predicting drug repurposing candidates.^127^ Interestingly, Gupta et al. identified ESR1 as a master regulator across microglia, oligodendrocytes, and excitatory and inhibitory neurons in their study. We predicted *Esr1* as a differentially regulated signaling mediator in excitatory and inhibitory neurons (increased and decreased differential gene targeting, respectively) despite being only significantly differentially expressed in excitatory neurons. However, the TF *Esr1* had increased TF activity in both receivers. This further suggests changes in gene regulatory mechanisms due to glia–neuron communication in the 3xTg‐AD mouse hippocampus, especially at the later stages of the disease progression.

Although models such as the 3xTg‐AD mouse mimic AD pathology, they do not fully recapitulate human disease pathology and progression. We have previously shown that CCC between glia and neurons is altered in AD in the postmortem human prefrontal cortex using snRNA‐seq data.^39^ Previously, we validated two ligand–receptor pairs across three independent human patient AD cohorts that were semaphorin‐plexin interactions, which are associated with tau tangle colocalization^128^ and phosphorylation^128^, ^129^ in AD. Interestingly, we also predicted two semaphorin‐plexin interactions in our 3xTg‐AD hippocampus data (Sema4c‐Plxnb2 and Sema4a‐Plxna4), which originated from microglia and astrocytes, respectively. These findings, in addition to those from our human study, further suggest the need for additional investigation of changes in semaphorin‐plexin signaling throughout aging and in AD. Additionally, six ligand–receptor pairs overlapped between our postmortem human prefrontal cortex and 3xTg‐AD hippocampus studies. However, the ligand–receptor pair TGFB1‐APP/Tgfb1‐App was the only interaction originating from the same sender (microglia) and was upregulated in AD in both studies. This interaction was among our high‐confidence and sex‐specific interactions as we predicted it in two independent AD patient cohorts before accounting for patient sex,^39^ which had an AD‐risk gene as a downstream target in the 3xTg‐AD hippocampus at 12 months. Many drugs targeting amyloid‐β have been tested for AD in the last 20 years with conflicting results.^130^, ^131^, ^132^ Interestingly, Tamoxifen, an estrogen modulator, and Benazepril, an angiotensin‐converting enzyme (ACE) inhibitor, are predicted drug repurposing candidates that invert the activity of the TGFB1 ligand. Women receiving Tamoxifen are less likely to be diagnosed with AD and show improved cognitive performance.^133^, ^134^ Moreover, Tamoxifen prevents learning and memory impairments in ovariectomized rats.^135^ Finally, patients treated with ACE inhibitors such as Benazepril have a slowed cognitive decline.^136^ Although the TGFB1‐APP/Tgfb1‐App interaction validates across human datasets and in our 3xTg‐AD mice, whether this interaction occurs in additional human datasets and AD models remains to be seen.

Alhtough our study provides insight into dysregulated glia–neuron interactions and their downstream effects across two time points in a transgenic mouse model of AD, there are a few limitations, such as using a single AD mouse model and curated priors for CCC, GRN, and TF activity analyses. We used the hippocampus from female 3xTg‐AD mice; therefore, future studies should expand this work to the hippocampus of male 3xTg‐AD mice since amyloid‐β and tau pathologies have been shown to differ between male and female 3xTg‐AD mice.^137^ Future work should also include additional brain regions, such as the cerebral cortex, to determine whether changes in glia–neuron communication are brain region‐specific since AD pathology affects multiple brain regions throughout AD progression in patients.^9^, ^10^ We focused on two time points, corresponding to the onset of amyloid‐β and tau pathology; however, including additional time points from presymptomatic (3 months) or aged (20 months) mice might provide further insight into the effects of disease progression and aging on altered CCC. As mice do not fully recapitulate human disease presentation, future studies should include human tissues to confirm our findings. Additionally, CCC inference analysis relies on the use of curated priors. Therefore, we cannot predict biologically relevant but previously undescribed interactions, limiting our ability to identify novel interactions. Furthermore, CCC inference methodologies use gene expression information to deduce ligand and receptor protein abundance. Similarly, our differential gene targeting and TF activity analyses were also inferred from gene expression information using known TF motif and protein–protein interaction priors. However, due to protein degradation and post‐translational modifications, mRNA and protein levels are not directly affiliated. Finally, future studies should further investigate the effects of amyloid‐β and tau pathology on glia–neuron communication to pinpoint whether the lack of differential CCC at 6 months in our study is due to a lack of tau pathology or low levels of amyloid‐β at this time point. Considering the subtle changes in CCC in the entorhinal cortex between 2‐ and 8‐month‐old 5xFAD mice^74^ and the lack of predicted interaction in our 3xTg‐AD hippocampal data at 6 months, it is possible that CCC is less affected by amyloid and more by tau pathology. Overall, our study lays the groundwork for additional validation in future studies to confirm that the predicted LRTs affect cell‐type‐specific gene regulatory mechanisms, as they remain largely understudied in AD, especially throughout disease progression.

## 5 CONCLUSION

We report that glia–neuron communication is altered in a time point‐specific manner in the hippocampus of 3xTg‐AD mice using snRNA‐seq. We find that CCC is increasingly dysregulated in 12‐month AD mice. Additionally, we identify 23 ligand–receptor pairs that are upregulated in the 12‐month‐old 3xTg‐AD hippocampus and have an AD risk gene as a downstream target. We also find increased AD association in interactions originating from microglia. Finally, we describe altered gene regulation and TF activity of predicted signaling mediators, which were not significantly differentially expressed. Therefore, our findings suggest that altered glia–neuron communication affects the gene regulatory mechanisms in neurons of 3xTg‐AD mice.

## AUTHOR CONTRIBUTIONS

Tabea M. Soelter and Brittany N. Lasseigne conceptualized the project. Dalton C. Patterson and Allison Birnbaum maintained mouse colonies and collected tissues. Tabea M. Soelter, Jordan H. Whitlock, and Timothy C. Howton extracted nuclei for snRNA‐sequencing. Tabea M. Soelter, Timothy C. Howton, and Amanda D. Clark performed protein quantification. Tabea M. Soelter performed alignment and pre‐processing. Jordan H. Whitlock constructed gene regulatory networks and aided in differential gene targeting analyses. All other analyses were coded and performed by Tabea M. Soelter. Elizabeth J. Wilk, Timothy C. Howton, and Amanda D. Clark reviewed and validated the code. Brittany N. Lasseigne provided supervision and project administration. Brittany N. Lasseigne, Constanza J. Cortes, Tabea M. Soelter, and Jordan H. Whitlock acquired funding. Tabea M. Soelter wrote the first draft. Tabea M. Soelter, Timothy C. Howton, Elizabeth J. Wilk, Jordan H. Whitlock, Amanda D. Clark, Dalton C. Patterson, Allison Birnbaum, Constanza J. Cortes, and Brittany N. Lasseigne reviewed and edited the manuscript. All authors read and approved the final manuscript.

## CONFLICT OF INTEREST STATEMENT

The authors declare no conflicts of interest.

## ETHICS STATEMENT

We carried out all animal experiments in this study according to the Institutional Animal Care and Use Committee at the University of Alabama at Birmingham.

## Supporting information

Supporting Information S1

Supporting Information S2

Supporting Information S3

Table S1

Table S2

Table S3

Table S4

Table S5

Table S6

Table S7

Table S8

## Data Availability

The 3xTg‐AD snRNA‐seq dataset is deposited on NCBI's Gene Expression Omnibus (GSE261596). The intermediate outputs of this study are available on Zenodo (https://zenodo.org/records/11043321). The code supporting the results of this study is available on Zenodo (https://zenodo.org/records/11040825) and GitHub (https://github.com/lasseignelab/230418_TS_AgingCCC). Docker images used for these analyses are publicly available on Docker Hub (https://hub.docker.com/repository/docker/tsoelter/rstudio_aging_ccc/general) and Zenodo (https://zenodo.org/records/11042577).

# Supplementary material for: Evaluation of altered cell–cell communication between glia and neurons in the hippocampus of 3xTg‐AD mice at two time points
**Source:** J Cell Commun Signal. 2025 Feb 28;19(1):e70006. doi: 10.1002/ccs3.70006
**Supplement:** Supplementary file 1 — Supporting Information S1

Supplementary Materials and Methods:

Animals

We carried out all animal experiments in this study according to the Institutional Animal Care and Use Committee at the University of Alabama at Birmingham. 3xTg-AD mice (B6;129-Tg(APPSwe,tauP301L)1Lfa Psen1tm1Mpm/Mmjax: JAX MMRRC Stock# 034830) and WT littermates were bred and housed at animal facilities at the University of Alabama at Birmingham with standard light/dark cycles and ad libitum access to food and water. Before collection, animals were anesthetized using Avertin intraperitoneal injections before perfusion with 1X PBS. We dissected relevant brain regions and then snap-froze and stored hippocampi at -70C until nuclei isolation of all samples for sequencing to minimize batch effects and decouple tissue collection and processing. Due to our sample collection method[^1^](https://paperpile.com/c/jEnPlP/HdbJ), we performed snRNA-seq.

Nuclei isolation and snRNA sequencing of 3xTg-AD mouse hippocampus

We adapted a previously published rat nuclei isolation protocol for our 3xTg-AD mouse brain.[^2^](https://paperpile.com/c/jEnPlP/I4u8h) We isolated nuclei from the left hippocampus of 12 female mice (6 AD, 6 WT) from two time points (6 and 12 months; n = 3 per time point and condition). Following this, we performed fluorescence-activated cell sorting (FACS) on an Atlas BD ARIA II to remove debris and retain a pure nuclei suspension. We sorted for 200,000 nuclei per sample to account for nuclei loss during nuclei partition and library preparation. The UAB Flow Cytometry and Single Cell Core Facility prepared sequencing libraries according to the manufacturer’s instructions using the Chromium Single Cell 3ʹ GEM, Library & Gel Bead Kit v3 (10x Stock #: PN-1000121). Finally, we sequenced all twelve libraries in a single batch on an Illumina NovaSeq 6000 using an S4 flowcell at the UAB Heflin Center for Genomic Sciences to an average depth of ~34,000 reads per nucleus with ~15,000 nuclei per sample (see ranges in **Table S1**).

Protein quantification of amyloid-β 40, amyloid-β 42, and total tau

We used the human Amyloid-β 40 (ThermoFisher Cat No. KHB3481), human Amyloid-β 42 (ThermoFisher Cat No. KHB3441), and human Total Tau (ThermoFisher Cat No. KHB0041) ELISA kits to quantify protein abundance in the hippocampus for both conditions and time points (n = 3 per time point and condition). We weighed the right hippocampi and combined tissues with 1X PBS with AEBSF proteinase inhibitor at a 1:10 dilution. We homogenized hippocampi before extracting and centrifuging homogenates at 16,000 x g for 20 minutes at 4ºC. We combined 200uL of our samples with 200uL of 1X PBS with AEBSF proteinase inhibitor for all samples and performed a Bicinchoninic acid assay (BCA) to quantify the total protein in our samples (**Table S2**). We further diluted samples for the human Total Tau ELISA (1:100 dilution) using total protein abundance measured using the BCA. We loaded samples and blanks into all three pre-coated ELISA microwell plates and performed incubation and manual washing as described in the human Amyloid-β 40, human Amyloid-β 42, and human Total Tau ELISA kit protocols. We measured absorbance using a Tecan Infinite M Plex plate reader at 450 nm with 10 flashes (**Table S2**). By fitting the absorbance with a 4-parameter algorithm, we quantified protein concentration in սg/mL for every ELISA. We compared groups using a one-way ANOVA followed by a Tukey’s test for multiple hypothesis correction and to determine which groups were statistically different from each other.

Data Processing and Quality Control

We aligned raw FASTQ files on UAB’s high-performance computer using 10x Genomics Cell Ranger[^3^](https://paperpile.com/c/jEnPlP/c60q6) 6.1.1 to the 10x Genomics mouse reference genome (mm10). We performed all downstream data processing in docker[^4^](https://paperpile.com/c/jEnPlP/Fnip1) R v4.2.3. We removed ambient RNA using soupX[^5^](https://paperpile.com/c/jEnPlP/ukyOw) v1.6.2 on Cell Ranger h5 files, resulting in filtered Cell Ranger output matrices. We converted the filtered Cell Ranger output matrices to expression matrices using the *Read10x* function from the Seurat v4.3.0[^6^](https://paperpile.com/c/jEnPlP/Cl1Rz). We created a Seurat object using the *CreateSeuratObject* function for each sample, time point, and condition (AD and WT) before merging them into a single Seurat object. We filtered the dataset at the cell level using multiple quality control metrics (mitochondrial ratio, number of genes per cell, and log10 of the number of genes per UMI) and at the gene level by removing zero count values to prevent skewing of average expression values. We removed nuclei with a mitochondrial ratio higher than 5% and a complexity score greater than 80% (number of genes per UMI). We also filtered based on the number of genes per cell, removing nuclei with less than 500 and more than 10000 genes per nucleus. We performed batch correction using harmony v0.1.0[^7^](https://paperpile.com/c/jEnPlP/z9n48), as it preserves biological variation while reducing variation due to technical noise.[^8^](https://paperpile.com/c/jEnPlP/uQmyr) We also performed Principal Component Analysis (PCA) using the *RunPCA* function from Seurat v4.3.0[^6^](https://paperpile.com/c/jEnPlP/Cl1Rz) without approximation (approx = FALSE), scaled and normalized before plotting UMAPs to confirm successful integration across conditions.

Clustering and Cell Type Identification

We compared multiple resolutions (0.5 - 1.5) using clustree v0.5.0[^9^](https://paperpile.com/c/jEnPlP/HTH7K). We chose 0.7 resolution as its clustering showed the greatest stability (i.e., fewest switches of nuclei between clusters), which yielded 40 clusters using Leiden v0.4.3[^10^](https://paperpile.com/c/jEnPlP/bMkI7). We identified differentially expressed marker genes for each cluster using the *FindAllMarkers* function on the RNA assay from Seurat v4.3.0[^6^](https://paperpile.com/c/jEnPlP/Cl1Rz) with a log fold change threshold > 0.2. We assigned cell types using differential expression of cell-type-specific genes identified through PanglaoDB[^11^](https://paperpile.com/c/jEnPlP/j3qdv) and CellMarker 2.0[^12^](https://paperpile.com/c/jEnPlP/OyTQj) (**Table S3**) and feature plots using canonical cell type markers (**Table S4**).

Pseudo-bulking of snRNA-seq Data

We pseudo-bulked to generate cell-type-specific count matrices to overcome the data sparsity in snRNA-seq.[^13^](https://paperpile.com/c/jEnPlP/JNhnl) We converted raw data from the Seurat object *counts* slot into Single Cell Experiment objects using SingleCellExperiment[^14^](https://paperpile.com/c/jEnPlP/mpKGv) v1.20.1 and incorporated metadata with information on sample origin (sample_id), condition (group_id), cell type (cluster_id), and time point (timepoint). We aggregated counts across samples by cell type using the *aggregate.Matrix* function (Matrix.utils R package v0.9.7), resulting in cell-type-specific gene by sample count matrices.

Differential Gene Expression Analysis

We performed differential expression analysis between conditions (AD vs. WT) at both time points (6 and 12 months) using DESeq2[^15^](https://paperpile.com/c/jEnPlP/bXnm8) v1.38.3 for each cell type. First, we created dds objects using the *DESeqDataSetFromMatrix* function. We made pairwise comparisons for every cell type between conditions for each time point independently using the Wald test. Then we performed log fold change shrinkage to estimate effect size for calculation of log2FoldChange changes using apeglm v1.23.1.[^16^](https://paperpile.com/c/jEnPlP/bAuMG)

Inference of CCC Across Conditions and Time Points

To infer CCC between glia and neurons between AD and WT across time points (6 and 12 months), we applied multinichenetr v1.0.3 and used the Nichenet v2 prior.[^17^](https://paperpile.com/c/jEnPlP/HuVW3) As MultiNicheNet requires inputs in Single Cell Experiment format, we converted our Seurat objects using the SingleCellExperiment R package[^14^](https://paperpile.com/c/jEnPlP/mpKGv) v1.20.1. Then, we performed ligand-receptor pair prediction between all cell types for every time point between conditions before we filtered for senders (astrocytes, microglia, oligodendrocytes, and OPCs) and receivers (excitatory and inhibitory neurons). Since MultiNicheNet uses pseudobulk aggregation for its differential expression analysis, we ensured that all of our samples had a minimum of 10 cells per cell type. During count aggregation, MultiNicheNet normalizes pseudobulk count matrices by library size (i.e., the number of cells per cell type) to account for differences in cell type proportions. As recommended by the package developers, we identified differentially expressed ligands, receptors, and target genes using a 0.5 log2FC threshold and non-adjusted p-values of 0.05. When calculating ligand activity, we considered the top 250 targets with the highest regulatory potential (calculated for every ligand-target pairing within the NicheNet v2 prior). The calculation of the ligand-target regulatory potential is described in the original NicheNet publication (see Supplementary Note 3).[^18^](https://paperpile.com/c/jEnPlP/ZfHS) We prioritized ligand-receptor interactions by min-max scaling the scores for all comparisons of the following metrics: differential expression of ligand, differential expression of the receptor, the fraction of ligand-receptor pairs expressed across samples, expression of ligand, expression of the receptor, scaled ligand activity, the abundance of the sender in the condition of interest, and abundance of the receiver in the condition of interest. Then, we performed weighted aggregation of the scaled scores using default MultiNicheNet prioritization weights. We calculated expression correlation information between ligand-receptor pairs and their targets by calculating Pearson and Spearman correlation coefficients to further prioritize LRT interactions. We filtered LRTs and included only those with Spearman and Pearson correlation coefficients greater than 0.33 and less than -0.33, as recommended by MultiNicheNet.

Functional Enrichment Analysis of Predicted Target Genes

To determine the molecular function of predicted target genes from MultiNicheNet, we identified significantly enriched pathways using gprofiler2[^19^](https://paperpile.com/c/jEnPlP/CkLVV) v0.2.1 from Gene Ontology Molecular Function (GO:MF), Reactome, and Transfac source gene sets. We queried predicted target genes from both receiver cell types combined (excitatory and inhibitory neurons) to find overrepresented functional enrichment of receiver cell types. We identified pathways for targets shared across time points and conditions and targets specific to each group (time point and condition pairings: 6-month AD, 6-month WT, 12-month AD, 12-month WT). We included all genes measured in our receivers without filtering as our background gene set. We filtered pathways by whether they were significant after multiple hypothesis correction using Bonferroni (q < 0.05) as well as the term size (> 10 and < 1000) to remove arbitrary pathways, similar to Wilk et al. 2023.[^20^](https://paperpile.com/c/jEnPlP/1Ijem) We plotted the top 10 terms per condition based on recall.

AD risk gene set curation

We compiled an AD risk gene set by combining two human gene sets from the Molecular Signatures Database (MSigDB)[^21,22^](https://paperpile.com/c/jEnPlP/qnfPO+OZhQT) with genes from a GWAS.[^23^](https://paperpile.com/c/jEnPlP/V9Css) We downloaded the human gene sets KEGG_ALZHEIMERS_DISEASE and HP_ALZHEIMER_DISEASE from MSigDB (accessed on January 26, 2024). Our final AD risk gene set comprised 243 human genes, which we mapped to 245 mouse orthologs using gprofiler2[^19^](https://paperpile.com/c/jEnPlP/CkLVV) (**Table S5**).

Prediction of LRT signaling mediators

To find AD-associated LRTs, we filtered interactions using significantly differentially expressed genes (log2FC > 0.2, padj < 0.05) from our AD-risk gene set. We used these AD-associated LRTs to generate active signaling networks using the gene regulatory information from the NicheNet v2 prior and the *get_ligand_signaling_path_with_receptor* function from multinichenetr[^17^](https://paperpile.com/c/jEnPlP/HuVW3) v1.0.0. Our gene regulatory networks included the top two regulators (based on whether they were upstream of the target and downstream of the ligand) in each receiver cell type. Using MultiNicheNet’s prior knowledge, which includes ligand-receptor to target signaling path information, we generated weighted and directed igraph objects for AD-associated LRTs using igraph[^24^](https://paperpile.com/c/jEnPlP/Nc8nx) v1.4.2. We determined potential signaling mediators by identifying outgoing nodes from the predicted receptor in every igraph object.

Gene Regulatory Network Construction

To investigate regulatory relationships of signaling mediators in excitatory and inhibitory neurons from 12-month mice, we constructed cell-type- and time-point-specific networks using Passing Attributes between Networks for Data Assimilation (PANDA)[^25,26^](https://paperpile.com/c/jEnPlP/AstqK+OWWbl) v1.30.0, which infers regulatory networks through an intersection of gene expression, protein-protein binding, and known TF-motifs. First, we split our pseudo bulk expression matrices by condition and time point. We combined pseudo bulk gene expression inputs with protein-protein and non-enriched TF motif inputs that we previously generated in Whitlock et al. 2023.[^27^](https://paperpile.com/c/jEnPlP/acnqf) We downloaded the protein-protein input for the mouse from StringDB (version 11.0)[^28^](https://paperpile.com/c/jEnPlP/8dIxP) and TF-motif input compiled from the Catalog of Inferred Sequence Binding Preferences (CIS-BP).[^29^](https://paperpile.com/c/jEnPlP/VZ4XD) This resulted in 4 gene regulatory networks for each time point and condition pairing (12mWT & 12mAD for excitatory neurons, 12mWT & 12mAD for inhibitory neurons). Here, network edge weights represent the strength of interactions between nodes, where nodes represent coexpressed genes, proteins, or pairs of TFs and genes. More positive weights correspond to higher confidence interactions in each cell-type- and time-point-specific network, and negative weights indicate a lack of evidence.[^26^](https://paperpile.com/c/jEnPlP/OWWbl) We performed the gene regulatory network construction in R v4.2.1 using docker (<https://hub.docker.com/repository/docker/jordanwhitlock/setbp1_manuscript_panda_1.0.1/general>).[^30^](https://paperpile.com/c/jEnPlP/JMiFR)

TF Activity Analysis of Signaling Mediators

To determine differences in TF activity between conditions for receiver cell types, we again performed a differential gene expression analysis using previously pseudo bulked count matrices with DESeq2 (see *Differential Gene Expression Analysis* section for details). However, to preserve the Wald test statistic (*stat*) needed for our TF activity analyses, we used the method’s original shrinkage estimator (type = normal). We combined the Wald test statistic (*stat*) across time points for both receivers. We downloaded the CollecTRI prior, which includes TF information such as their direction of regulation on their targets (accessed in February 2024).[^31^](https://paperpile.com/c/jEnPlP/UFQWk) We calculated TF activity scores for all signaling mediators in receivers with a minimum of 5 targets using the Multivariate Linear Model (*run_mlm* function decoupleR v2.9.1)[^32^](https://paperpile.com/c/jEnPlP/jrTOY) to infer TF activity. The Multivariate Linear Model provided t-values that represent regulator activity.[^32^](https://paperpile.com/c/jEnPlP/jrTOY) Positive values represent an active TF, and negative values represent an inactive TF in 3xTg-AD compared to WT.

Differential Gene Targeting of Signaling Mediators

We calculated differential gene targeting scores[^33^](https://paperpile.com/c/jEnPlP/VvmAf) to deduce whether signaling mediators in inhibitory and excitatory neurons were differentially targeted in 3xTg-AD compared to WT hippocampus using the gene regulatory networks we generated using PANDA. We quantified the in-degree edge weights for each signaling mediator before determining the differential targeting score between conditions by calculating the difference in targeting scores. Positive differential targeting scores indicated increased targeting in 3xTg-AD compared to the WT hippocampus. Similarly to our previous work, we calculated quartiles of all gene targeting scores by receivers to determine whether mediators were among the highest or lowest differentially targeted genes.[^27^](https://paperpile.com/c/jEnPlP/acnqf)

**References:**

1. [Slyper, M. *et al.* A single-cell and single-nucleus RNA-Seq toolbox for fresh and frozen human tumors. *Nat. Med.* **26**, 792–802 (2020).](http://paperpile.com/b/jEnPlP/HdbJ)

2. [Phillips, R. A., 3rd *et al.* An atlas of transcriptionally defined cell populations in the rat ventral tegmental area. *Cell Rep.* **39**, 110616 (2022).](http://paperpile.com/b/jEnPlP/I4u8h)

3. [Zheng, G. X. Y. *et al.* Massively parallel digital transcriptional profiling of single cells. *Nat. Commun.* **8**, 14049 (2017).](http://paperpile.com/b/jEnPlP/c60q6)

4. [Merkel, D. Docker: lightweight Linux containers for consistent development and deployment. *Linux J.*](http://paperpile.com/b/jEnPlP/Fnip1)

5. [Young, M. D. & Behjati, S. SoupX removes ambient RNA contamination from droplet-based single-cell RNA sequencing data. *Gigascience* **9**, (2020).](http://paperpile.com/b/jEnPlP/ukyOw)

6. [Satija, R., Farrell, J. A., Gennert, D., Schier, A. F. & Regev, A. Spatial reconstruction of single-cell gene expression data. *Nat. Biotechnol.* **33**, 495–502 (2015).](http://paperpile.com/b/jEnPlP/Cl1Rz)

7. [Korsunsky, I. *et al.* Fast, sensitive, and accurate integration of single cell data with Harmony. *bioRxiv* 461954 (2018) doi:](http://paperpile.com/b/jEnPlP/z9n48)[10.1101/461954](http://dx.doi.org/10.1101/461954)[.](http://paperpile.com/b/jEnPlP/z9n48)

8. [Luecken, M. D. *et al.* Benchmarking atlas-level data integration in single-cell genomics. *Nat. Methods* **19**, 41–50 (2022).](http://paperpile.com/b/jEnPlP/uQmyr)

9. [Zappia, L. & Oshlack, A. Clustering trees: a visualization for evaluating clusterings at multiple resolutions. *Gigascience* **7**, (2018).](http://paperpile.com/b/jEnPlP/HTH7K)

10. [Traag, V. A., Waltman, L. & van Eck, N. J. From Louvain to Leiden: guaranteeing well-connected communities. *Sci. Rep.* **9**, 5233 (2019).](http://paperpile.com/b/jEnPlP/bMkI7)

11. [Franzén, O., Gan, L.-M. & Björkegren, J. L. M. PanglaoDB: a web server for exploration of mouse and human single-cell RNA sequencing data. *Database*  **2019**, (2019).](http://paperpile.com/b/jEnPlP/j3qdv)

12. [Hu, C. *et al.* CellMarker 2.0: an updated database of manually curated cell markers in human/mouse and web tools based on scRNA-seq data. *Nucleic Acids Res.* **51**, D870–D876 (2023).](http://paperpile.com/b/jEnPlP/OyTQj)

13. [Luecken, M. D. & Theis, F. J. Current best practices in single-cell RNA-seq analysis: a tutorial. *Mol. Syst. Biol.* **15**, e8746 (2019).](http://paperpile.com/b/jEnPlP/JNhnl)

14. [Amezquita, R. A. *et al.* Orchestrating single-cell analysis with Bioconductor. *Nat. Methods* **17**, 137–145 (2020).](http://paperpile.com/b/jEnPlP/mpKGv)

15. [Love, M. I., Huber, W. & Anders, S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* **15**, 550 (2014).](http://paperpile.com/b/jEnPlP/bXnm8)

16. [Zhu, A., Ibrahim, J. G. & Love, M. I. Heavy-tailed prior distributions for sequence count data: removing the noise and preserving large differences. *Bioinformatics* **35**, 2084–2092 (2019).](http://paperpile.com/b/jEnPlP/bAuMG)

17. [Browaeys, R. *et al.* MultiNicheNet: a flexible framework for differential cell-cell communication analysis from multi-sample multi-condition single-cell transcriptomics data. *bioRxiv* 2023.06.13.544751 (2023) doi:](http://paperpile.com/b/jEnPlP/HuVW3)[10.1101/2023.06.13.544751](http://dx.doi.org/10.1101/2023.06.13.544751)[.](http://paperpile.com/b/jEnPlP/HuVW3)

18. [Browaeys, R., Saelens, W. & Saeys, Y. NicheNet: modeling intercellular communication by linking ligands to target genes. *Nat. Methods* **17**, 159–162 (2020).](http://paperpile.com/b/jEnPlP/ZfHS)

19. [Kolberg, L., Raudvere, U., Kuzmin, I., Vilo, J. & Peterson, H. gprofiler2 -- an R package for gene list functional enrichment analysis and namespace conversion toolset g:Profiler. *F1000Res.* **9**, (2020).](http://paperpile.com/b/jEnPlP/CkLVV)

20. [Wilk, E. J. *et al.* Prioritized polycystic kidney disease drug targets and repurposing candidates from pre-cystic and cystic mouse Pkd2 model gene expression reversion. *Mol. Med.* **29**, 67 (2023).](http://paperpile.com/b/jEnPlP/1Ijem)

21. [Subramanian, A. *et al.* Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. *Proc. Natl. Acad. Sci. U. S. A.* **102**, 15545–15550 (2005).](http://paperpile.com/b/jEnPlP/qnfPO)

22. [Liberzon, A. *et al.* Molecular signatures database (MSigDB) 3.0. *Bioinformatics* **27**, 1739–1740 (2011).](http://paperpile.com/b/jEnPlP/OZhQT)

23. [Bellenguez, C. *et al.* New insights into the genetic etiology of Alzheimer’s disease and related dementias. *Nat. Genet.* **54**, 412–436 (2022).](http://paperpile.com/b/jEnPlP/V9Css)

24. [Csárdi, G. *et al.* *Igraph for R: R Interface of the Igraph Library for Graph Theory and Network Analysis*. (Zenodo, 2023). doi:](http://paperpile.com/b/jEnPlP/Nc8nx)[10.5281/ZENODO.7682609](http://dx.doi.org/10.5281/ZENODO.7682609)[.](http://paperpile.com/b/jEnPlP/Nc8nx)

25. [Glass, K., Huttenhower, C., Quackenbush, J. & Yuan, G.-C. Passing messages between biological networks to refine predicted interactions. *PLoS One* **8**, e64832 (2013).](http://paperpile.com/b/jEnPlP/AstqK)

26. [Schlauch, D., Paulson, J. N., Young, A., Glass, K. & Quackenbush, J. Estimating gene regulatory networks with pandaR. *Bioinformatics* **33**, 2232–2234 (2017).](http://paperpile.com/b/jEnPlP/OWWbl)

27. [Whitlock, J. H. *et al.* Cell-type-specific gene expression and regulation in the cerebral cortex and kidney of atypical Setbp1S858R Schinzel Giedion Syndrome mice. *J. Cell. Mol. Med.* **27**, 3565–3577 (2023).](http://paperpile.com/b/jEnPlP/acnqf)

28. [Szklarczyk, D. *et al.* STRING v11: protein-protein association networks with increased coverage, supporting functional discovery in genome-wide experimental datasets. *Nucleic Acids Res.* **47**, D607–D613 (2019).](http://paperpile.com/b/jEnPlP/8dIxP)

29. [Sonawane, A. R. *et al.* Understanding Tissue-Specific Gene Regulation. *Cell Rep.* **21**, 1077–1088 (2017).](http://paperpile.com/b/jEnPlP/VZ4XD)

30. [Creators Jordan H. Whitlock1 Tabea M. Soelter1 Timothy C. Howton1 Elizabeth J. Wilk1 Vishal H. Oza1 Brittany N. Lasseigne1 Show affiliations 1. The University of Alabama at Birmingham, Heersink School of Medicine. *Docker Images for Setbp1 (p.S858R) Variant Analysis*. doi:](http://paperpile.com/b/jEnPlP/JMiFR)[10.5281/zenodo.8190923](http://dx.doi.org/10.5281/zenodo.8190923)[.](http://paperpile.com/b/jEnPlP/JMiFR)

31. [Müller-Dott, S. *et al.* Expanding the coverage of regulons from high-confidence prior knowledge for accurate estimation of transcription factor activities. *bioRxiv* 2023.03.30.534849 (2023) doi:](http://paperpile.com/b/jEnPlP/UFQWk)[10.1101/2023.03.30.534849](http://dx.doi.org/10.1101/2023.03.30.534849)[.](http://paperpile.com/b/jEnPlP/UFQWk)

32. [Badia-I-Mompel, P. *et al.* decoupleR: ensemble of computational methods to infer biological activities from omics data. *Bioinform Adv* **2**, vbac016 (2022).](http://paperpile.com/b/jEnPlP/jrTOY)

33. [Weighill, D. *et al.* Gene Targeting in Disease Networks. *Front. Genet.* **12**, 649942 (2021).](http://paperpile.com/b/jEnPlP/VvmAf)

# Supplementary material for: Evaluation of altered cell–cell communication between glia and neurons in the hippocampus of 3xTg‐AD mice at two time points
**Source:** J Cell Commun Signal. 2025 Feb 28;19(1):e70006. doi: 10.1002/ccs3.70006

## Table S1: Post-alignment sequencing quality metrics by sample.

[Table_s1.xlsx](https://docs.google.com/spreadsheets/d/13NtC1WuGLCCosd_gCOVrUkZ_cz1KydwX/edit?gid=161191234#gid=161191234)

## Table S2: Optical density values from BCA and amyloid-β 40, amyloid-β 42, and total tau ELISAs.

[Table_s2.xlsx](https://docs.google.com/spreadsheets/d/1msFBXW1wK253giNYlfLpW2Nd9_cXq1gp/edit?usp=sharing&ouid=104046041304042867219&rtpof=true&sd=true)

##

## Figure S1: Protein quantification of human amyloid-β 40, amyloid-β 42, and total tau using ELISAs

Box plots of protein concentration across groups (age and condition) of (**A**) amyloid-β 40 protein (µg/mL), (**B**) amyloid-β 42 (µg/mL), and (**C**) total tau protein (log10 transformed µg/mL). Light and dark blue refer to AD and WT, respectively. N = 3 mice per group. **adjusted p-value < 0.01, ***adjusted p-value < 0.001 one-sided ANOVA followed by Tukey’s test for multiple hypothesis correction.

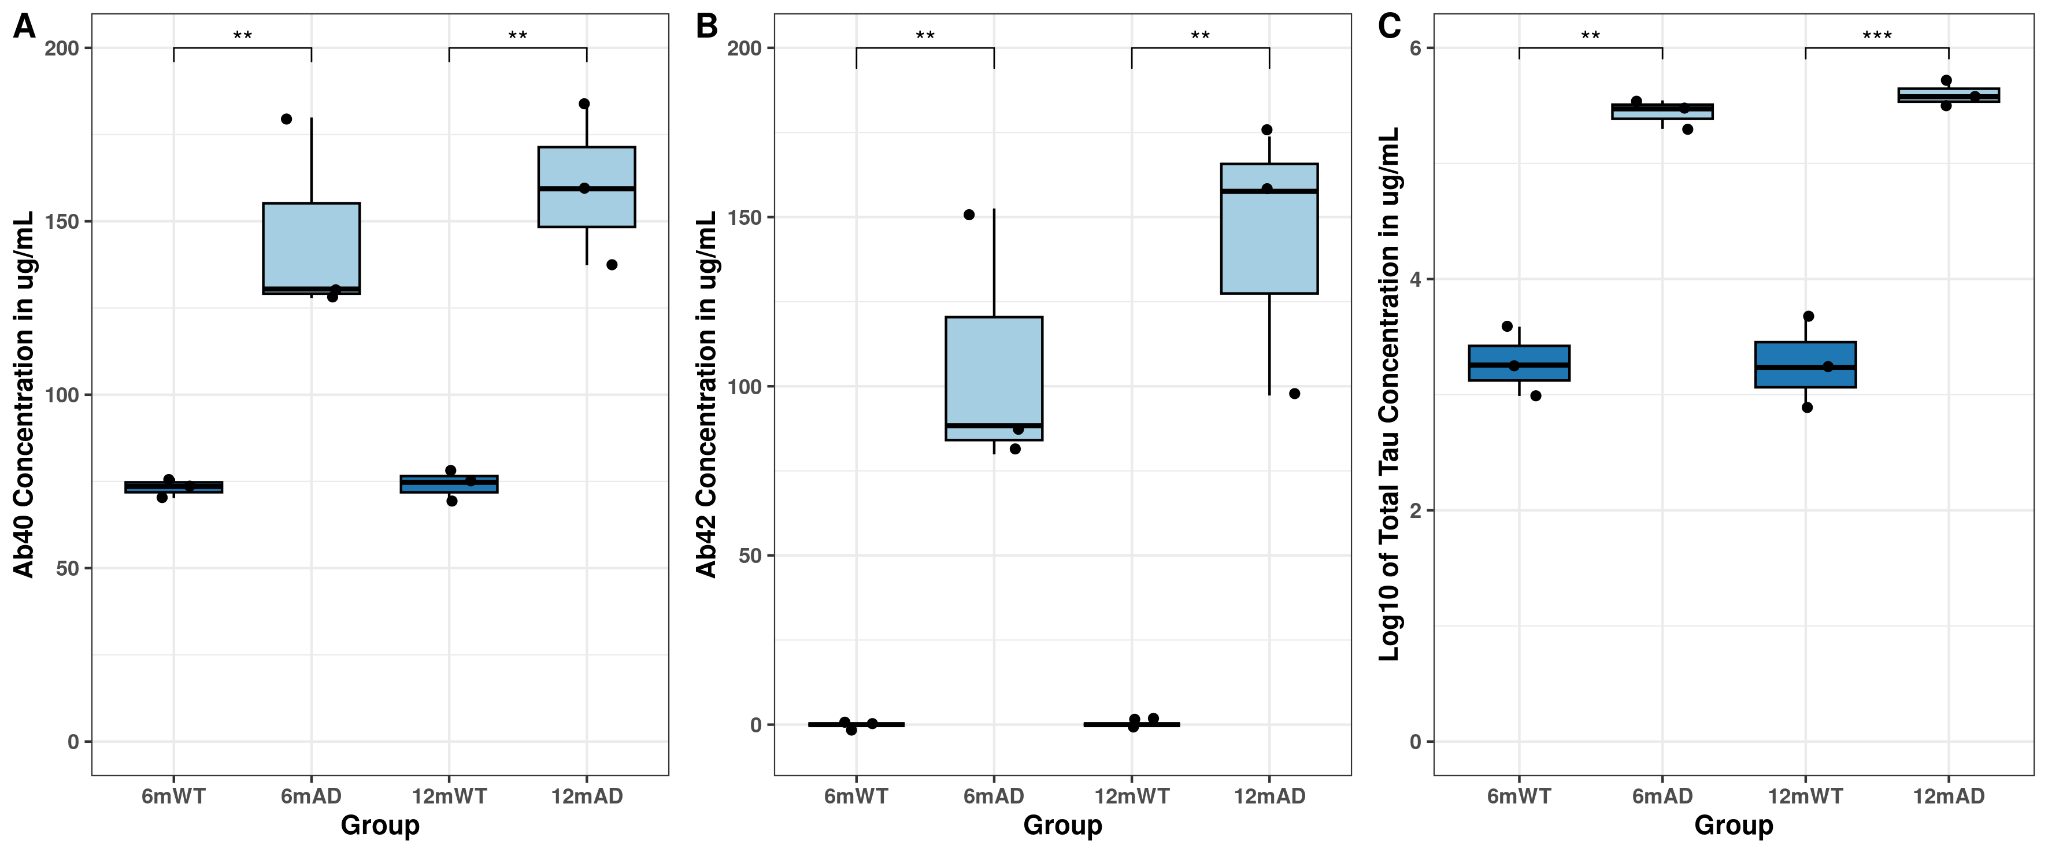

## Figure S2: Number of predicted cell-cell communication interactions.

(**A**) Barplot showing the total number of predicted interactions (83,928) across all cell types in the dataset. (**B**) Total number of interactions filtered by sender and receiver (excitatory and inhibitory neurons) cell types of interest, and after prioritization using ligand activity and regulatory potential scores (Pearson and Spearman correlation values of greater than 0.33 and smaller than -0.33) colored by sender (**C**) and colored by receivers in a stacked bar plot.

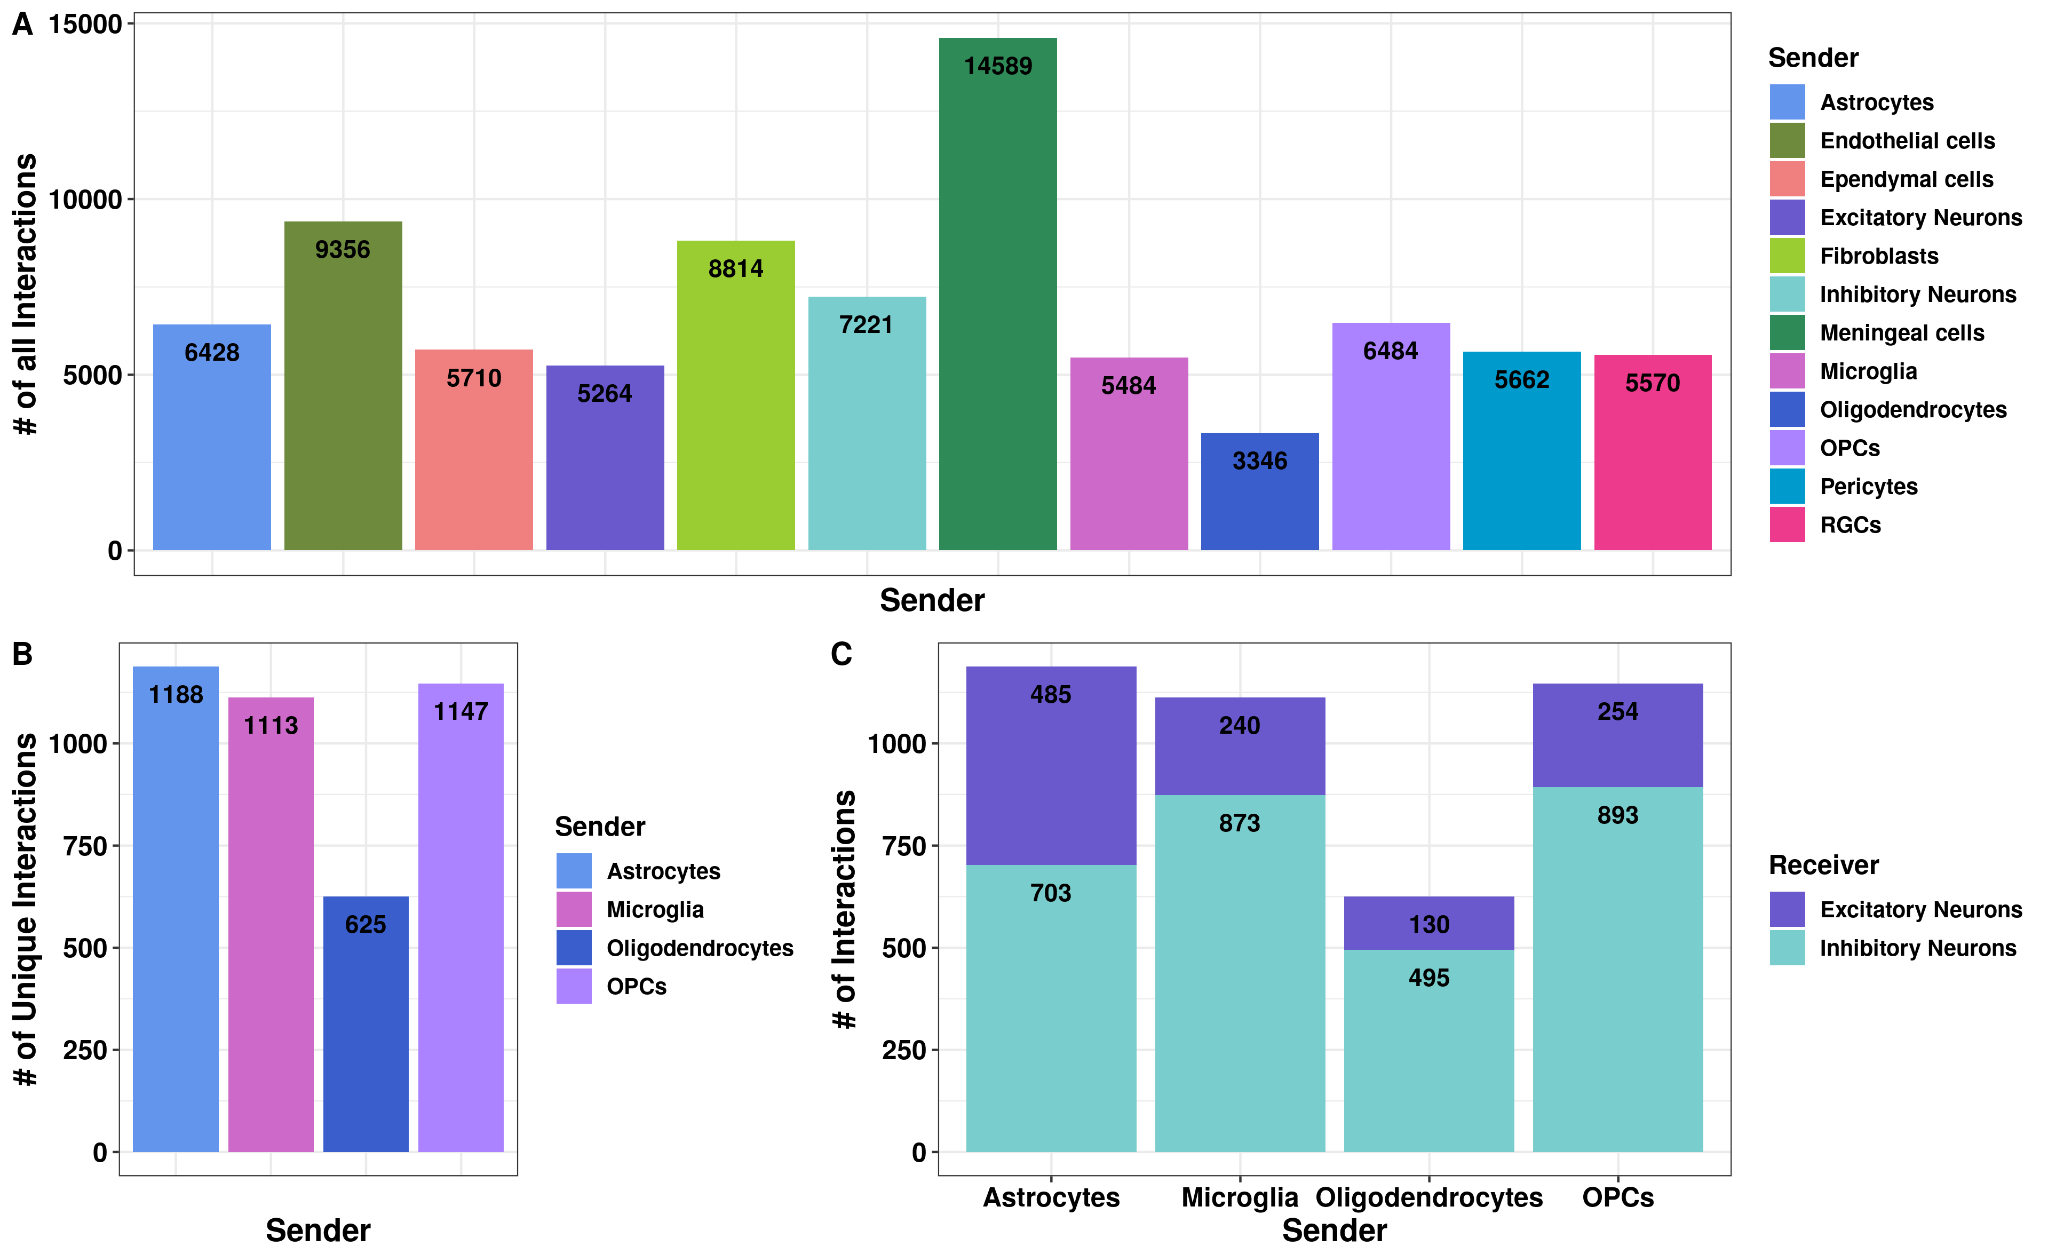

## Table S3: Table of marker genes. Marker genes were upregulated in their respective clusters and had an average log2fc > 0.2. [Table_s3.xlsx](https://docs.google.com/spreadsheets/d/1x0IN6k9D03xBxN4GCGrQDTOdTEbGlY1_/edit#gid=1649466403)

## Table S4: Canonical marker genes

Table includes marker genes that were used for assignment of major cell types in our 3xTg-AD dataset using feature plots.

[Table_s4.xlsx](https://docs.google.com/spreadsheets/d/1QG8SETUHlLhZ8j2qei5jSu4nMkzUUwOt/edit?gid=2119444357#gid=2119444357)

## Table S5: AD risk gene set.

Table of AD risk genes along with their dataset of origin.

[Table_s5.xlsx](https://docs.google.com/spreadsheets/d/1tPvsbRP4Gzdga14iytF3hrXFSXZwQt1k/edit#gid=2031342240)

## Table S6: LRTs and their overlap across groups

Table of LRTs showing their overlap between groups and group-specificity.

[Table_s6.xlsx](https://docs.google.com/spreadsheets/d/1w8McJRAgMGd350oKO0XtBmUrFEvsZPTn/edit#gid=1680011206)

## Table S7: Group-specific target gene expression

Table of group-specific target genes (12mAD, 12mWT, 6mAD, and 6mWT) log2FoldChanges and adjusted p-values. This excludes targets that were shared across groups or time points.

[Table_s7.xlsx](https://docs.google.com/spreadsheets/d/1PEd1xjM8aP8i36nuab2wnh3ate8ku7h0/edit#gid=993660870)

## Figure S3: Gene expression of AD risk genes across senders and receivers.

## Heatmap of significantly differentially expressed AD risk genes across senders and receivers (padj < 0.05, absolute log2FoldChange > 0.2 ) in AD compared to WT in 6- and 12-month samples. AD risk genes in OPCs did not meet cut-offs and were excluded from this plot.

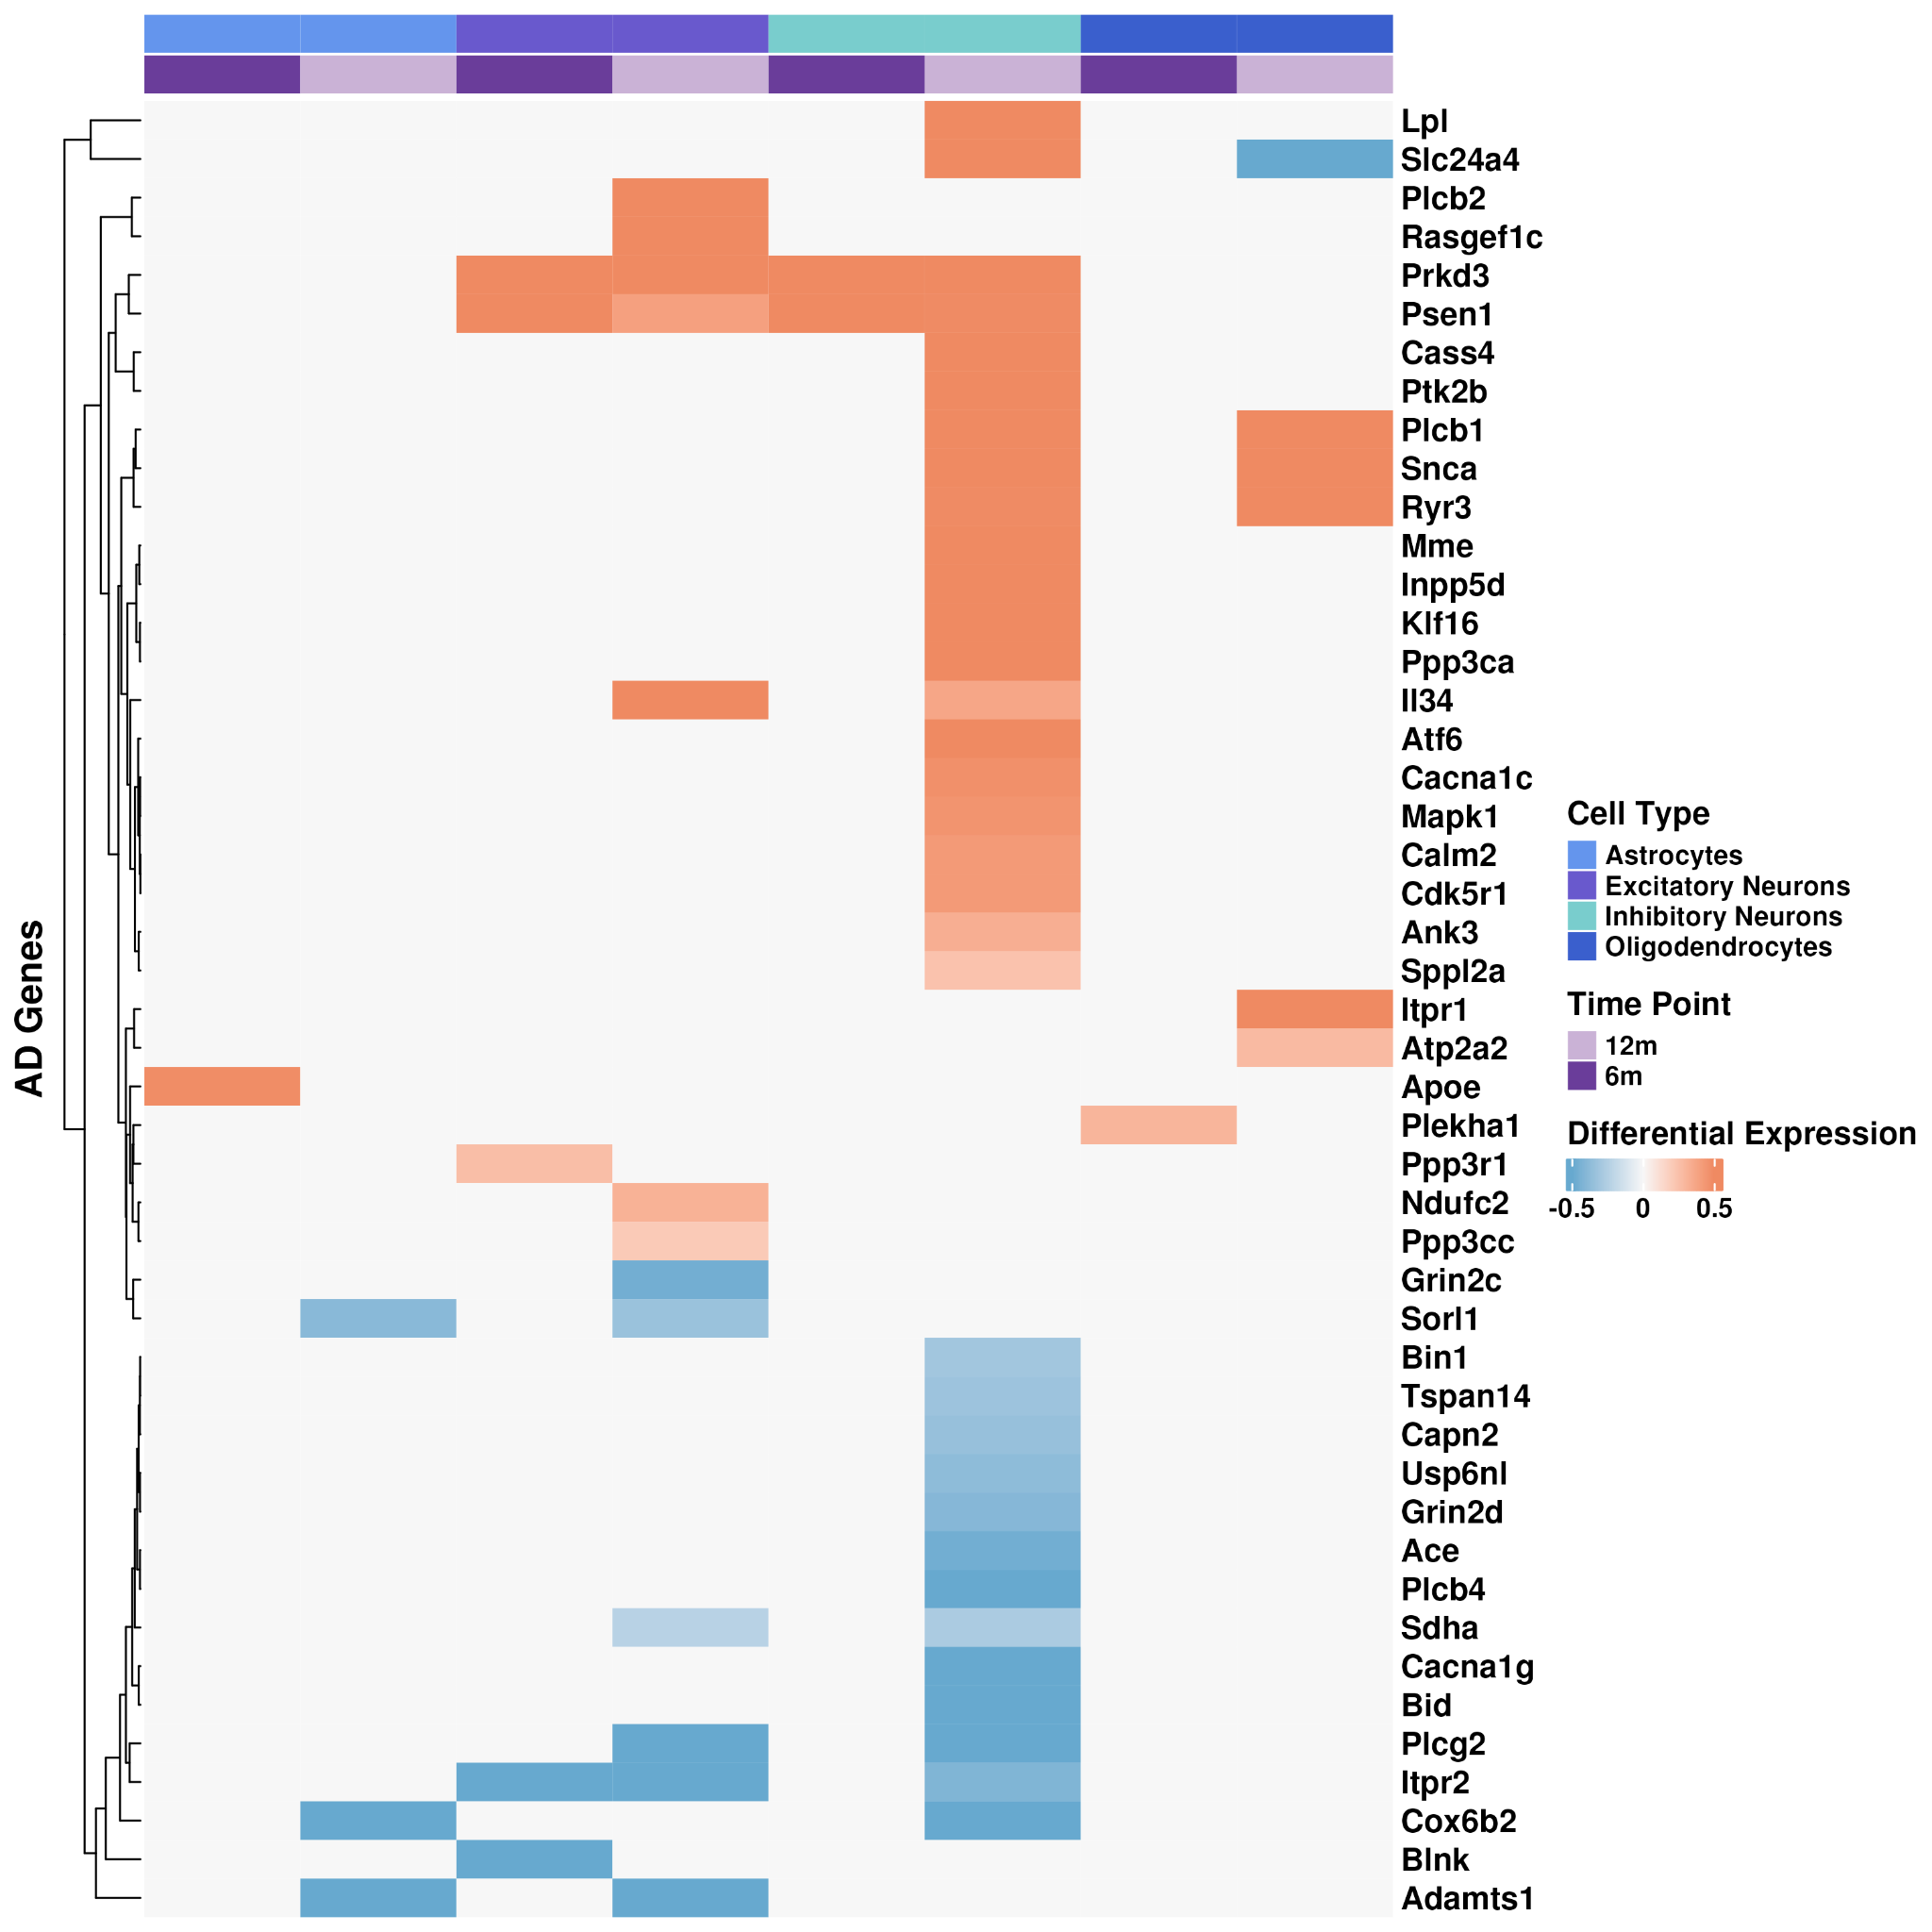

##

##

##

##

##

## Figure S4: AD-associated ligand-receptor-target pairings.

Alluvial plot of ligand-receptor pairs and their target gene, which is an AD risk gene. The color indicates the sender, and grey refers to ligands, receptors, or targets that we predicted in more than one sender.

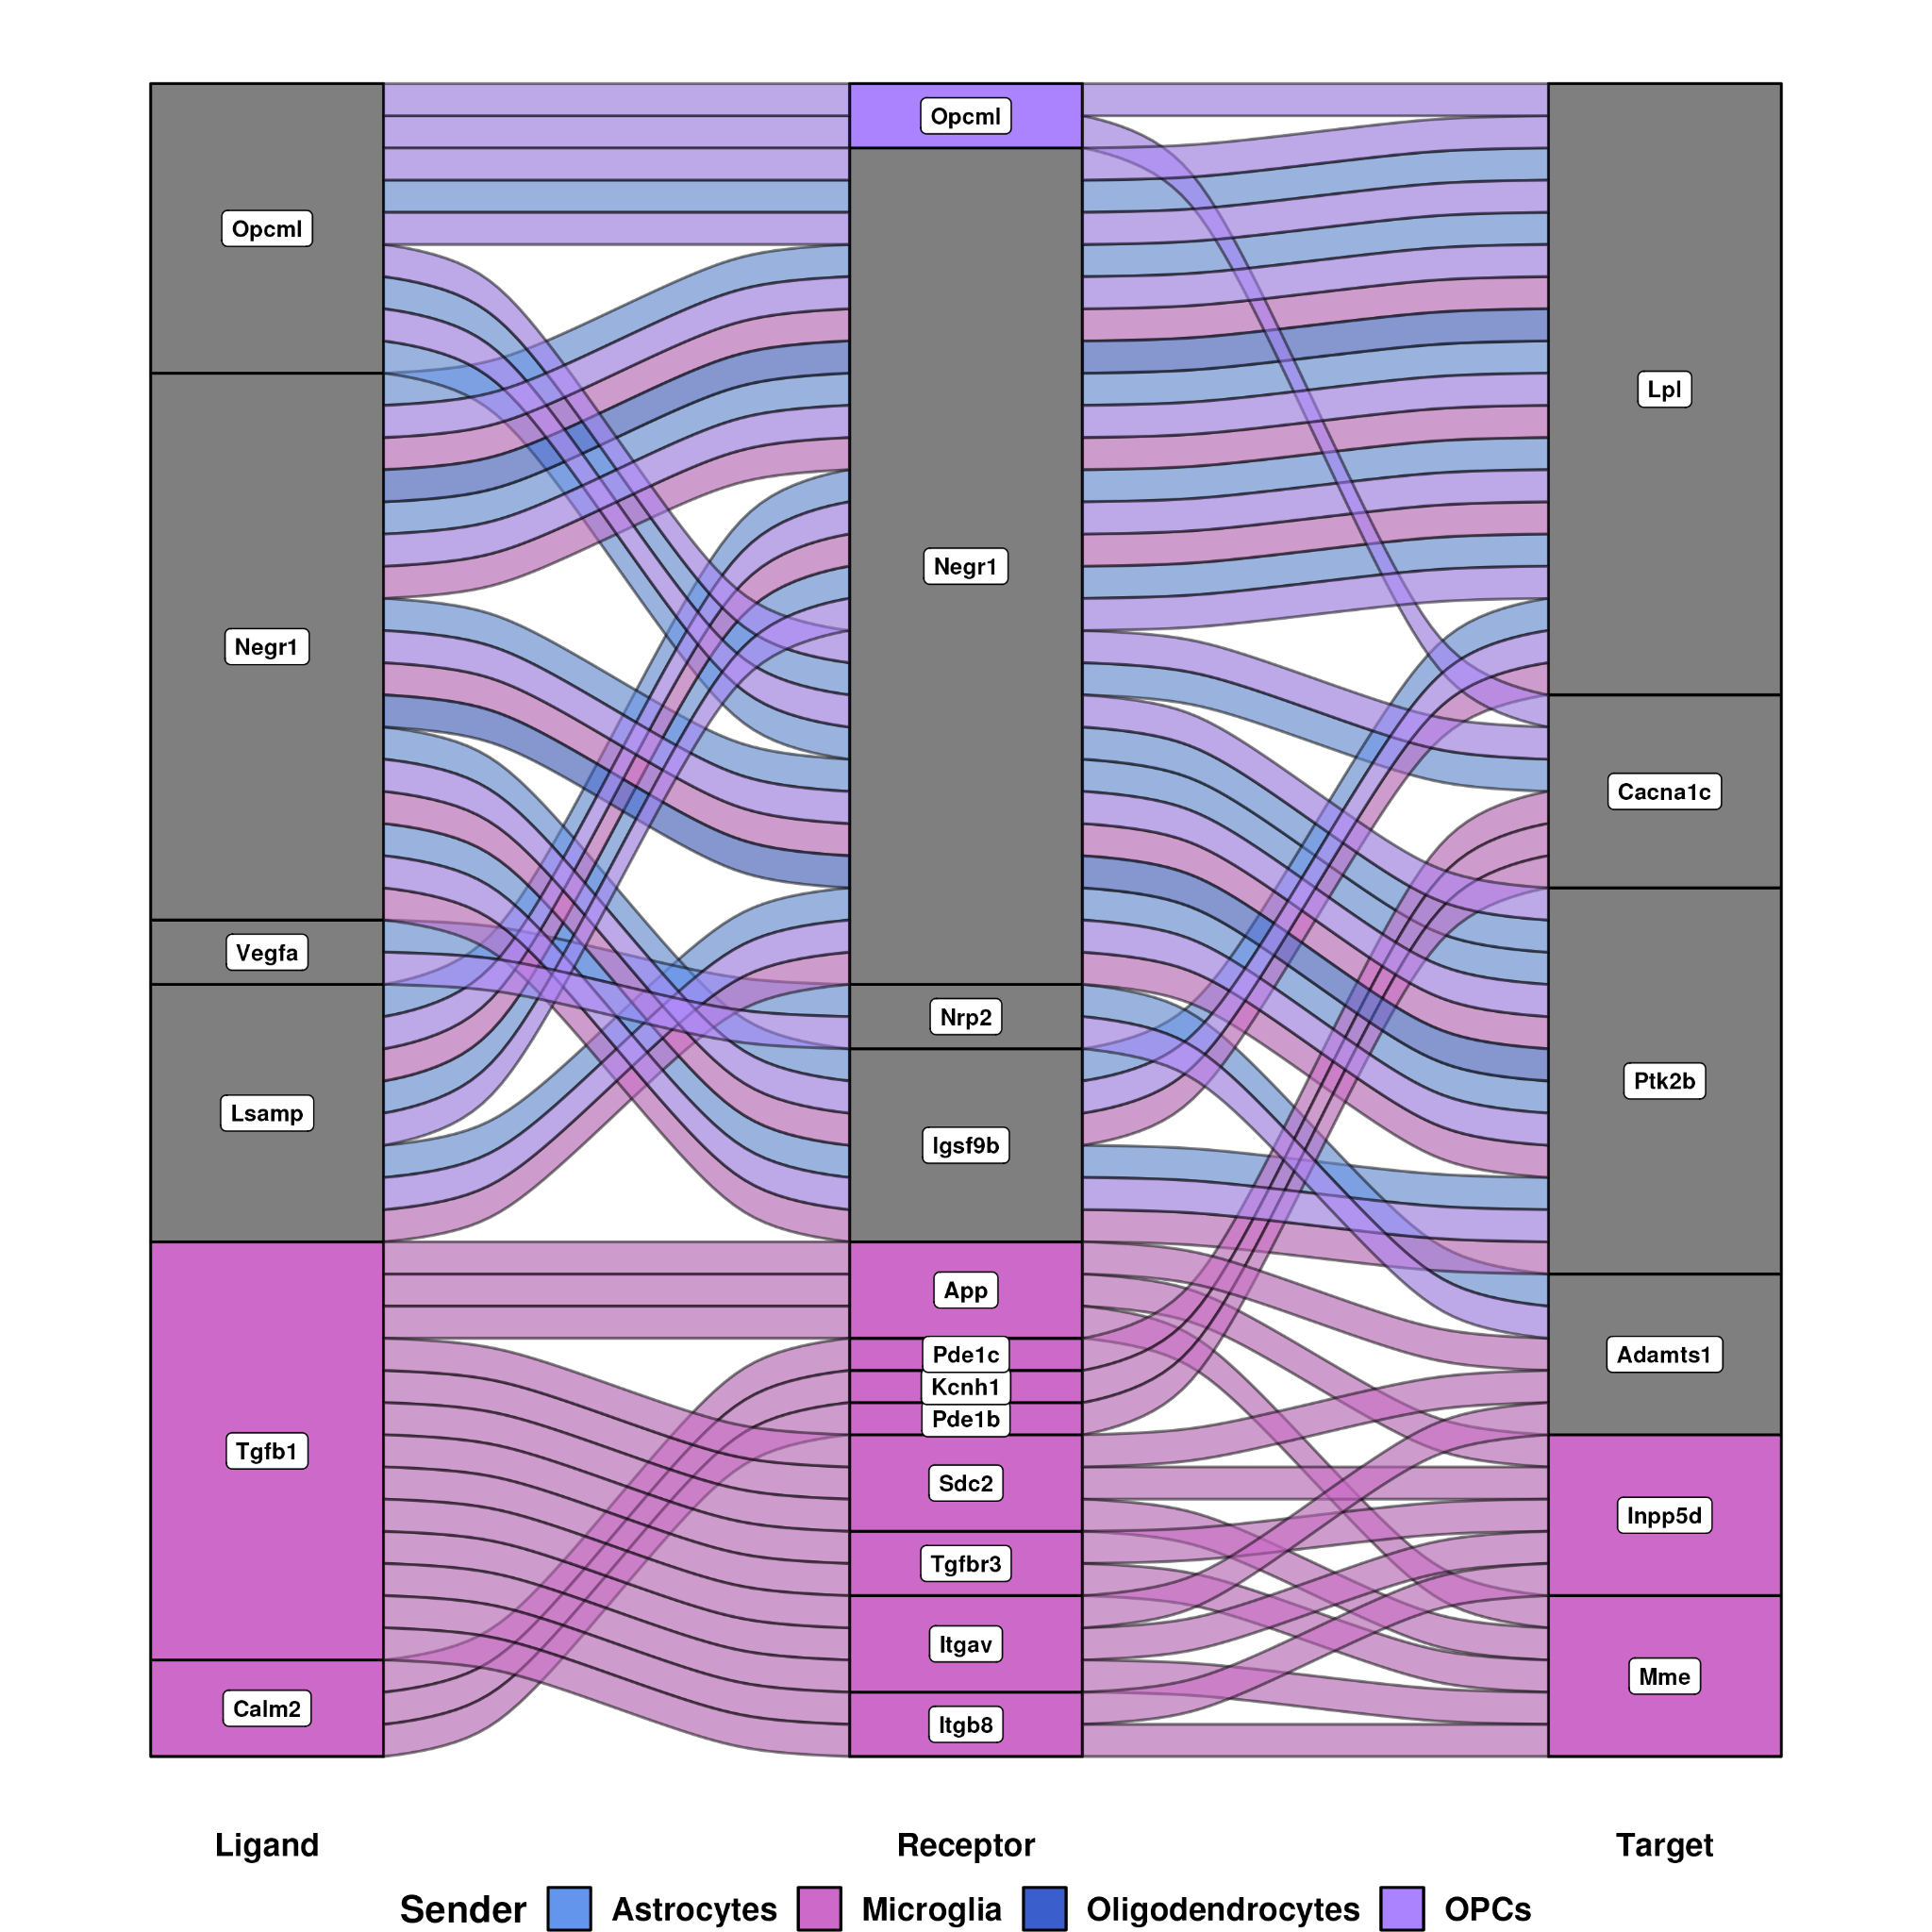

## Table S8: Signaling mediators of AD-associated interactions across receivers.

[Table_s8.xlsx](https://docs.google.com/spreadsheets/d/1Kgsqojcc09ezP6wnRetDd3w1Gaf9pg8m/edit?gid=1166266310#gid=1166266310)

## Figure S5: Global differential gene targeting in 3xTg-AD mice at 12 months.

Dotplot showing the number of genes that have increased (red) or decreased (blue) gene targeting in 12-month 3xTg-AD mouse hippocampus in receiver cell types.

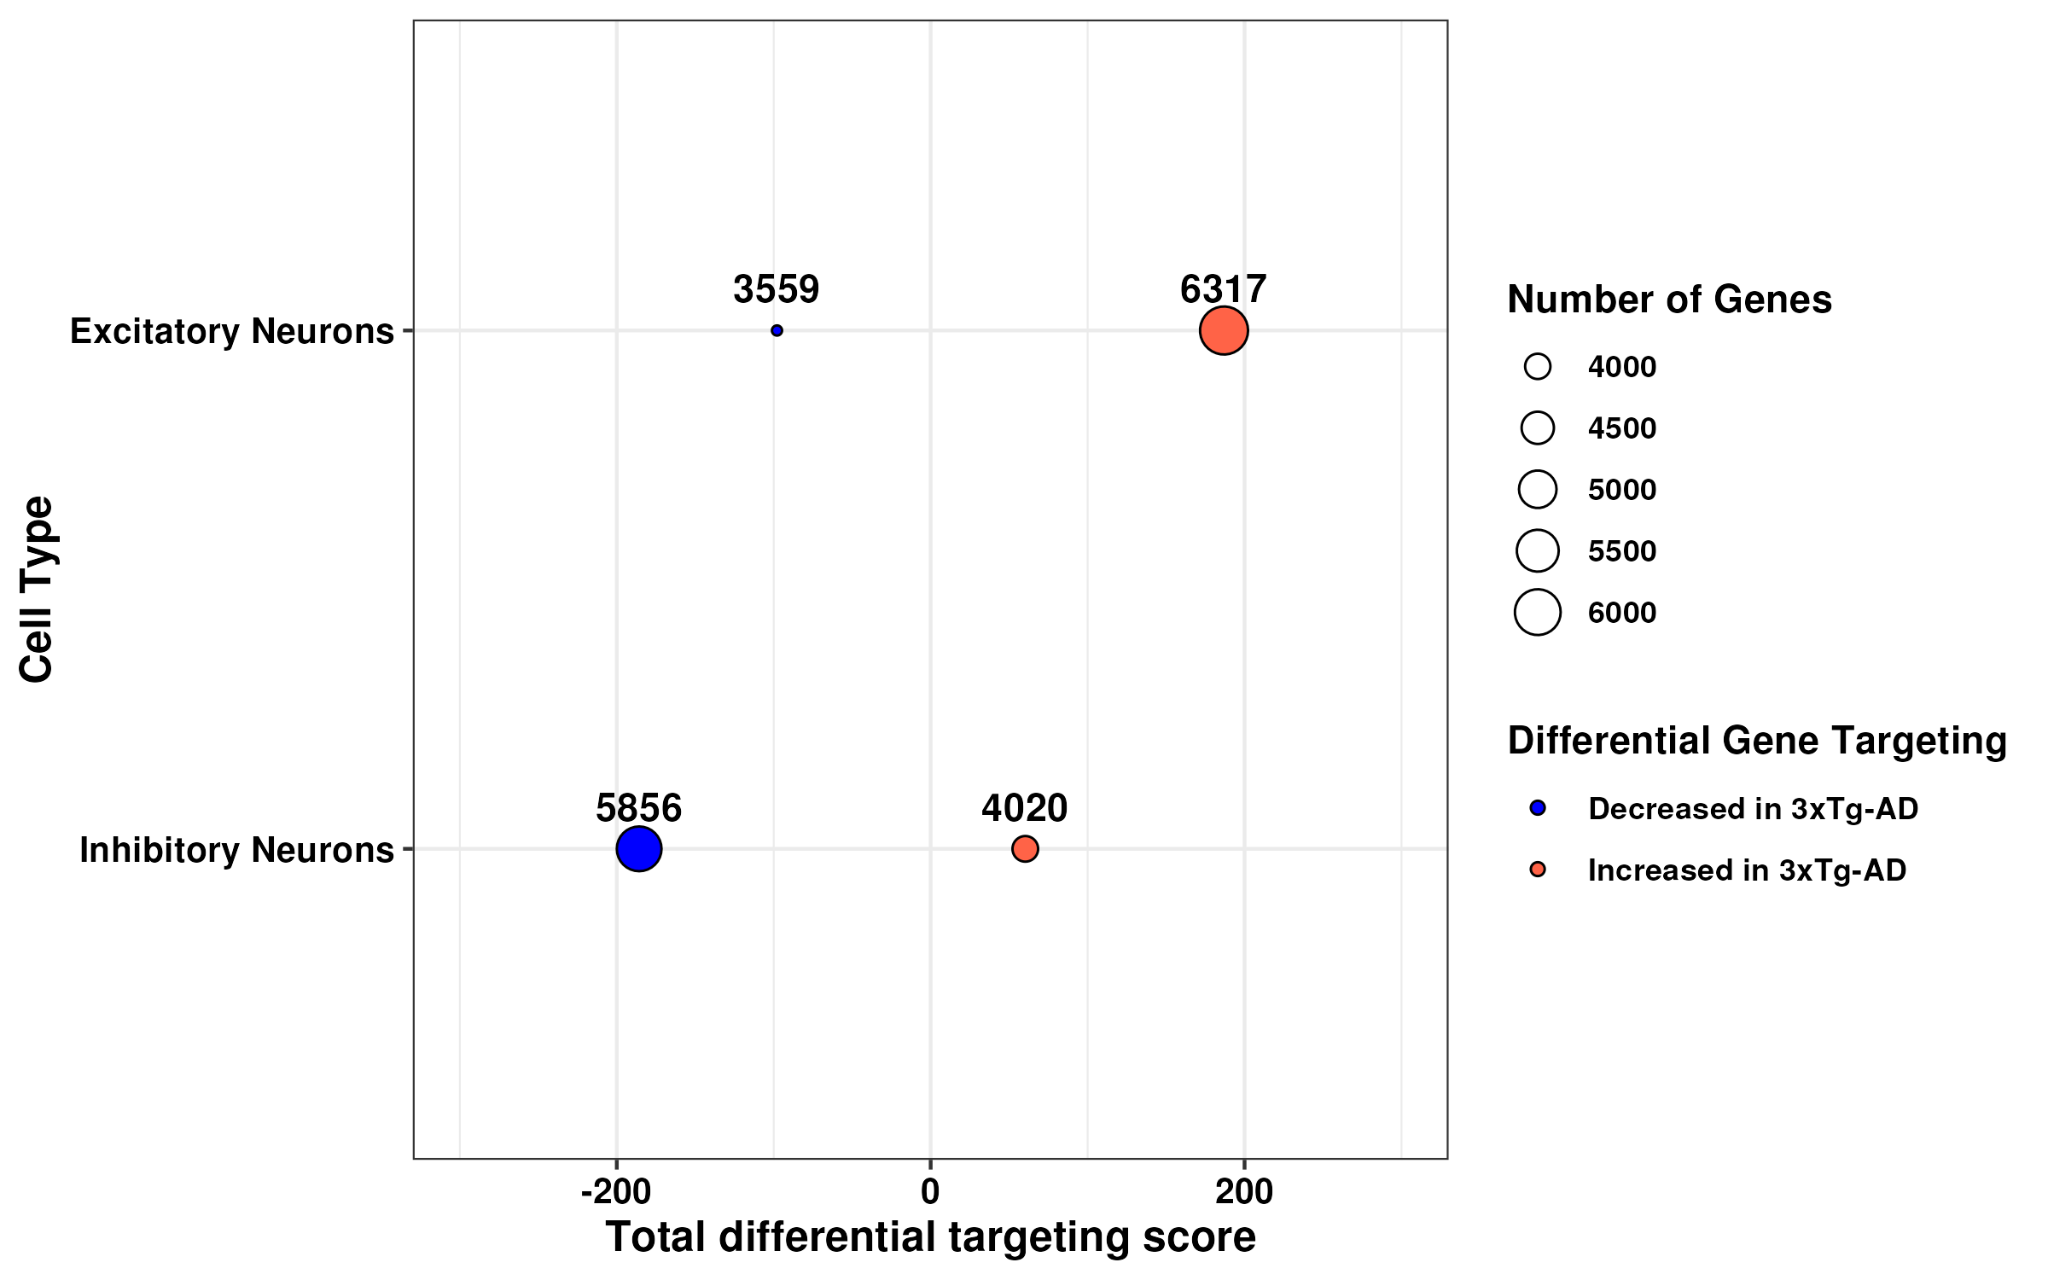

**Supplement:** Supplementary file 2 — Supporting Information S2

# Supplementary material for: Evaluation of altered cell–cell communication between glia and neurons in the hippocampus of 3xTg‐AD mice at two time points
**Source:** J Cell Commun Signal. 2025 Feb 28;19(1):e70006. doi: 10.1002/ccs3.70006

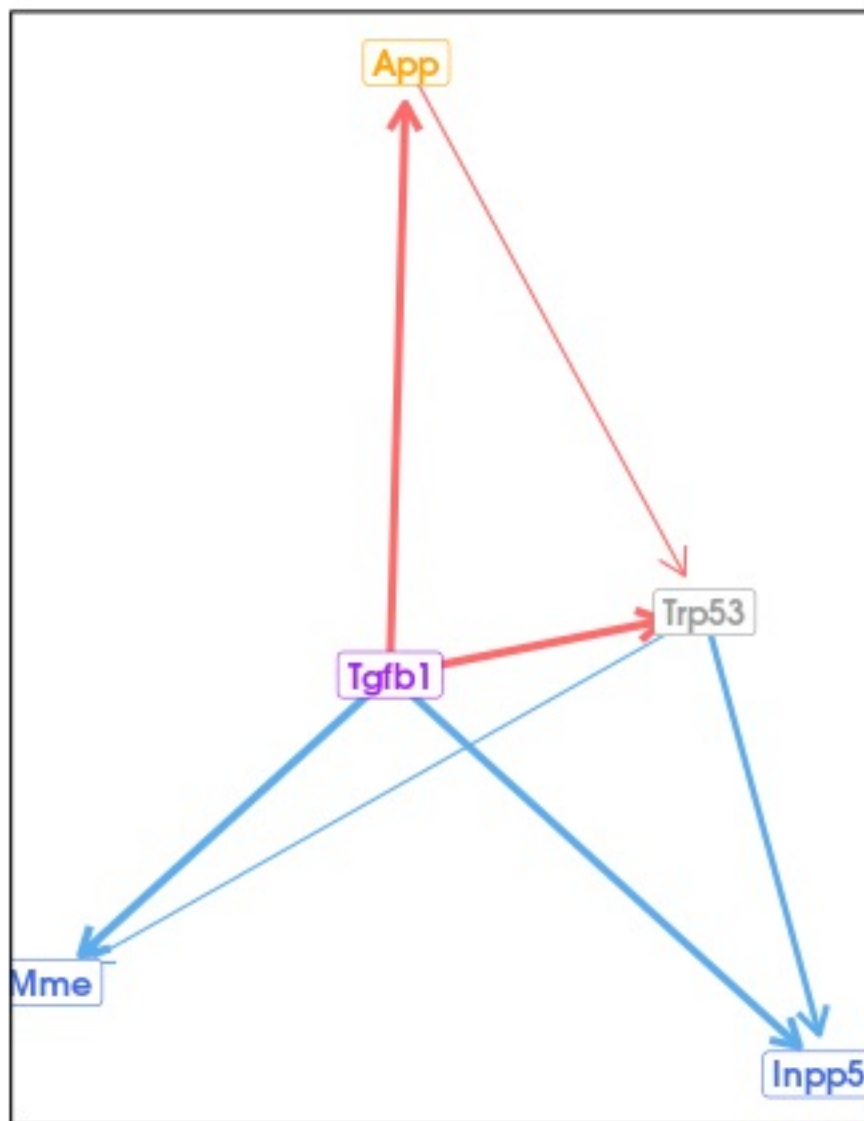

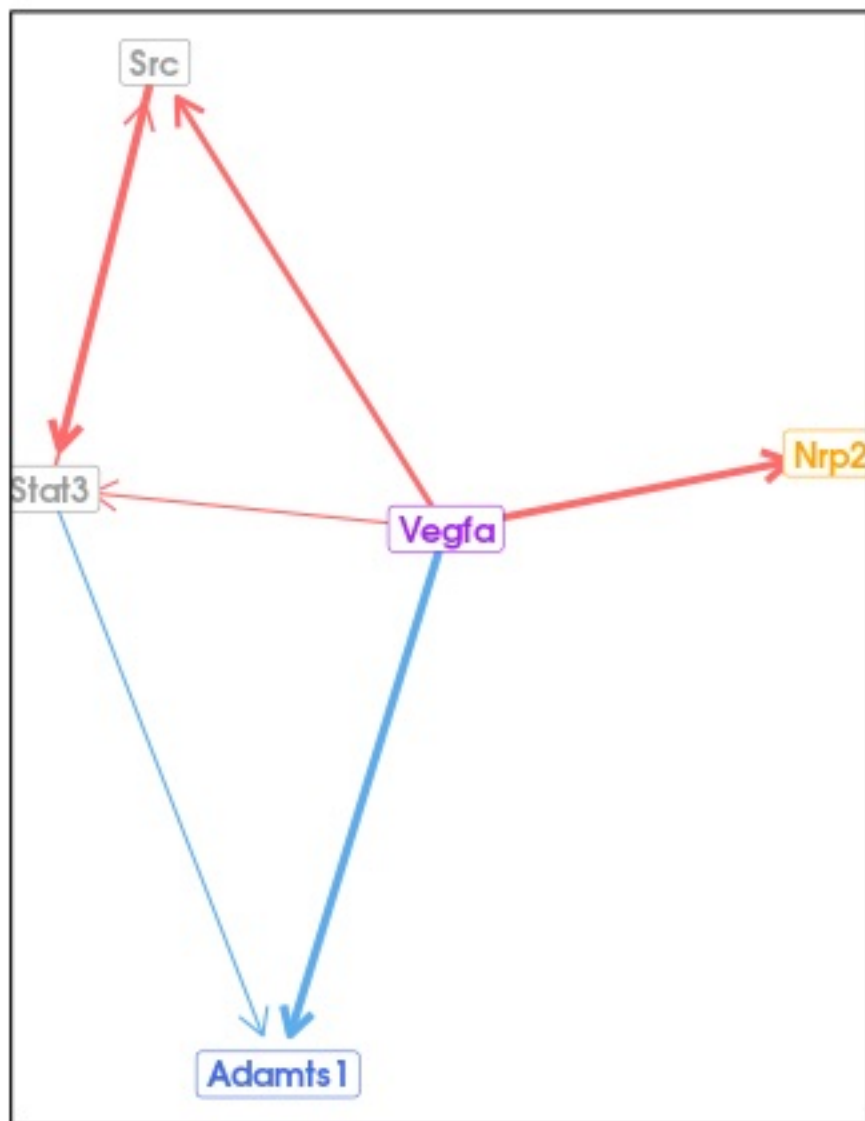

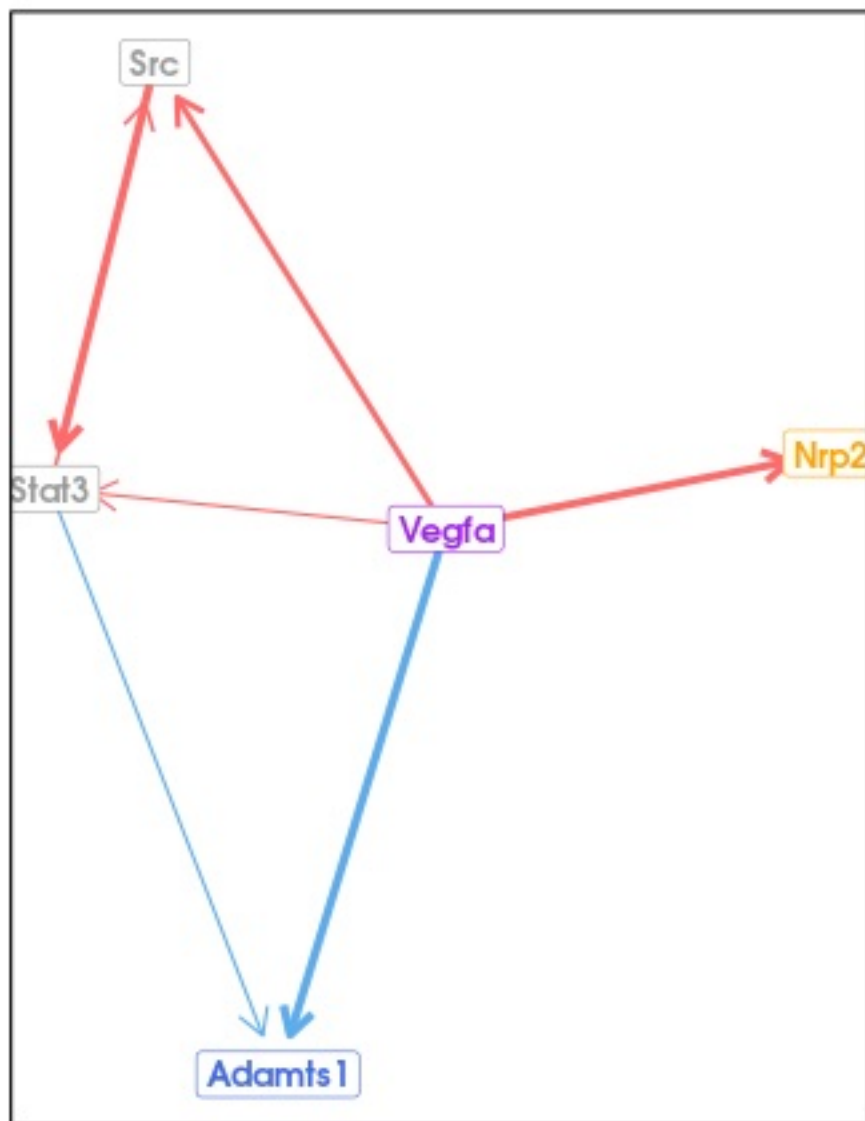

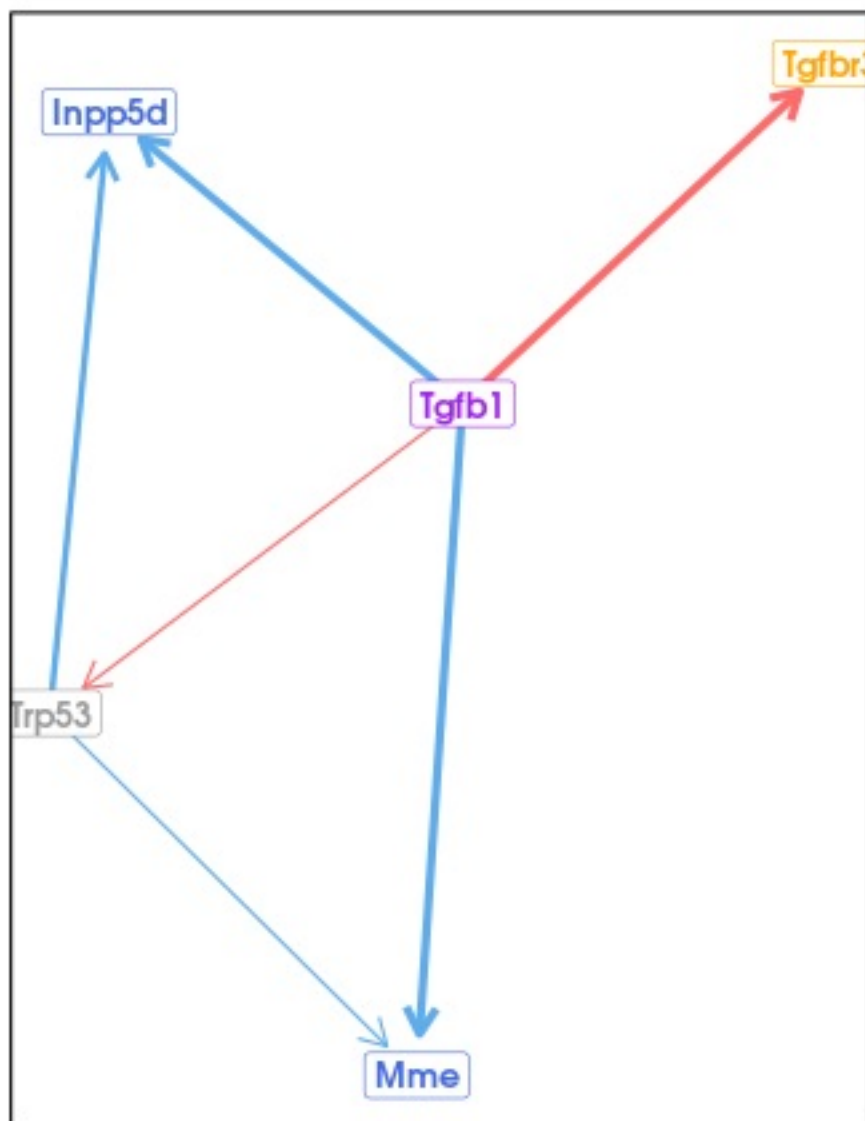

weight

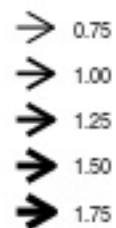

node\_type

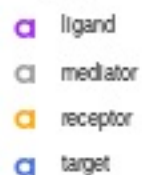

interaction\_type

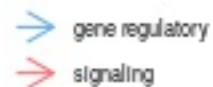

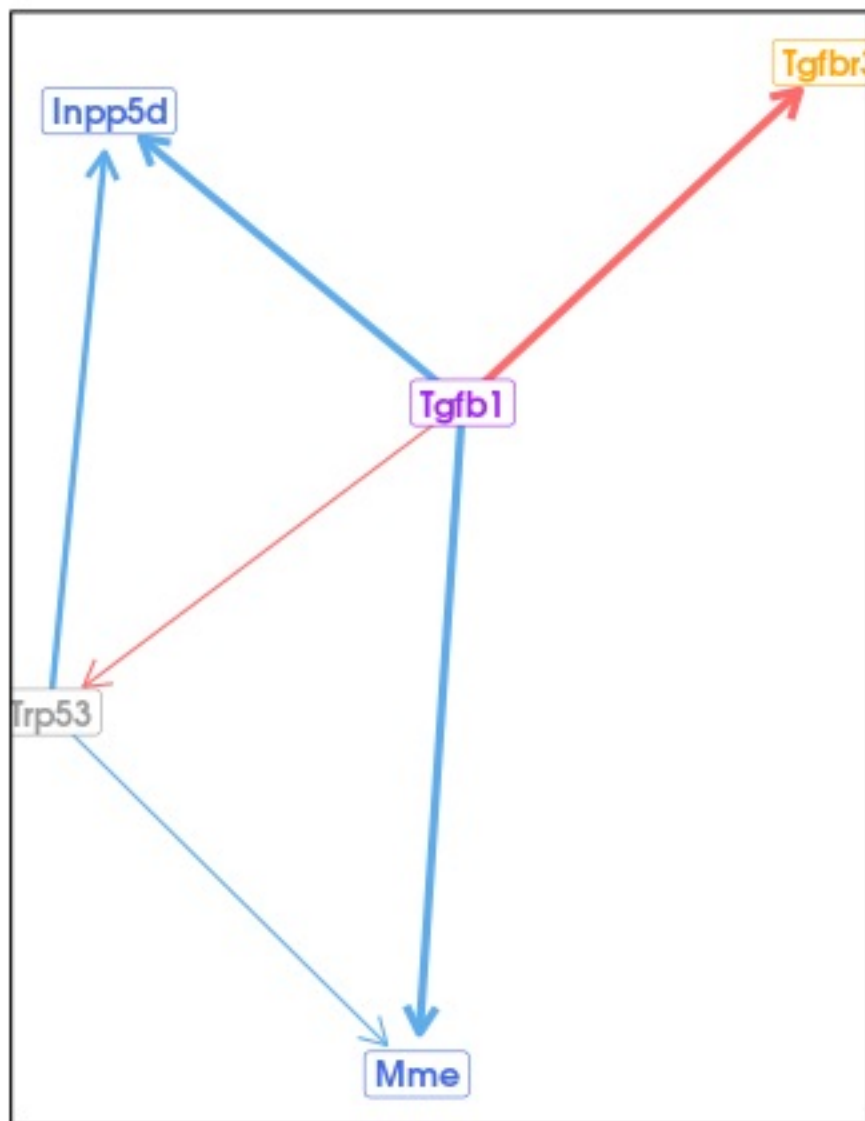

weight

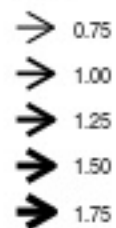

node\_type

- ligand
- mediator
- receptor
- target

interaction\_type

- gene regulatory
- signaling

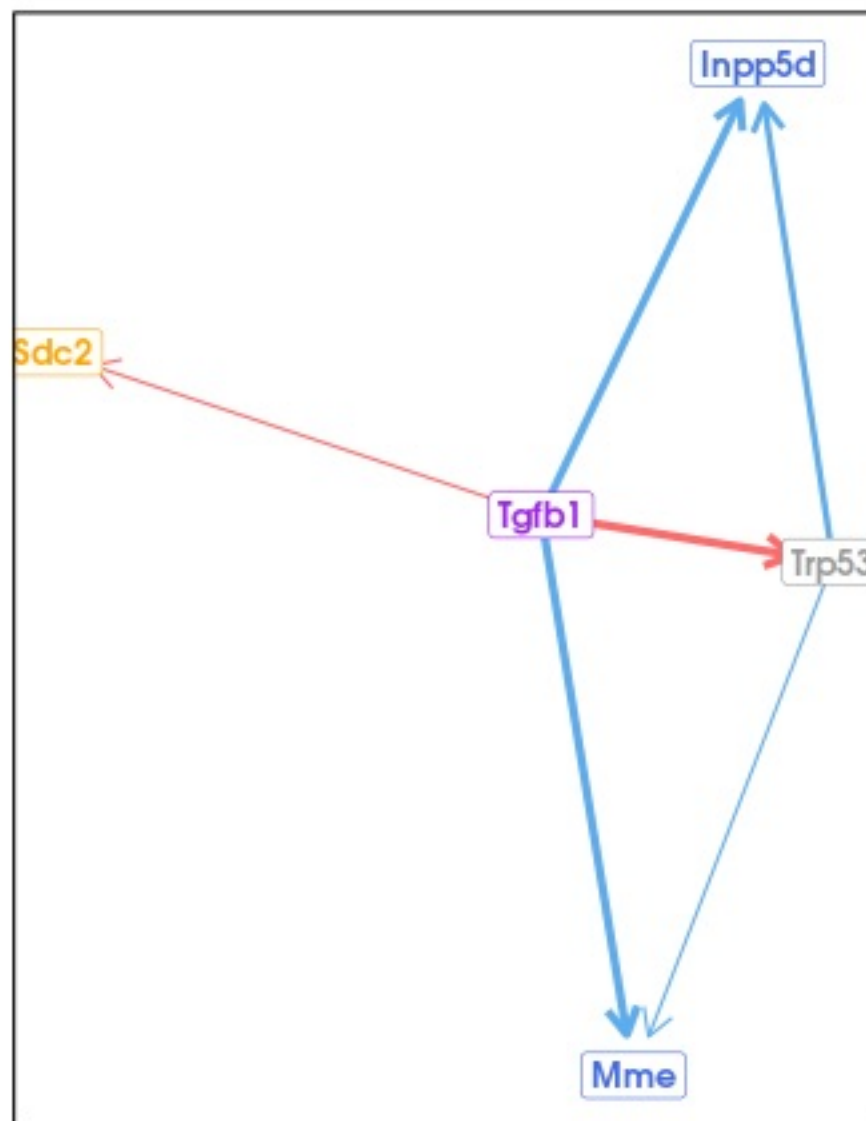

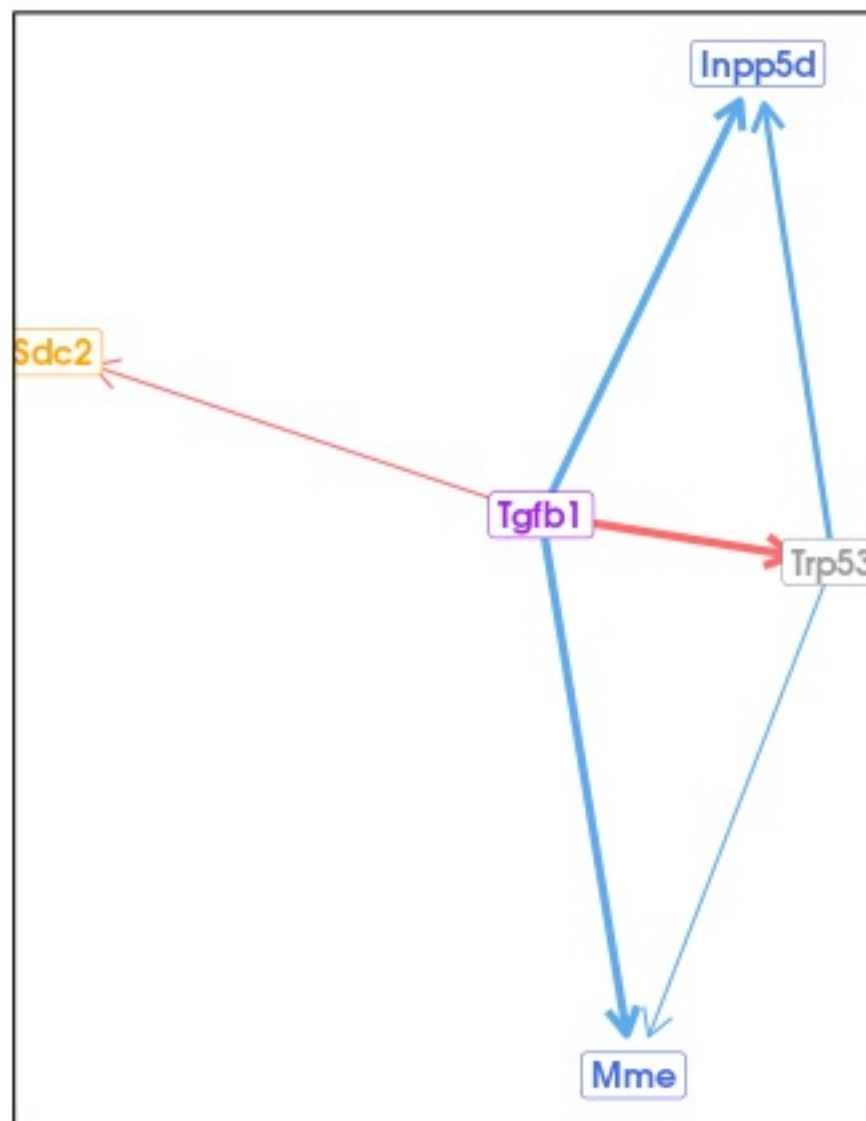

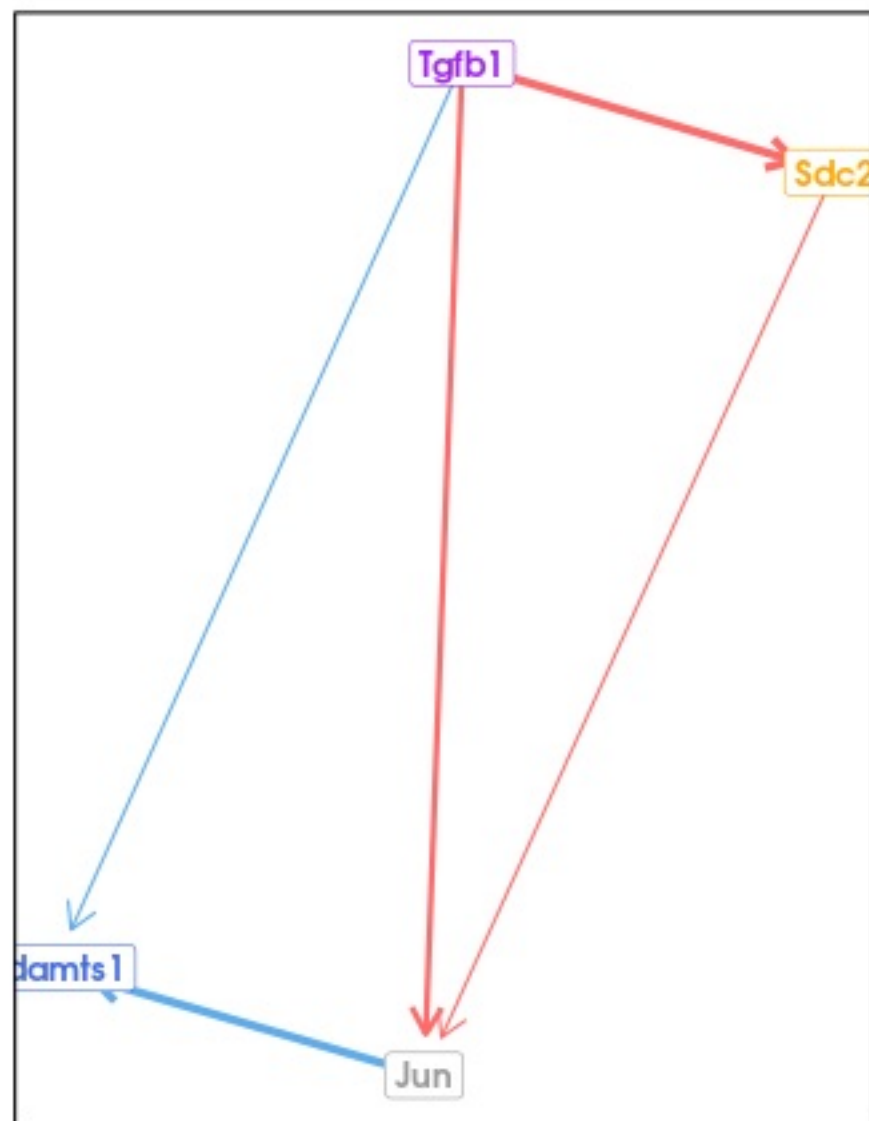

weight

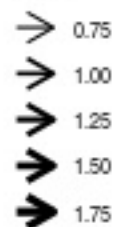

node\_type

- ligand
- mediator
- receptor
- target

interaction\_type

- gene regulatory
- signaling

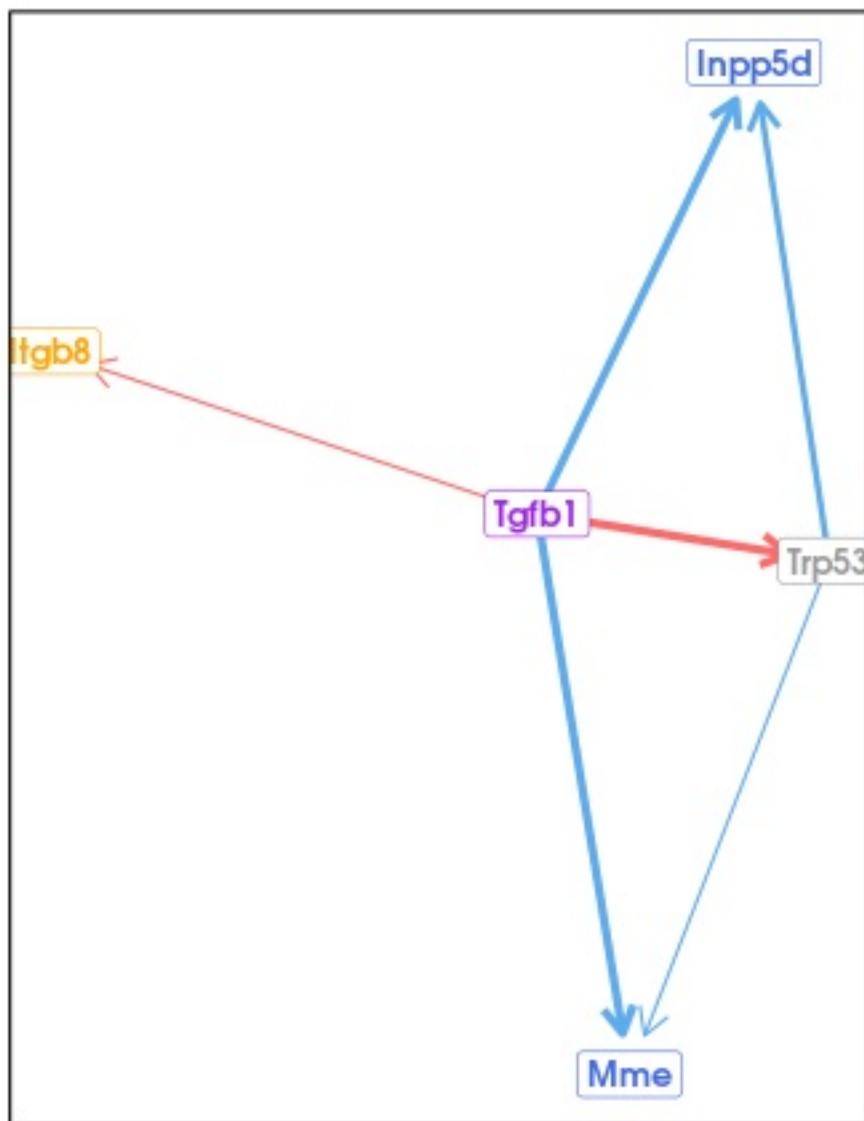

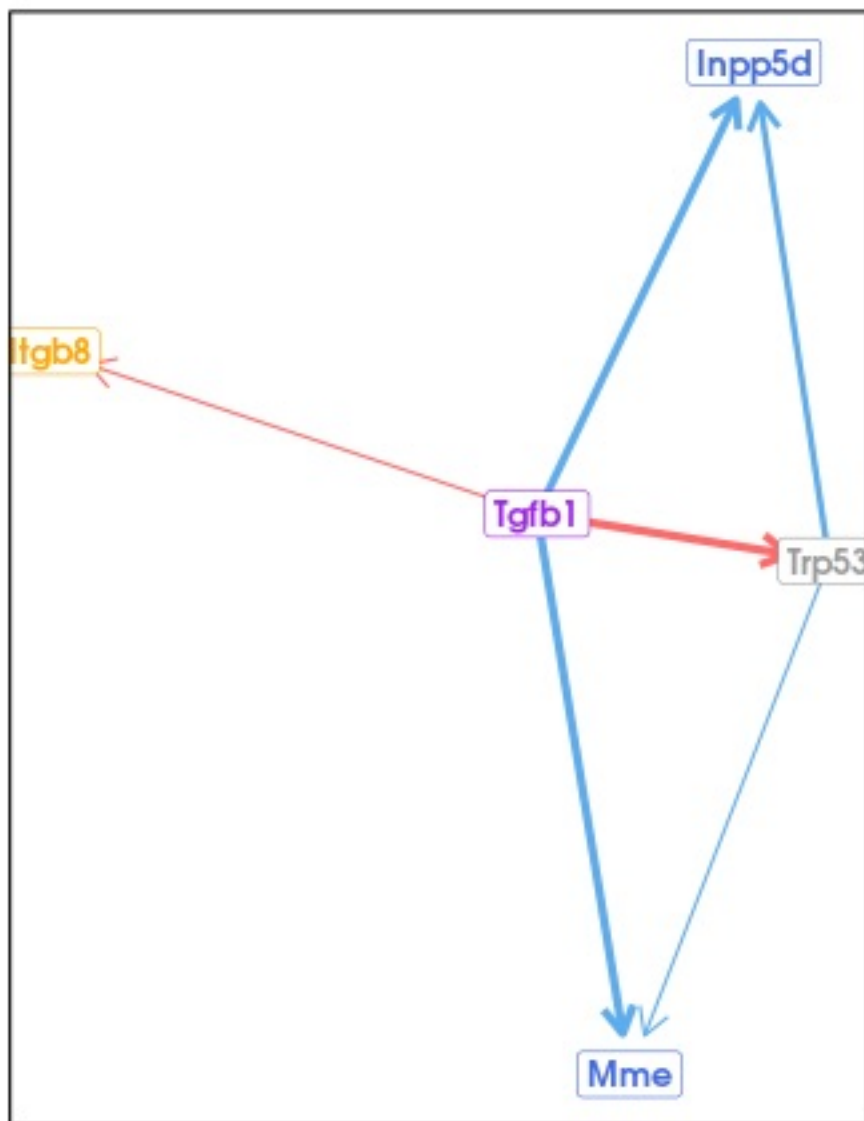

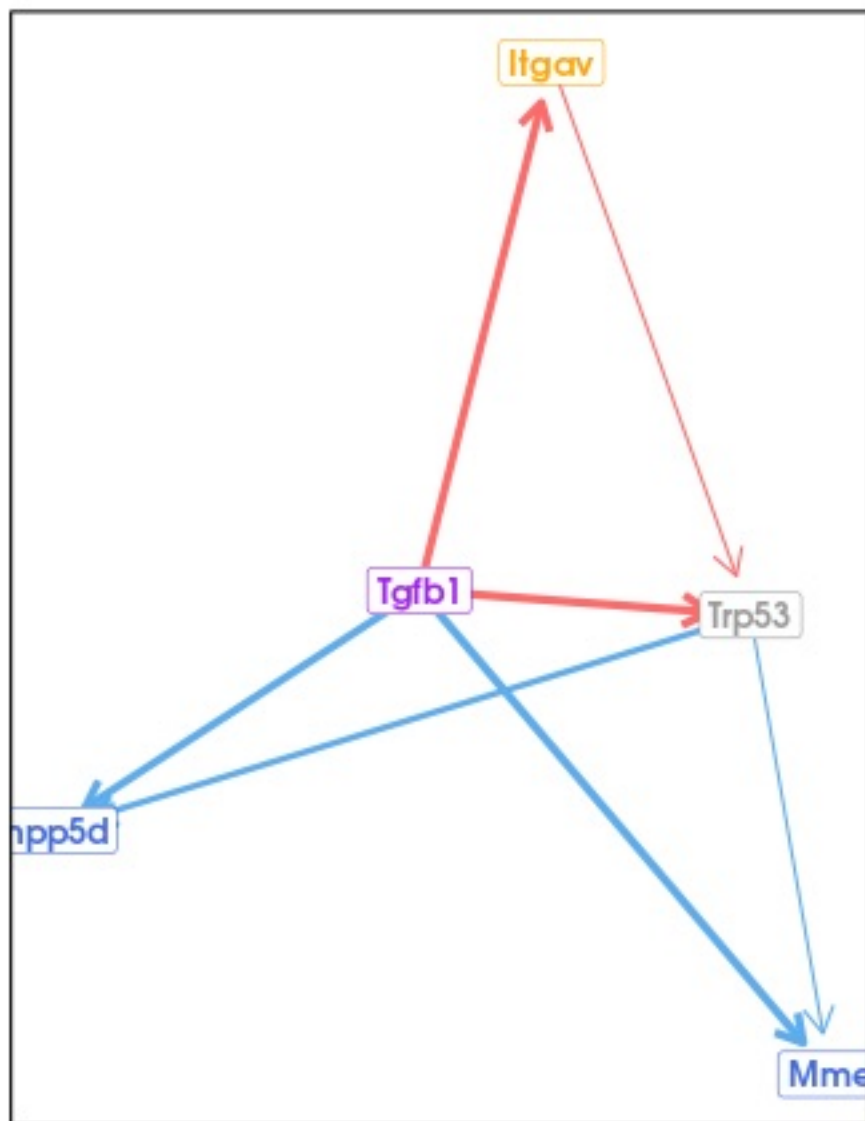

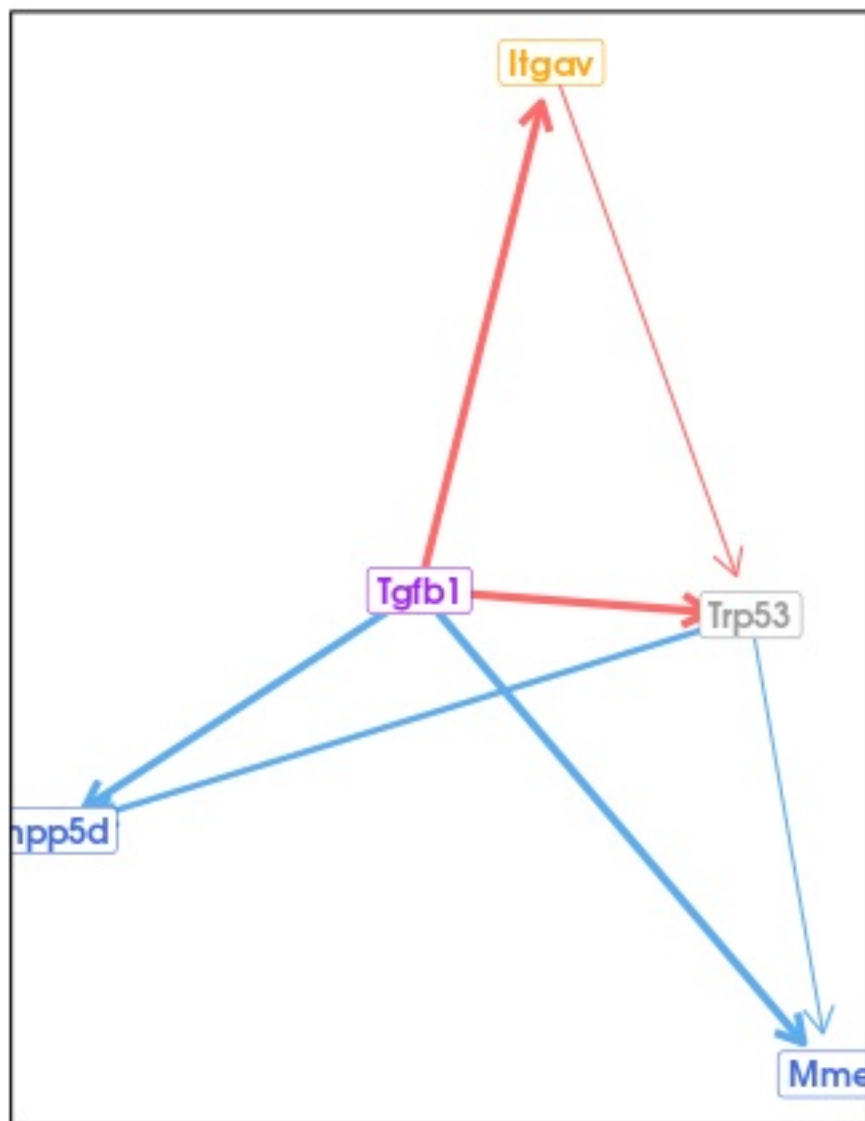

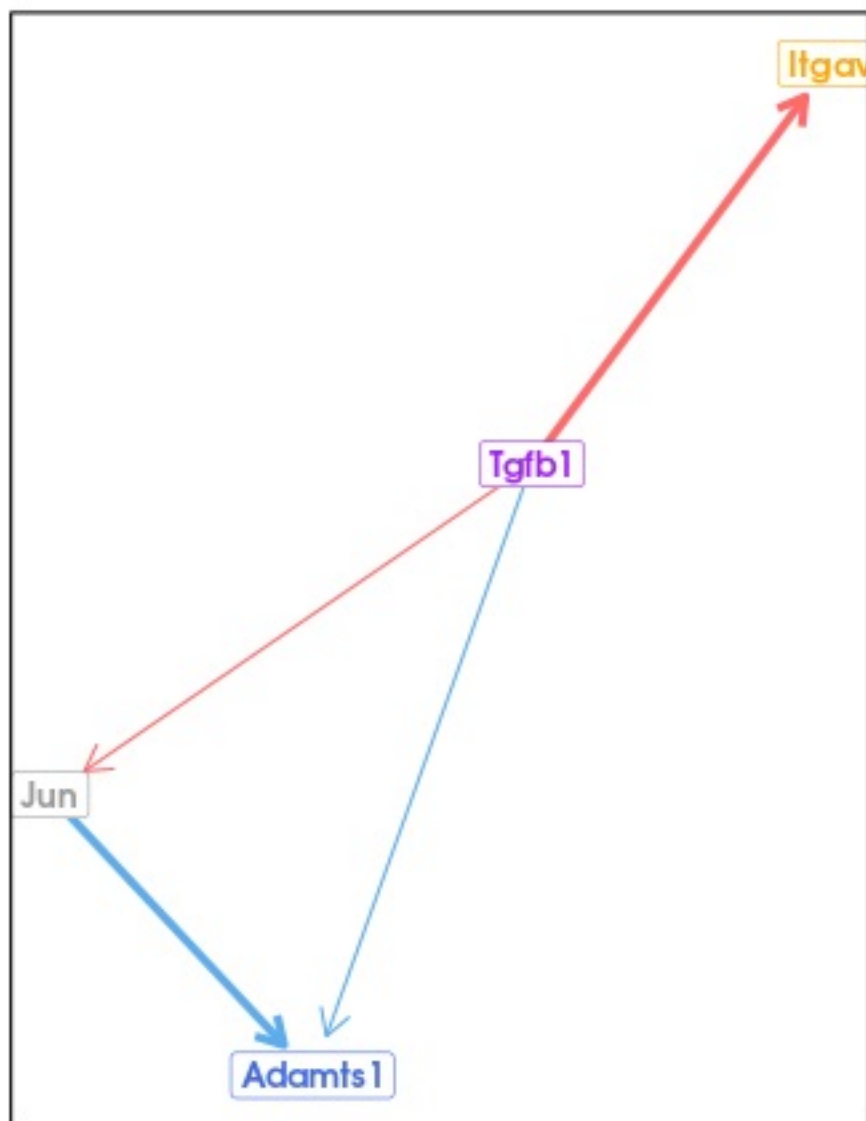

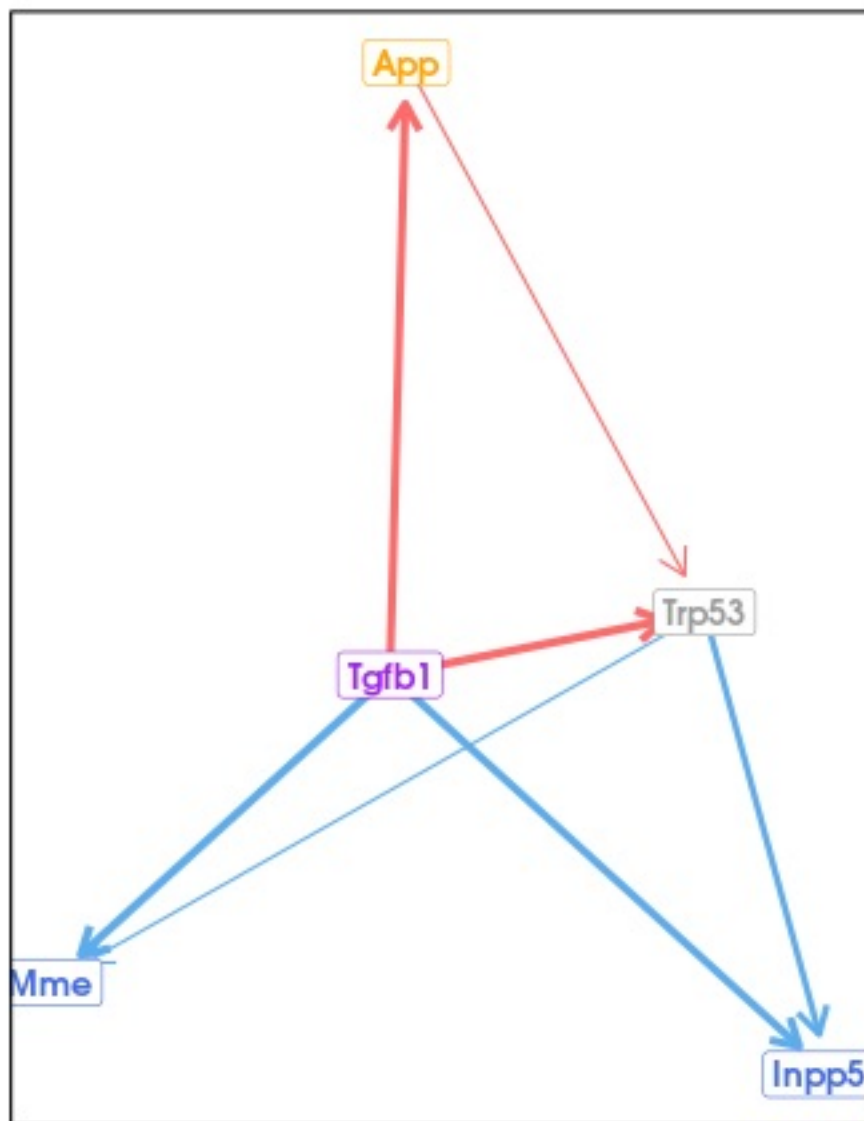

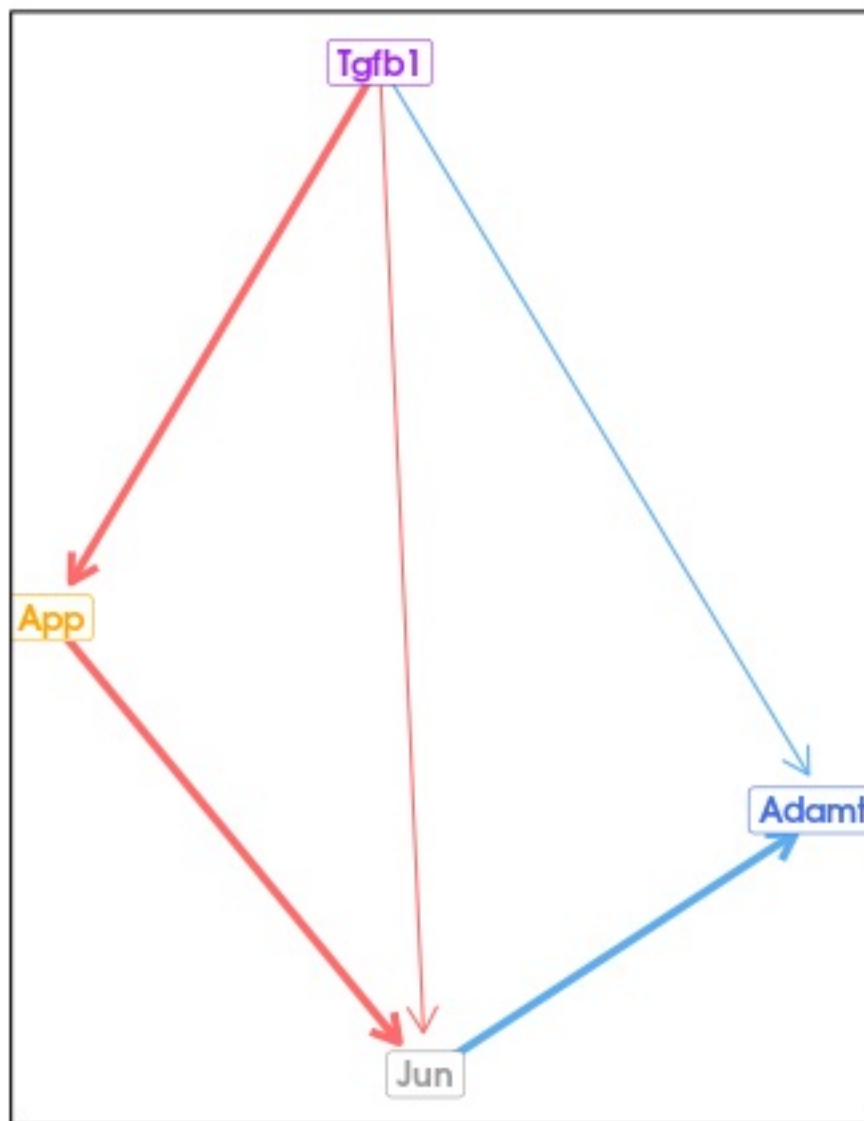

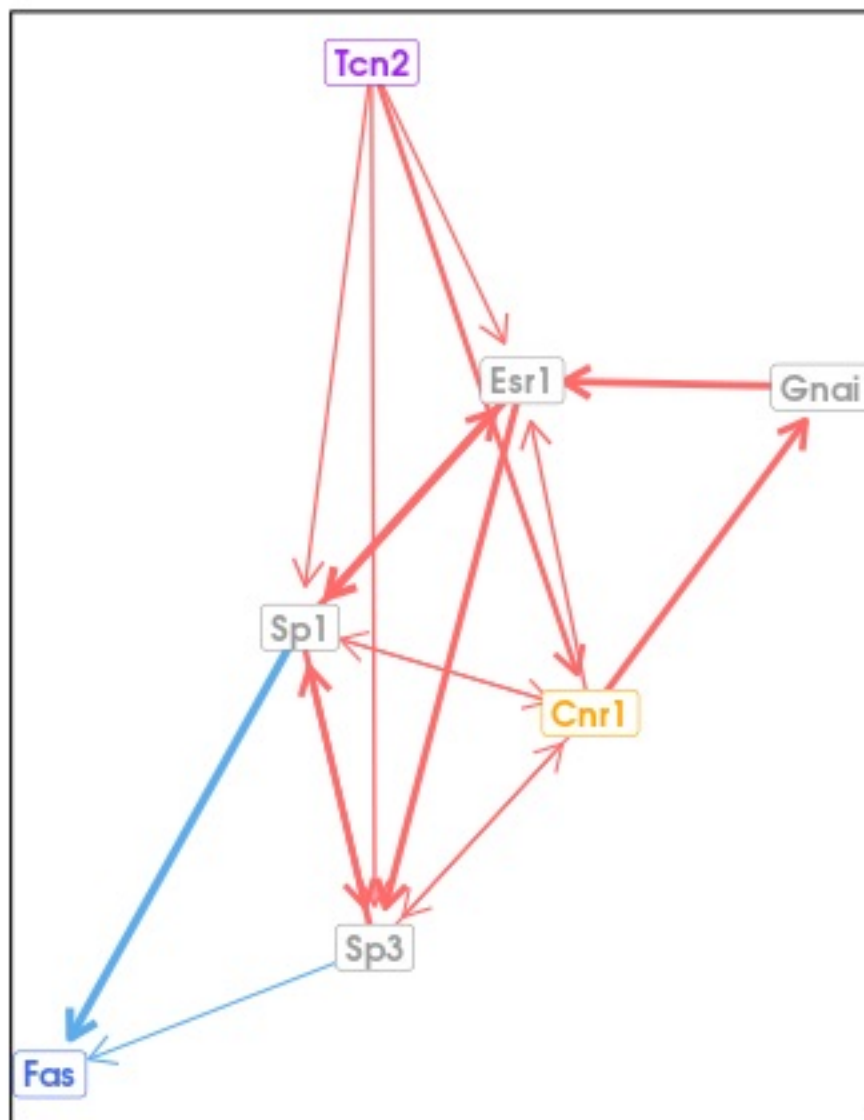

weight

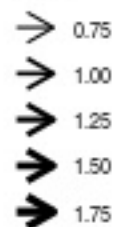

node\_type

- ligand
- mediator
- receptor
- target

interaction\_type

- gene regulatory
- signaling

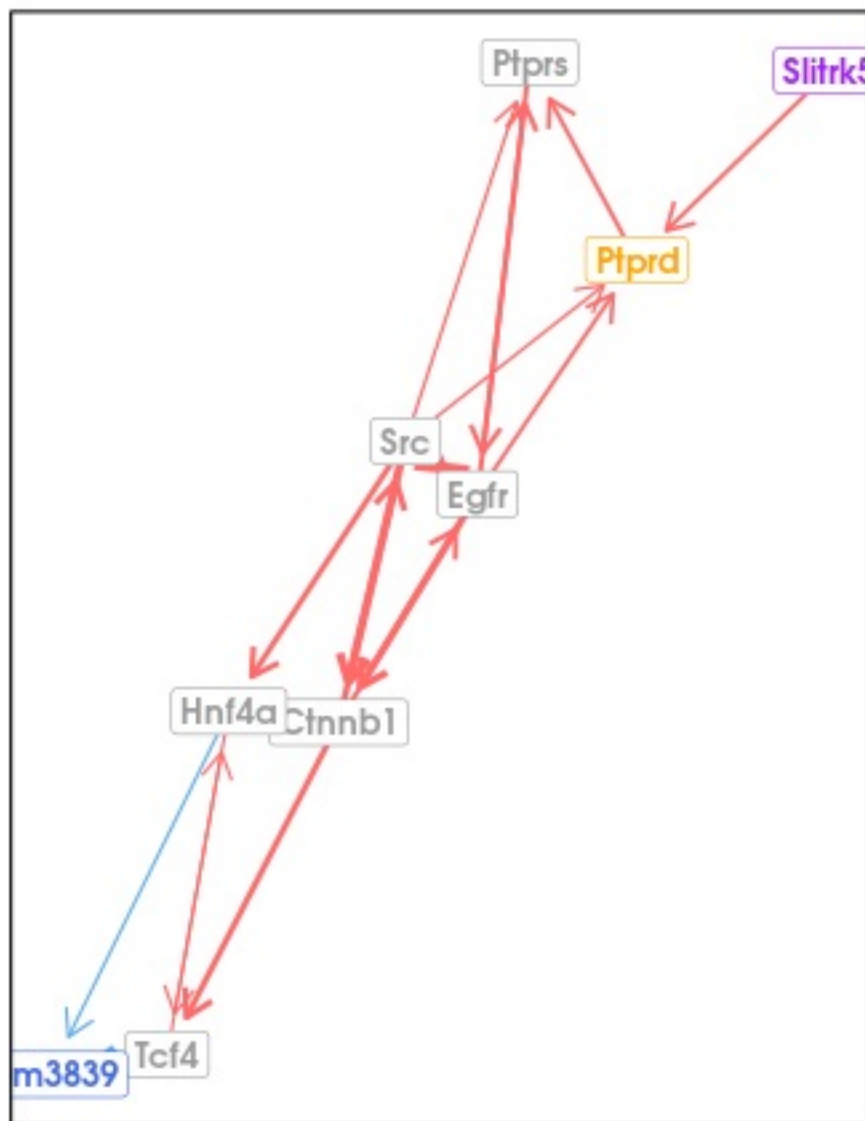

weight

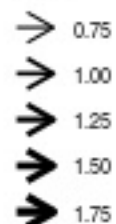

node\_type

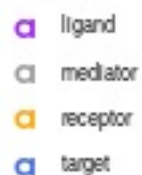

interaction\_type

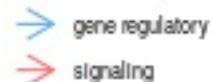

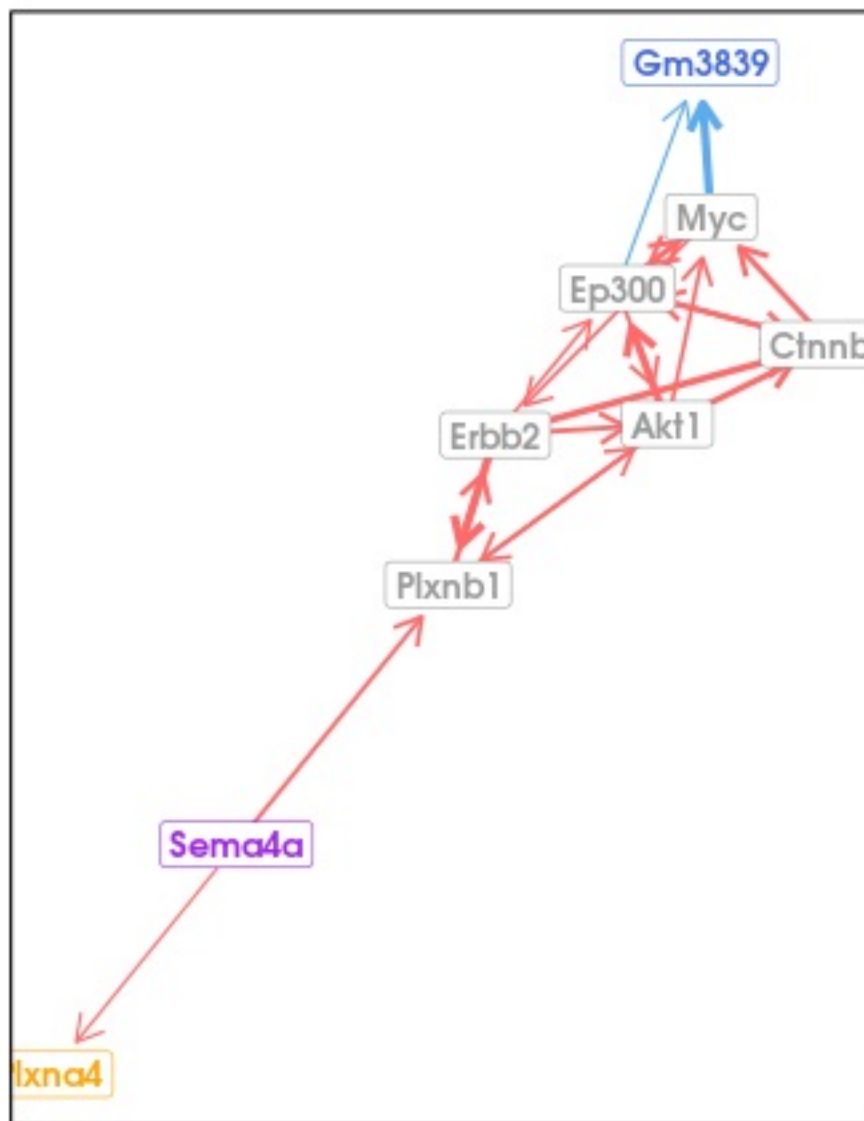

weight

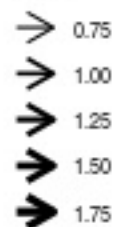

node\_type

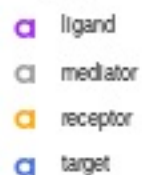

interaction\_type

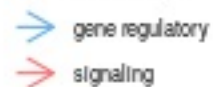

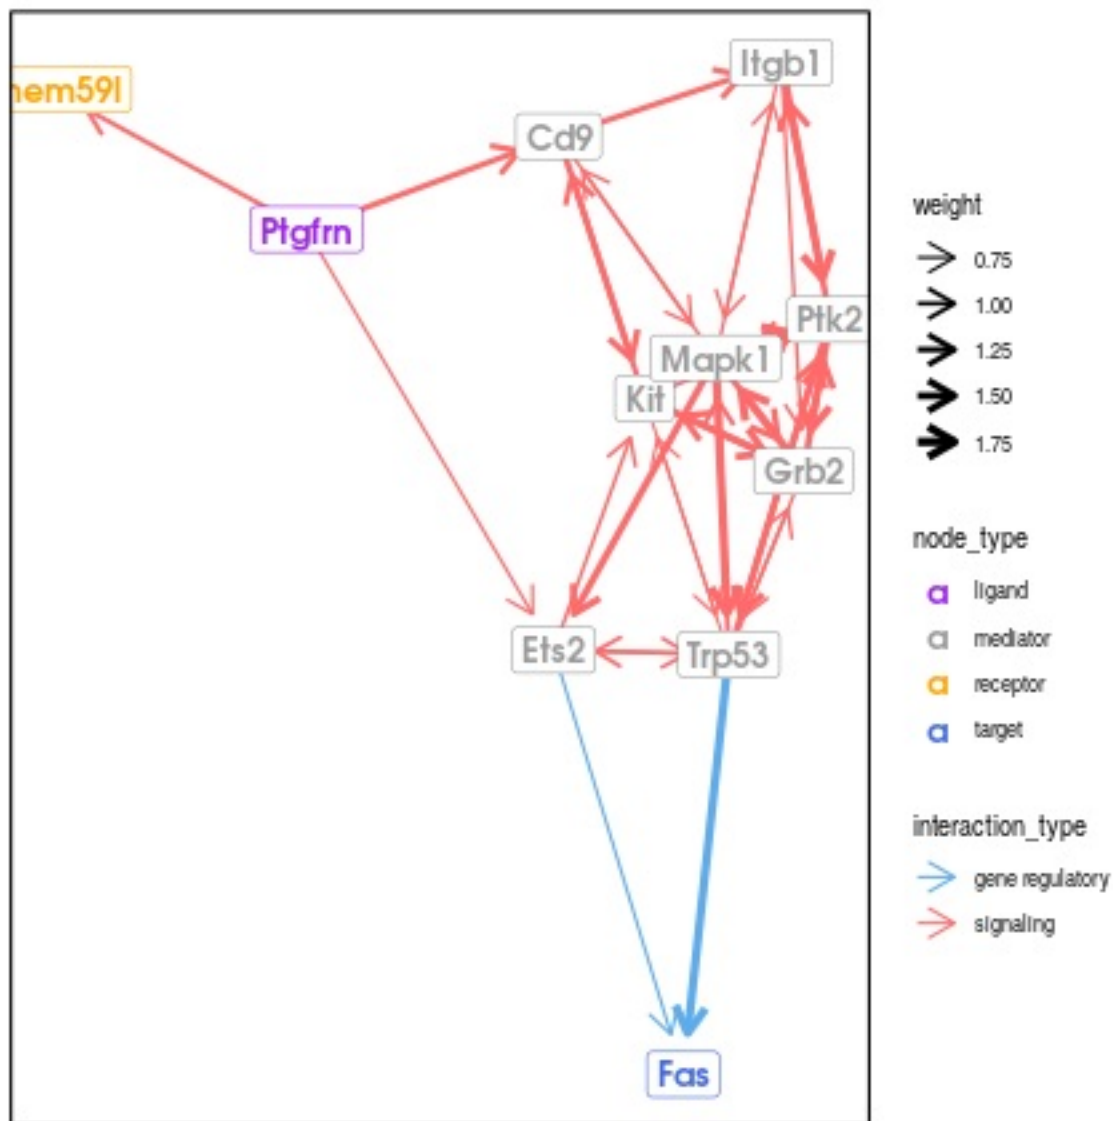

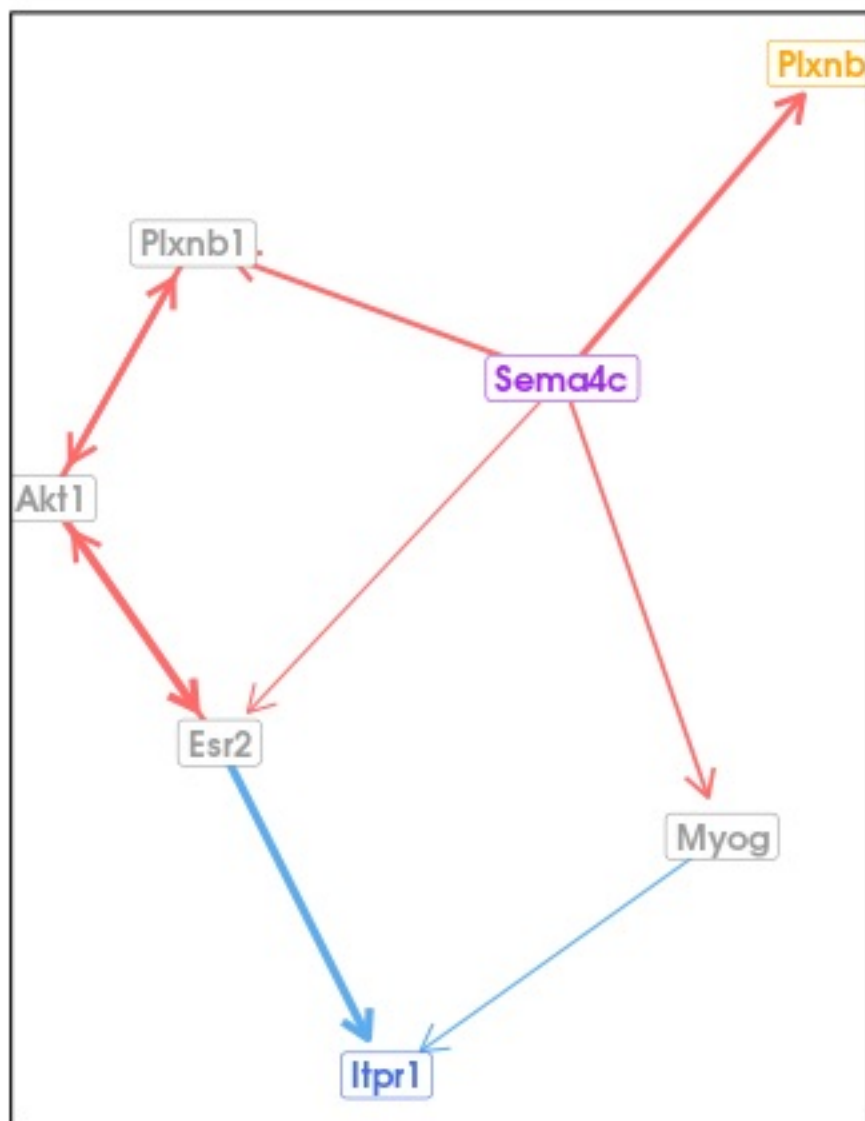

weight

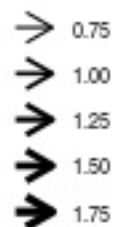

node\_type

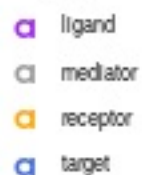

interaction\_type

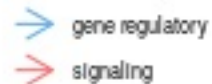

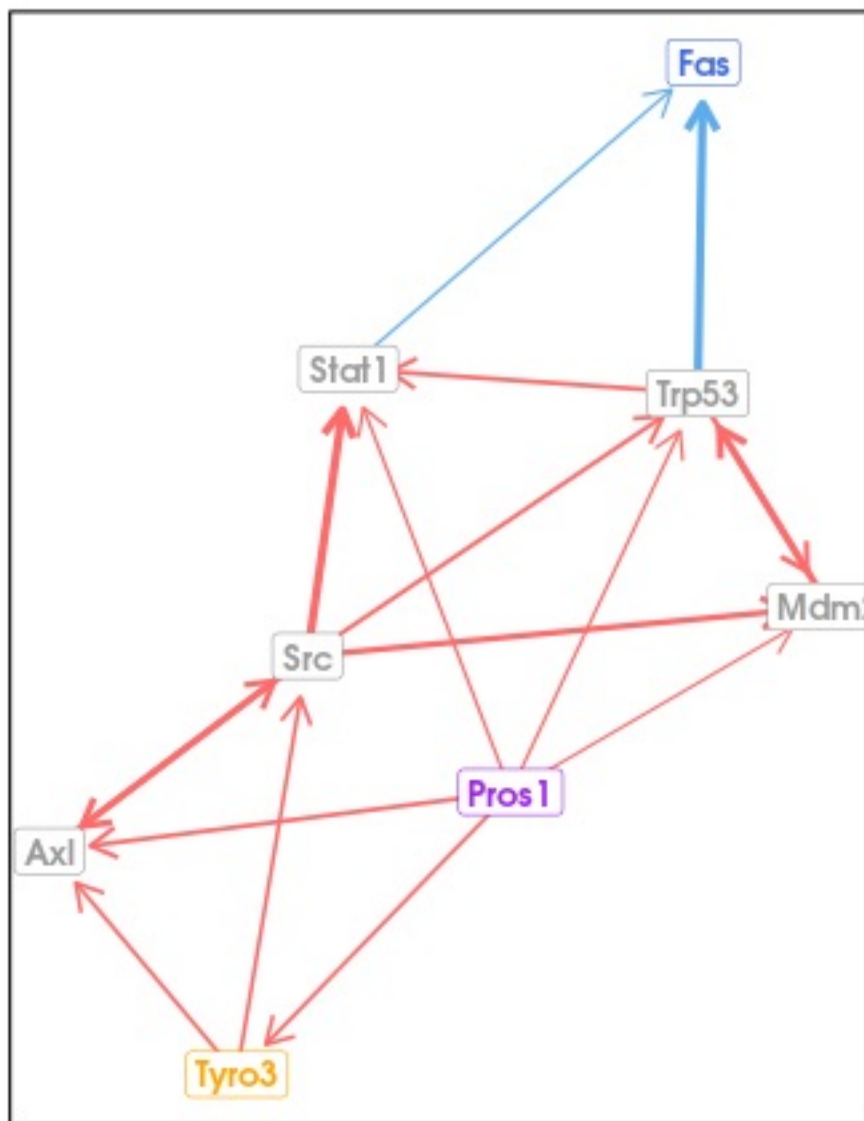

weight

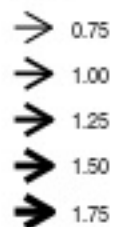

node\_type

- ligand
- mediator
- receptor
- target

interaction\_type

- gene regulatory
- signaling

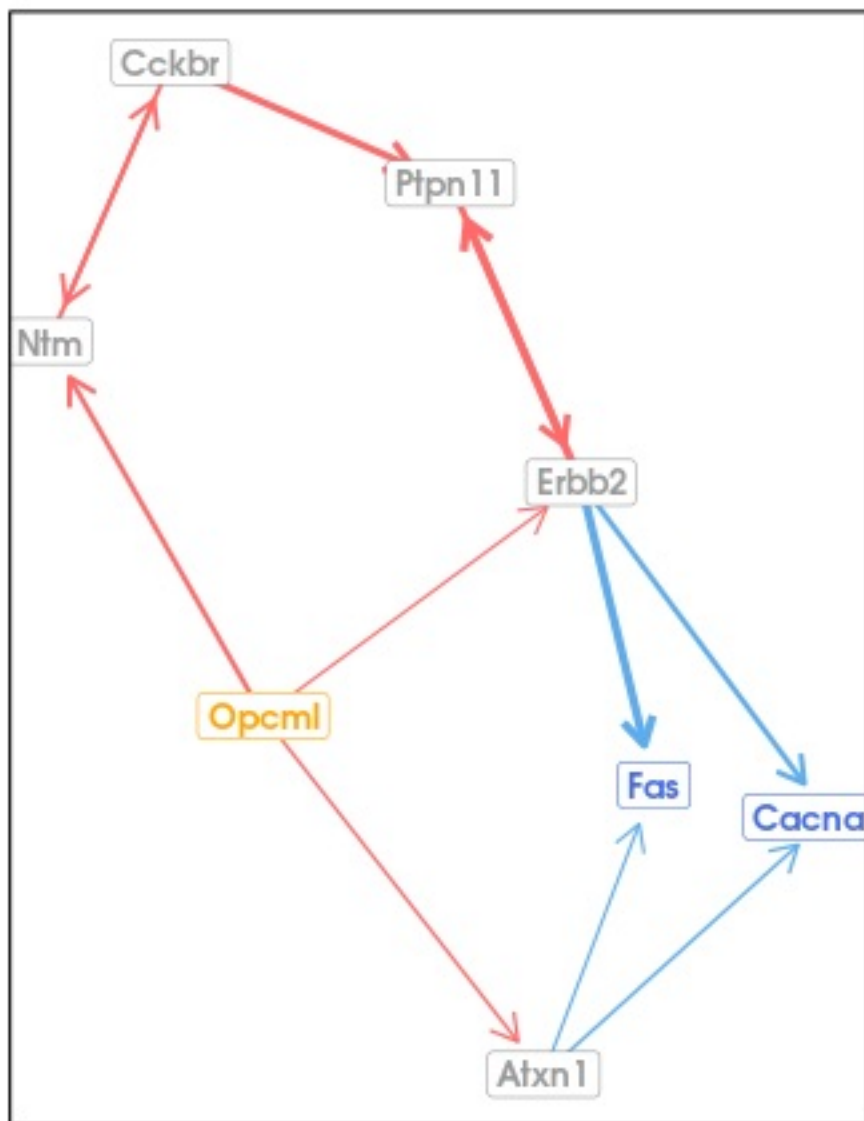

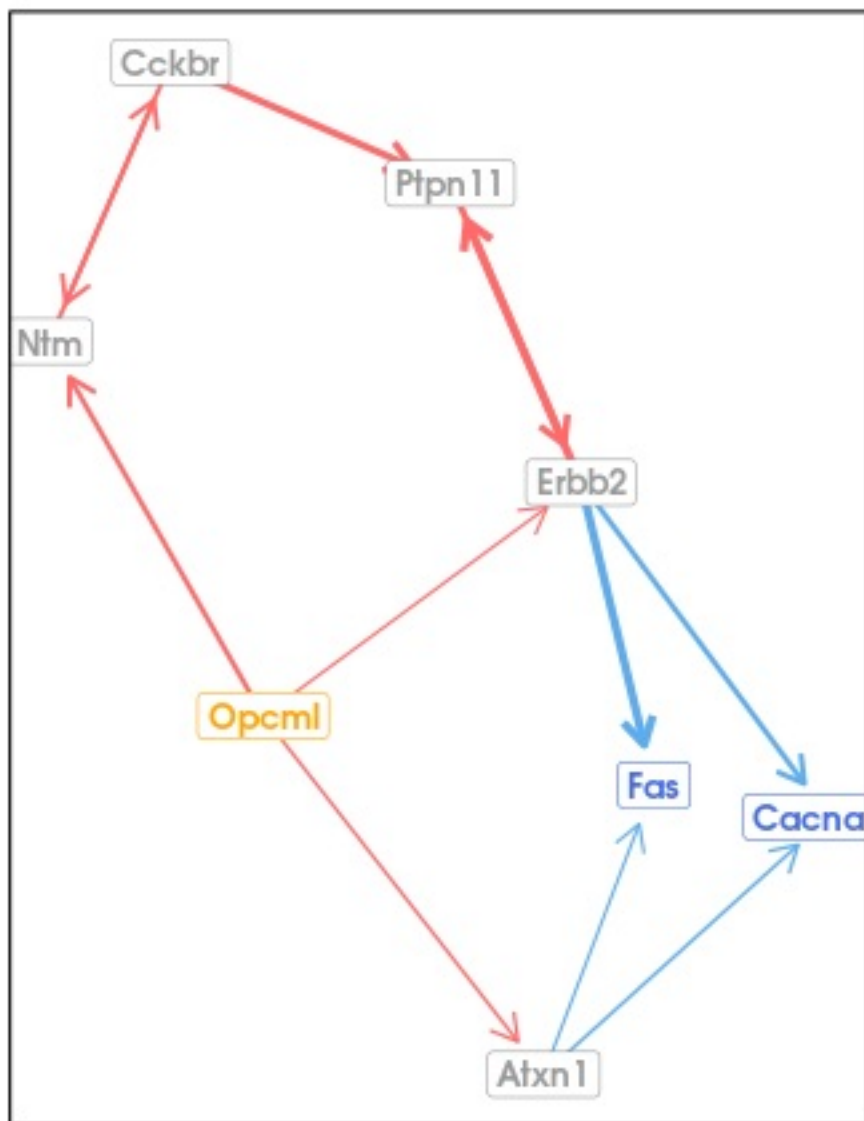

weight

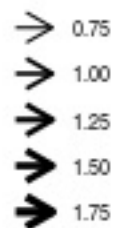

node\_type

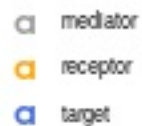

interaction\_type

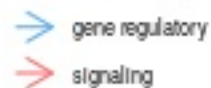

Lpl

weight

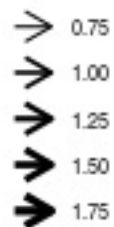

node\_type

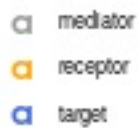

interaction\_type

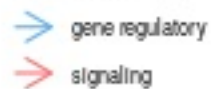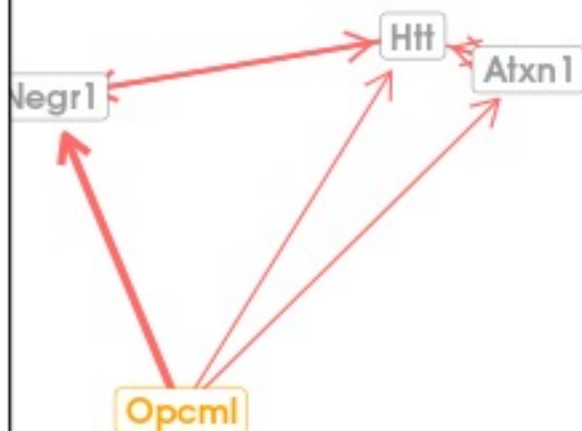

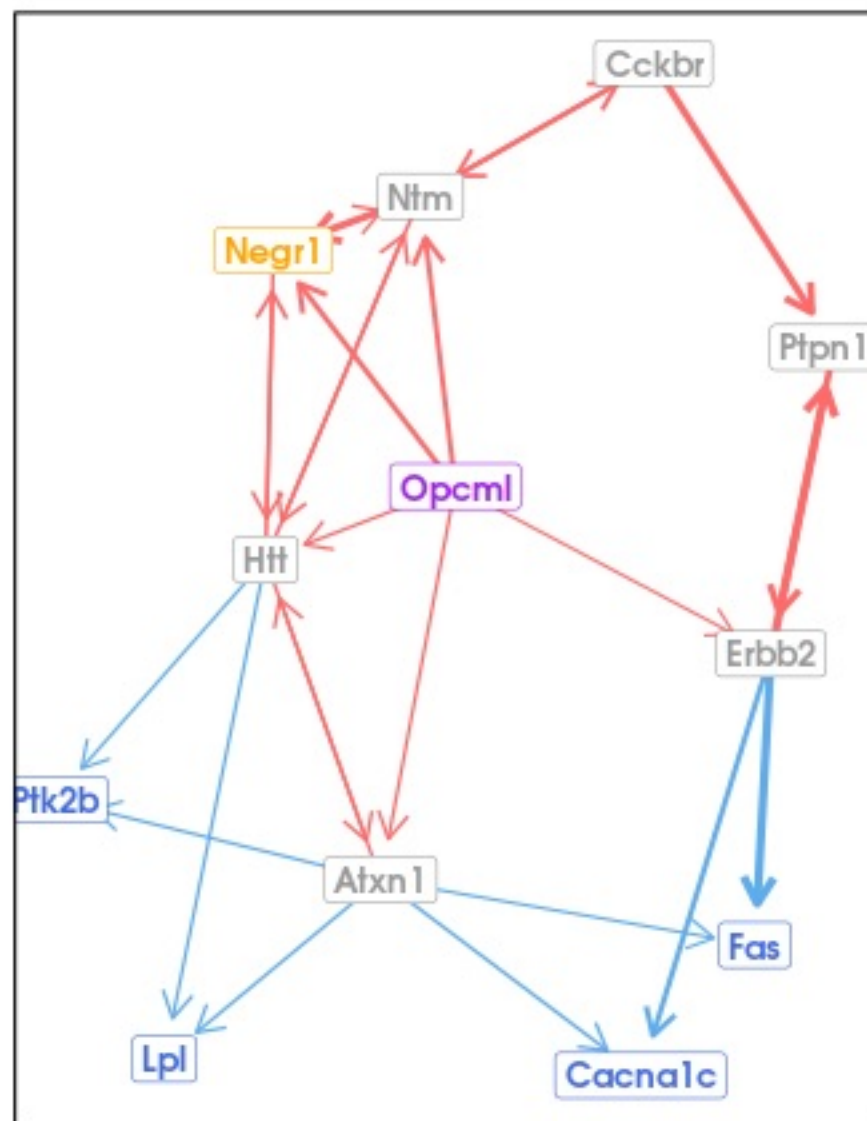

weight

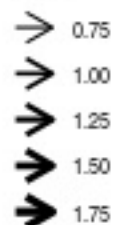

node\_type

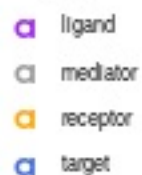

interaction\_type

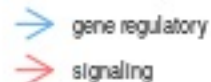

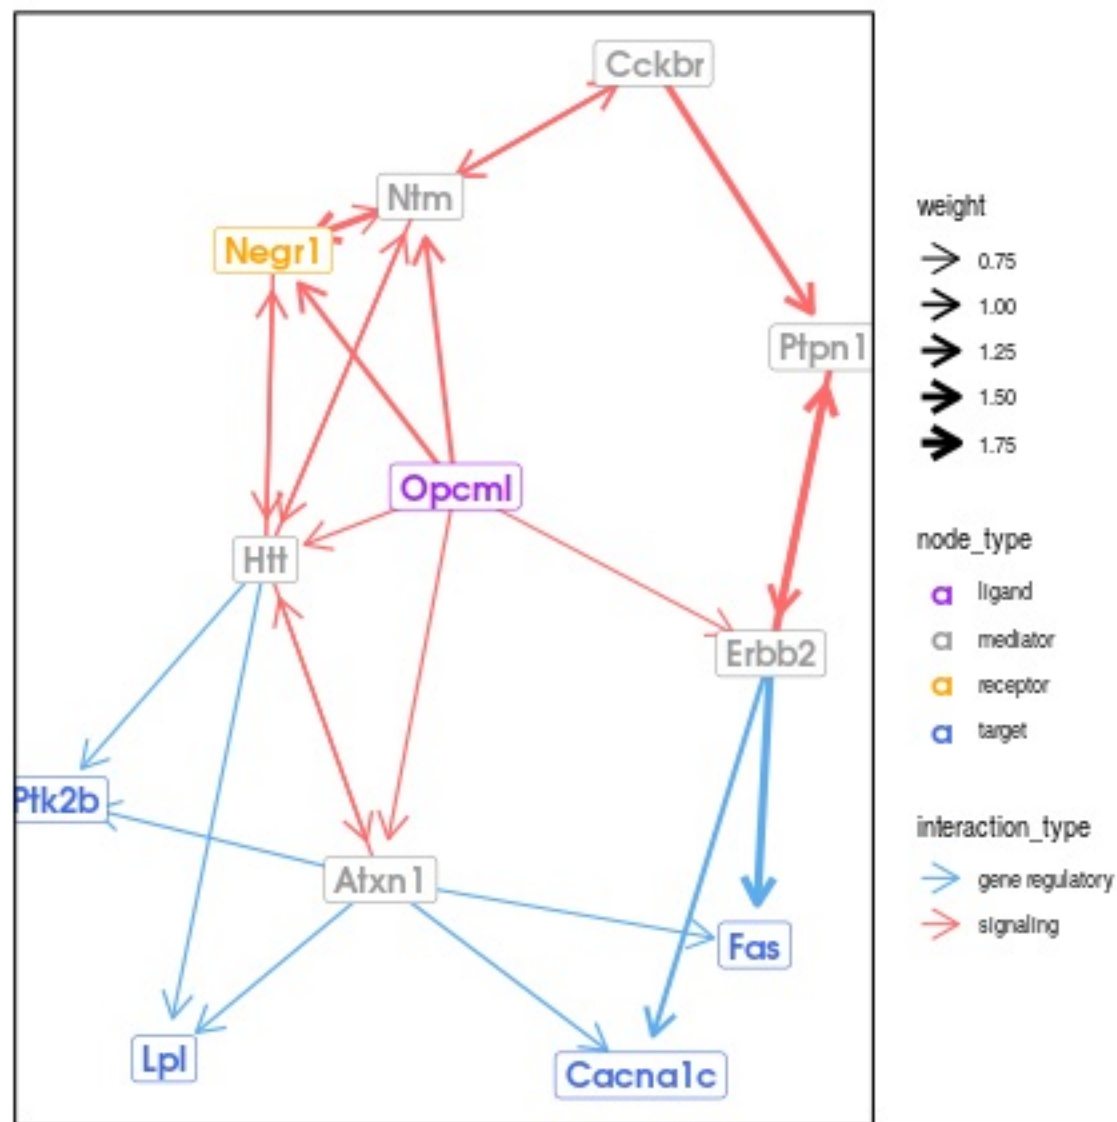

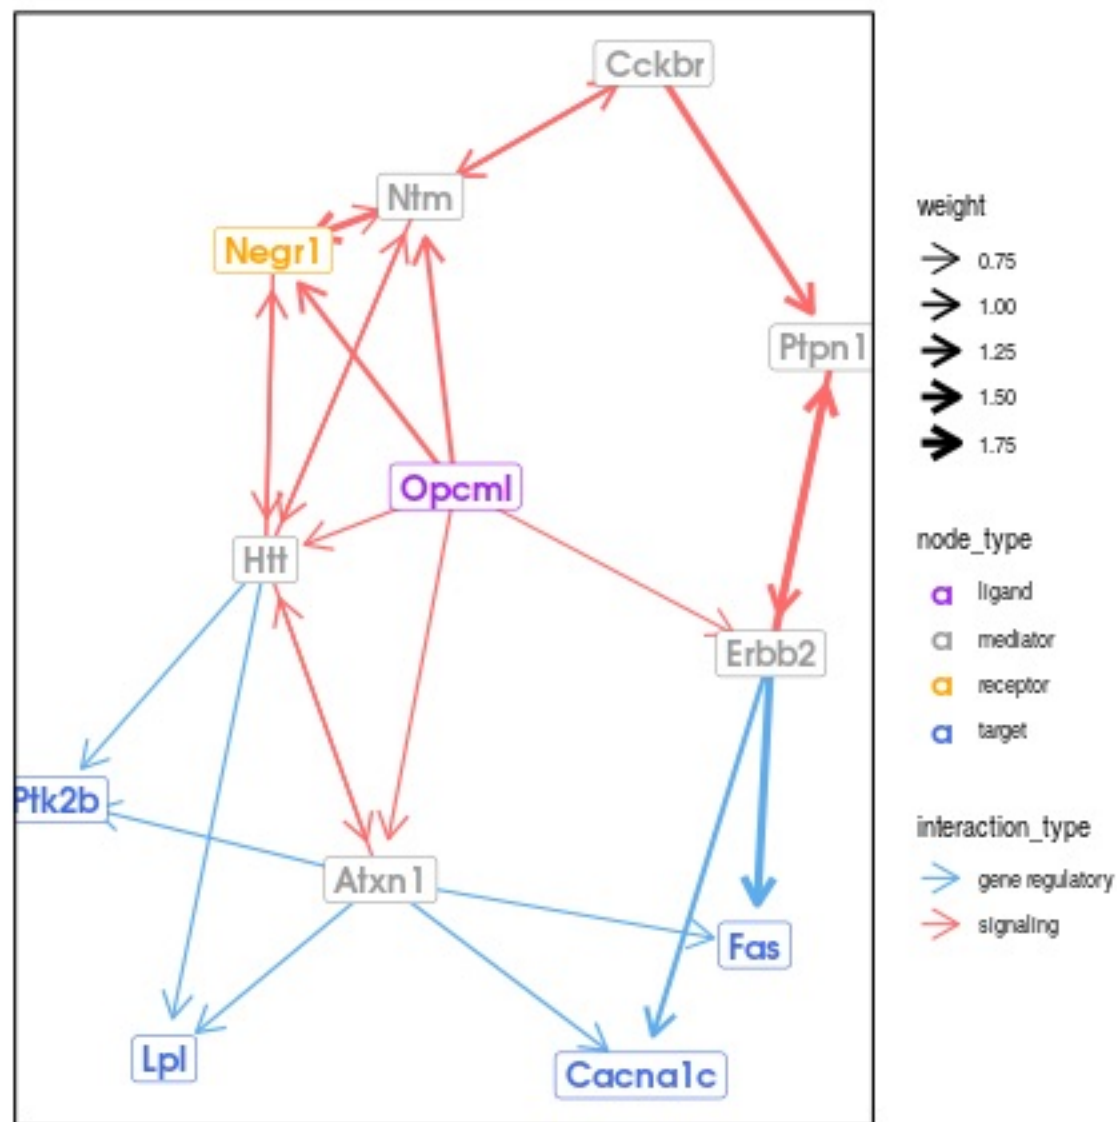

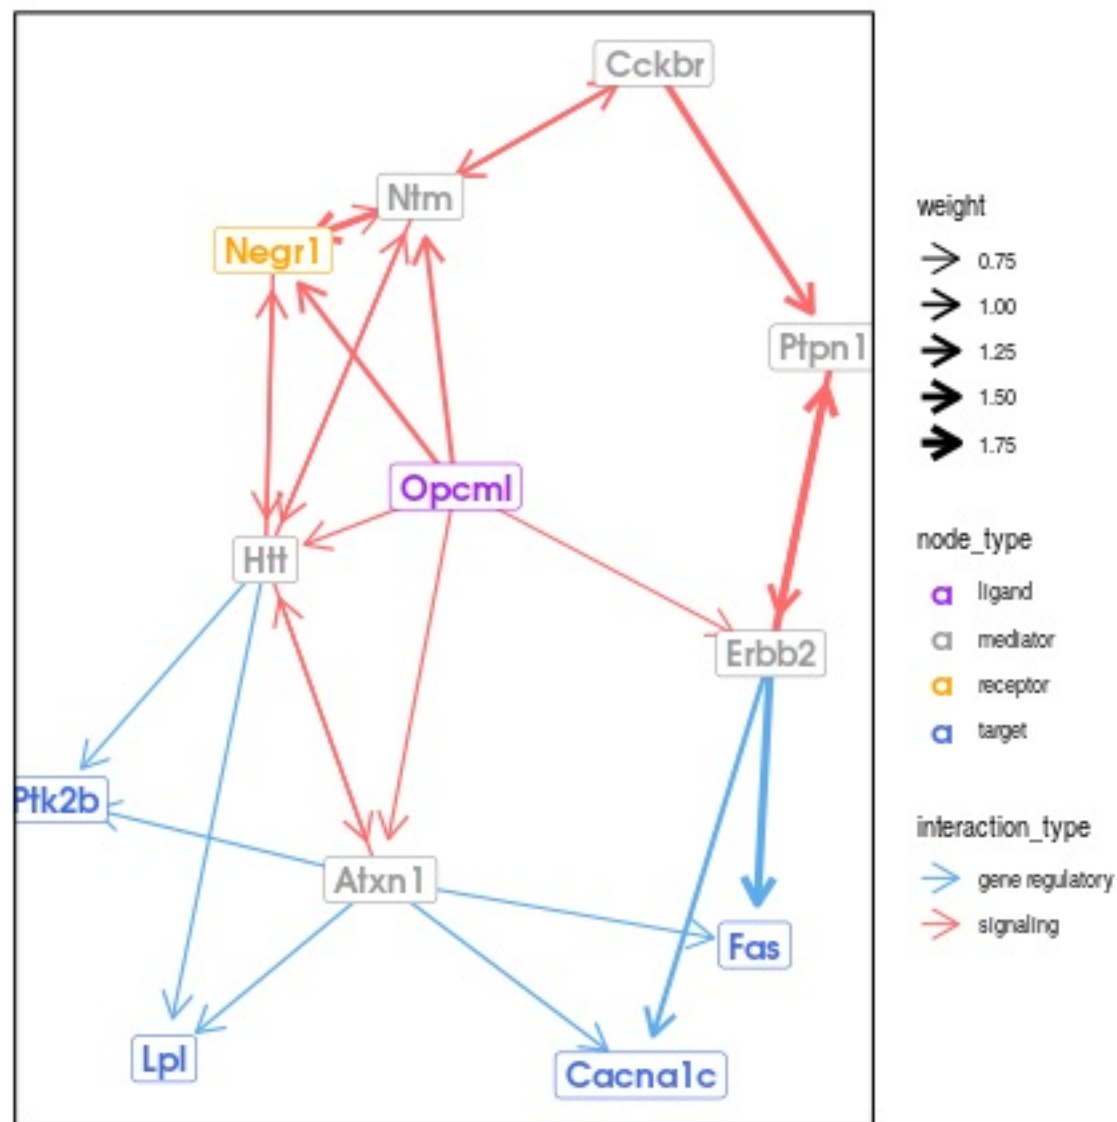

Lpl

weight

→ 0.75

→ 1.00

→ 1.25

→ 1.50

→ 1.75

node\_type

■ ligand

□ mediator

■ receptor

■ target

interaction\_type

→ gene regulatory

→ signaling

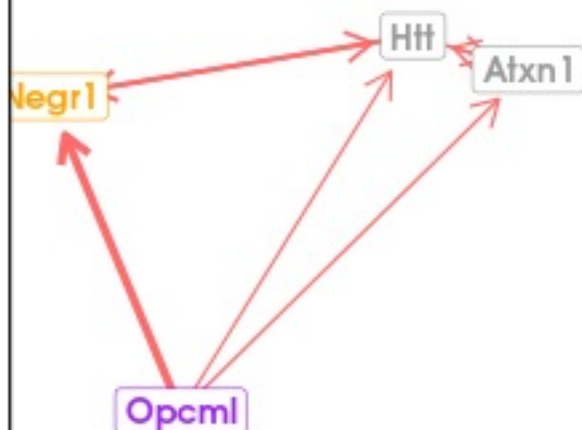

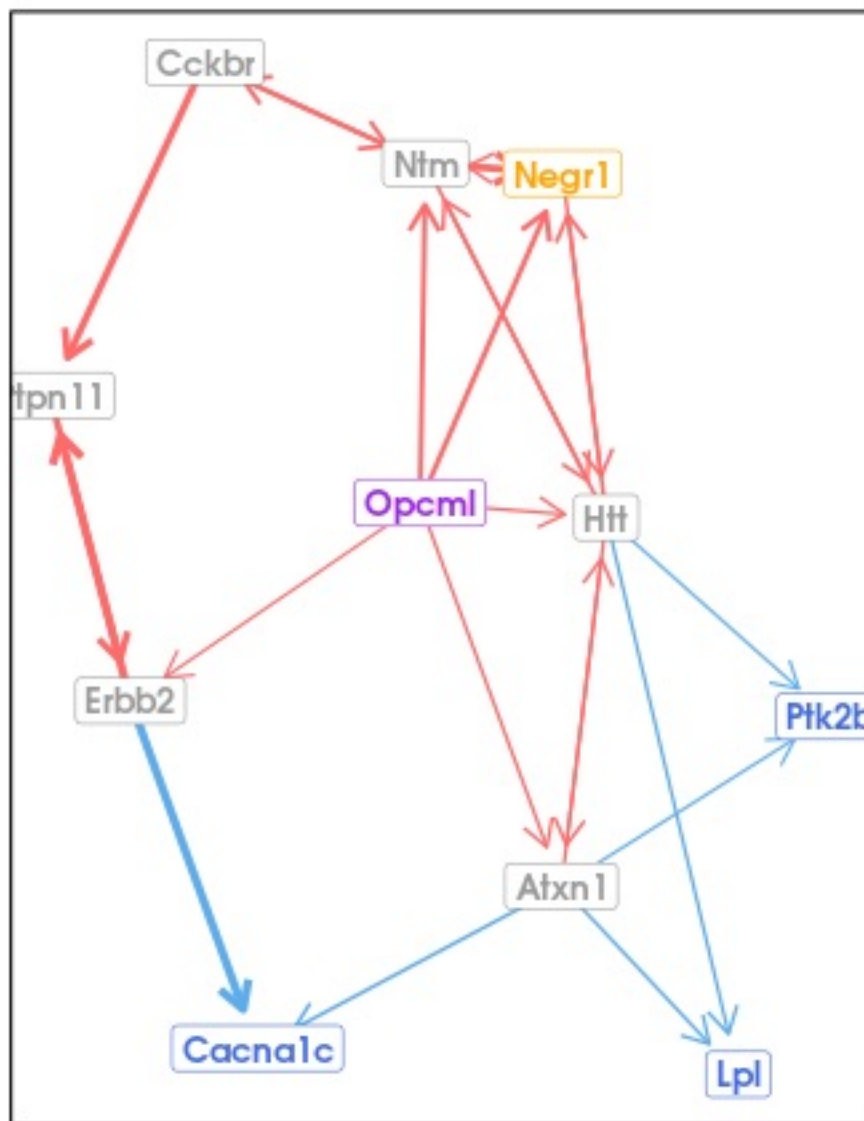

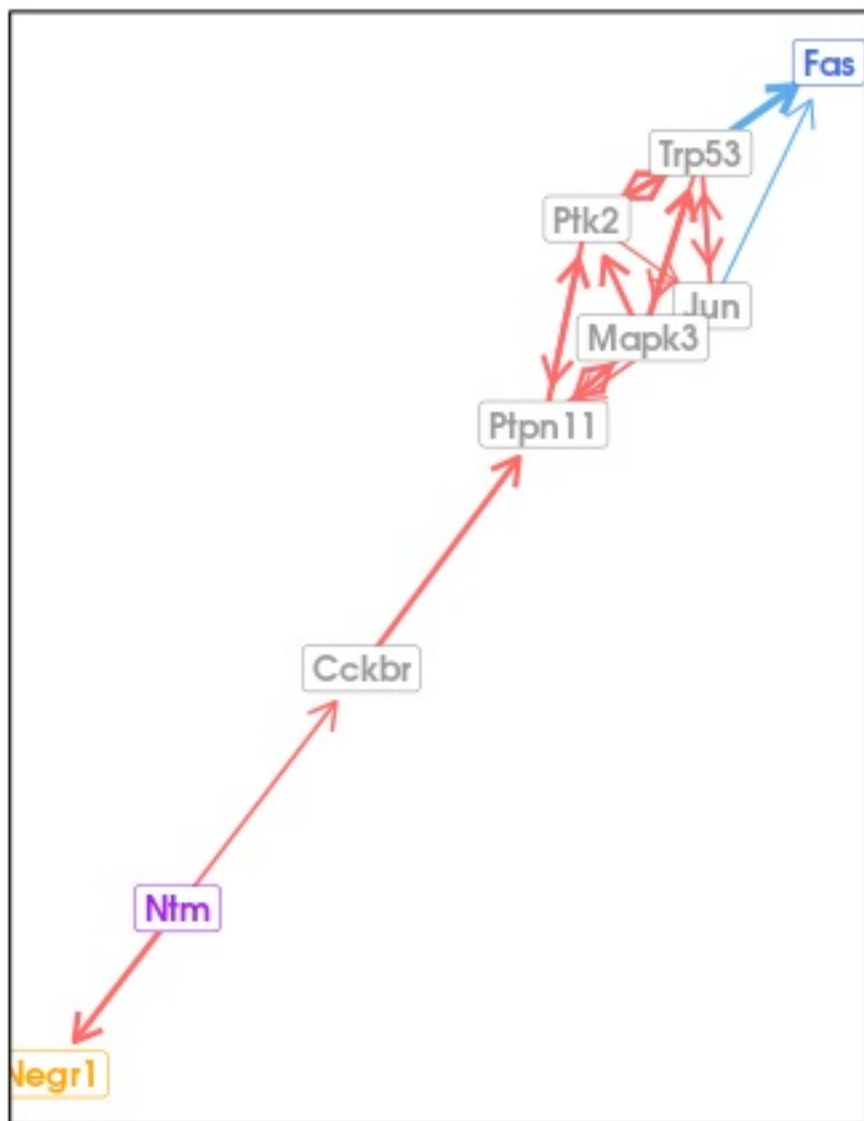

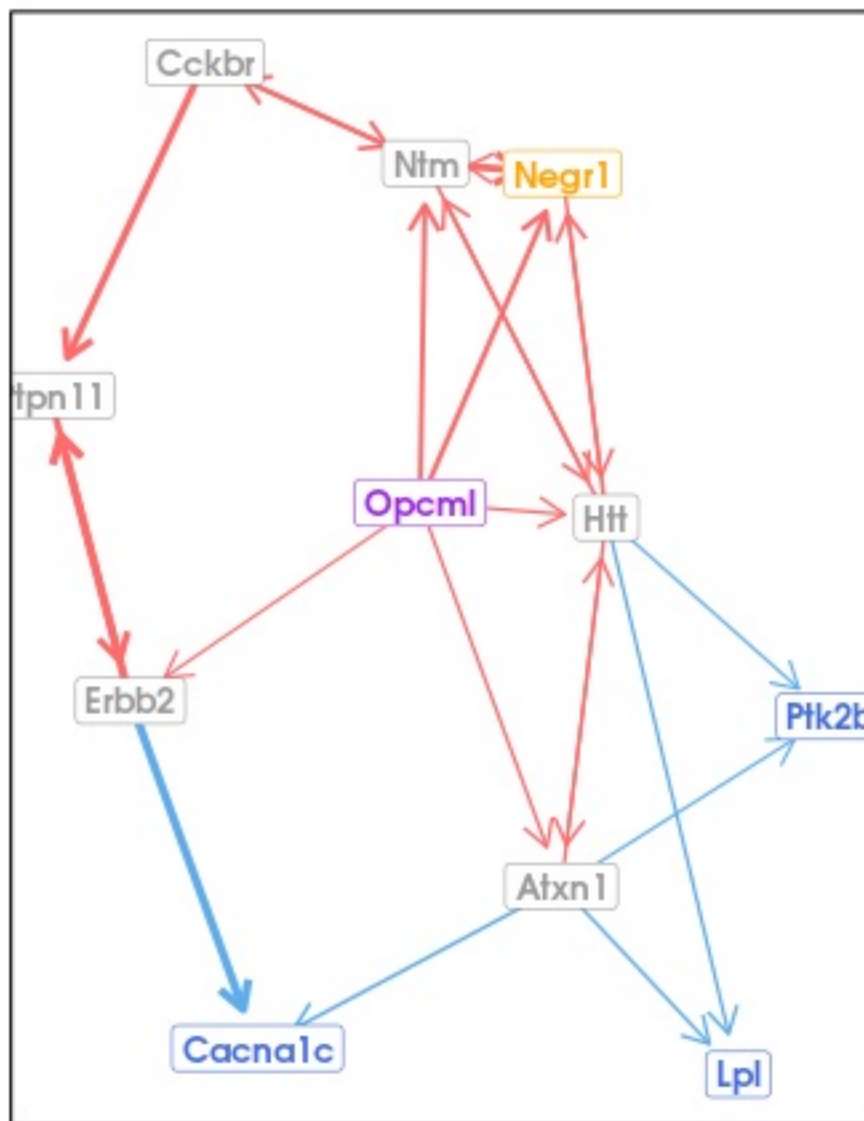

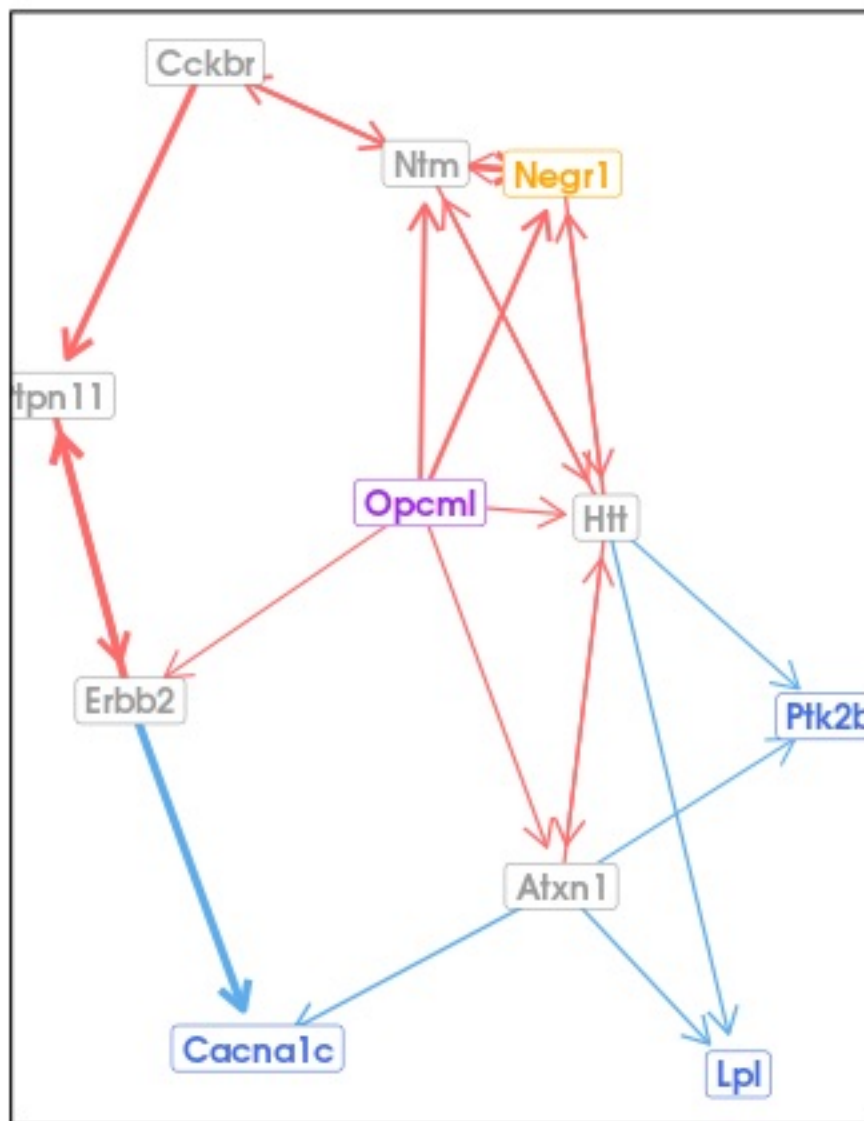

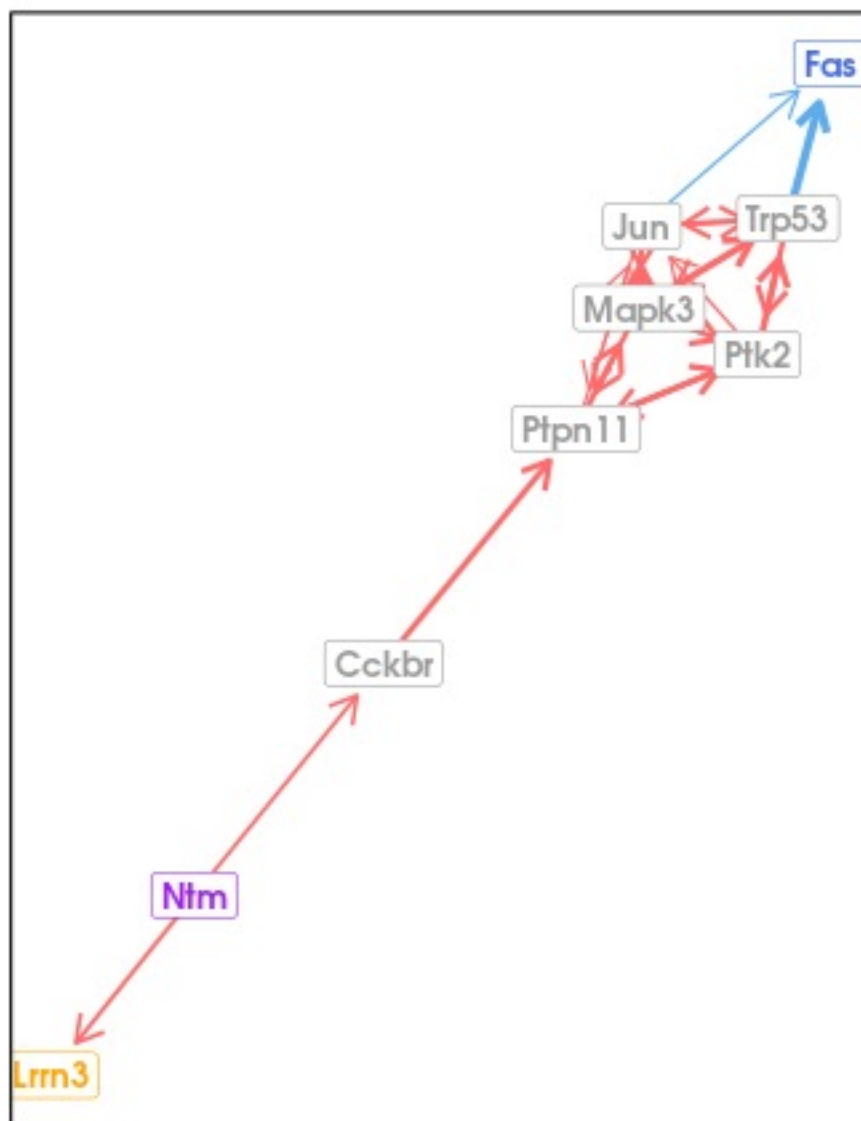

weight

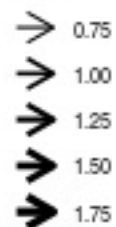

node\_type

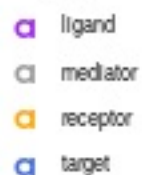

interaction\_type

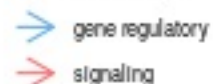

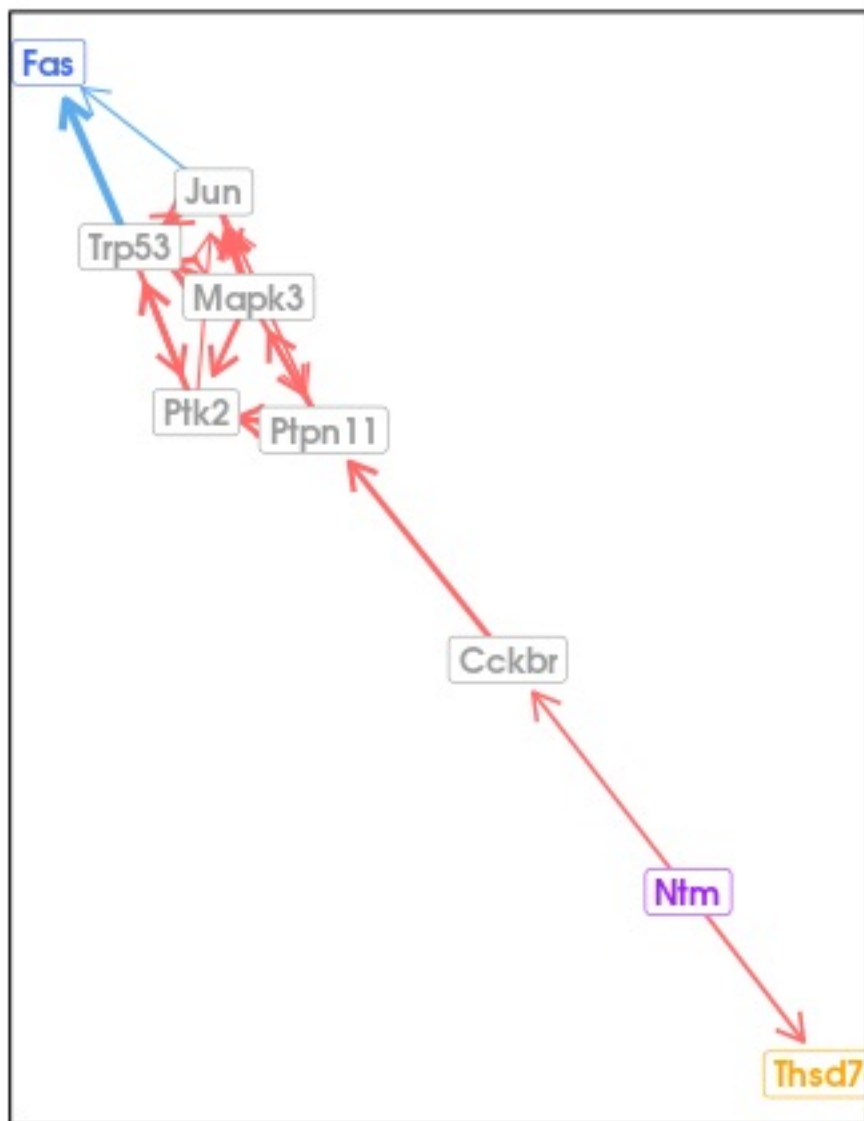

weight

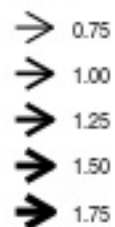

node\_type

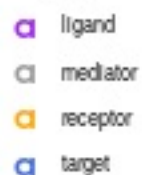

interaction\_type

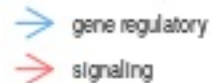

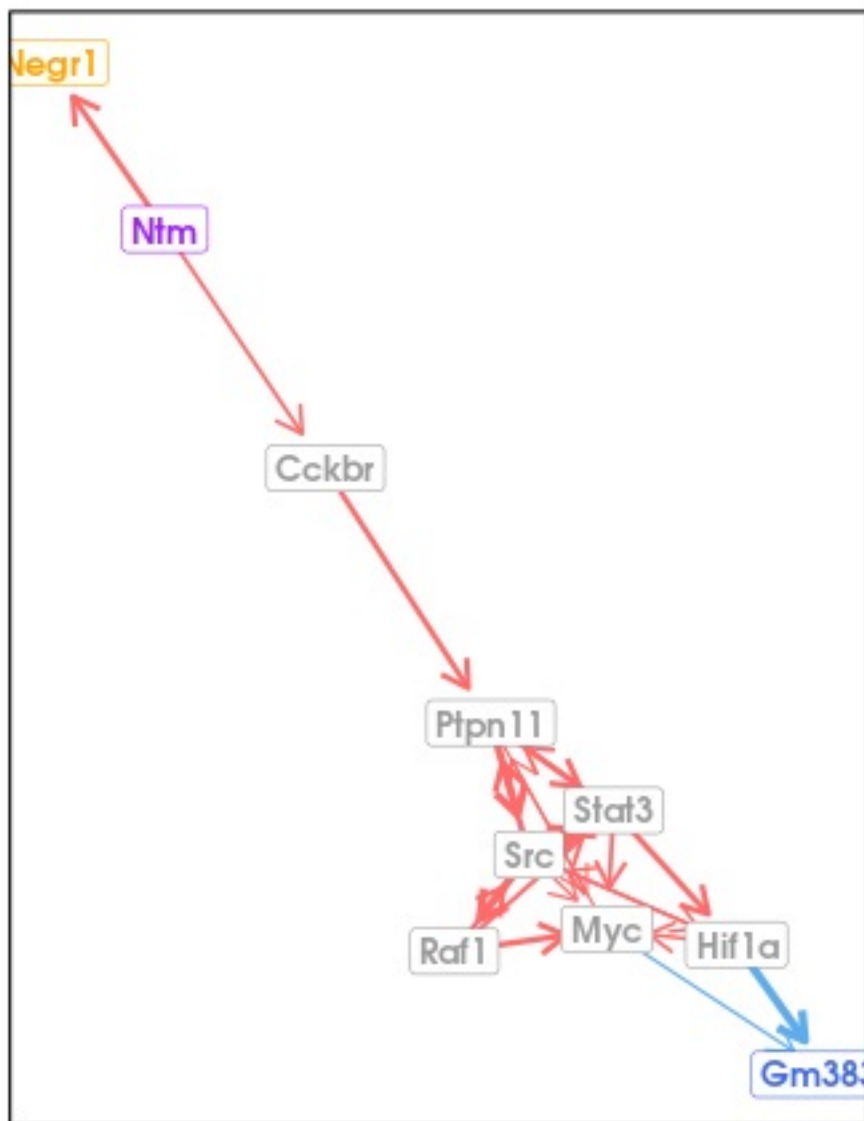

weight

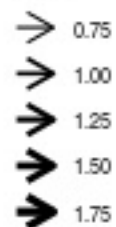

node\_type

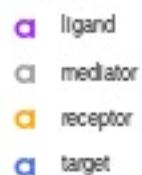

interaction\_type

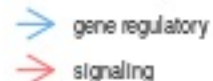

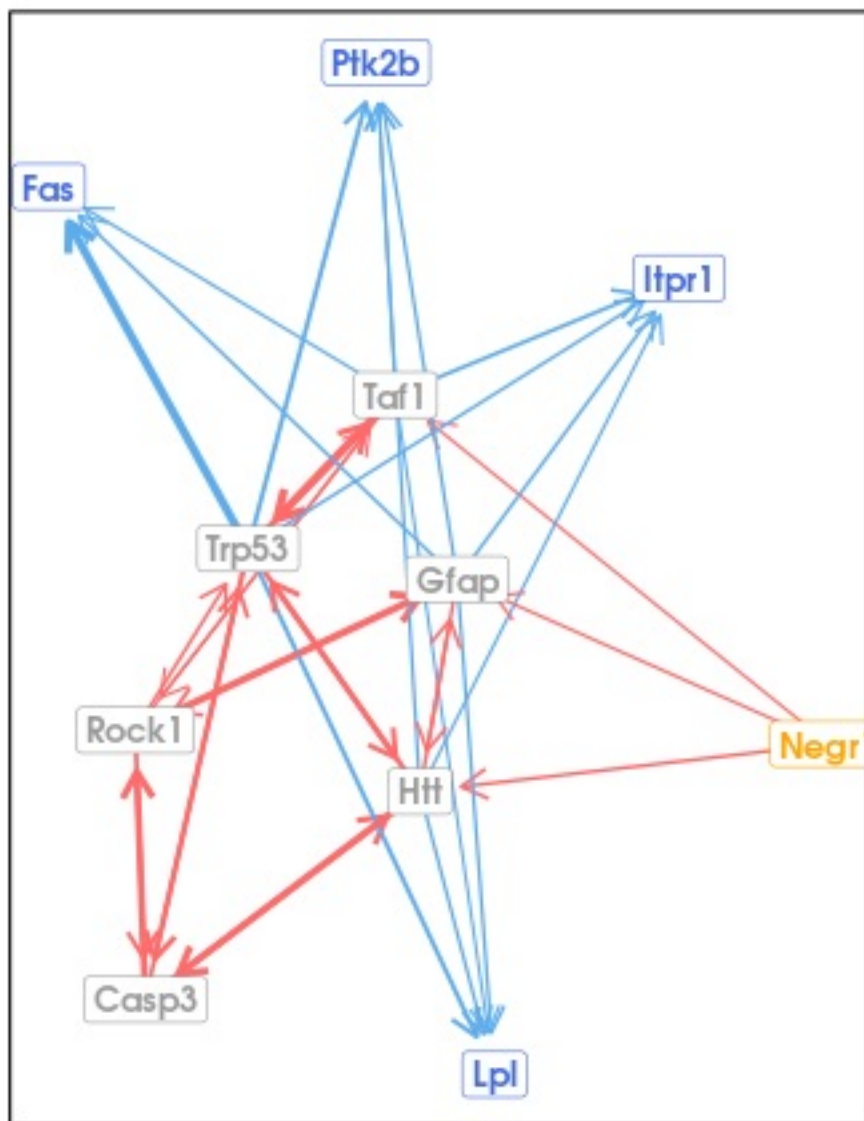

weight

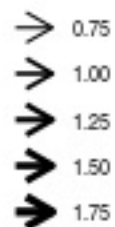

node\_type

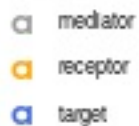

interaction\_type

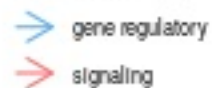

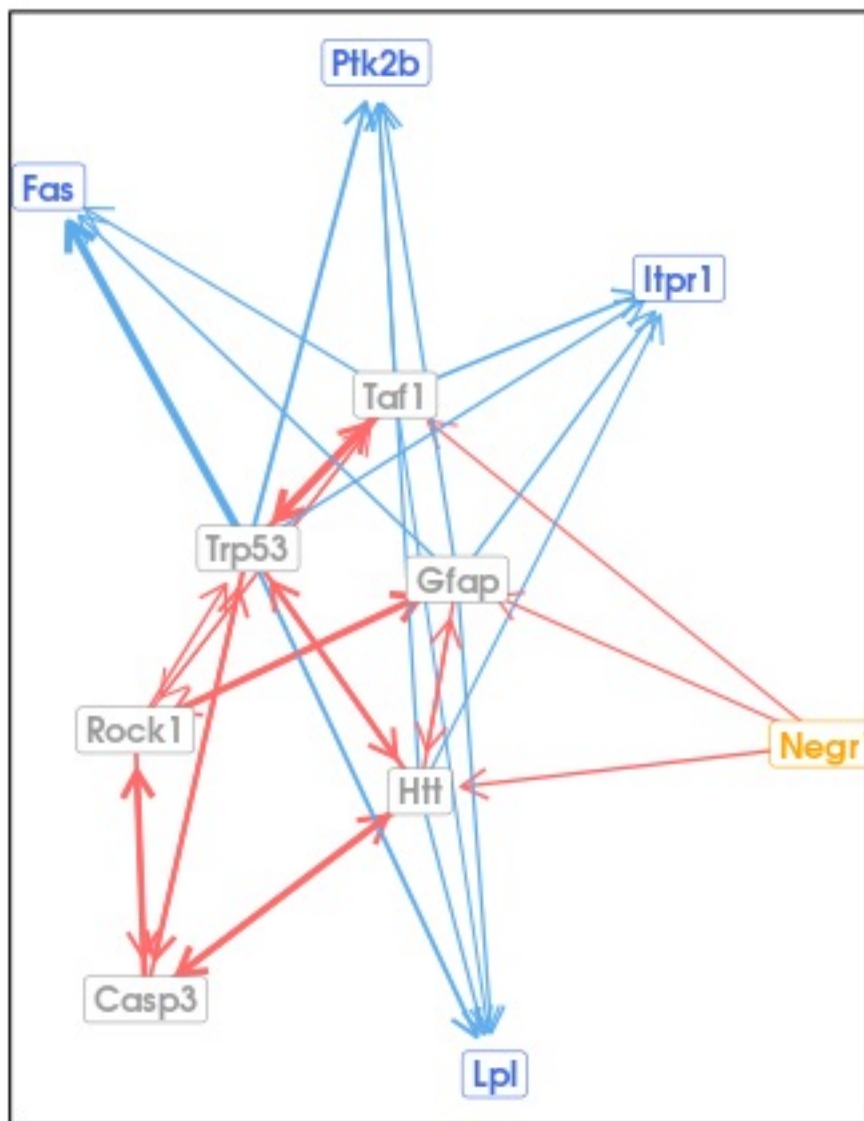

weight

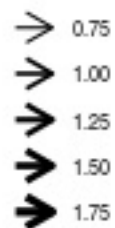

node\_type

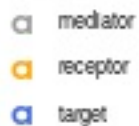

interaction\_type

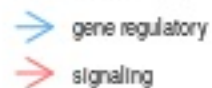

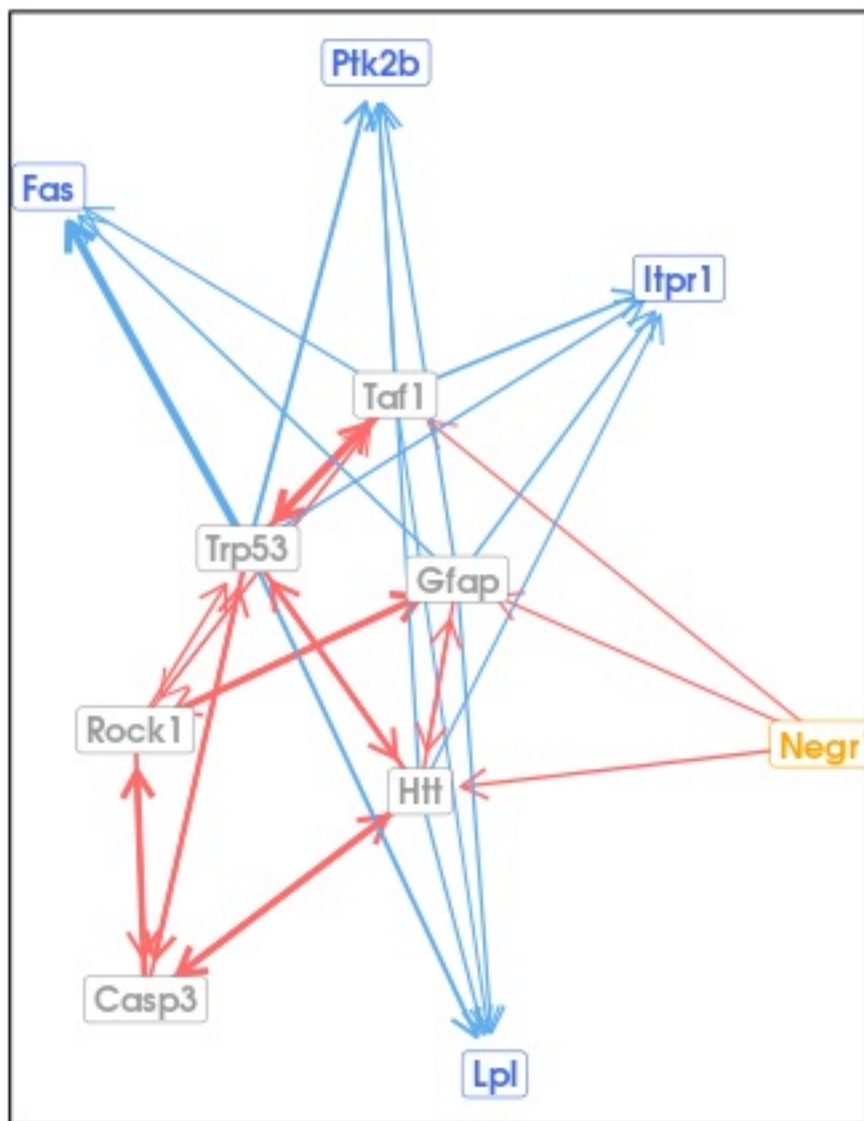

weight

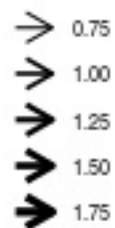

node\_type

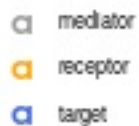

interaction\_type

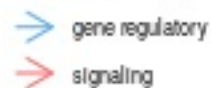

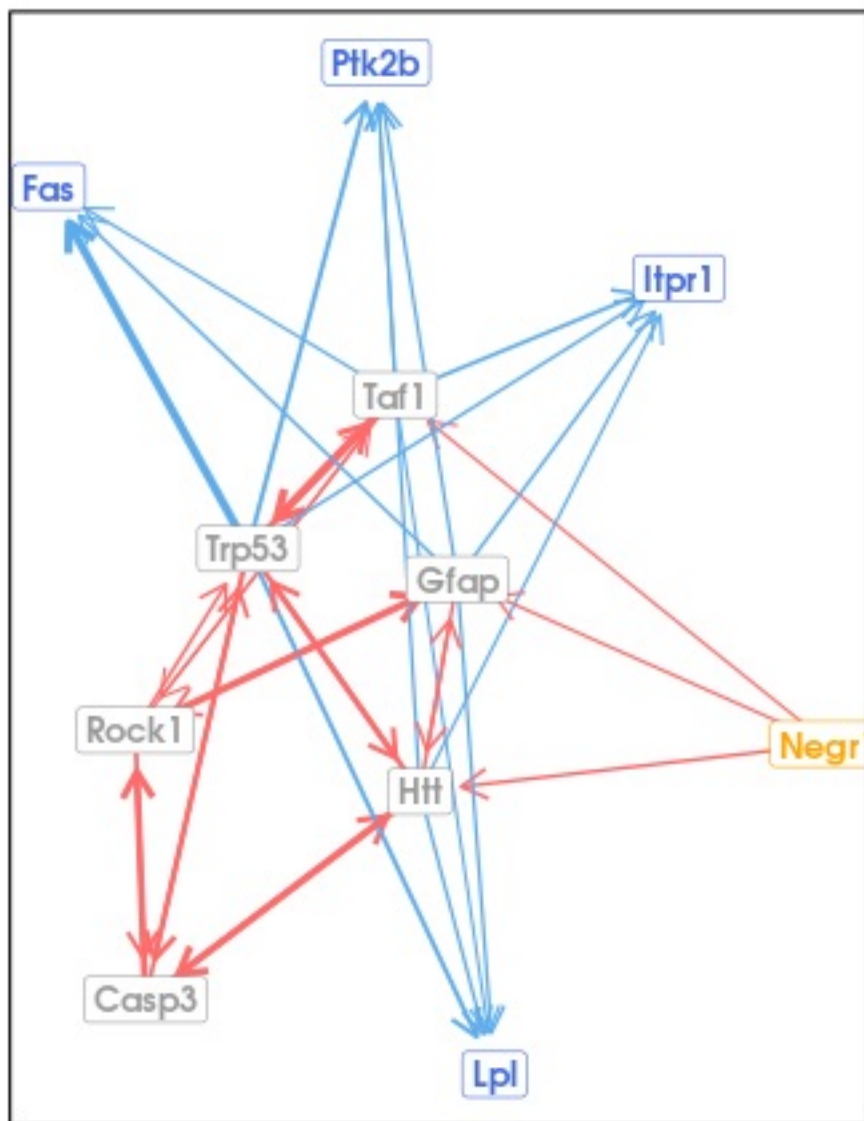

weight

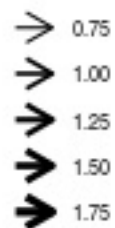

node\_type

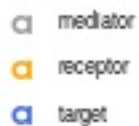

interaction\_type

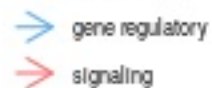

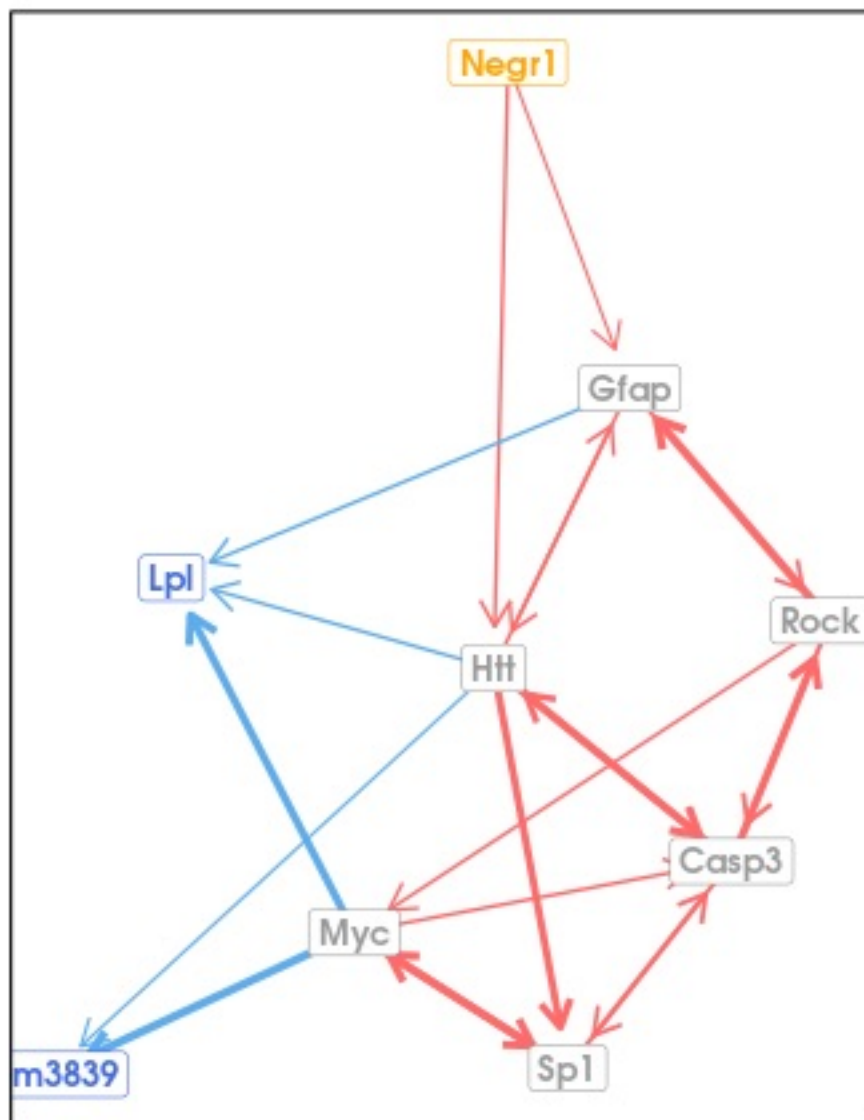

weight

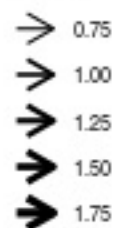

node\_type

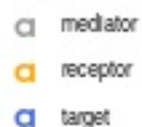

interaction\_type

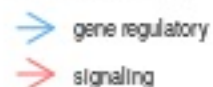

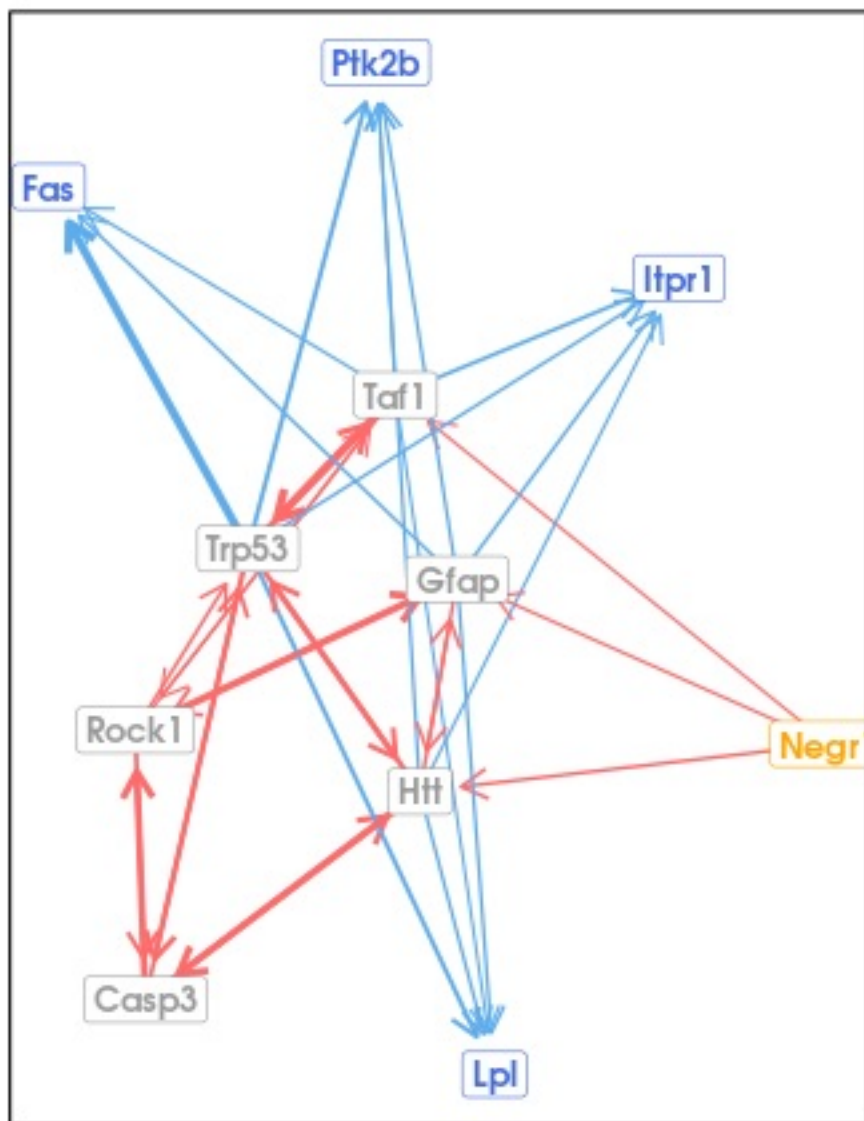

weight

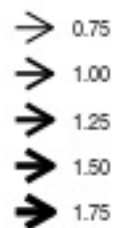

node\_type

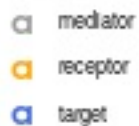

interaction\_type

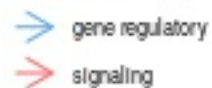

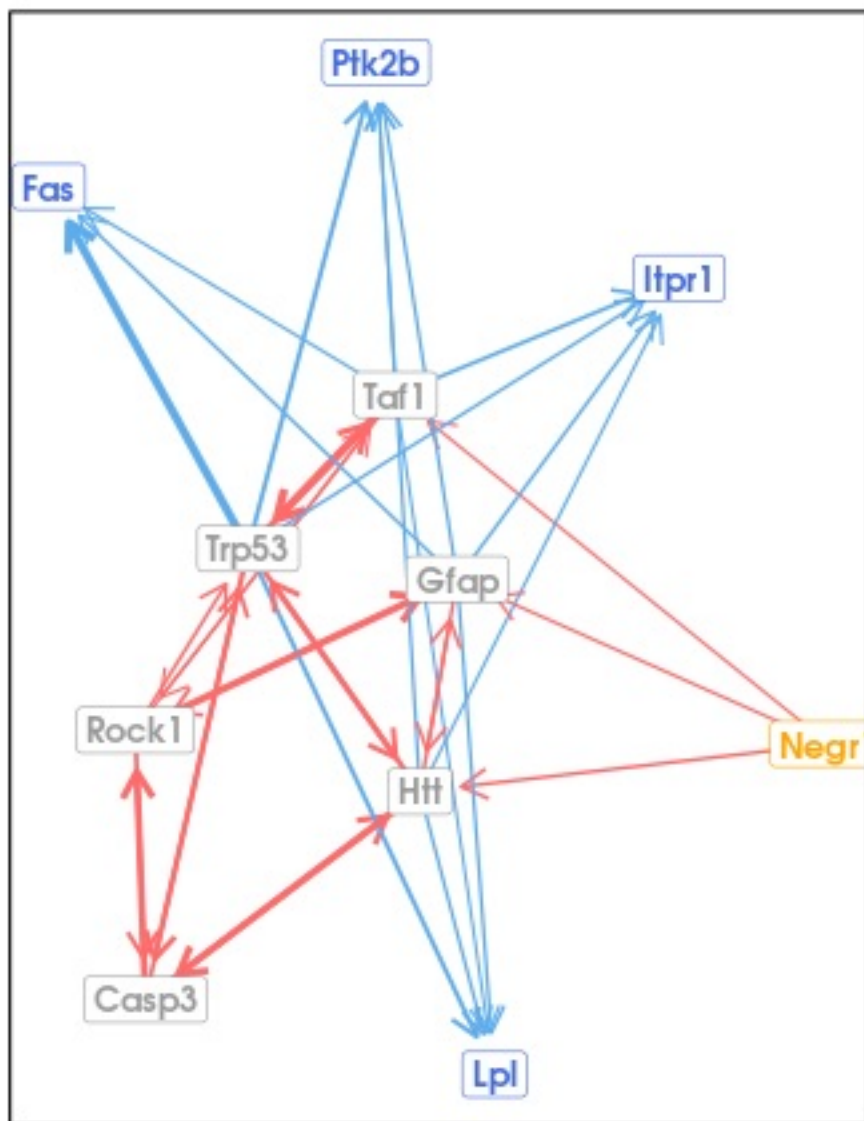

weight

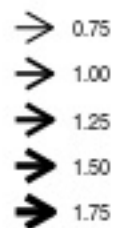

node\_type

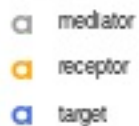

interaction\_type

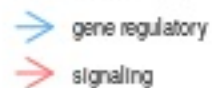

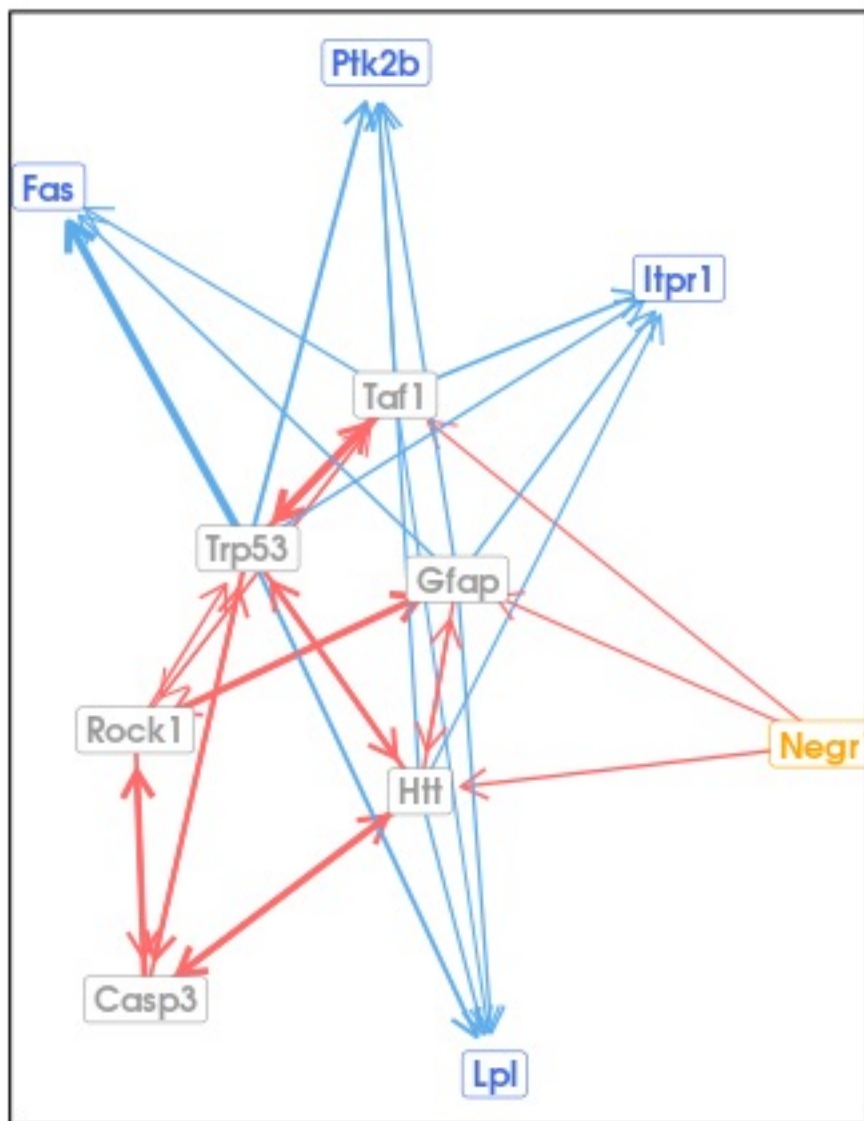

weight

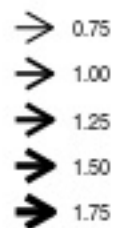

node\_type

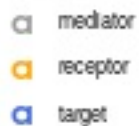

interaction\_type

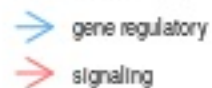

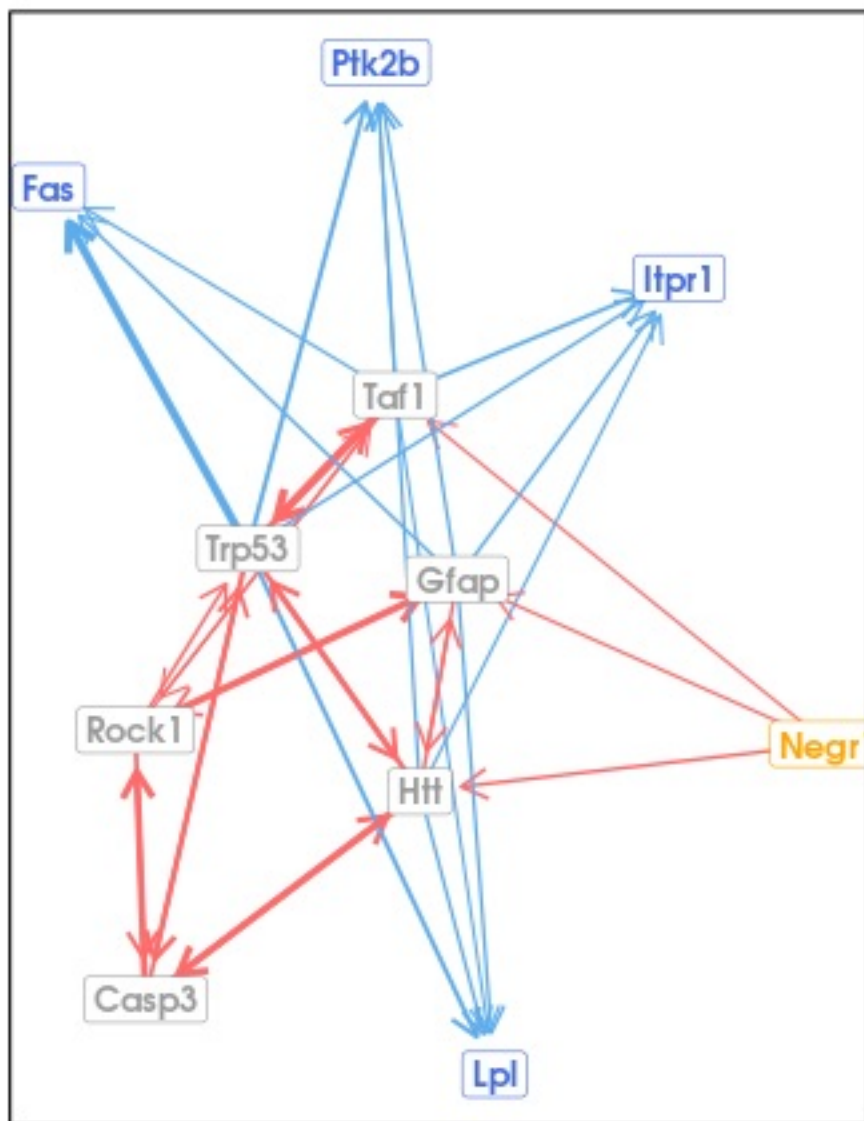

weight

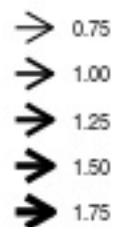

node\_type

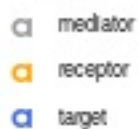

interaction\_type

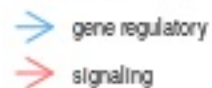

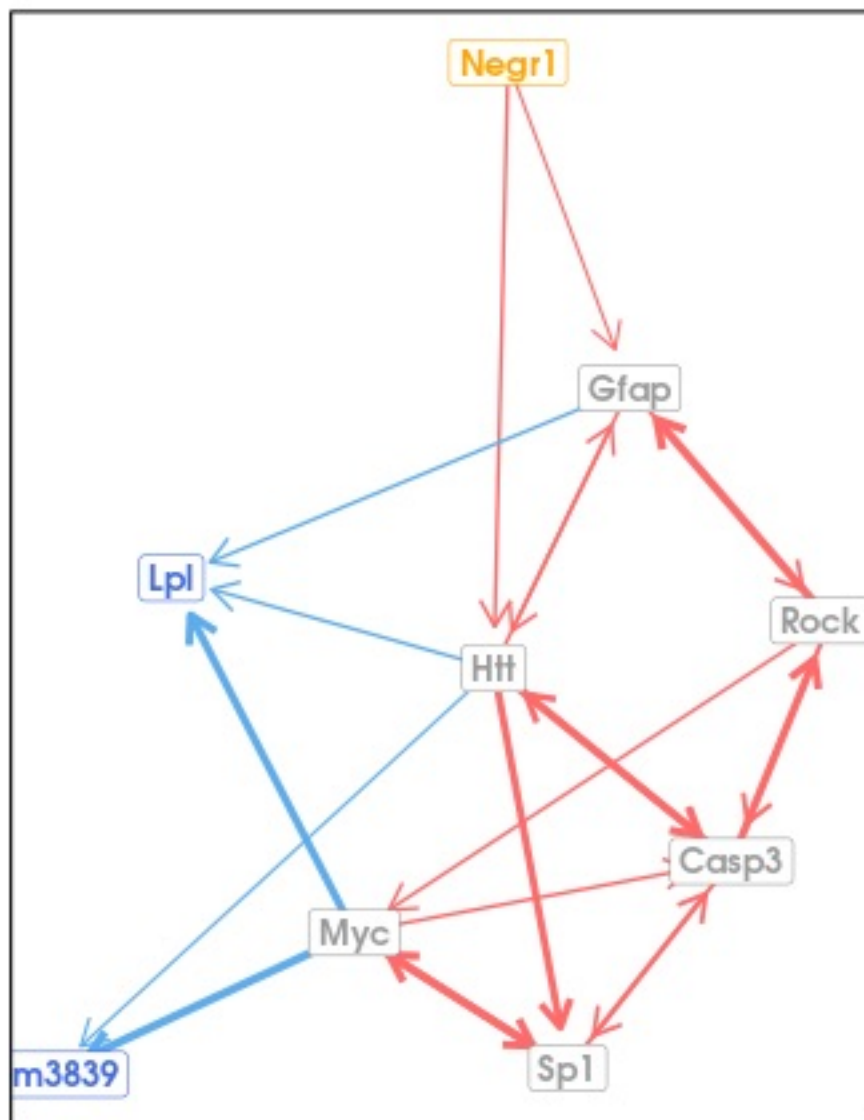

weight

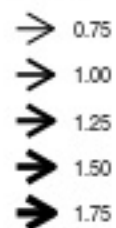

node\_type

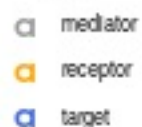

interaction\_type

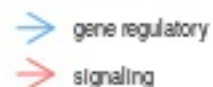

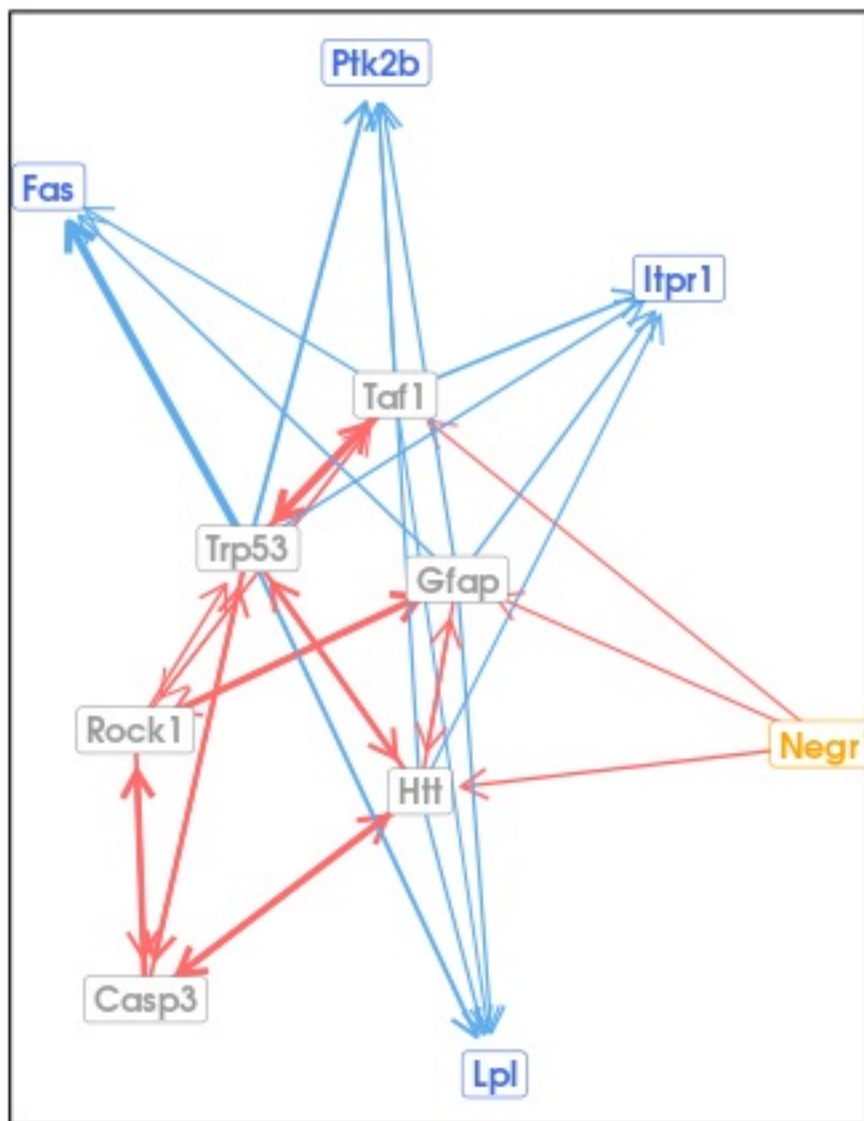

weight

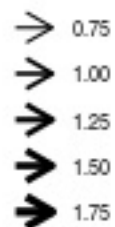

node\_type

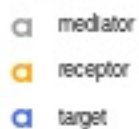

interaction\_type

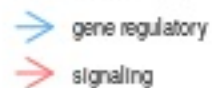

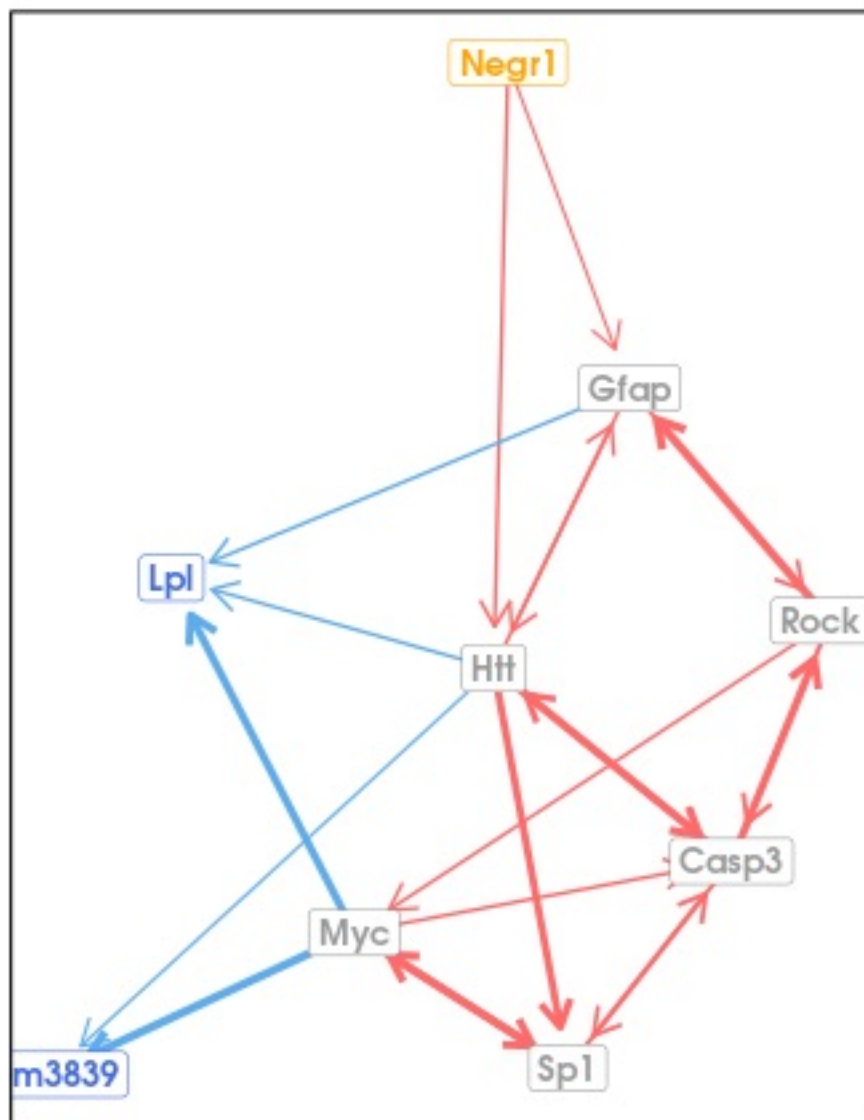

weight

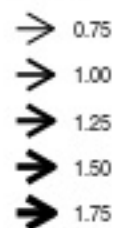

node\_type

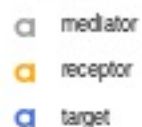

interaction\_type

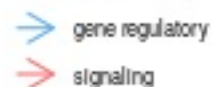

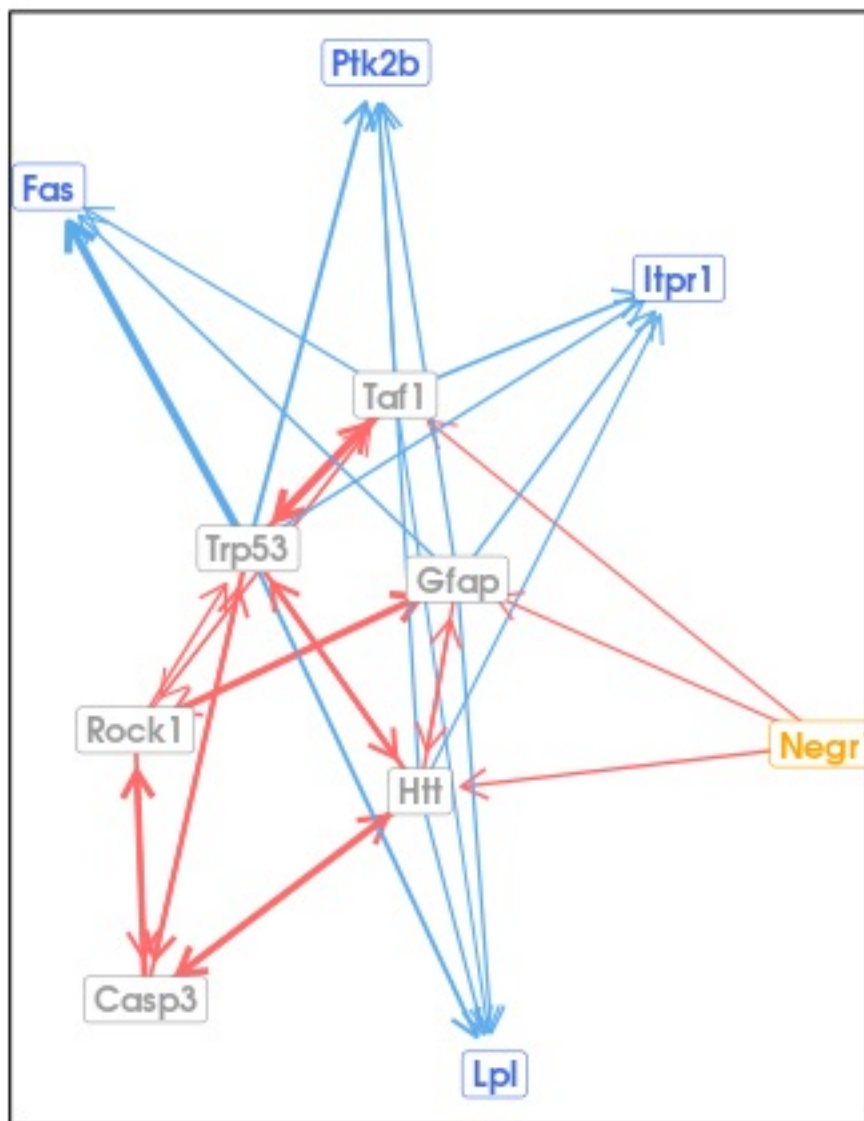

weight

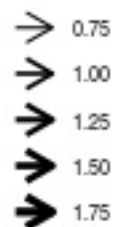

node\_type

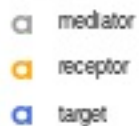

interaction\_type

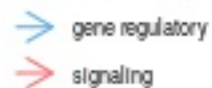

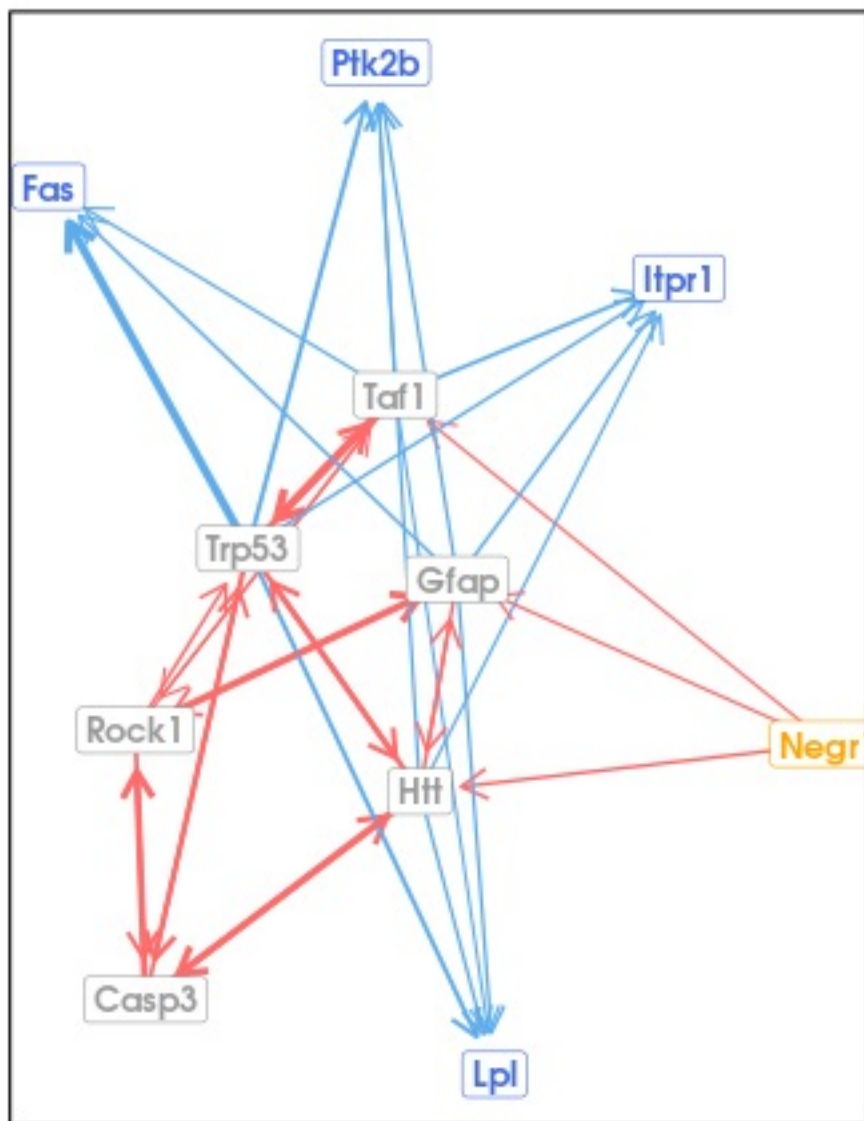

weight

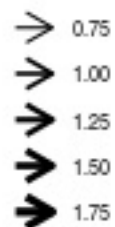

node\_type

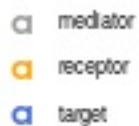

interaction\_type

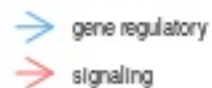

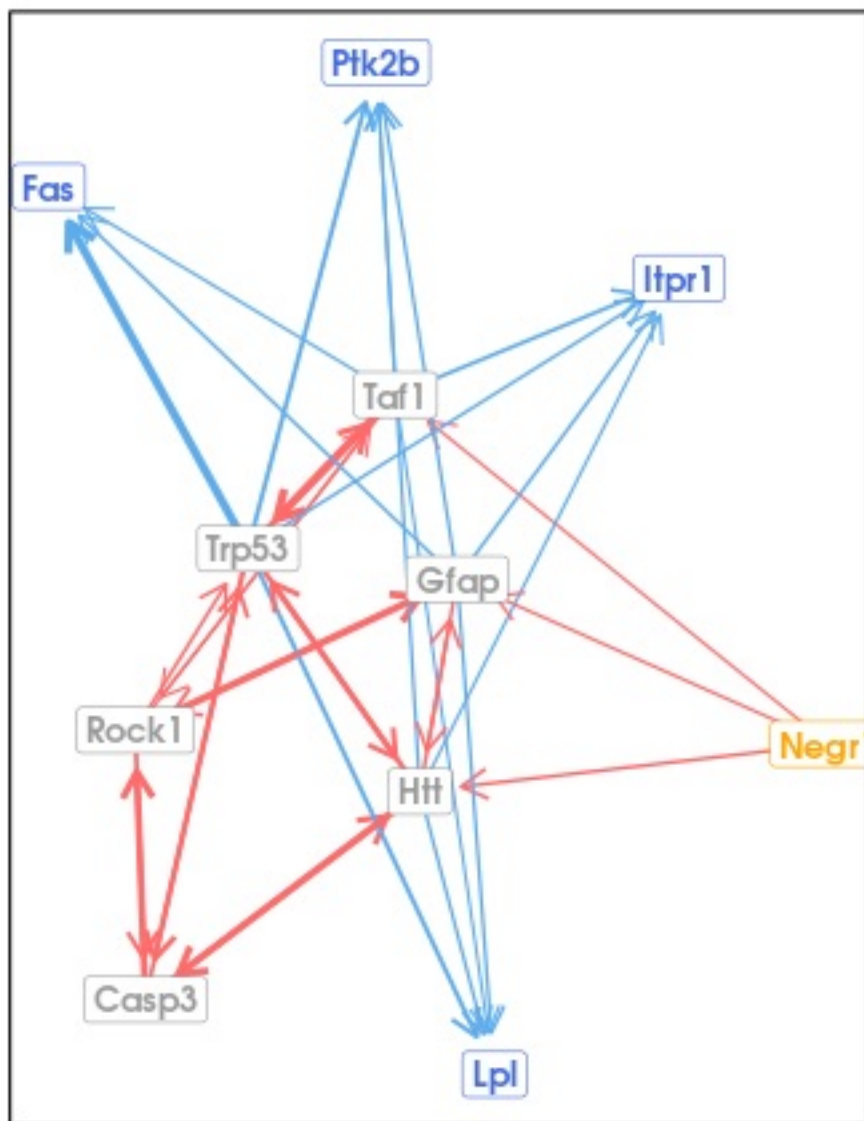

weight

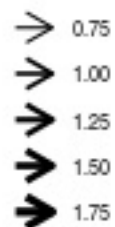

node\_type

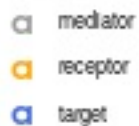

interaction\_type

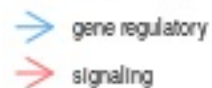

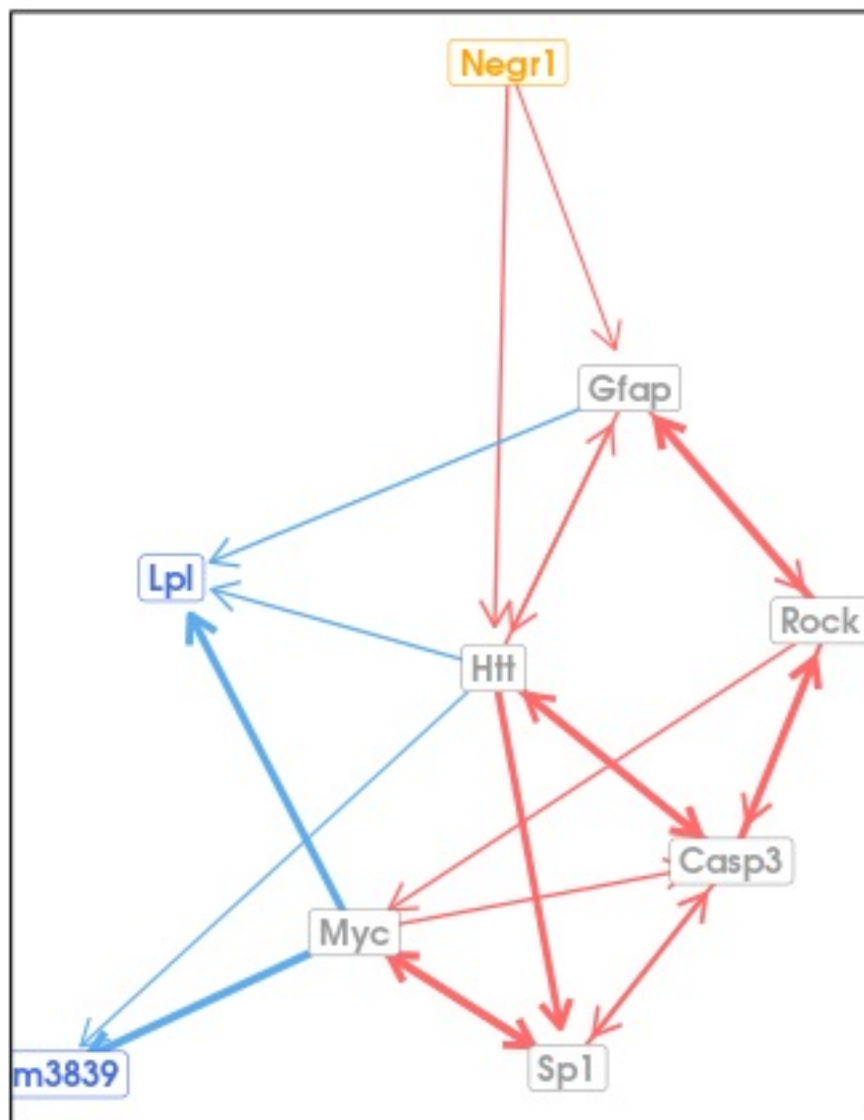

weight

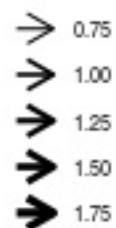

node\_type

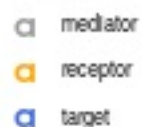

interaction\_type

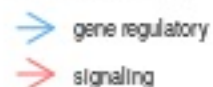

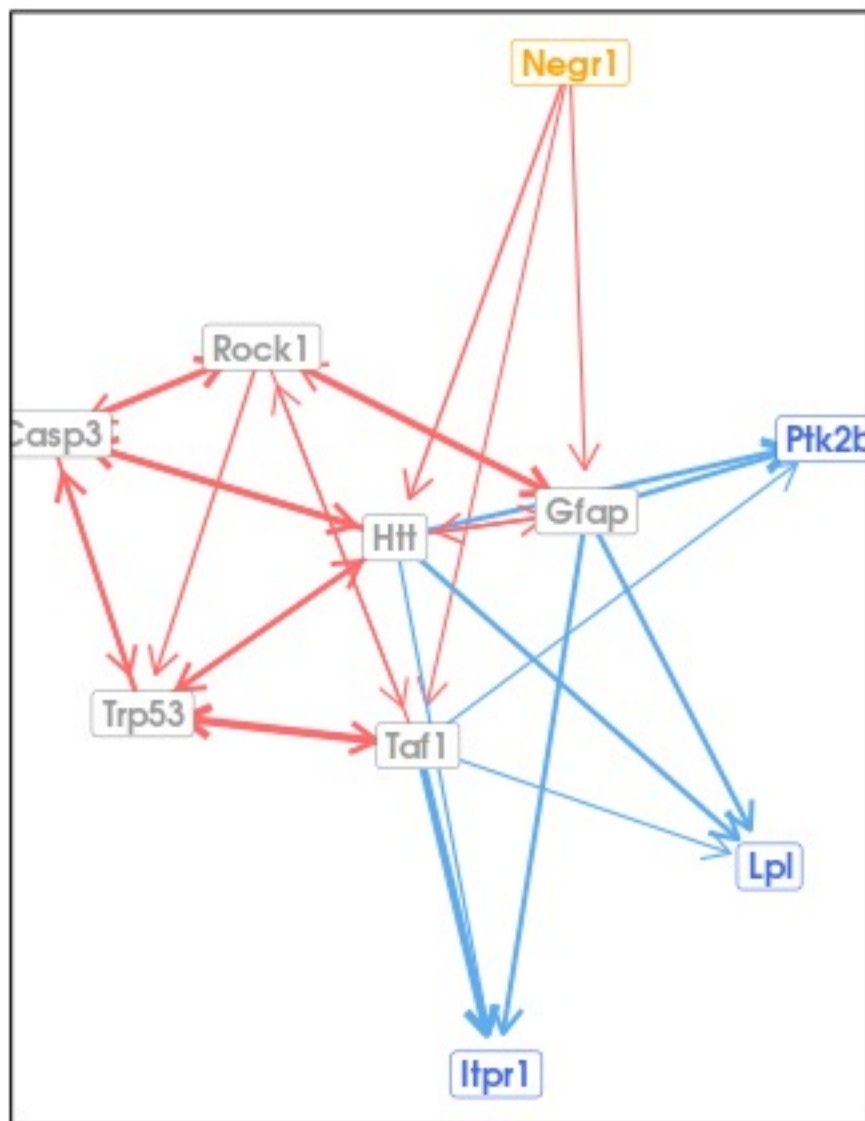

weight

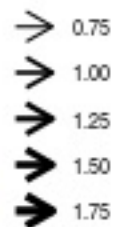

node\_type

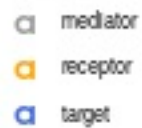

interaction\_type

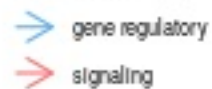

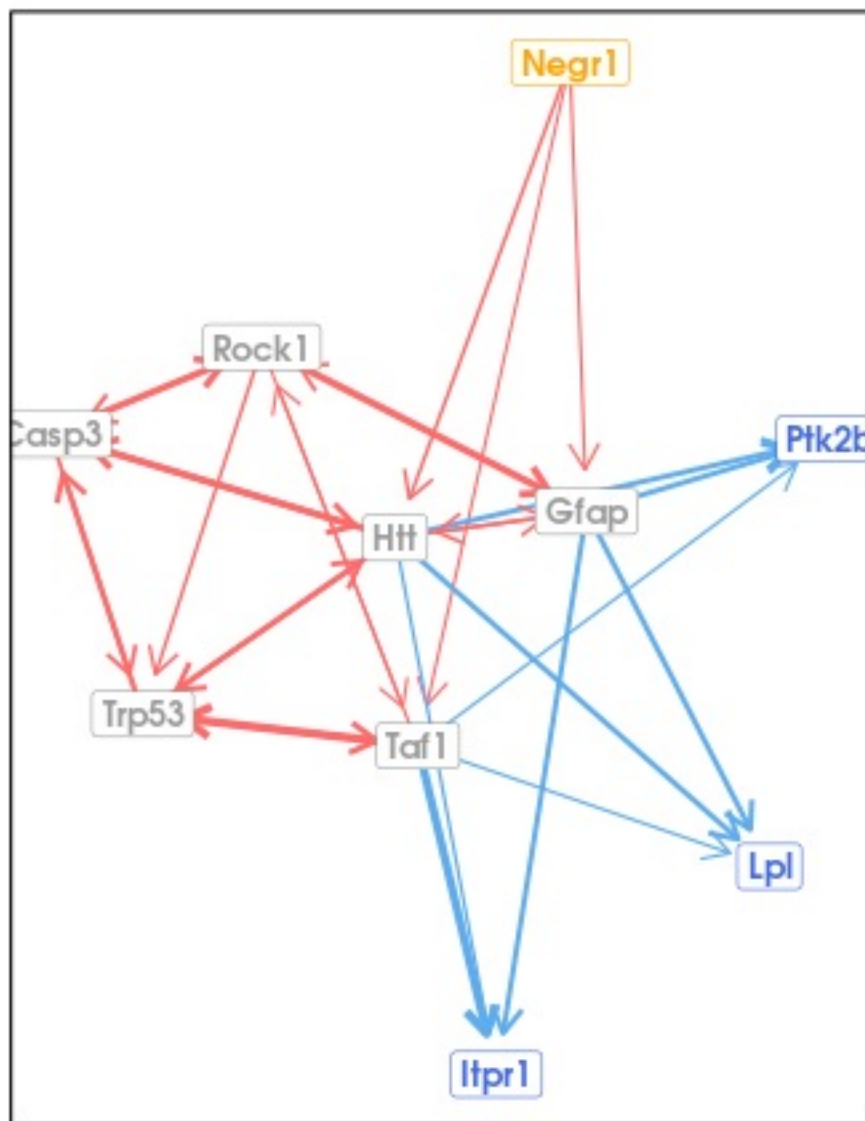

weight

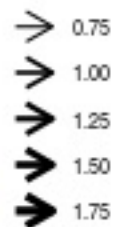

node\_type

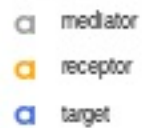

interaction\_type

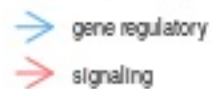

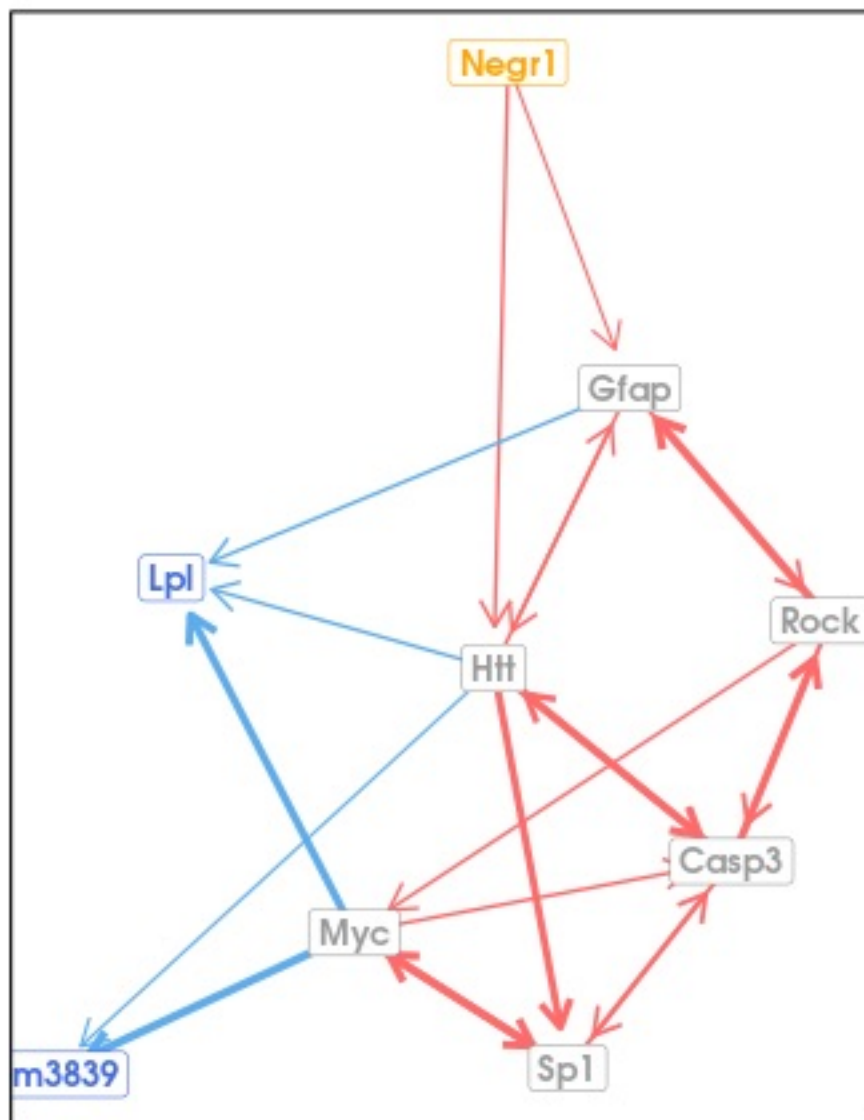

weight

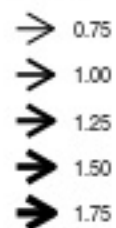

node\_type

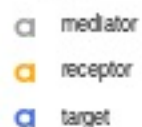

interaction\_type

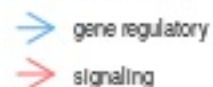

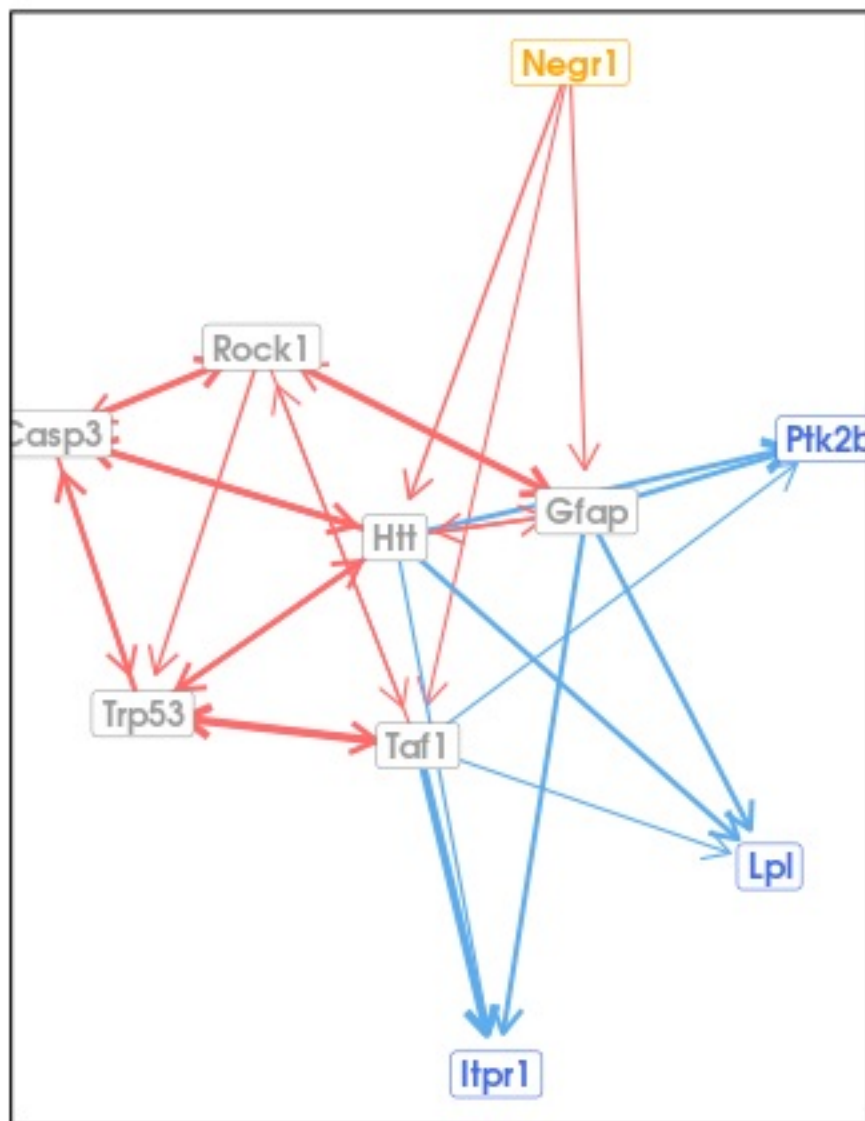

weight

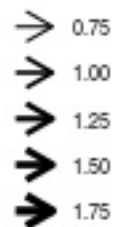

node\_type

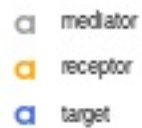

interaction\_type

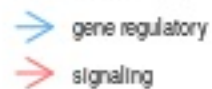

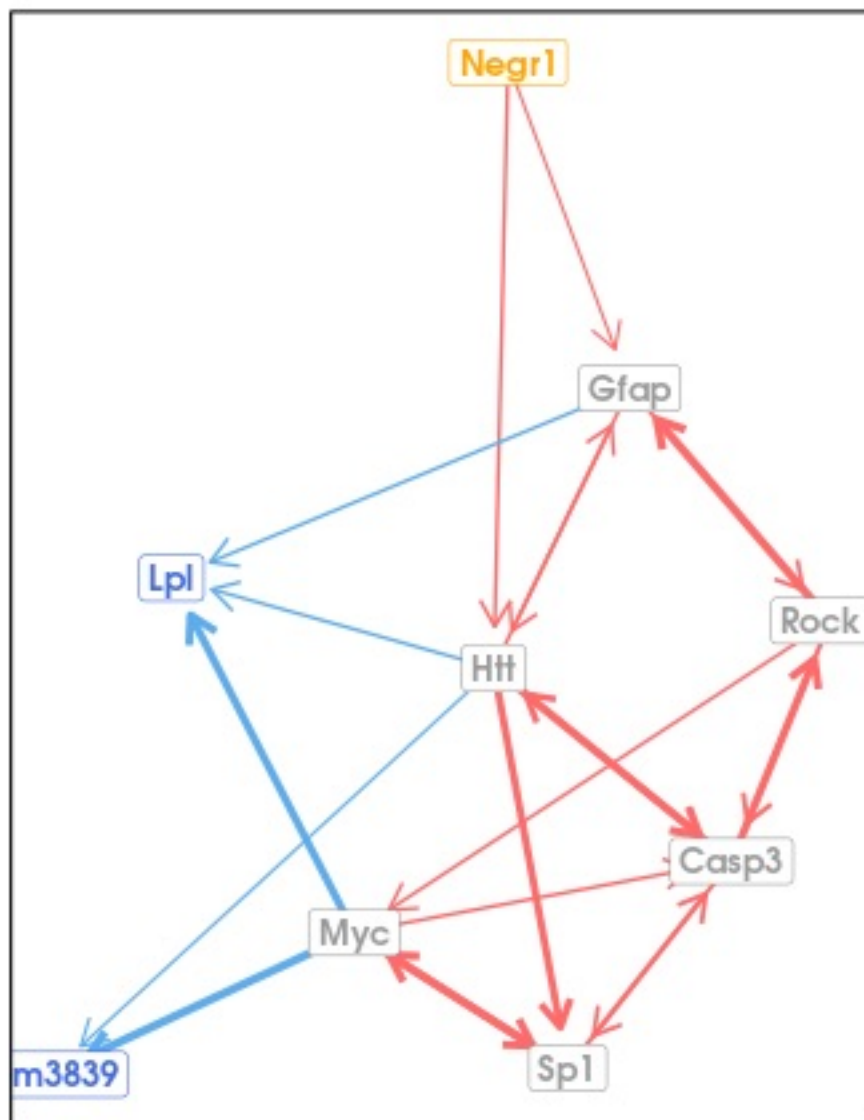

weight

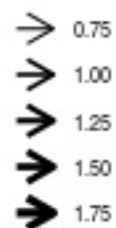

node\_type

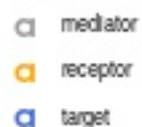

interaction\_type

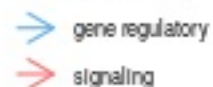

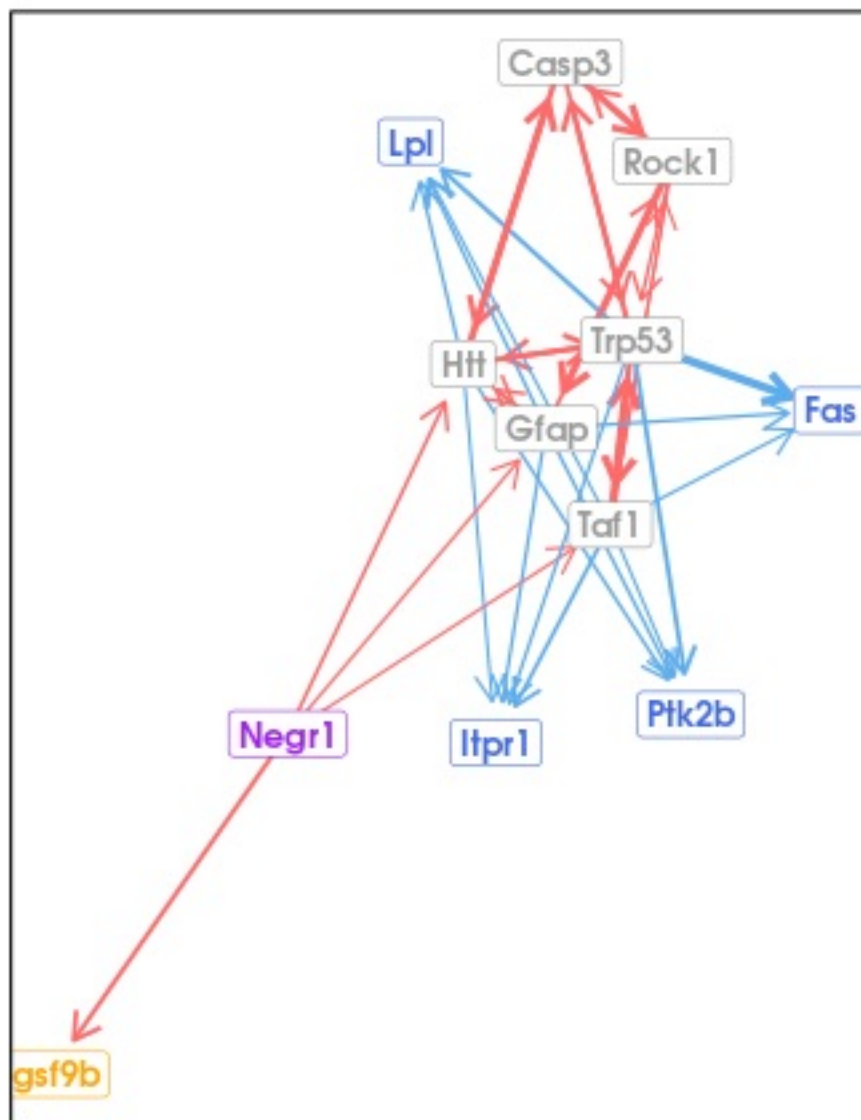

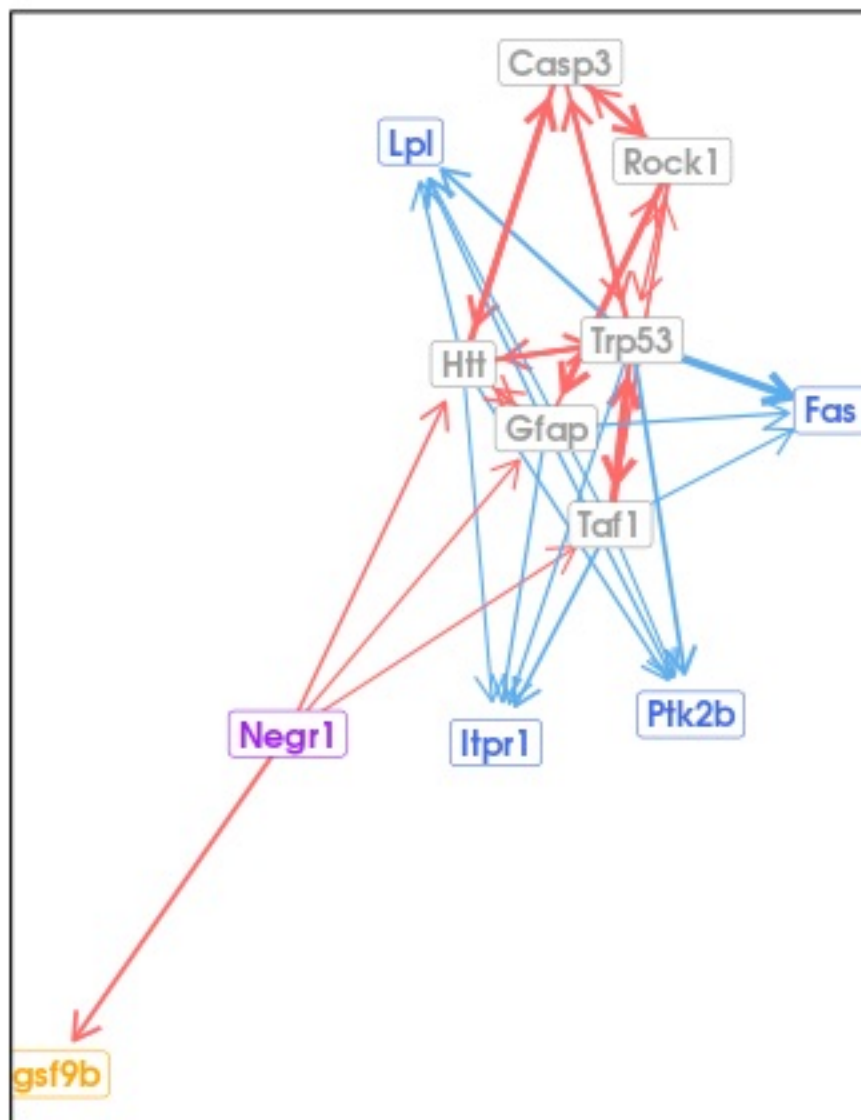

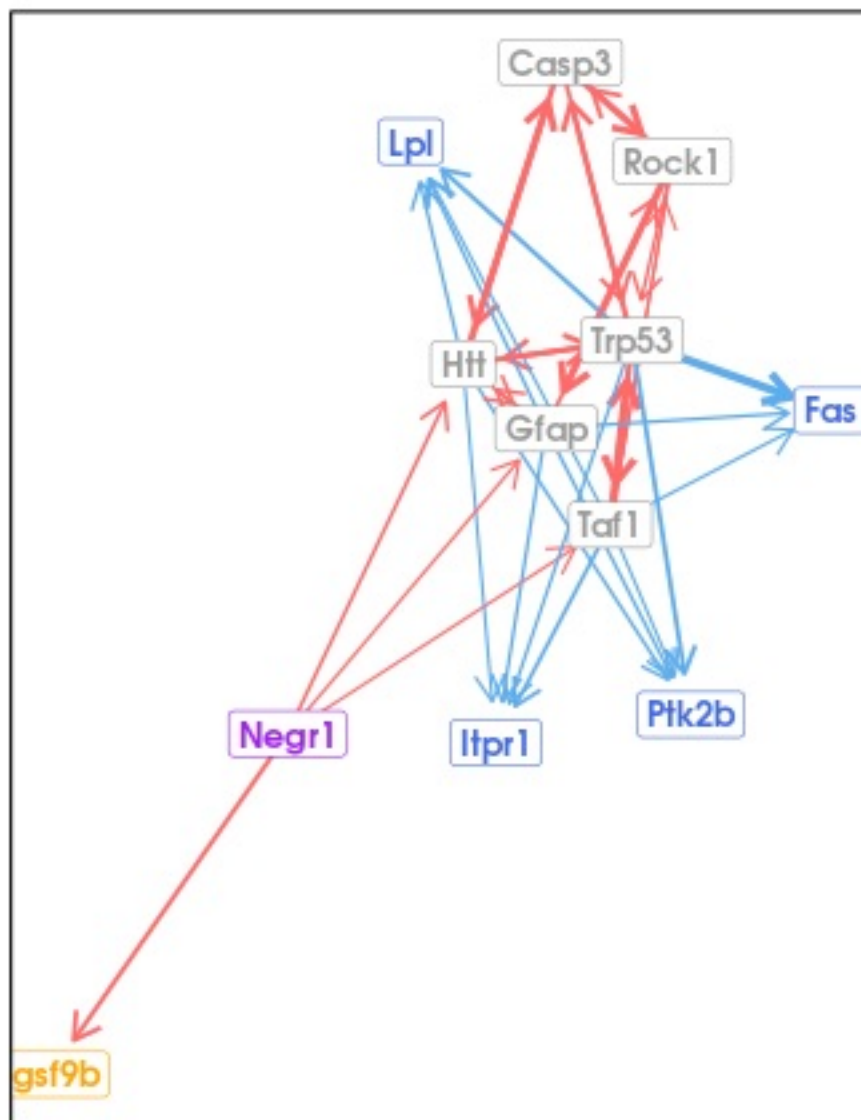

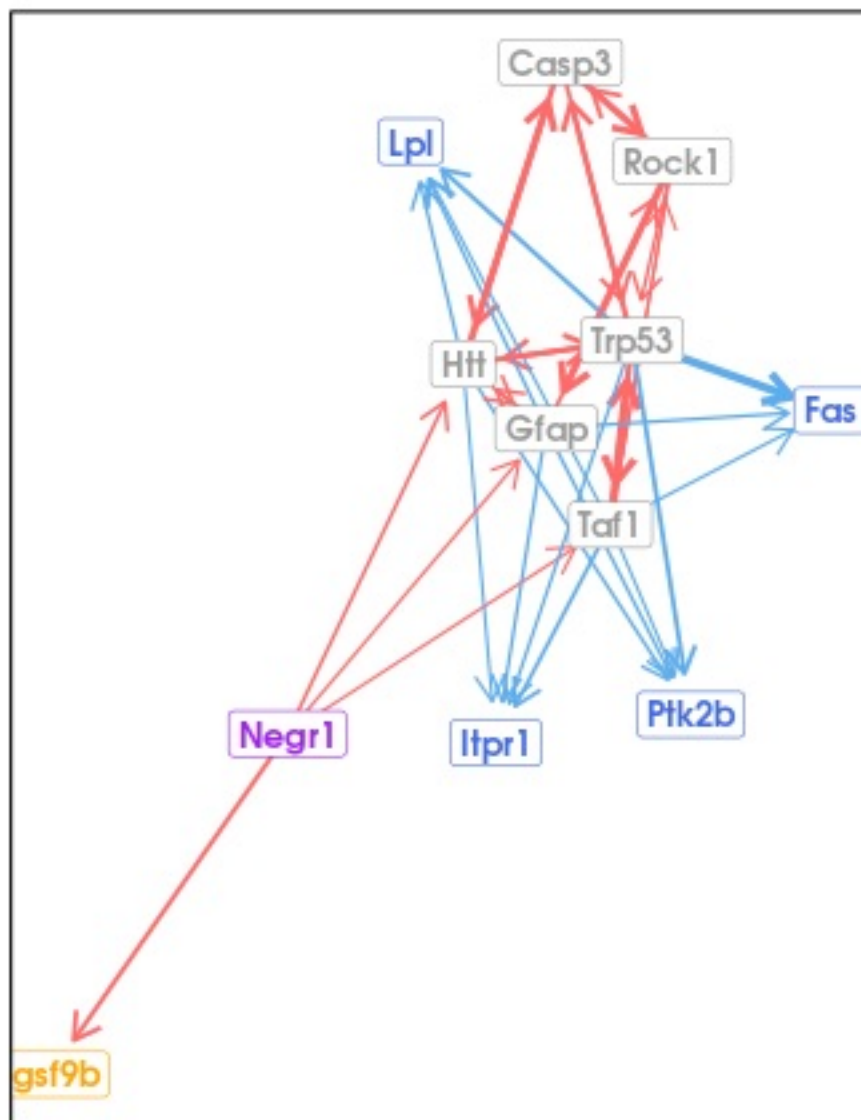

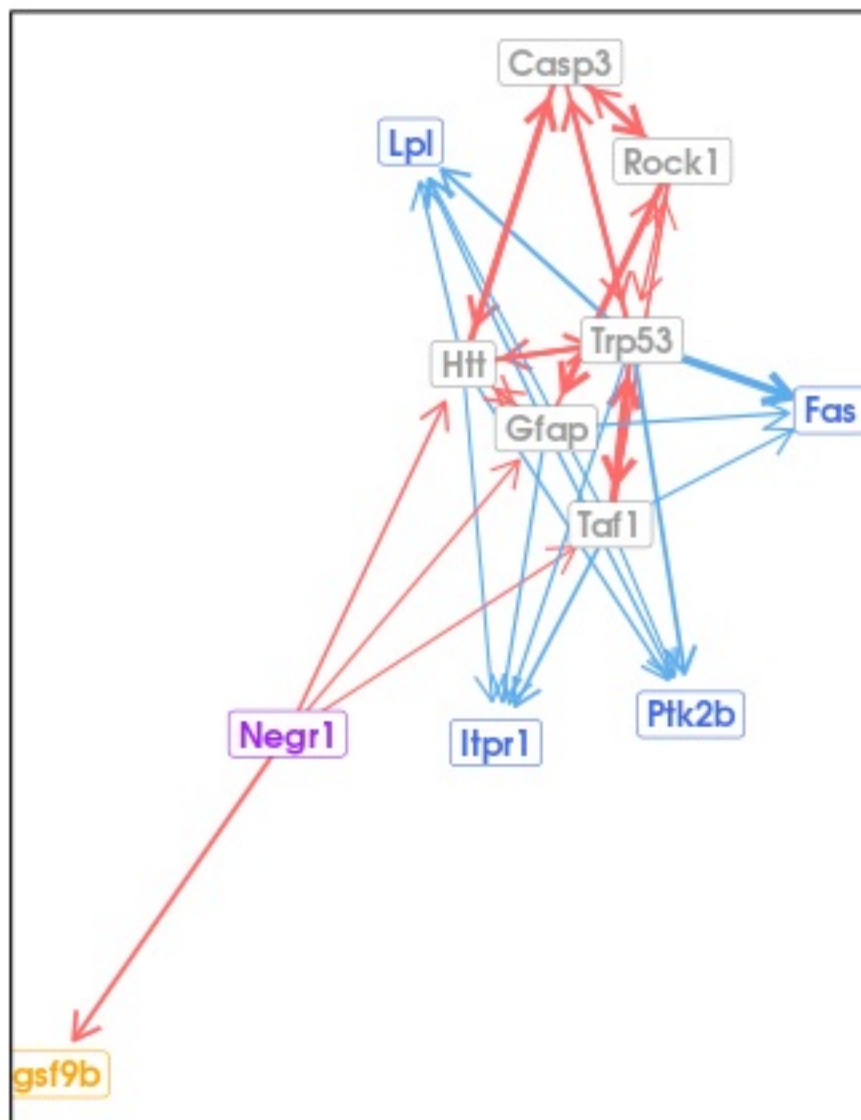

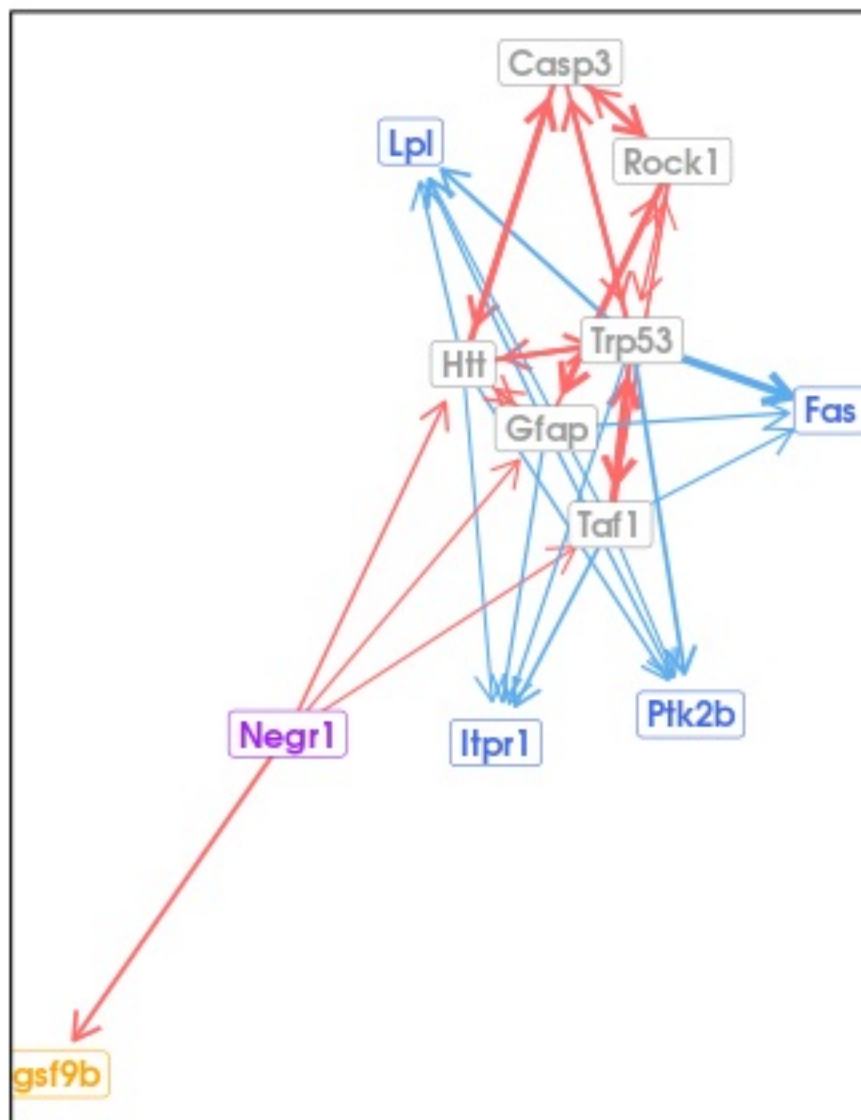

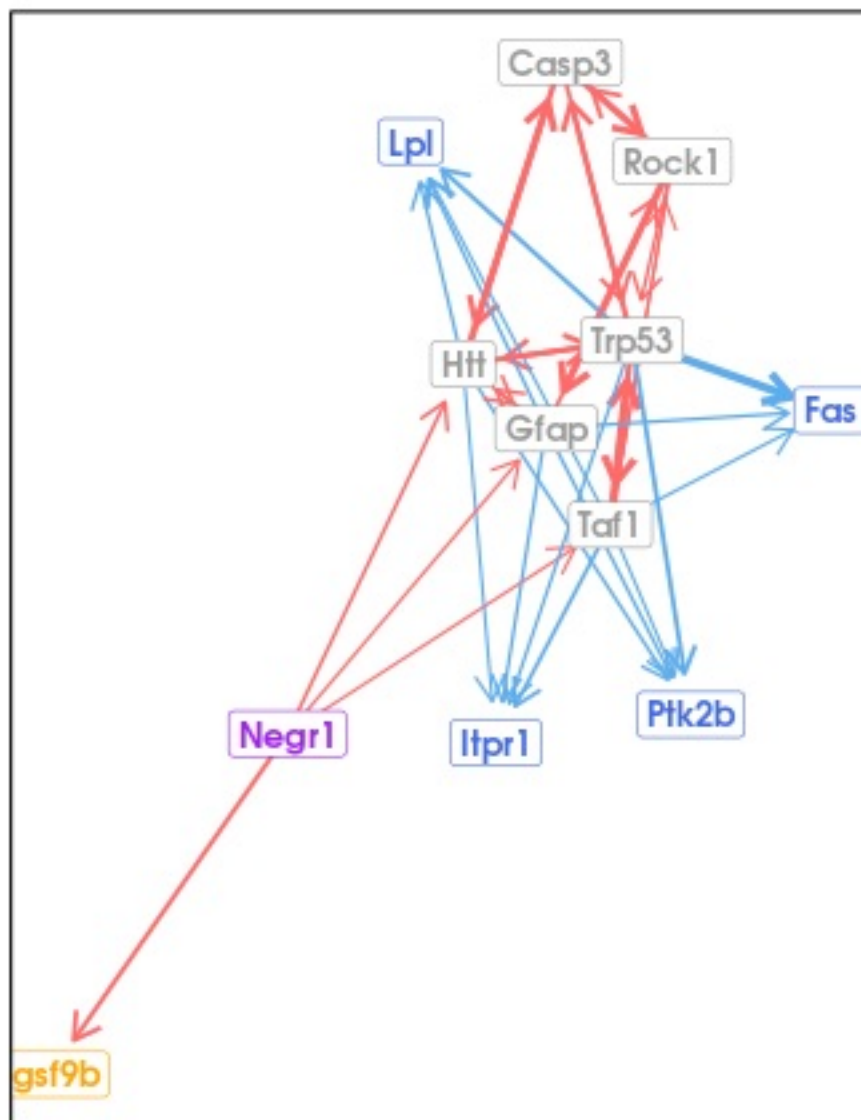

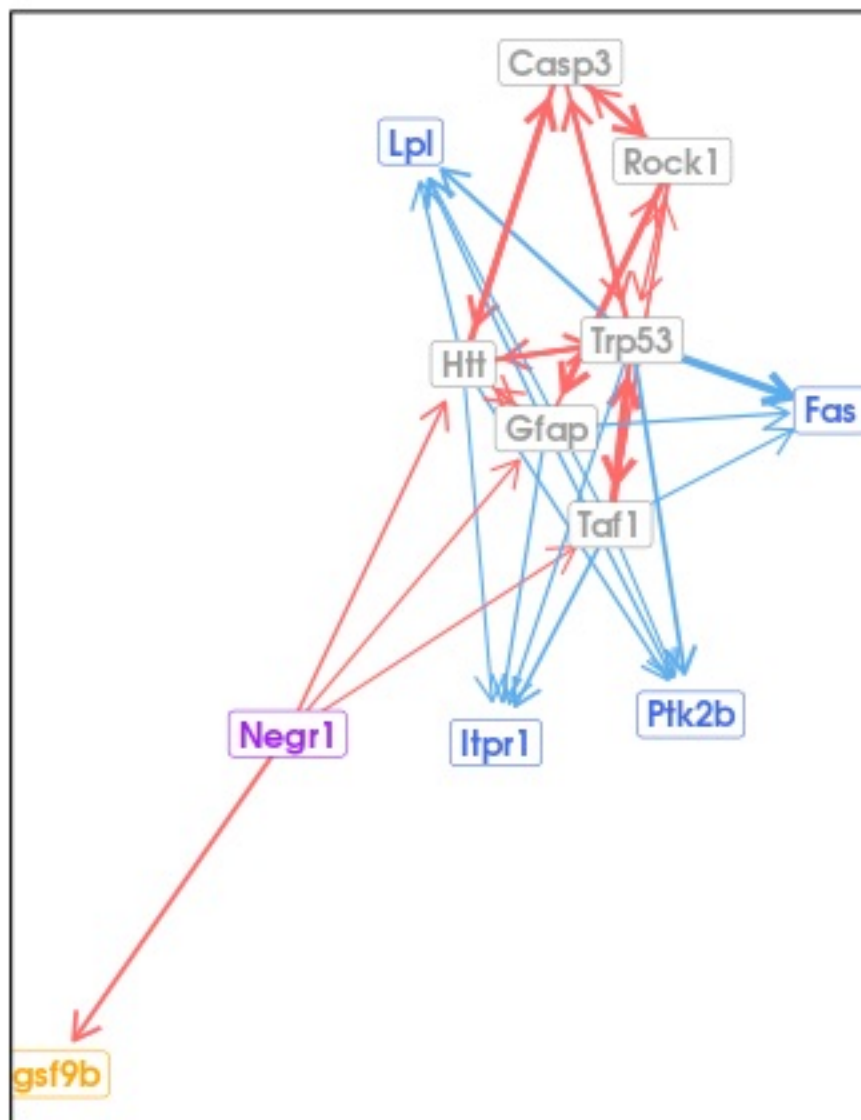

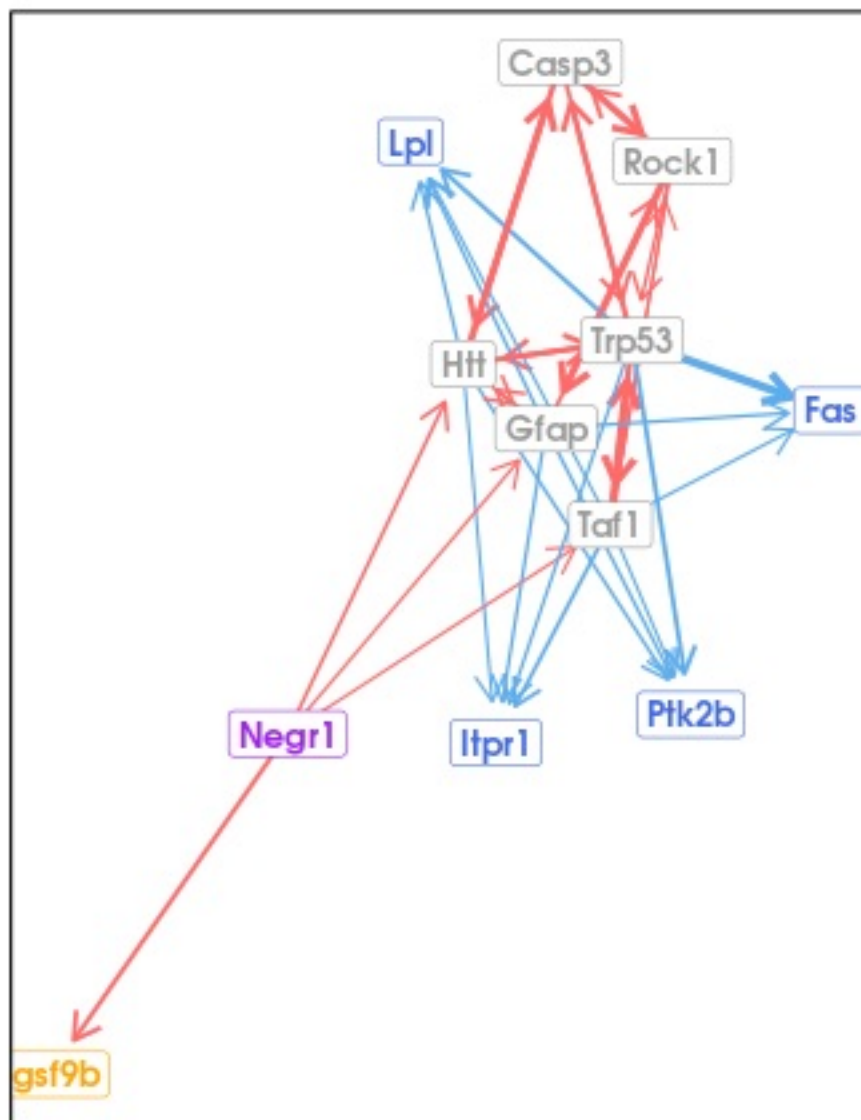

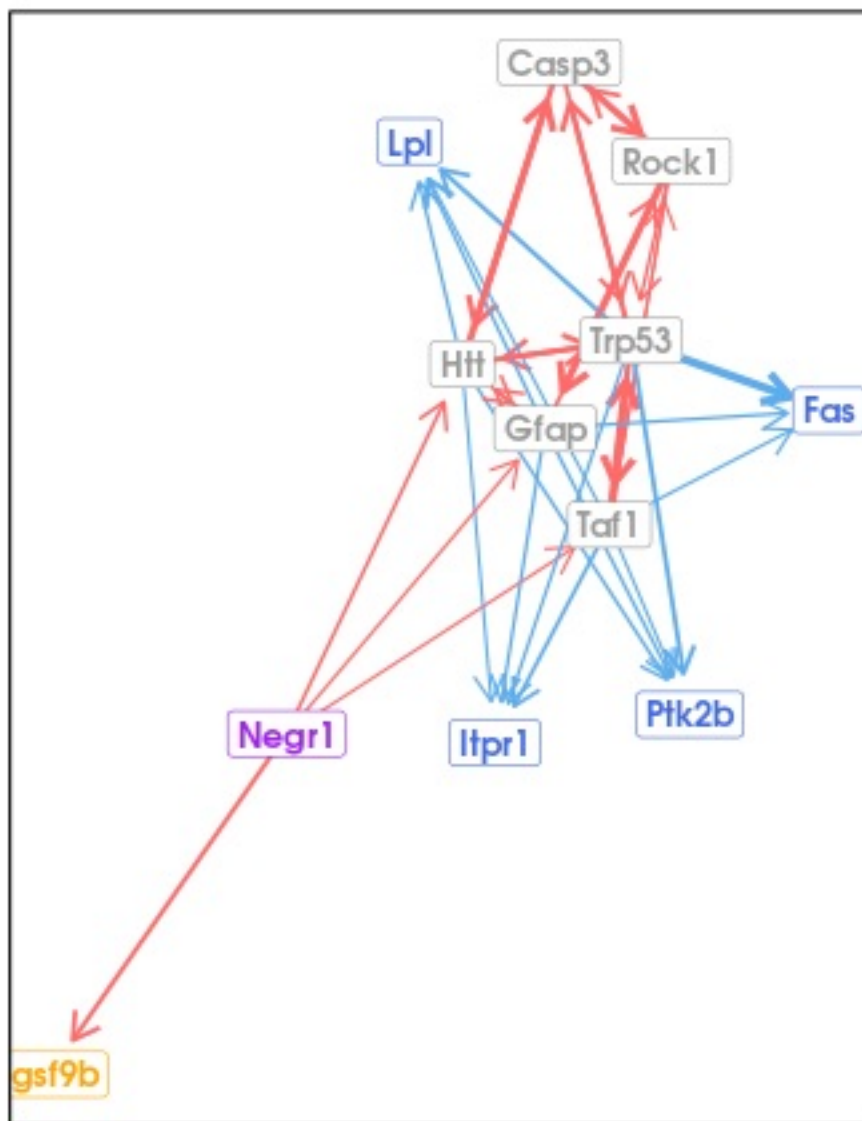

weight

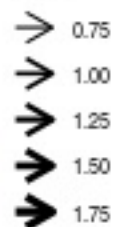

node\_type

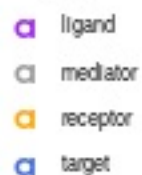

interaction\_type

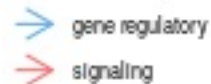

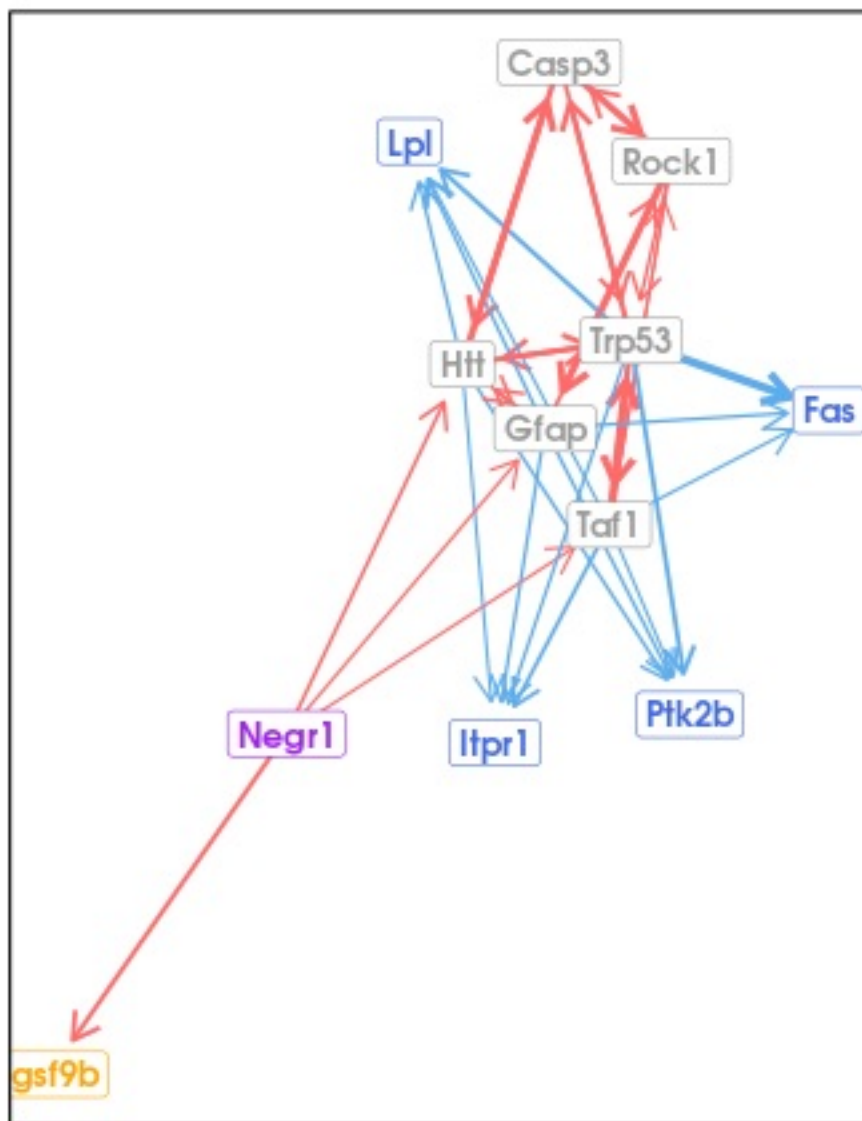

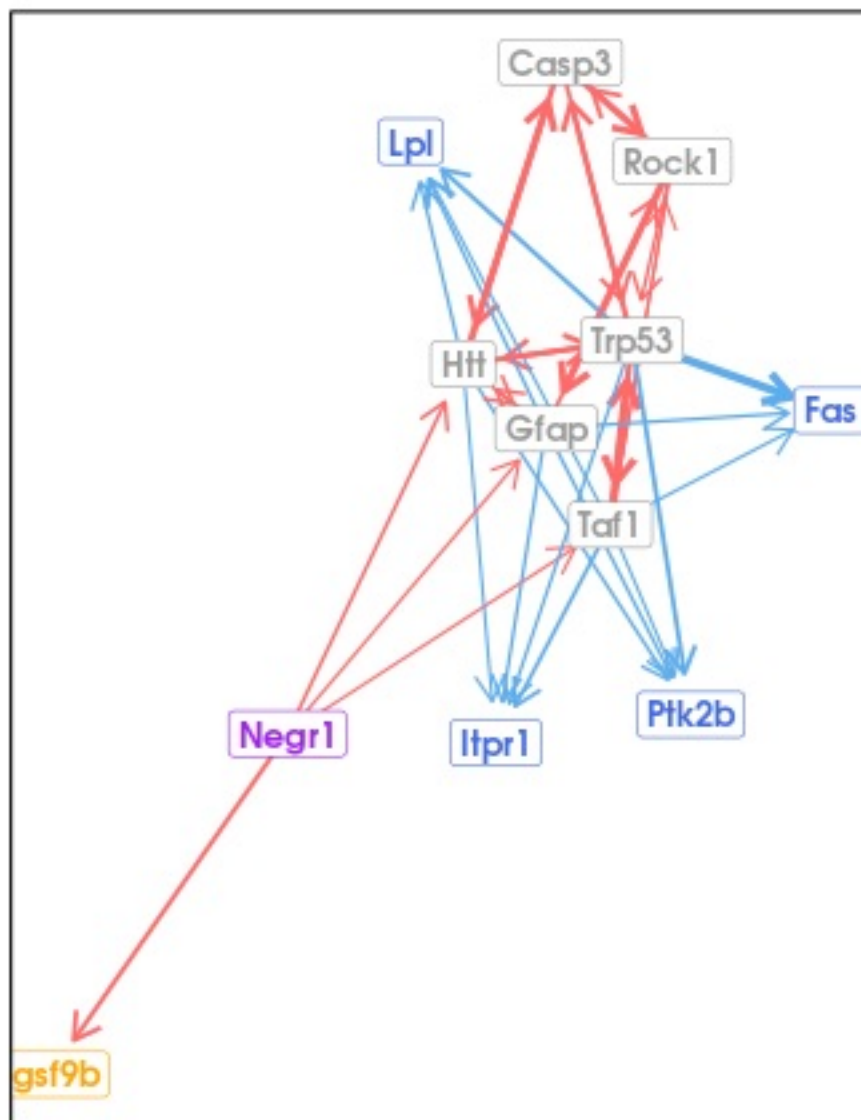

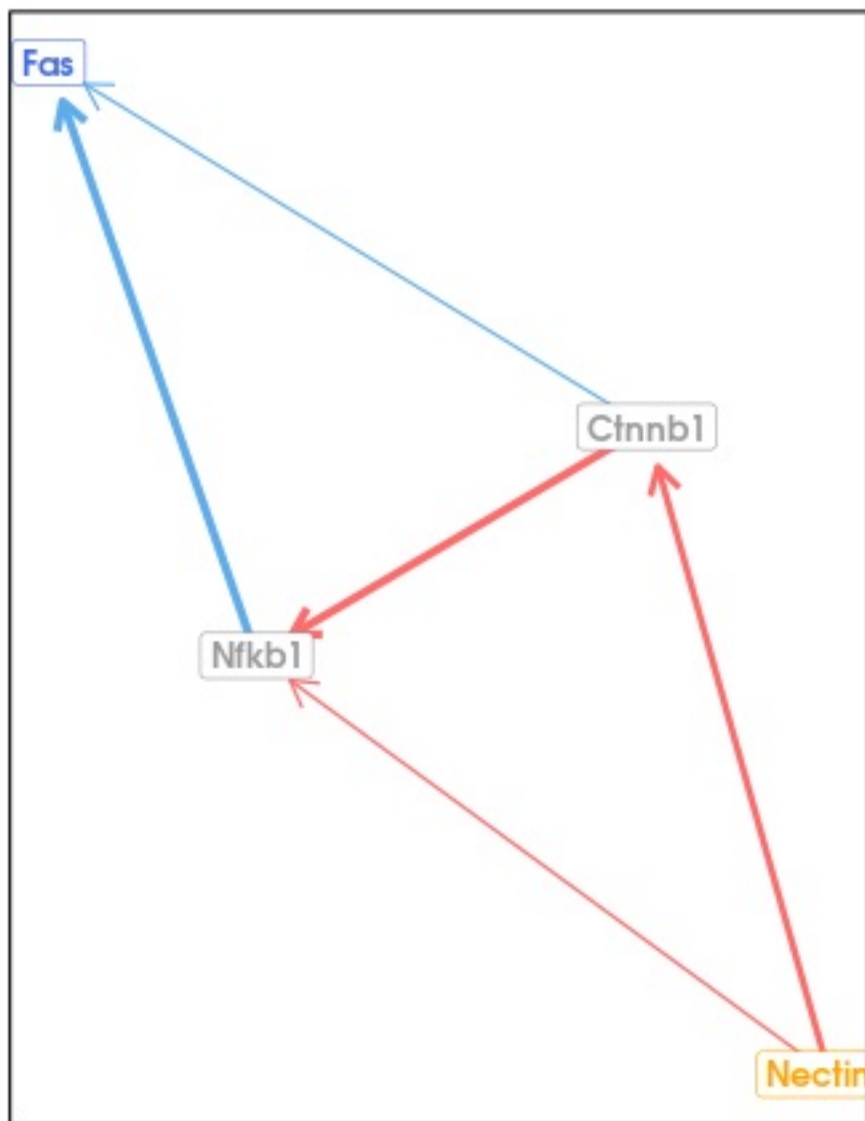

weight

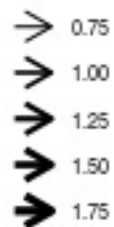

node\_type

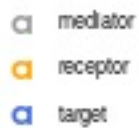

interaction\_type

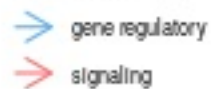

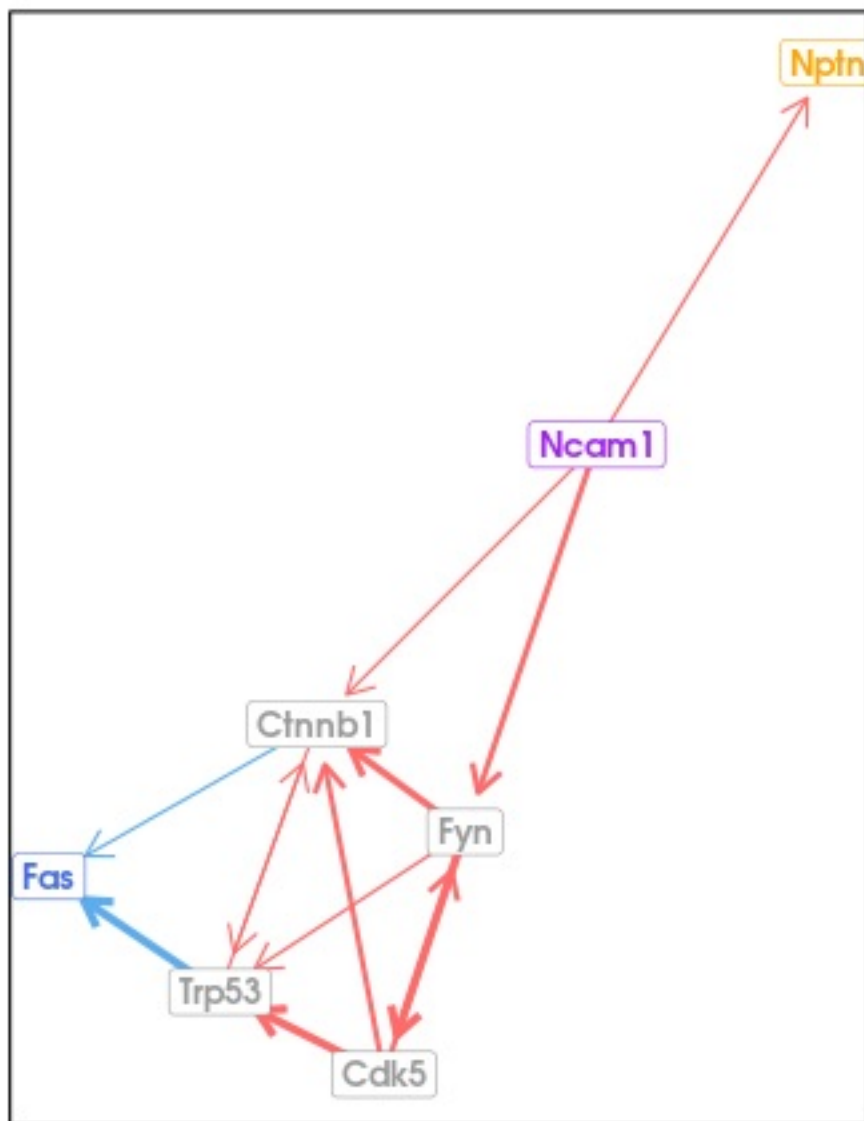

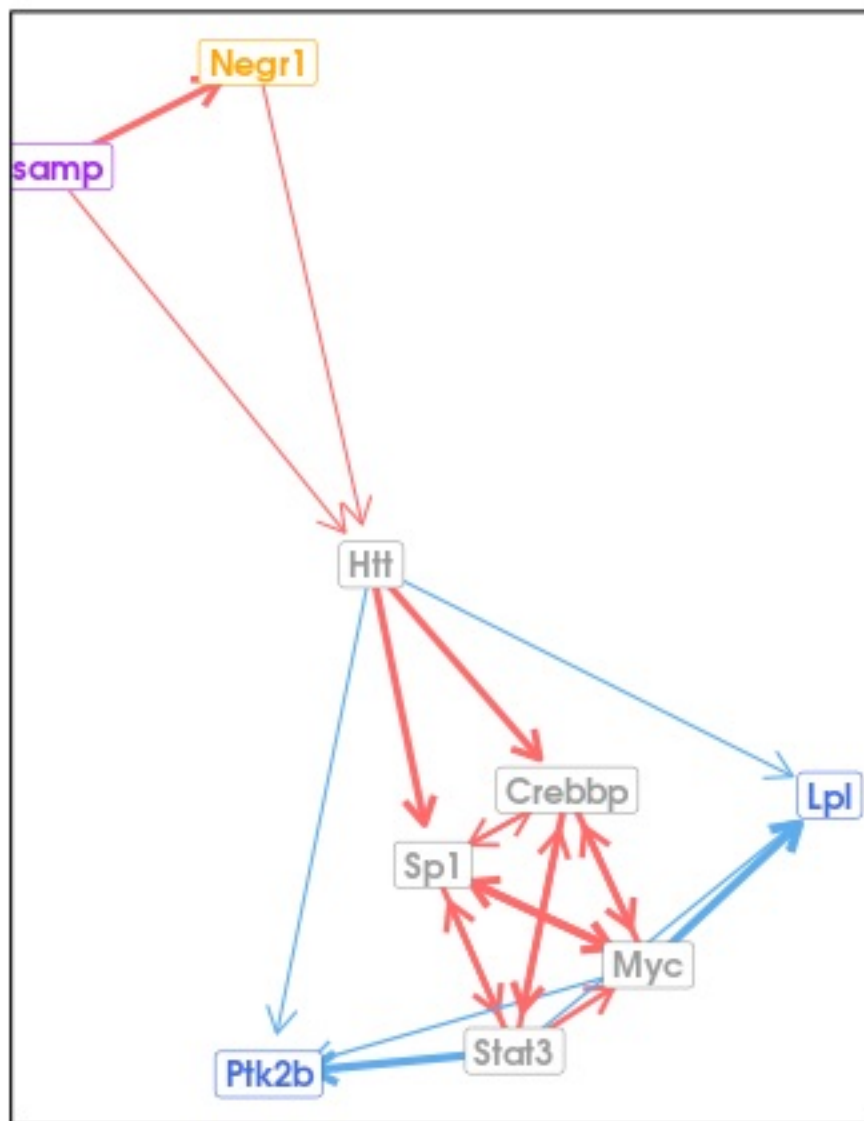

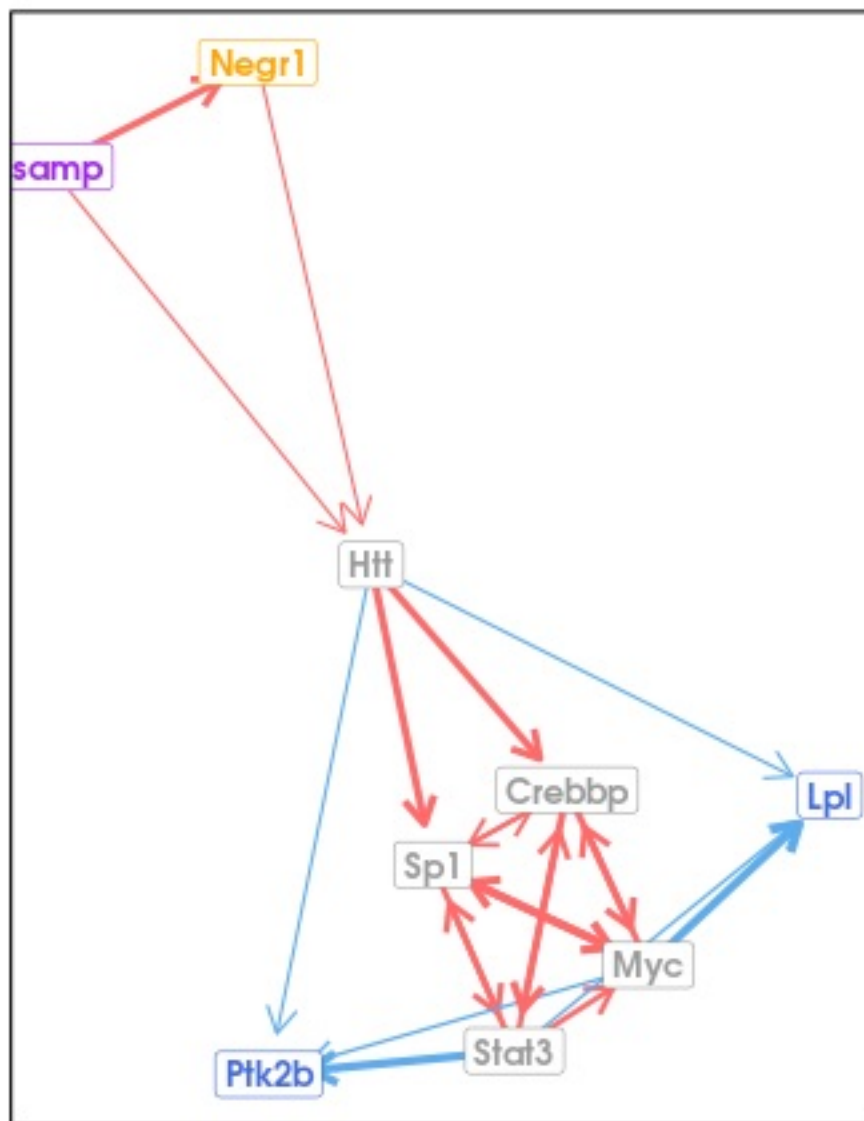

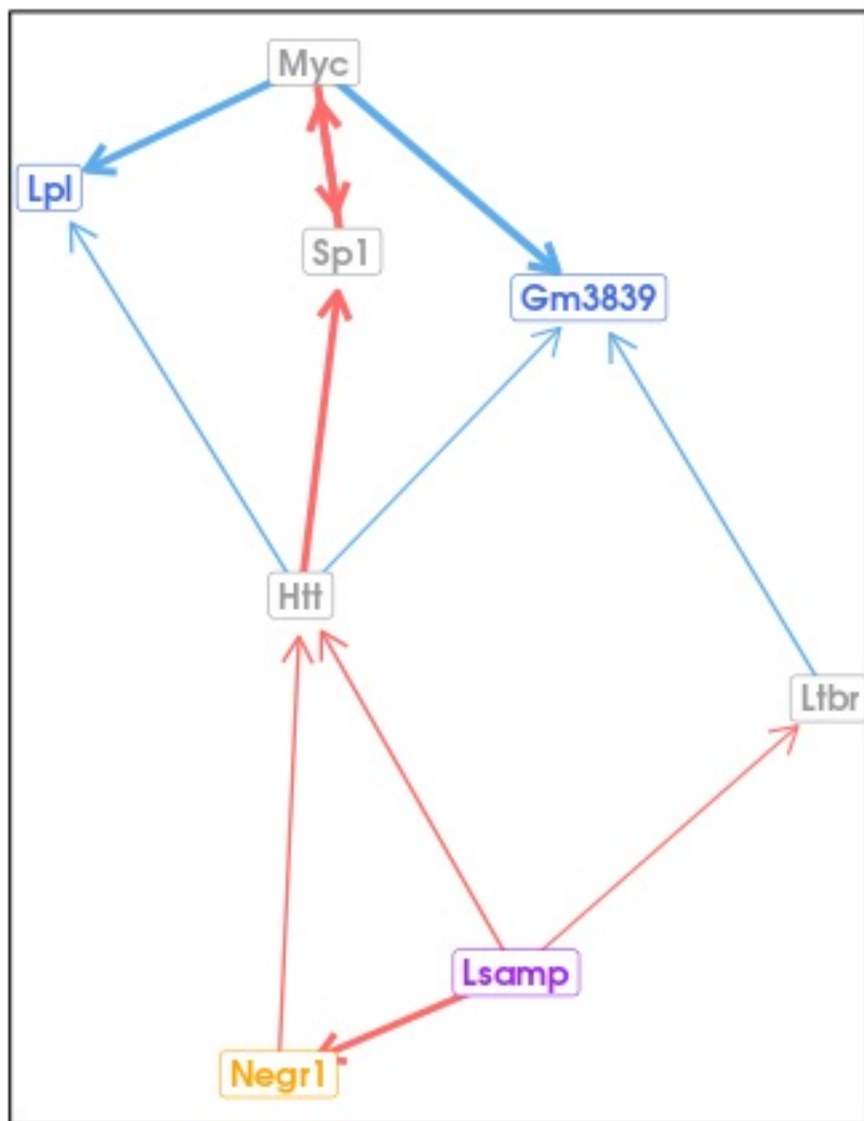

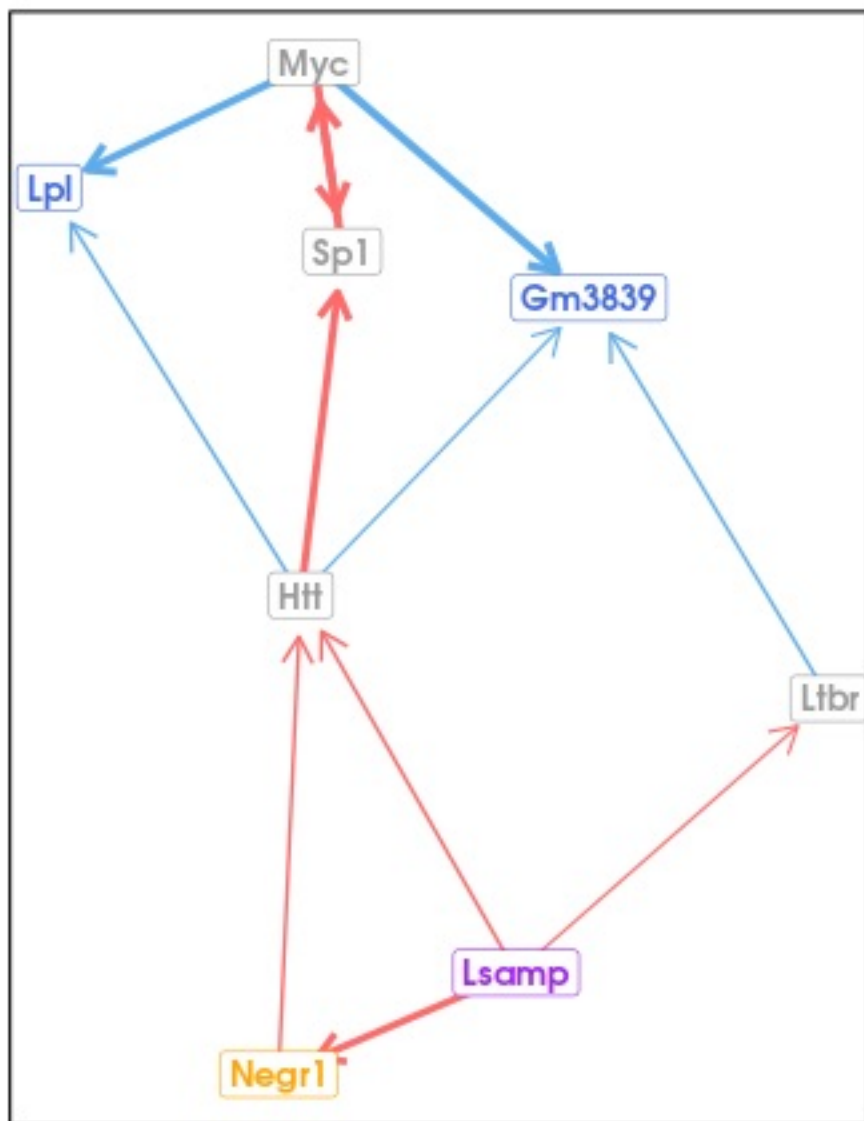

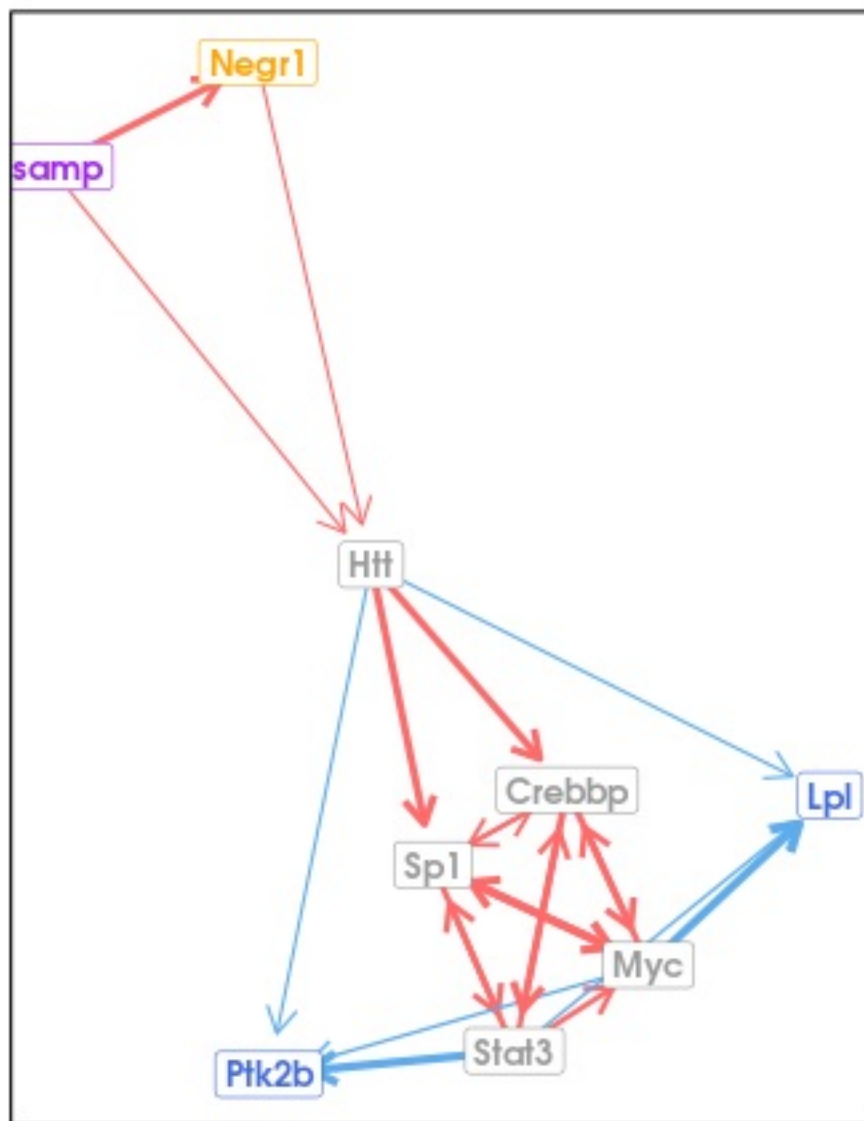

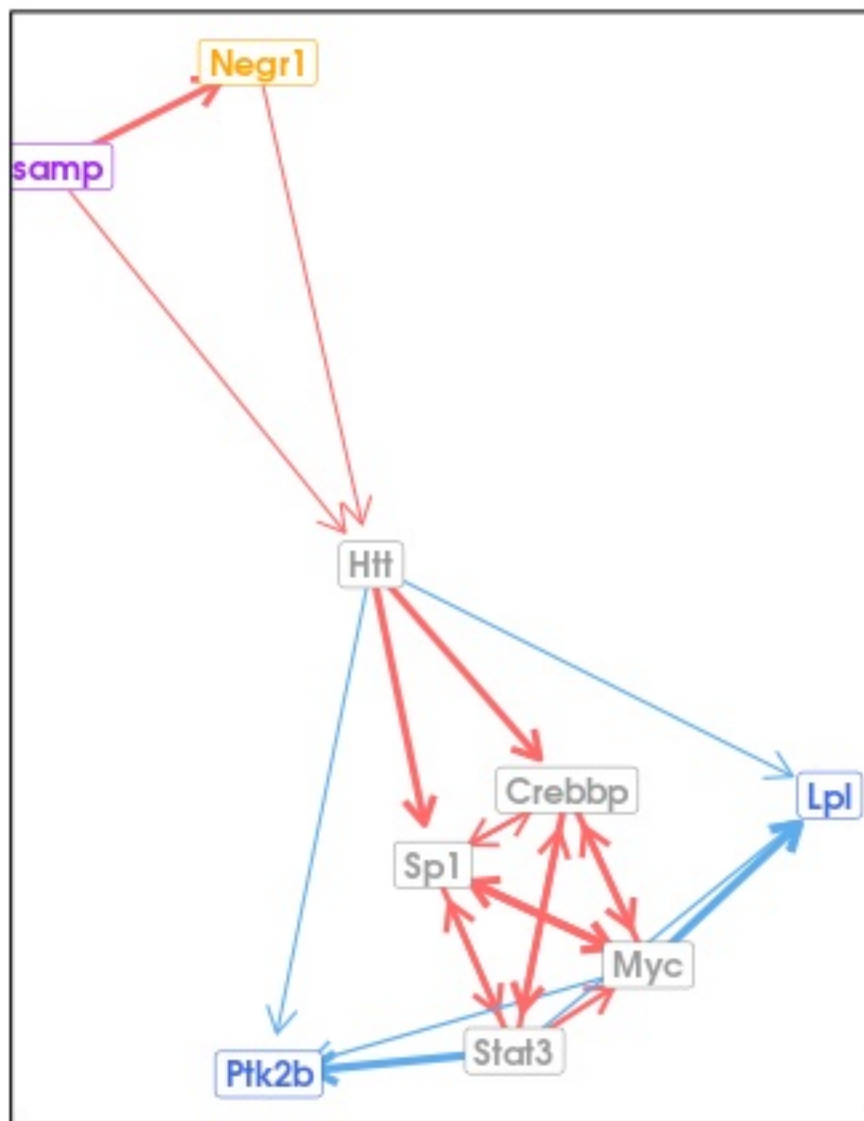

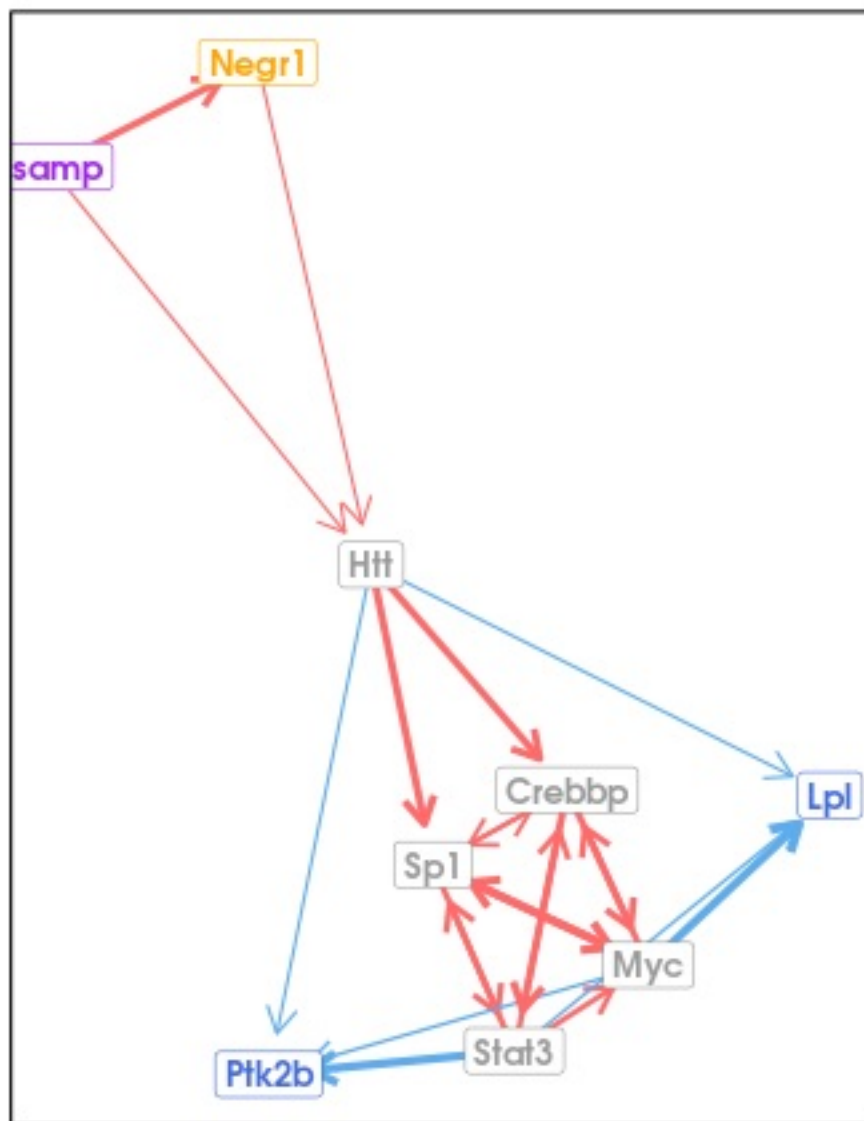

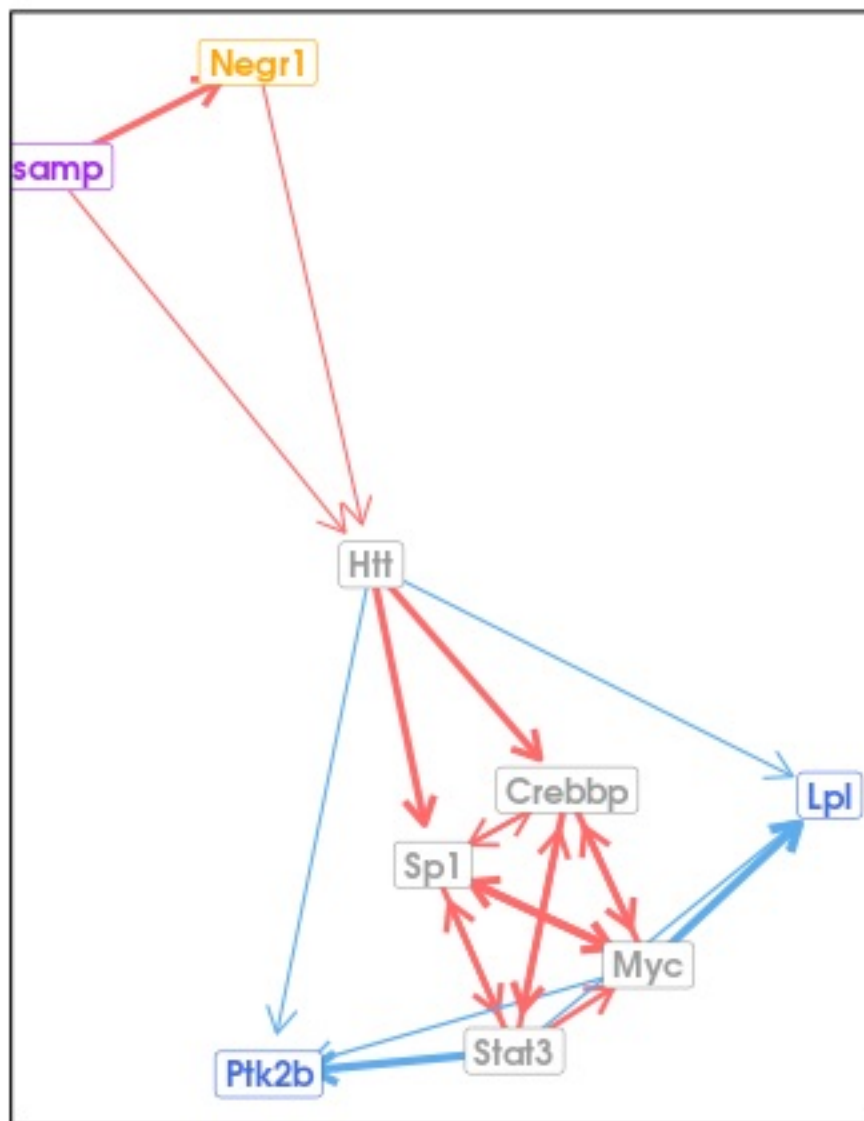

weight

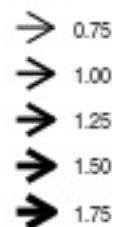

node\_type

- ligand
- mediator
- receptor
- target

interaction\_type

- gene regulatory
- signaling

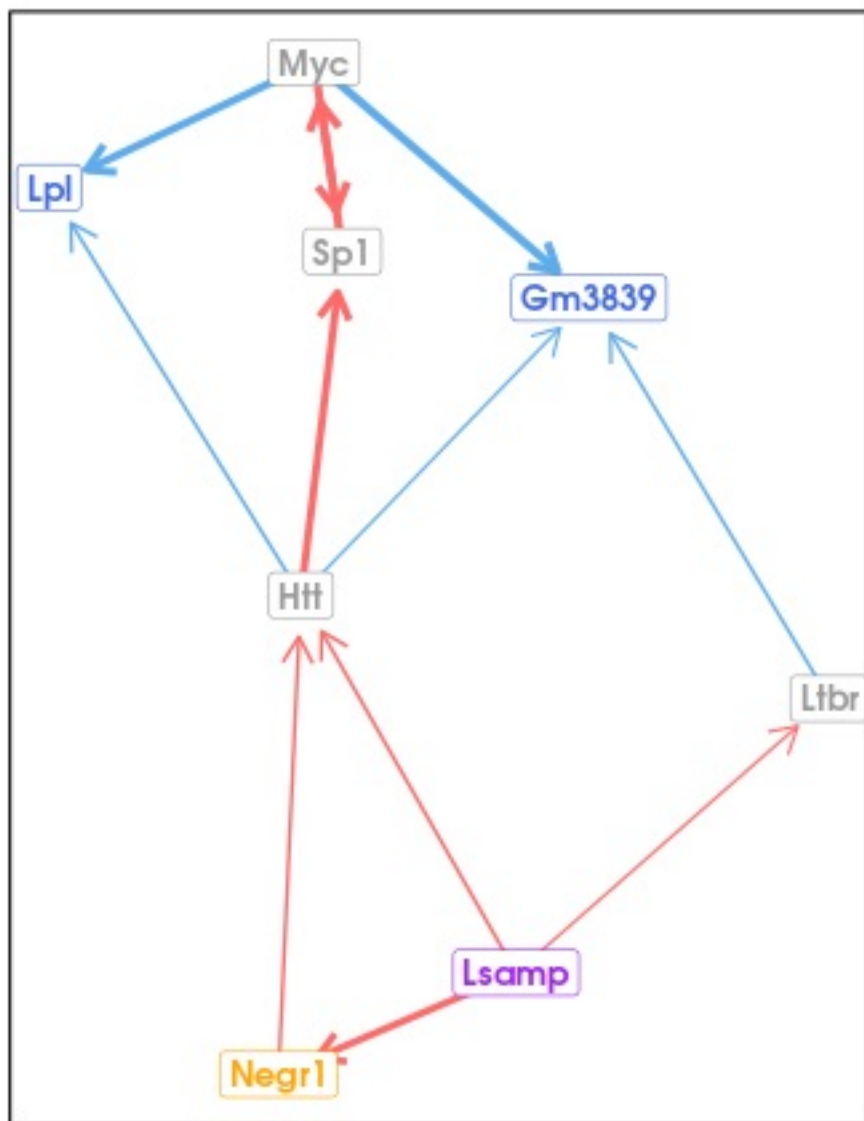

weight

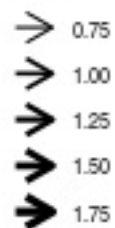

node\_type

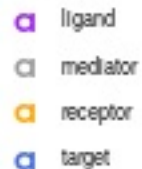

interaction\_type

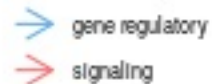

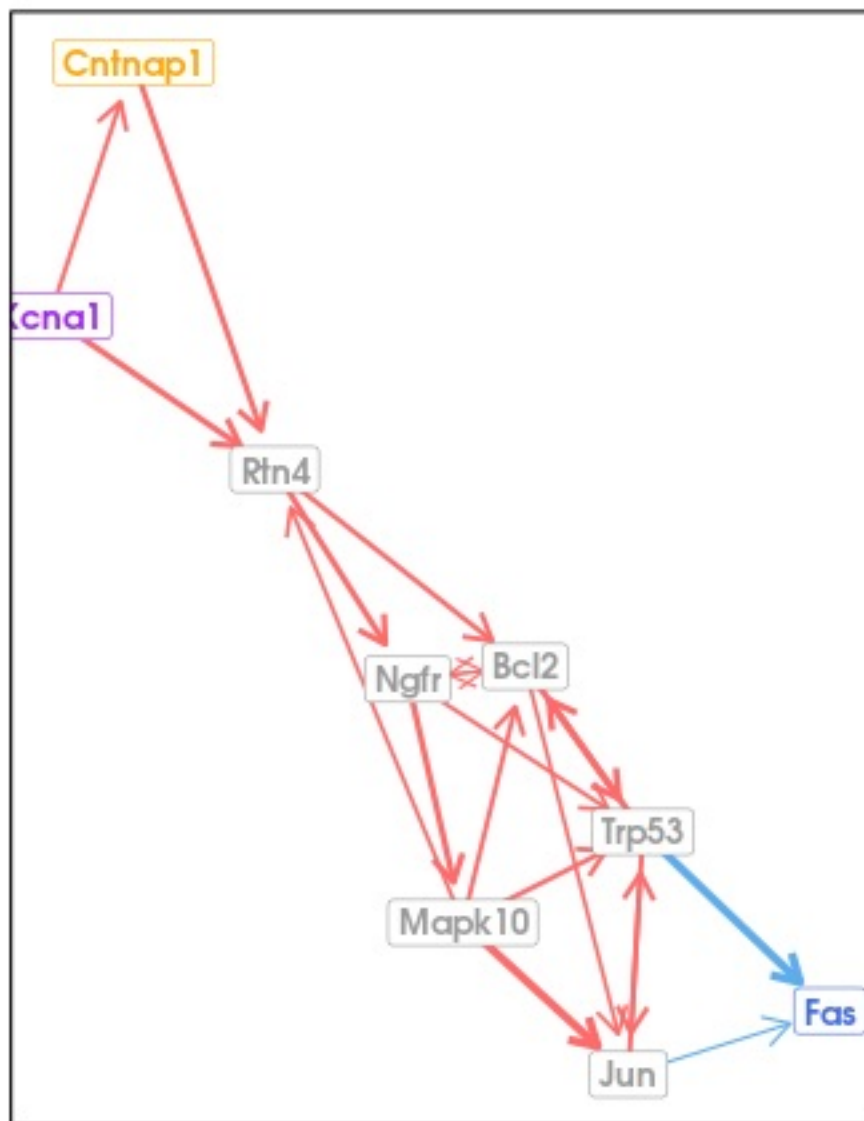

weight

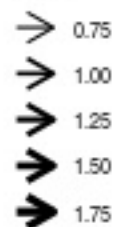

node\_type

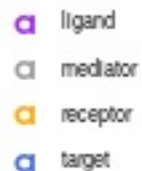

interaction\_type

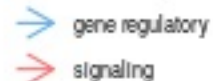

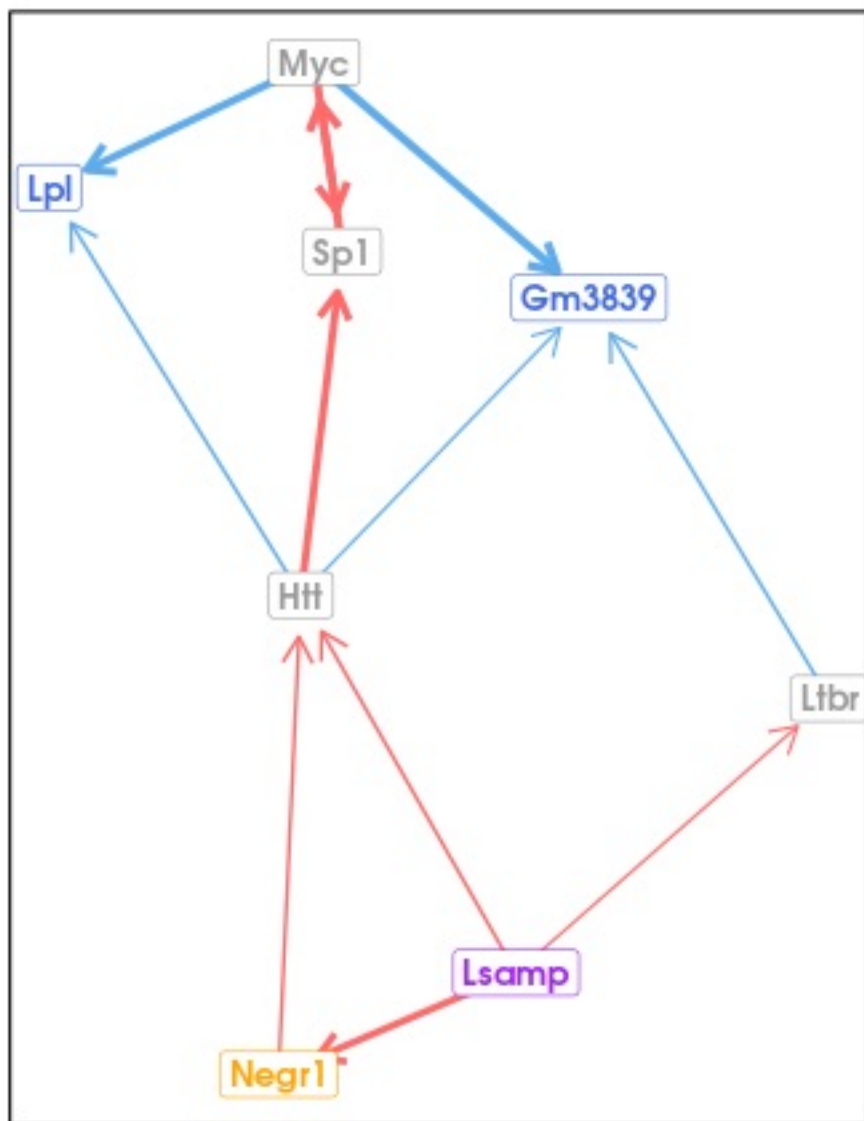

weight

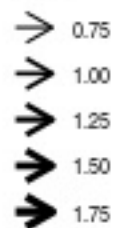

node\_type

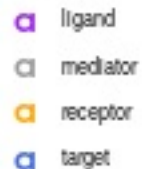

interaction\_type

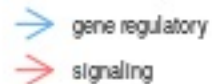

How the deposited data were processed for this re-analysis (not part of the article)

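Single-nucleus RNA sequencing of the left hippocampus of female 3xTg-AD and WT mice was used, with 12 libraries of sorted nuclei, 3 per genotype at 6 months and 3 per genotype at 12 months. The authors prepared the libraries with 10x Genomics 3′ chemistry, aligned the reads to mm10 (GRCm38) with Cell Ranger 6.1.1 and deposited the filtered matrices of UMI counts per gene and nucleus, which are raw counts without normalization and precede the removal of ambient RNA and the filters on nuclei. The header of each matrix names the software, and the values were checked to be whole numbers.

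Nuclei with 500 to 10000 detected genes, at most 5% mitochondrial UMIs and log10 genes over log10 UMIs above 0.8 were retained. Counts were scaled to 10000 UMIs per nucleus and log transformed, and 2000 variable genes with a count in at least 50 nuclei were chosen over 20 bins of mean expression. They were scaled with a limit of 10, and 50 principal components, 20 neighbours and Leiden clustering at a resolution of 0.7 followed. Clusters of at least 500 nuclei in which more than 15% of nuclei had excitatory and more than 15% inhibitory transmitter UMIs, without glial markers, were clustered again with 1500 genes, 30 components and a resolution of 2. A cluster was named by marker genes with a pseudocount of 5 CPM, at least 3 markers detected in at least 5% of nuclei and a mean log2 enrichment of at least 2. A second glial or vascular class with an enrichment of at least 1 made a mixture, apart from classes that share markers. A cluster stayed unnamed if its 10 leading genes found in at least 25% of nuclei held markers of another class in larger number than its own, or if its UMIs were far below the median of the libraries and no own marker led it. Clusters with microglial markers that were led by genes of border macrophages, a list chosen after the clusters were seen, stayed unnamed too. Clusters in which at least 30% of nuclei had transmitter UMIs were neurons, and their transmitter was set by a ratio of 2 between the transmitter genes. Regional names needed an enrichment of at least 1. The rules for names and for assigning nuclei by their own markers were revised several times after the clusters were seen, and before any test of expression was run. Scrublet was run per library with an expected share of 8%.

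Counts were summed per class and library and tested with the quasi-likelihood F test of edgeR 4.0.16 after TMM normalization and its filter on low counts, separately at each age, with 3 3xTg-AD against 3 WT libraries. All p of genes are two-sided, adjusted p are from edgeR with the Benjamini-Hochberg method unless DESeq2 is named, and a gene was called at an adjusted p under 0.05 with an absolute log2 fold change over 0.2. The interaction of genotype and age was fitted over 12 libraries. The Wald test of DESeq2 1.42.0 was the alternative test, without shrinkage. Shares of classes and regional kinds were compared with two-sided exact permutation tests over libraries and adjusted with the Benjamini-Hochberg method. Positions are from GENCODE vM21 on GRCm38. Human names of Table S5 were matched to mouse genes by symbol or an older name. Medians of target genes were compared with 10000 random lists of the same mean expression, and the rule that a median must exceed the 97.5th percentile was chosen after the first values were seen. Nearness on the genome was compared with 2000 random lists drawn from 300 ranks of mean expression on either side. Other splits of the 6 libraries of an age into 3 and 3 number 10, those of both ages together 200, and the interaction was refitted for 40 draws of the labels. The draws leave out a full exchange of the genotypes at 1 age, a rule that was added after draws were seen and changed no count.

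The alternatives were RLE normalization, no filter on low counts, all 12 libraries in 1 fit, DESeq2, counts thinned to the smallest library, doublets removed, nuclei assigned by their own markers, no filters on nuclei, a Leiden resolution of 1.4, receivers without clusters named by striatal, thalamic, habenular or hypothalamic markers, and each library left out. After the data were seen, a covariate was added for the percent of inhibitory nuclei with the striatal name or of excitatory nuclei with hippocampal names, in units of 10 percentage points. At 12 months, the striatal share of every 3xTg-AD library was above that of every WT library, so that the covariate can remove an effect of genotype too. The tests were tested on simulated data at the depth of the libraries, with 200 changed genes per class and age.

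The genes named in the text are those that the paper names for expression, the mediators of Fig. 5B, genes that check the genotype and sex, the marker genes, and per class and age the 3 called genes in each direction with the smallest adjusted p whose 3xTg-AD libraries lie on one side of the WT libraries. Genes outside this rule (the called AD risk genes, the genes with an interaction and the receptors of Fig. 5A) were chosen after their values were seen. The results of some genes are not reported here. Removal of ambient RNA with soupX, integration with Harmony, shrinkage with apeglm, the inference of ligand, receptor and target links, gene regulatory networks, transcription factor activity and enrichment were not analysed here, nor were the ELISA measurements. The analyses used Python 3.11.15 with scanpy 1.11.5, igraph 0.11.9, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.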

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

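The tests of hippocampal against striatal shares, of the change in shares between ages and of nearness on the genome were chosen only after the results were seen.

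In 3xTg-AD replicate 10 at 12 months, astrocytes made up 11.83% of the nuclei, while the other 12-month libraries had 9.735 to 10.44% and the other 3xTg-AD libraries 9.747 to 10.37%. Oligodendrocytes made up 23.6% in that replicate and 10.78 to 15.28% in the other 3xTg-AD libraries. Replicate 9, a 6-month 3xTg-AD library, held 128323908 UMIs, and the other 6-month libraries held 92638485 to 104666222. Each value lay far from the others of its group. In 116 groups looked at, 4 such values were found in 2 libraries, with the astrocyte share of replicate 10 counted in 2 groups, and chance gives about 1 in 20 groups, or 6. The larger total of replicate 9 came with 17871 retained nuclei. No biological explanation was tested for these values, and a difference in how the tissue was taken stays open.

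The difference between genotypes in the share of several kinds of neurons changed from 6 to 12 months, by the permutation of genotypes within ages before adjustment. The change was -13.74 percentage points for excitatory neurons among all nuclei (exact permutation p = 0.005, adjusted p = 0.125). Among excitatory nuclei it was -21.04 for dentate granule neurons (exact permutation p = 0.01, adjusted p = 0.125), -13.28 for CA1 and subiculum pyramidal neurons (exact permutation p = 0.04, adjusted p = 0.161) and 27.99 for neurons without a regional name (exact permutation p = 0.025, adjusted p = 0.156). Among inhibitory nuclei it was 34.71 for striatal medium spiny neurons (exact permutation p = 0.02, adjusted p = 0.156), -10.06 for hypothalamic and ventral neurons (exact permutation p = 0.045, adjusted p = 0.161) and -24.86 for neurons without a regional name (exact permutation p = 0.045, adjusted p = 0.161). None of the 25 changes passed after adjustment. The striatal name was given to 10902 nuclei, a kind of neuron that the paper does not report.

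Tissue from neighbouring regions, taken with the hippocampus in different amounts, is a candidate explanation for the shares. Over the 12 libraries, the percent of neurons with hippocampal names fell as the percent with the striatal name rose, with Pearson r = -0.8509 (permutation p = 0.00053) and Spearman rho = -0.8741 (permutation p = 0.00037). Without replicates 6 and 11, which lie farthest from the median, Pearson r was -0.8119 (permutation p = 0.0028). It was -0.757 in the 6 WT libraries (exact permutation p = 0.0417) and -0.9781 in the 6 3xTg-AD libraries (exact permutation p = 0.00139). Shares of a whole are tied to each other, which adds to a negative relation. A loss of dentate and CA1 neurons in 12-month 3xTg-AD mice was not tested apart from this, and stays open.

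The interaction of genotype and age was called for 16 genes in excitatory neurons, 21 in inhibitory neurons, 14 in astrocytes, 4 in microglia, 10 in oligodendrocytes and 6 in OPCs. Among 40 draws of the labels, as many or more genes were called in 2 for excitatory neurons, 2 for inhibitory neurons, 2 for astrocytes, 5 for microglia, 3 for oligodendrocytes and 3 for OPCs, the real labels included. In excitatory and inhibitory neurons, astrocytes and OPCs, every other draw that reached the number keeps the split by genotype at 1 of the 2 ages and so holds a difference between the genotypes itself. For these classes the draws do not decide, and chance stays open. In microglia and oligodendrocytes, draws that keep the split of neither age reached the number too, so that chance cannot be excluded. Of 55 interaction genes with a position, 45.45% had another within 5 megabases, where random lists had a median of 23.64%, and 14 of 2000 lists reached that share. Inherited segments that differ between the genotypes in the mice of 1 age and not of the other may explain part of these genes. The genotypes of the mice along the genome were not analysed here, and an effect of age on these genes stays open.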

How the results depend on the processing

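The tests of splits for the called-gene counts and of the genes called in at least 5 classes, and the covariate for regional shares, were chosen only after the results were seen. The percentile rule for target medians was chosen then too, and the rules for naming clusters and for assigning nuclei by their own markers were revised after the clusters were seen. The other alternatives and the thresholds were set before the data were examined. No paired analysis was possible because the replicate numbers are unique across the groups. The median of 6-month targets at 12 months was taken here over all listed genes tested at 12 months, while the passage on these medians took those tested at 6 months too. SoupX, Harmony and apeglm were not repeated, so their effect on the values was not compared. A count was taken as moved when it changed by more than 1.5 times, a tested value when it crossed its threshold, and a median of targets when it passed the random lists in 1 setting only.

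RLE normalization left 183 of 184 results as they were, keeping all nuclei without the filters left 200 of 200, a Leiden resolution of 1.4 left 16 of 16 shares, and leaving out the mitochondrial limit or the gene limits left the number of nuclei close to the same. Removing doublets left 193 of 200, thinning 171 of 183, nuclei assigned by their own markers 178 of 200, all 12 libraries in 1 fit 159 of 178, DESeq2 149 of 184, no filter on low counts 144 of 184 and the clusters without regional names 105 of 136. All 12 libraries in 1 fit with the covariate left 96 of 140 as they were. Crossing back over a threshold was found for 25 results with the covariate and 16 without the regionally named clusters, and crossing to a call for 10 with DESeq2.

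DESeq2 in place of edgeR changed called genes at 6 months from 238 to 495 in excitatory neurons, from 171 to 362 in inhibitory neurons and from 63 to 40 in OPCs. It changed called genes at 12 months from 215 to 809 in excitatory neurons, from 1140 to 2168 in inhibitory neurons, from 74 to 160 in astrocytes, from 84 to 50 in microglia and from 79 to 45 in OPCs. Changed too were genes past the limits on unadjusted p and log2 fold change at 6 months from 454 to 280 in OPCs. Other moves were in genes with the interaction of genotype and age from 16 to 236 in excitatory neurons, from 21 to 871 in inhibitory neurons, from 14 to 41 in astrocytes, from 10 to 32 in oligodendrocytes and from 6 to 3 in OPCs. Further changes were in called AD risk genes from 18 to 38, called AD risk genes in 12-month inhibitory neurons from 12 to 27 and called AD risk genes in 12-month excitatory neurons from 3 to 12. Also changed were called AD risk genes in OPCs and microglia from 0 to 1, called 6-month targets in excitatory neurons from 6 to 13 and called 12-month targets in excitatory neurons from 11 to 50. Next came called 6-month targets in inhibitory neurons from 4 to 7, called 12-month targets in inhibitory neurons from 87 to 156 and called mediators in excitatory neurons from 0 to 2. Also different were genes called in 1 direction in at least 5 classes at 12 months from 4 to 7. On simulated data, 12.62 to 17.12% of the DESeq2 calls were false in neurons and 0.5814 to 10.53% in the other classes, and 3.175 to 7.732% of the edgeR calls in neurons. The simulation held no small changes and no difference in the makeup of the nuclei, so these rates may not hold for the real counts. Why the tools differ on the real counts is open, and the cause was not tested.

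Testing with no filter on low counts changed called genes at 6 months from 120 to 467 in astrocytes, from 12 to 67 in microglia, from 143 to 572 in oligodendrocytes and from 63 to 162 in OPCs. Besides, it changed called genes at 12 months from 215 to 464 in excitatory neurons, from 74 to 606 in astrocytes, from 84 to 222 in microglia, from 218 to 656 in oligodendrocytes and from 79 to 174 in OPCs. It changed genes past the limits on unadjusted p and log2 fold change at 6 months from 869 to 1331 in inhibitory neurons, from 681 to 1124 in astrocytes, from 237 to 809 in microglia, from 689 to 1219 in oligodendrocytes and from 454 to 852 in OPCs. Changed too were genes past the limits on unadjusted p and log2 fold change at 12 months from 825 to 1472 in astrocytes, from 527 to 1271 in microglia, from 862 to 1520 in oligodendrocytes and from 525 to 991 in OPCs. Other moves were in genes with the interaction of genotype and age from 16 to 47 in excitatory neurons, from 21 to 262 in inhibitory neurons, from 14 to 217 in astrocytes, from 4 to 41 in microglia, from 10 to 293 in oligodendrocytes and from 6 to 43 in OPCs. Further changes were in called AD risk genes from 18 to 45, called AD risk genes in 12-month inhibitory neurons from 12 to 20 and called AD risk genes in 12-month excitatory neurons from 3 to 7. Also changed were called AD risk genes in OPCs and microglia from 0 to 5, called 12-month targets in excitatory neurons from 11 to 33 and called mediators in excitatory neurons from 0 to 1. Next came genes called in 1 direction in at least 5 classes at 6 months from 8 to 20. Also different were genes called in 1 direction in at least 5 classes at 12 months from 4 to 26. Besides, it changed genes called in 1 direction in at least 5 classes at both ages from 1 to 8. More genes are tested under this choice, and the cause was not tested.

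Fitting all 12 libraries together changed called genes at 6 months from 12 to 4 in microglia. It changed called genes at 12 months from 215 to 420 in excitatory neurons, from 1140 to 1854 in inhibitory neurons and from 74 to 155 in astrocytes. Changed too were called AD risk genes from 18 to 33, called AD risk genes in 12-month inhibitory neurons from 12 to 28 and called AD risk genes in 12-month excitatory neurons from 3 to 5. Other moves were in called 6-month targets in excitatory neurons from 6 to 3 and called 12-month targets in excitatory neurons from 11 to 21. Further changes were in the median absolute log2 fold change at 12 months of the 6-month targets of inhibitory neurons from 0.44 to 0.50. Also changed were genes called in 1 direction in at least 5 classes at both ages from 1 to 2. Here the cause was not tested.

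Thinning counts to the smallest library changed called genes at 12 months from 84 to 55 in microglia. Next came genes past the limits on unadjusted p and log2 fold change at 12 months from 527 to 277 in microglia. Also different were genes with the interaction of genotype and age from 14 to 7 in astrocytes and from 4 to 11 in microglia. Besides, it changed called AD risk genes in OPCs and microglia from 0 to 2. It changed the median absolute log2 fold change at 12 months of the 6-month targets of inhibitory neurons from 0.44 to 0.48. For these values, the cause was not tested.

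Removing the doublets of scrublet changed called genes at 6 months from 12 to 25 in microglia and genes with the interaction of genotype and age from 4 to 11 in microglia. Changed too were the median absolute log2 fold change at 12 months of the 6-month targets of inhibitory neurons from 0.44 to 0.47. For these values, the cause was not tested.

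Assigning each nucleus by its own markers changed called genes at 12 months from 218 to 131 in oligodendrocytes and from 79 to 294 in OPCs. Other moves were in genes past the limits on unadjusted p and log2 fold change at 6 months from 237 to 445 in microglia. Further changes were in genes past the limits on unadjusted p and log2 fold change at 12 months from 527 to 915 in microglia and from 525 to 1191 in OPCs. Also changed were genes with the interaction of genotype and age from 16 to 9 in excitatory neurons, from 14 to 2 in astrocytes and from 10 to 1 in oligodendrocytes. Next came called AD risk genes in OPCs and microglia from 0 to 9. Also different were the median absolute log2 fold change at 12 months of the 6-month targets of inhibitory neurons from 0.44 to 0.47. Besides, it changed ligands of Fig. 5A past the limits from 4 to 1, genes called in 1 direction in at least 5 classes at 6 months from 8 to 28 and genes called in 1 direction in at least 5 classes at 12 months from 4 to 28. It changed genes called in 1 direction in at least 5 classes at both ages from 1 to 8. For these values, the cause was not tested.

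Leaving out the clusters with striatal, thalamic, habenular or hypothalamic names changed called genes at 6 months from 238 to 137 in excitatory neurons and from 171 to 270 in inhibitory neurons. Changed too were called genes at 12 months from 215 to 127 in excitatory neurons and from 1140 to 429 in inhibitory neurons. Other moves were in genes past the limits on unadjusted p and log2 fold change at 12 months from 2872 to 1444 in inhibitory neurons. Further changes were in called AD risk genes from 18 to 10, called AD risk genes in 12-month inhibitory neurons from 12 to 5 and called AD risk genes in 12-month excitatory neurons from 3 to 1. Also changed were called 12-month targets in excitatory neurons from 11 to 4. Next came the median absolute log2 fold change at 12 months of the 6-month targets of inhibitory neurons from 0.44 to 0.39. Also different were called 12-month targets in inhibitory neurons from 87 to 30, called mediators in inhibitory neurons from 2 to 0 and receptors of Fig. 5A past the limits in inhibitory neurons from 6 to 1. For Drd2 in 12-month inhibitory neurons, the log2 fold change reversed from 1.76 to -0.31. For these values, the cause was not tested.

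A fit of all 12 libraries with the regional share as a covariate, chosen after the data were seen, changed called genes at 6 months from 238 to 137 in excitatory neurons. Besides, it changed called genes at 12 months from 215 to 31 in excitatory neurons and from 1140 to 66 in inhibitory neurons. It changed genes past the limits on unadjusted p and log2 fold change at 12 months from 1645 to 950 in excitatory neurons and from 2872 to 1148 in inhibitory neurons. Changed too were genes with the interaction of genotype and age from 16 to 0 in excitatory neurons and from 21 to 1 in inhibitory neurons. Other moves were in called AD risk genes from 18 to 7, called AD risk genes in 12-month inhibitory neurons from 12 to 0 and called AD risk genes in 12-month excitatory neurons from 3 to 1. Further changes were in called 6-month targets in excitatory neurons from 6 to 3, called 12-month targets in excitatory neurons from 11 to 2 and called 12-month targets in inhibitory neurons from 87 to 3. Also changed were called mediators in inhibitory neurons from 2 to 0, receptors of Fig. 5A past the limits in excitatory neurons from 1 to 0 and receptors of Fig. 5A past the limits in inhibitory neurons from 6 to 0. Next came genes called in 1 direction in at least 5 classes at 12 months from 4 to 2. For Syndig1l in 12-month inhibitory neurons, the log2 fold change reversed from 1.57 to -0.18. Apart from the interaction, the starting values here are those of the separate fits per age. In the fit of all 12 libraries without the covariate, called genes numbered 249 at 6 months and 420 at 12 months in excitatory neurons and 1854 at 12 months in inhibitory neurons. With the covariate, the cause was not tested.

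Leave-one-out moved the counts in every class, and the cause was not tested. The number of called genes at 6 months ran from 84 (without replicate 9) to 307 (without replicate 7) in excitatory neurons, 44 (without replicate 5) to 236 (without replicate 11) in inhibitory neurons and 44 (without replicate 5) to 181 (without replicate 11) in astrocytes. Further ranges were 2 (without replicate 3) to 11 (without replicate 1) in microglia, 55 (without replicate 5) to 185 (without replicate 1) in oligodendrocytes and 38 (without replicate 5) to 71 (without replicate 11) in OPCs. The number of called genes at 12 months ran from 59 (without replicate 2) to 909 (without replicate 10) in excitatory neurons, 51 (without replicate 2) to 3442 (without replicate 10) in inhibitory neurons and 41 (without replicate 2) to 200 (without replicate 10) in astrocytes. Further ranges were 46 (without replicate 12) to 165 (without replicate 6) in microglia, 92 (without replicate 2) to 261 (without replicate 4) in oligodendrocytes and 50 (without replicate 6) to 255 (without replicate 4) in OPCs. The number of genes past the limits on unadjusted p and log2 fold change at 12 months ran from 504 (without replicate 6) to 802 (without replicate 4) in OPCs. The number of genes with the interaction of genotype and age ran from 0 (without replicate 2) to 414 (without replicate 10) in excitatory neurons, 2 (without replicate 1) to 1717 (without replicate 10) in inhibitory neurons and 0 (without replicate 5) to 50 (without replicate 10) in astrocytes. Further ranges were 3 (without replicate 7) to 8 (without replicate 3) in microglia, 3 (without replicate 5) to 17 (without replicate 3) in oligodendrocytes and 4 (without replicate 7) to 15 (without replicate 4) in OPCs. Over called AD risk genes, the range was 9 (without replicate 12) to 48 (without replicate 10). Across called AD risk genes in 12-month inhibitory neurons, the range was 0 (without replicate 2) to 41 (without replicate 10). For called AD risk genes in 12-month excitatory neurons, the range was 0 (without replicate 6) to 9 (without replicate 10). Over called AD risk genes in OPCs and microglia, the range was 0 (without replicate 1) to 5 (without replicate 4). Across called 6-month targets in excitatory neurons, the range was 1 (without replicate 5) to 13 (without replicate 7). For called 12-month targets in excitatory neurons, the range was 2 (without replicate 2) to 64 (without replicate 10). Over called 6-month targets in inhibitory neurons, the range was 1 (without replicate 5) to 5 (without replicate 11). In the median absolute log2 fold change at 12 months of the 6-month targets of inhibitory neurons, the range was 0.35 (without replicate 12) to 0.55 (without replicate 4). For called 12-month targets in inhibitory neurons, the range was 2 (without replicate 2) to 184 (without replicate 10). Over called mediators in excitatory neurons, the range was 0 (without replicate 2) to 2 (without replicate 10). Across called mediators in inhibitory neurons, the range was 0 (without replicate 2) to 5 (without replicate 10). For ligands of Fig. 5A past the limits, the range was 1 (without replicate 2) to 6 (without replicate 6). Over receptors of Fig. 5A past the limits in excitatory neurons, the range was 0 (without replicate 2) to 3 (without replicate 10). Across genes called in 1 direction in at least 5 classes at 6 months, the range was 3 (without replicate 5) to 9 (without replicate 11). For genes called in 1 direction in at least 5 classes at 12 months, the range was 3 (without replicate 6) to 7 (without replicate 4). Over genes called in 1 direction in at least 5 classes at both ages, the range was 0 (without replicate 5) to 2 (without replicate 7).

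Of the comparisons with 1 library left out, 1048 of 1349 were as before, 136 counts moved, 143 results fell back over their threshold and 22 passed it. In 12-month inhibitory neurons the number of called genes fell to 51 without replicate 2 and to 118 without replicate 6, and rose to 3442 without replicate 10. Microglia had the fewest counts, with 123405 UMIs in the smallest 6-month library, and fewer genes were tested there than in any other class. In a test on simulated data at the depth of the libraries, edgeR recovered 89.5 to 98% of 200 changed genes in the classes and ages, with 2.55 to 10.85% false calls, and 62 to 82.5% of 200 in the interaction.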

Differences from the paper's values

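No test reported here was chosen after the result was seen, apart from the covariate for regional shares where it is named. The paper's fold changes from its Table S7 are shrunken, and those here are not. A count was taken to differ from the paper's when one was more than 1.5 times the other, and a log2 fold change when the signs differed or the values lay apart by more than the SE of the value here. The rule for own markers was revised after the clusters were seen.

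The paper gives 40 clusters, and 67 were found here. At a Leiden resolution of 1.4 there were 90, which differs as well.

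For AD risk genes changed in any class and age, the paper gives 47 and 18 were called here. Without the filter on low counts (45), with all 12 libraries in 1 fit (33), with DESeq2 (38) and without replicate 10 (48) the value did not differ by the same rule. It differed with RLE normalization (18), thinned counts (20), doublets removed (16), nuclei assigned by their own markers (13), no filters on nuclei (18), clusters with regional names left out (10) and without any other replicate (9 to 18). By class, the paper prints 34 and 13 for 12-month excitatory and inhibitory neurons in this order, while another of its sentences says that 12-month inhibitory neurons had the most. The 34 was therefore read as inhibitory. In the printed order, 12 called in inhibitory neurons would stand beside 13 and 3 in excitatory neurons beside 34. For 12-month inhibitory neurons read in this way, the paper gives 34 and 12 were called here. All 12 libraries in 1 fit (28), DESeq2 (27) and leaving out replicate 10 (41) did not differ, and no filter on low counts (20), RLE normalization (12), thinned counts (12), doublets removed (11), own markers (8), no filters on nuclei (12), clusters with regional names left out (5) and the other replicates left out (0 to 4) did. For 12-month excitatory neurons, the paper gives 13 and 3 were called here. DESeq2 (12) and leaving out replicate 10 (9) did not differ, while no filter on low counts (7), all 12 libraries in 1 fit (5), RLE normalization (3), thinned counts (4), doublets removed (3), own markers (4), no filters on nuclei (3), clusters with regional names left out (1) and the other replicates left out (0 to 3) did.

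The paper's log2 fold change of Lpl in 12-month excitatory neurons is 0.8741, and it was 1.52 here. It differed under every alternative set before the data were examined and with own markers, with values of 1.32 (without replicate 10) to 1.68 (without replicate 2). For Inpp5d in 12-month inhibitory neurons, the paper's value is 0.8163 and the value here 1.368. It did not differ with own markers (1.03), with regionally named clusters left out (1.11) and without replicate 4 (1.13), and differed with RLE normalization, no filter on low counts, all 12 libraries in 1 fit, DESeq2, thinned counts, doublets removed, no filters on nuclei and the other replicates left out (1.26 to 1.80). For Pbk in 6-month inhibitory neurons, the paper's value is -5.272 and the value here -3.994, from 4 UMIs in 3xTg-AD and 69 in WT. It did not differ with own markers (-4.80) and without replicate 5 (-5.27). It was not tested with regionally named clusters left out, and differed under the other alternatives, from -3.26 without replicate 9 to -7.06 with thinned counts. For Adora2a in 12-month inhibitory neurons, the paper's value is 3.15 and the value here 4.058. It did not differ with thinned counts (3.99), with regionally named clusters left out (2.47) and without replicates 2 (3.70), 4 (3.63), 6 (3.89) and 12 (3.50), and differed with RLE normalization, no filter on low counts, all 12 libraries in 1 fit, DESeq2, doublets removed, own markers, no filters on nuclei and without replicates 8 (6.46) and 10 (4.46).

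The paper names Card10 as the most decreased target of both receivers at 6 months. In 6-month inhibitory neurons, Pbk was lower still, both here and in the paper's own Table S7. Its log2 fold change here, given above, stood against -1.76 for Card10. In 6-month excitatory neurons, the lowest of the targets in Table S7 was Cdh3, a gene chosen after its values were seen and not called, at -1.76 against -1.29 for Card10.

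The paper calls Ptpn22 in both receivers at both ages. In 6-month inhibitory neurons it was not called here (adjusted p = 0.0984), and was called with DESeq2, all 12 libraries in 1 fit, regionally named clusters left out, without replicate 11, and with the covariate that was chosen after seeing the values.

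Inpp5d and Cacna1c are called by the paper in 12-month inhibitory neurons, and were not called here (adjusted p = 0.0524 and 0.106). For Inpp5d, no filter on low counts, all 12 libraries in 1 fit, DESeq2, thinned counts and leaving out replicate 10 led to a call, and for Cacna1c all 12 libraries in 1 fit, DESeq2 and leaving out replicate 10. The paper's text names Lpl as raised in 12-month inhibitory neurons, and here it was called in 12-month excitatory neurons as well (adjusted p = 0.0185). The paper has no changed AD risk gene among the predicted ligands and receptors. Here Calm2, an AD risk gene that codes for a ligand in Fig. 5A, was called in 12-month inhibitory neurons (adjusted p = 0.0464), and in none of the sender classes at that age. It was not called there with own markers, with regionally named clusters left out, with the covariate, or without any 12-month replicate other than 10.

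Among the mediators, the paper calls Negr1 and Stat3 in both receivers, Ptk2, Sp3 and Nectin1 in inhibitory neurons and Esr1 in excitatory neurons. Here Nectin1 and Stat3 were called in inhibitory neurons. Negr1 was not called (adjusted p = 0.0858 in inhibitory and 0.183 in excitatory neurons). DESeq2 and leaving out replicate 10 called it in both, and no filter on low counts and all 12 libraries in 1 fit in inhibitory neurons. Stat3 in excitatory neurons and Sp3 in inhibitory neurons were not called under any alternative that was run (adjusted p = 0.149 and 0.154). Ptk2 in inhibitory neurons (adjusted p = 0.134) was called only without replicate 10. Esr1 in excitatory neurons (adjusted p = 0.108) was called with no filter on low counts, DESeq2 and without replicate 10.

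The paper has no changed AD risk gene in OPCs and microglia. The edgeR test called 0 as well, with 10 at an unadjusted p under 0.05 at each age in OPCs and 6 and 12 in microglia, while DESeq2 called 1 (Unc5cl), thinned counts 2, no filter on low counts 5, own markers 9, and leaving out replicate 4, 6, 8 or 10 gave 5, 4, 1 and 1.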

Other observations

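The tests of the genes called in at least 5 classes, of nearness on the genome, of the other splits for the called-gene counts and for the genes called at both ages, and of the striatal share against expression, and the covariate for regional shares, were chosen only after the results were seen.

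In 12-month 3xTg-AD inhibitory neurons, Adora2a, Rarb and Serpina9 had log2 fold changes of 4.06, 3.01 and 3.49. A larger share of striatal medium spiny neurons in these libraries is a candidate explanation. Before the data were examined, 8 medium spiny markers were named for a test of it. Table S7 lists 2 of them, which were left out of the test: Drd1 (log2 fold change 2.62, called) and Pde10a (0.94, adjusted p = 0.0720, not called). The other 6 had a median log2 fold change of 2.457, and all 6 were called. The prediction that leaving out the regionally named clusters removes the calls held only in part. Of the 6 markers, 3 stayed called with a median of 1.029 over the 6, Rarb stayed called (log2 fold change 1.22, adjusted p = 0.00212), Adora2a did not (2.47, adjusted p = 0.0575), and Serpina9 was not tested. The names may not take away all of these nuclei, or a change beyond their share may stay. Counts from ambient RNA, which was not removed here, may add to it as well. Rarb was also higher in 12-month 3xTg-AD oligodendrocytes (log2 fold change 2.62, adjusted p = 0.0019). These values do not tell the sources apart. Within the 6 libraries of a genotype, the striatal share and the expression of Rarb in inhibitory neurons had Pearson r = 0.9854 in 3xTg-AD (exact permutation p = 0.00139, adjusted p = 0.00556 over 16 relations). The Spearman rho was 1 there, and in WT Pearson r was 0.9435. The WT libraries with the lowest shares are those of 12 months, so that age is tied to the share in WT.

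In 12-month inhibitory neurons, Lpl, Ptk2b and Mme were called, and Inpp5d and Cacna1c were higher in 3xTg-AD without a call. The difference in these may share that source. Adamts1 was called only in excitatory neurons, where the striatal share of inhibitory nuclei is no source. The makeup of the excitatory nuclei was uneven too, with dentate granule neurons at 3.56% in 12-month 3xTg-AD and 16.5% in 12-month WT libraries. Without the regionally named clusters, the log2 fold change of Adamts1 was -0.72 (adjusted p = 0.378), so that makeup stays open as a source. Over the 6 genes, the median absolute log2 fold change in inhibitory neurons was 1.195, and it was 0.3617 without the regionally named clusters and 0.03862 with the covariate. The striatal share was higher in every 3xTg-AD library of 12 months than in every WT library of that age, so the covariate can remove an effect of genotype too. In the 6 3xTg-AD libraries, the striatal share and expression had Pearson r = 0.9714 for Lpl, 0.9626 for Ptk2b, 0.964 for Mme and 0.9814 for Cacna1c (exact permutation p = 0.00417 to 0.0139, adjusted p = 0.00667 to 0.0159), and 0.1552 for Inpp5d (exact permutation p = 0.763). Spearman rho was 0.7714 for Mme (exact permutation p = 0.103), 0.9429 for the other 3 and -0.2 for Inpp5d. In the 6 WT libraries, Pearson r was 0.9748, 0.9972, 0.942 and 0.976, and 0.6479 for Inpp5d. Lpl kept a called log2 fold change of 1.74 without the regionally named clusters, and was not called with the covariate (1.16, adjusted p = 0.407). An effect of genotype on these genes stays open.

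Inhibitory neurons at 12 months had more called genes, 1140, than any other class or age. A difference in depth argues little for it, since thinned counts left 1117. The libraries differ in which regional kinds of neuron they hold, which may explain part of the number. With the regionally named clusters left out, 429 genes were called, of which 380 were among the 1140, and with the covariate in a fit of all 12 libraries 66, of which 58 were, against 1854 in that fit without it. For these and all other classes and ages, the number of called genes and of genes past the limits on unadjusted p was reached by 1 of the 10 splits of the 6 libraries, the split by genotype itself, and chance cannot be excluded for these numbers with 3 against 3 libraries. The same holds for the AD risk genes, except in 12-month astrocytes and in microglia and OPCs at both ages, where 0 were called by edgeR and all 10 splits reach that number. The ages hold different mice, and genes called with the same sign at both ages numbered 55 in excitatory neurons, 67 in inhibitory neurons, 20 in astrocytes, 4 in microglia, 48 in oligodendrocytes and 16 in OPCs. Over both ages there are 200 splits, of which at most 3 could reach as many in microglia and 1 in each other class, the split by genotype included, which argues against chance for these genes. Leave-one-out gave 25 (without replicate 2), 19 (without replicate 2), 13 (without replicate 5), 1 (without replicate 3), 26 (without replicate 5) and 13 (without replicate 10) at the lowest in the same order.

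Glial RNA that is free or attached to neuron nuclei would raise glial genes together. Of 16 values of 8 glial genes in 12-month excitatory and inhibitory neurons, 7 were above 0 and 9 below, from -1.36 to 0.85, and 0 were called by edgeR, which argues against free or attached glial RNA as the source of differences between the genotypes.

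Microglia made up a larger share of nuclei at 12 than at 6 months. A lower share of neurons at 12 months would raise all glia alike, and against it the number of microglia per astrocyte was also higher (exact permutation p = 0.002165). The share of oligodendrocytes was higher at 12 months too, at 18.0% against 12.7%. The number of microglia relative to oligodendrocytes was not tested, so a rise shared by these classes stays open. An effect of age on microglia stays open as a hypothesis, since it was found and tested on the same data.

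In excitatory neurons at 6 months, 60.43% of called genes had another called gene within 1 megabase, where random lists had a median of 28.02% and 0 of 2000 reached the share. Inherited segments that differ between the 3xTg-AD and WT lines are a candidate explanation. At 6 months, the share and the median of random lists were 57.14 and 21.69% in inhibitory neurons (0 of 2000 lists reached the share), 38.66 and 16.1% in astrocytes (0), 26.76 and 18.44% in oligodendrocytes (95), 16.13 and 6.557% in OPCs (102) and 0 and 0% in microglia (2000). At 12 months, they were 50 and 25.82% in excitatory neurons (0), 73.59 and 69.84% in inhibitory neurons (7), 22.97 and 10.81% in astrocytes (25), 16.67 and 8.974% in microglia (143), 42.66 and 25.93% in oligodendrocytes (0) and 22.78 and 10.13% in OPCs (17). Of the tested genes within 1 megabase of a gene that the paper names, in 6- and 12-month excitatory and then 6- and 12-month inhibitory neurons, edgeR called 10 of 53, 2 of 50, 5 of 49 and 5 of 49 for Ercc1, 1 of 20, 2 of 22, 1 of 20 and 8 of 22 for Lpl, 1 of 47, 2 of 48, 0 of 45 and 4 of 45 for Ptpn22, and 0 of 55, 0 of 54, 0 of 54 and 3 of 54 for Card10. Where edgeR called 0, the unadjusted p was under 0.05 for 12, 9 and 8 genes near Card10 and 5 near Ptpn22, and DESeq2 called 1, 0 and 1 and 2. A regulation of neighbouring genes by genotype stays open.

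Only 1 gene, Cfap54 on chromosome 10 (92775619 to 93081618), was called in the same direction in at least 5 classes at both ages, and it was lower in 3xTg-AD. For this 1 gene, a strain or passenger segment and an effect of genotype cannot be told apart. The number of such genes was 8 without the filter on low counts and 8 with own markers, and leave-one-out gave 0 (without replicate 5 or 9) to 2 (without replicate 7 or 8). Of the genes called with the same sign at both ages that have a position, 40.74% of 54 in excitatory and 45.45% of 66 in inhibitory neurons had another within 1 megabase, where random lists had medians of 7.407 and 9.091% and 0 of 2000 reached either share. An effect of genotype on neighbouring genes stays open.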
